# Hepatocyte-derived LRG1 primes the liver for metastasis and impairs immunotherapy

**DOI:** 10.1038/s41423-026-01408-9

**Published:** 2026-04-10

**Authors:** Guojie Long, Bing Cheng, Yue Jiang, Qiufeng Liu, Xiaoming Huang, Zhitong Niu, Qian Xiao, Xiangjun Qian, Chaoyin Wei, Jinxin Chen, Yingzhen Weng, Zheyu Zheng, Dandong Luo, Tao Ma, Ting Su, Qiongwei Tang, Panpan Wang, Yufeng Chen, Jing Tan, Ronghua Zhang, Qiang Yu, Weidong Pan, Wenyu Wang

**Keywords:** Leucine-rich alpha-2 glycoprotein 1(LRG1), Liver metastasis, Pre-metastatic niche, Neutrophil extracellular traps (NETs), Immunotherapy sensitivity, Cancer microenvironment, Colon cancer

## Abstract

The liver undergoes active remodeling by the primary tumor prior to metastatic spread. However, the mechanisms by which hepatocytes dictate the liver-specific tropism of tumors remain elusive. Here, we identify hepatocyte-derived leucine-rich alpha-2-glycoprotein 1 (LRG1) as a key mediator of liver premetastatic niche (PMN) formation. Clinically, elevated serum LRG1 levels are correlated with an increased risk of liver metastasis in patients and multiple mouse models. Mechanistically, LRG1 remodels the hepatic microenvironment by driving immunosuppressive neutrophil accumulation, impairing the function of effector T cells and dendritic cells, and enhancing angiogenesis in the liver, thereby fostering a prometastatic landscape. Hepatocyte-specific ablation of LRG1 dampens premetastatic niche formation and significantly reduces the metastatic burden in vivo. Hepatic LRG1 induced by tumor-associated inflammation via IL-6/STAT3 signaling promotes liver metastasis through the formation of TGFBR/PI3K/AKT axis-driven neutrophil extracellular traps (NETs). Importantly, therapeutic blockade of LRG1 not only suppressed liver metastasis but also reprogrammed the hepatic niche toward an immune-activated state, sensitizing tumors to anti-PD-1 therapy. Collectively, our findings reveal a hepatocyte–LRG1 axis that drives liver premetastatic niche remodeling and highlight LRG1 as a promising target for the prevention and treatment of liver metastasis.

## Introduction

The liver is among the most common sites for metastatic dissemination across multiple cancer types, including colorectal cancer, and accounts for a significant proportion of cancer-related mortality worldwide [1]. Emerging evidence highlights the critical role of premetastatic niche (PMN) formation, a process in which primary tumors systemically prime distant organs to favor metastatic seeding and outgrowth [2–4]. Rather than being a passive recipient, the liver—with its unique vasculature and immune environment—undergoes active remodeling during PMN development [5]. However, the mechanisms by which hepatic cells, particularly hepatocytes, orchestrate this tumor-supportive microenvironment remain poorly defined, hindering targeted therapeutic strategies.

Leucine-rich α-2-glycoprotein 1 (LRG1), a secreted glycoprotein, contributes to a wide range of human diseases [6, 7], including cancers. Elevated LRG1 expression in tumors is correlated with cancer progression, tumor burden, and poor prognosis [8–13]. LRG1 is produced by diverse cellular sources. Tumor cell-derived LRG1 has been shown to increase tumor proliferation [14] and modulate angiogenesis [15] and, as demonstrated in our previous work, promote epithelial‒mesenchymal transition (EMT) in an autocrine manner [16]. Additionally, endothelial cell-derived LRG1 facilitates lung metastasis by increasing the abundance of neural/glial antigen 2 (NG2)^+^ pericytes and modulating the vascular niche [8]. Among all sources, hepatocytes represent the predominant origin of systemic LRG1. This is particularly significant as the liver—a frequent metastatic target—undergoes extensive remodeling in response to primary tumor signals before metastatic colonization. However, the dynamic expression and role of liver-derived LRG1 in this context remain largely unexplored.

LRG1 exerts most of its pathogenic effects on the vasculature; however, whether LRG1 also contributes to liver metastasis via nonvascular mechanisms remains unclear. In particular, whether hepatocyte-derived LRG1 regulates the formation or function of the premetastatic niche (PMN), a critical determinant of metastatic organotropism [3], is completely unknown. Understanding this axis may reveal novel insights into systemic crosstalk between primary tumors and metastatic organs and reveal potential therapeutic targets for metastatic prevention.

Here, we investigate the hypothesis that hepatocyte-derived LRG1 serves as a central mediator of PMN formation in the liver, bridging systemic tumor-derived signals to local immunosuppressive and prometastatic alterations. Combining clinical observations with mechanistic studies in murine models, we demonstrate that tumor-induced inflammatory cues drive hepatocytes to secrete LRG1, which in turn recruits myeloid cells and triggers NET formation. We further investigated the translational potential of targeting this axis and revealed that LRG1 blockade not only inhibits liver metastasis but also synergizes with immune checkpoint inhibitors by reshaping the hepatic immune microenvironment. These findings position the hepatocyte-LRG1 pathway as a critical determinant of liver tropism in metastasis and reveal new opportunities for therapeutic intervention.

## Results

### Serum LRG1 predicts liver metastasis and is associated with premetastatic niche formation in the liver

To evaluate the association of serological LRG1 with metastasis, we analyzed serum samples from patients with localized or liver metastatic colorectal cancer (CRC), pancreatic ductal adenocarcinoma (PDAC) or gastric cancer (GC). The results demonstrated that patients with liver metastasis had significantly higher serum LRG1 levels (Fig. 1A–C), suggesting that it is closely associated with liver metastasis. To assess its possible predictive capacity for liver metastasis, we retrospectively analyzed serum LRG1 levels in patients with early-stage cancers (TNM stage I/II for CRC and TNM stage I for GC). Individuals who developed liver metastasis within 5 years displayed significantly elevated baseline LRG1 levels (Fig. 1D, E). Survival analysis further revealed that high LRG1 expression correlated with reduced liver metastasis-free survival (Figs. 1F, G). These findings suggest that elevated LRG1 precedes detectable metastasis, indicating its role in premetastatic niche formation. To validate this hypothesis, we generated a CT26 murine cecal orthotopic inoculation model (Fig. 1H) by harvesting the liver weekly. By day 28, small hepatic metastatic foci were observed in a subset of mice, whereas no liver metastasis was detected at earlier timepoints (day 21) (Fig. S1A), which was defined as the premetastatic phase, which is consistent with our previous reports [17]. This finding was further corroborated by CD11b and fibronectin staining (Fig. 1I–K) and *S100a8*, *S100a9*, and *Mmp9* expression (Fig. S1C–E), which were reported to be significantly enriched in premetastatic livers [18]. Synchronous with the formation of the liver premetastatic niche, serum LRG1 levels markedly increased during the premetastatic phase and further increased upon establishment of metastasis (Fig. 1L). No such phenomenon was observed in the sham-operated controls (Fig. S1F–I). Similarly, in the splenic tumor inoculation model, serum levels of LRG1 were also elevated during the premetastatic phase but progressively increased with increasing hepatic metastasis progression (Fig. 1M–Q, Fig. S1I–K). This trend was further validated in orthotopic pancreatic cancer (KPC) (Fig. 1R and Fig. S2A–C) and melanoma (B16F10) (Fig. 1S and Fig. S2D–F) models, where the liver represents a common metastatic site.

**Fig. 1:**
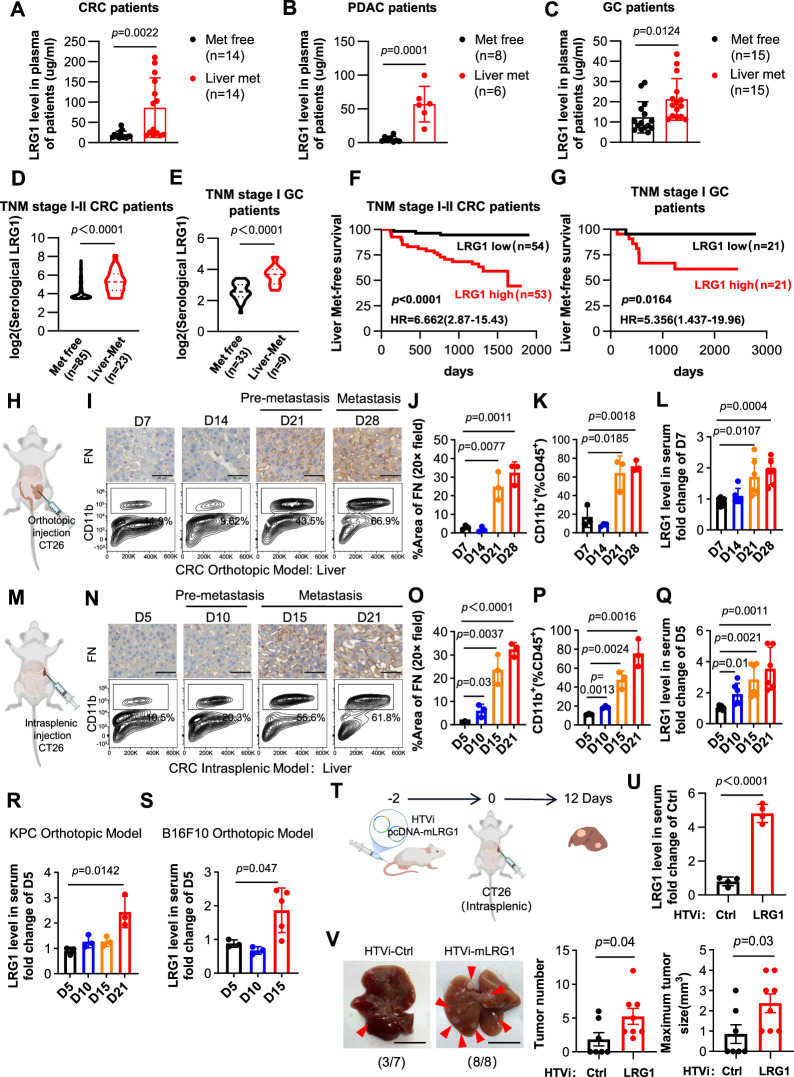
Serological LRG1 predicts liver metastasis and is associated with pre-metastatic niche formation in liver. **A–C** Serological LRG1 levels in patients without metastasis or with liver metastasis. **A** Colorectal cancer patients. **B** PDAC patients. **C** Gastric cancer patients. Data are means ± SD. Serological LRG1 levels in TNM stage I-II CRC patients **D** and TNM stage I. GC patients **E** with or without subsequent liver metastasis during follow-up. Liver metastasis-free survival analysis of TNM stage I-II CRC cohort **F** and. TNM stage I GC cohort **G**. Schematic of CRC orthotopic model in BALB/c **H**. Representative images of IHC staining of FN and flow cytometry analyses of the percentages of CD11b+ cells in CD45+ immunocytes in the liver on different time points. Scale bars, 50 μm **I**. Quantification of FN **J** and quantification of CD11b+ cells **K**, *n* = 3 mice per time point. Data are means ± SD. **L** ELISA analysis of serum LRG1 levels from CRC orthotopic mouse model on days 7, 14, 21, and 28. *n* = 6 mice per time point from two independent experiments and data are means ± SD. Schematic of CRC intrasplenic model in BALB/c **M**. Representative images of IHC staining of FN and flow cytometry analyses of the percentages of CD11b+ cells in CD45+ immunocytes in the liver. Scale bars, 50 μm **N**. Quantification of FN **O** and quantification of CD11b+ cells **P**, *n* = 3 mice per time point. Data are means ± SD. **Q** ELISA analysis of serum LRG1 levels from CRC intrasplenic model on day 5, 10, 15, and 21. *n* = 6 mice per time point from two independent experiments and data are means ± SD. **R** ELISA analysis of serum LRG1 levels from PDAC orthotopic model on day 5, 10, 15, and 21. *n* = 3 mice per time point and data are means ± SD. **S** ELISA analysis of serum LRG1 levels from melanoma orthotopic model on day 5 (*n* = 3), 10 (*n* = 3), and 15 (*n* = 5). Data are means ± SD. Schematic of experimental design **T**. ELISA analysis of serum LRG1 levels 3 days after HTVi plasmid delivery. *n* = 4 and data are means ± SD **U**. Representative images and quantification of liver metastases (number and maximum tumor size) in HTVi-LRG1 (*n* = 7) and HTVi-Ctrl (*n* = 8) groups. **V**. Scale bars, 1 cm. Data are means ± SEM. Statistical significance was determined using two-tailed unpaired Student’s *t* test **A–E, J–L, O–Q, R, S, U and V** or log-rank test **F–G**

To further investigate whether LRG1 directly induces the premetastatic niche and subsequent liver metastasis, we exogenously expressed LRG1 in the liver via hydrodynamic tail vein injection (HTVi) [19] prior to the splenic inoculation of tumor cells (Fig. 1T). Indeed, LRG1 overexpression strongly induced fibronectin deposition in the liver (Fig. S2G, H). On day 12 postinoculation, compared with their control counterparts, mice with LRG1 overexpression displayed significantly more hepatic metastatic foci (Fig. 1U, V). Collectively, these findings suggest that LRG1 facilitates hepatic metastasis by shaping the premetastatic liver microenvironment prior to tumor cell arrival.

### Hepatocyte-derived LRG1 drives liver metastasis

LRG1 is expressed and secreted by diverse types of cells, including hepatocytes [20], adipocytes [21], tumor cells [16], and vascular endothelial cells [8, 22]. To identify the source of circulating LRG1 during liver premetastatic niche formation, we analyzed LRG1 expression across tissues in both orthotopic and intrasplenic murine models established from colorectal cancer, melanoma and KPC cell lines. (Fig. 2A). LRG1 expression was not only significantly upregulated in the premetastatic liver but also progressively increased with tumor dissemination (Fig. 2B, C and Fig. S3A–C), in contrast to the stable levels observed in the sham-operated controls (Fig. S3D, E). This phenomenon was also consistent in the PDAC PMN (Fig. S3F). Although LRG1 expression increased modestly in other tissues, the levels remained significantly lower than those in the liver (Fig. S3G). To further elucidate the primary cellular source of LRG1 in the premetastatic liver, we dissociated hepatic tissues and isolated hepatocytes, immune cells (CD45^+^), and endothelial cells (CD31^+^) (Fig. 2D). The highest level of LRG1 expression was detected in hepatocytes, whose expression increased with metastasis (Fig. 2E). These findings were further confirmed by our previous single-cell RNA sequencing (scRNA-seq) data of premetastatic liver tissues [17] (Fig. S3H) and by IHC staining of LRG1 in premetastatic model mice (Fig. S3I–P). Collectively, these results demonstrate that the expression of hepatocyte-derived LRG1 is strongly induced during metastasis and is strongly associated with the establishment of the premetastatic niche.

**Fig. 2:**
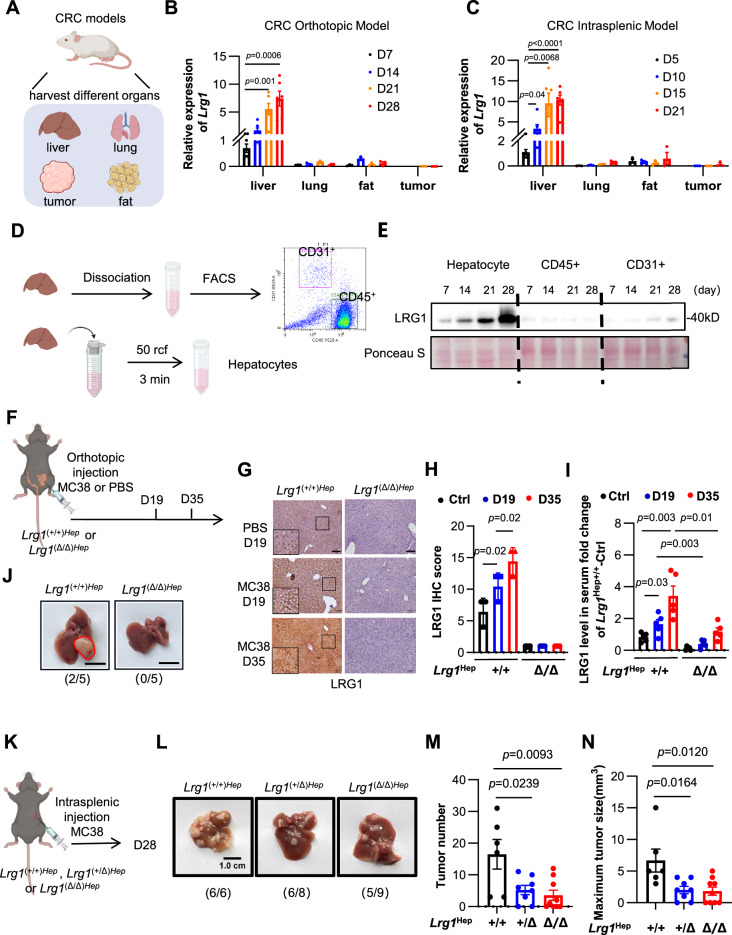
LRG1 is derived from hepatocytes and promotes CRLM. **A–C** Quantification of *Lrg1* expression in different organs from CRC mouse models. *Lrg1* expression in organs from the CRC orthotopic model on day 7, 14, 21, and 28 **B** or from the CRC intrasplenic model on days 5, 10, 15, and 21, measured by qRT-PCR and normalized to *Actb* **C**. Dots represent individual samples. *n* = 6 for liver from two independent experiments. *n* = 3 mice for lung, fat, and tumor per time point. Data are means ± SEM. **D, E** Western blot analysis of LRG1 expression in hepatocytes, CD45+ cells, and CD31+ cells isolated from liver at indicated time points. **F** Schematic of CRC orthotopic model using *Lrg1*(+/+)Hep and *Lrg1*(Δ/Δ)Hep mice. **G, H** Representative images and quantification of IHC staining for LRG1 in liver from different groups as indicated in Fig. 2F. *n* = 5. Scale bars, 50 μm. **I** ELISA analysis of serum LRG1 levels from different groups as indicated in Fig. 2F. *n* = 5. Data are means ± SD. **J** Representative images and percentage of liver metastases at day 35. *n* = 5. Scale bars, 1 cm. **K** Schematic of CRC intrasplenic model using *Lrg1*(+/+)Hep (*n* = 6), *Lrg1*(+/Δ)Hep (*n* = 8) and *Lrg1*(Δ/Δ)Hep (*n* = 9) mice. **L** Representative images of liver metastases from different groups as indicated in Fig. 2K. Scale bars, 1 cm. Quantification of liver metastasis number **M** and maximum tumor size **N** from different groups as indicated in Fig. 2K. Data are means ± SEM. *p* values were obtained by two-tailed unpaired Student’s *t* test

To investigate the role of hepatocyte-derived LRG1 in metastasis, we generated *Lrg1*^flox/flox^; Alb-Cre (hereafter referred to as *Lrg1*^(Δ/Δ)Hep^) mice to conditionally knock out *Lrg1* in the liver (Fig. S4A–C) or *Lrg1*^wt/wt^; Alb-Cre (hereafter referred to as *Lrg1*^(+/+)Hep^) mice and then orthotopically implanted them with MC38 colon cancer cells (Fig. 2F). Over time (D19, D35), *Lrg1*^(+/+)Hep^ mice showed progressive increases in hepatic LRG1 expression and serum LRG1 levels, whereas hepatocyte-specific *Lrg1* knockout dramatically suppressed circulating LRG1 elevation (Fig. 2G, H, I), confirming that hepatocytes are the primary source of serum LRG1 during metastatic progression. Although orthotopic MC38 tumors exhibited low hepatic metastasis rates because of excessive primary tumor burden (2/5 by day 35), *Lrg1* deletion completely abolished metastasis (Fig. 2J). In the splenic metastasis model (which induces increased liver metastasis frequency), *Lrg1* knockout also significantly reduced the metastatic burden and tumor size (Fig. 2K–N). Interestingly, the knockout of hepatocyte-derived LRG1 also significantly inhibited the growth of orthotopic tumors (Fig. S4D), which may have been due to the interaction between serum LRG1 levels and orthotopic tumors. This warrants further investigation. These findings demonstrate that hepatocytes serve as the primary source of serum LRG1 during hepatic metastasis progression and that elevated levels of hepatocyte-derived LRG1 critically drive liver metastasis.

### Hepatic LRG1 promotes premetastatic niche formation in the liver

Hepatocyte-specific *Lrg1* deletion abolished the establishment of a tumor-induced premetastatic niche, as indicated by the absence of fibronectin deposition and reduced myeloid cell infiltration (Fig. 3A, B). To validate the impact of LRG1-mediated PMN formation on liver metastasis, we induced liver PMNs via orthotopic cecal implantation of MC38 in *Lrg1*^(+/+)Hep^ and *Lrg1*^(Δ/Δ)Hep^ mice. Fourteen days later, MC38-luciferase (MC38-luc) cells were intrasplenically injected to assess liver metastasis (Fig. 3C). Primary tumor-induced PMNs significantly promoted MC38-luc liver metastasis, whereas hepatocyte *Lrg1* KO dramatically reversed this phenomenon (Fig. 3C, D), indicating that LRG1-induced PMNs are essential for liver metastasis.

**Fig. 3:**
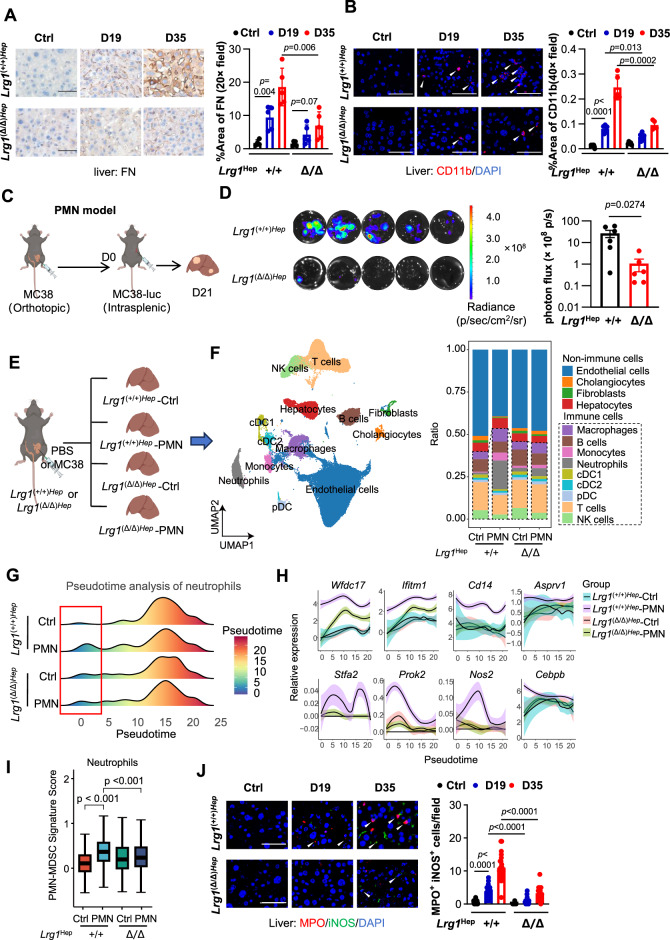
LRG1 promotes the formation of a pre-metastatic niche in the liver. **A** Representative images and quantification of IHC staining for FN in the liver from different groups as indicated in Fig. 2F. *n* = 5 mice per group. Scale bars, 50 μm. Data are means ± SD. **B** Representative images and quantification of immunofluorescence staining for CD11b (arrows indicate CD11b+ cells) in the liver from different groups as indicated in Fig. 2F. *n* = 5 mice per group. Scale bars, 50 μm. Data are means ± SD. **C** Schematic of bioluminescent imaging (BLI) assay in *Lrg1*(+/+)Hep and *Lrg1*(Δ/Δ)Hep mice. **D** Representative bioluminescence images and quantification of liver metastases from different groups. *n* = 6 mice per group. Data are means ± SEM. **E** Schematic of single-cell RNA-seq analysis of liver tissues from *Lrg1*(+/+)Hep and *Lrg1*(Δ/Δ)Hep mice with orthotopic injection of MC38 or PBS. **F** UMAP plot of liver cells from all groups (left), and cell type proportions in different groups (right). Neutrophil pseudotime trajectory: **G** cell density estimates; **H** gene expression dynamics. **I** PMN-MDSC signature score in neutrophils of each group. **J** Representative images and quantification of immunofluorescence staining for MPO (red) and iNOS (green) in the liver from different groups as indicated in Fig. 2F. White arrows indicate MPO+ iNOS+ cells. Dots represent each field of view from all samples. *n* = 5 mice for each group. Scale bars, 50 μm. Data are means ± SEM. *p* values were obtained by two-tailed unpaired Student’s *t* test

To determine the effect of hepatocyte-specific *Lrg1* KO on liver PMN formation, we performed single-cell RNA sequencing (scRNA-seq) on liver tissues from healthy and orthotopic MC38-bearing mice (day 19, PMN model) with both *the Lrg1*^(Δ/Δ)Hep^ and *Lrg1*^(+/+)Hep^ genotypes (Fig. 3E). After quality control, 75,053 cells were included for further analysis. Thirteen major cell populations were identified, including immune cells (B cells, DC1, DC2, macrophages, monocytes, neutrophils, NK cells, pDCs, and T cells), hepatocytes, cholangiocytes, endothelial cells, and fibroblasts (Fig. 3F, Fig. S5A) [23].

Immunosuppression is a key feature of PMN [2]. In the premetastatic liver, the proportion of myeloid cells increased, whereas that of lymphoid cells (T/NK and B cells) decreased (Fig. 3F, S5B). The change in the abundance of neutrophils was most dramatic, increasing from 2.89% in healthy *Lrg1*^(+/+)Hep^ mice to 31.68% in *Lrg1*^(+/+)Hep^-PMN mice. This increase was significantly reversed to 10.49% in *Lrg1*^(Δ/Δ)Hep^ mice (Fig. S5B), which was further validated by flow cytometry (Fig. S5C, D). Pseudotime analysis revealed that compared with control mice, *Lrg1*^(+/+)Hep^-PMN livers had a greater proportion of neutrophils at an early developmental stage, which was also diminished upon *Lrg1* deletion (Fig. 3G). These early neutrophils highly expressed genes associated with differentiating bone marrow–derived neutrophils, such as *Camp*, *Ltf*, *Ngp*, and *Chil3* (Fig. S5E) [24, 25]. Since immature neutrophils are often more immunosuppressive, we next analyzed the expression of immunosuppressive genes enriched in myeloid-derived suppressor cells (MDSCs), including *Wfdc17*, *Ifitm1*, *Cd14*, *Prok2*, *Nos2*, *Cebpb*, *Stfa2*, and *Asprv1* [26–33]. These genes were significantly more abundant along the neutrophil pseudotime trajectory in tumor-bearing *Lrg1*^(+/+)Hep^ mice than in their *Lrg1*^(Δ/Δ)Hep^ counterparts (Fig. 3H). MDSCs are pathologically activated neutrophils and monocytes with strong immunosuppressive capacity [34]. An established MDSC signature score [35] was significantly elevated in neutrophils from *Lrg1*^(+/+)Hep^-PMN mice but not in those from *Lrg1*^(Δ/Δ)Hep^-PMN mice (Fig. 3I). Notably, inducible nitric oxide synthase (iNOS, encoded by *Nos2*), which is known to suppress T-cell function [36–39], is highly expressed by immunosuppressive neutrophils to promote metastasis [32, 40]. iNOS^+^ MPO^+^ neutrophil infiltration gradually increased in the liver following metastatic progression in *Lrg1*^(+/+)Hep^ mice, but this trend also decreased in *Lrg1*-KO mice (Fig. 3J). Similarly, the proportion of CD8 + T cells decreased, but that of PD1^+^ CD8 + T cells increased (Fig. S5F, G). Similarly, the MDSC-related immunosuppressive signature in monocytes was elevated in tumor-bearing livers and attenuated by *Lrg1* KO (Fig. S5H). Moreover, the levels of all the dendritic cell (DC1, DC2 and pDC) subsets responsible for antigen presentation were reduced in tumor-bearing *Lrg1*^(+/+)Hep^ mice (Fig. S5B). Tolerogenic DCs promote antigen-specific tolerance by dampening T-cell responses and inducing pathogenic T-cell exhaustion and regulatory T cells [41, 42]. Functional analysis revealed an increase in the expression of tolerogenic DC–related genes in *Lrg1*^(+/+)Hep^-PMN livers, which was reversed by *Lrg1* deletion (Fig. S5I).

Angiogenesis, which is primarily mediated by endothelial cells, is another key feature of PMN formation. Gene Ontology analysis revealed enrichment of angiogenesis- and inflammation-related pathways in endothelial cells from tumor-bearing *Lrg1*^(+/+)Hep^ mice (Fig. S5J). Interestingly, the upregulation of genes involved in angiogenesis (*Hgf*, *Rhob*, *Lrg1*, *Ets1*, and *Il1a*) [22, 43–46] and inflammation (*Il1r1* and *Socs3*) [47, 48] in tumor-bearing mice was attenuated when hepatic *Lrg1* was knocked out (Fig. S5J, K).

Collectively, these findings demonstrate that hepatocyte-derived LRG1 responds to the presence of primary colorectal tumors by reshaping the liver immune microenvironment to support tumor metastasis.

### LRG1 directs NET formation by neutrophils through the TGFBR/PI3K/AKT axis

Single-cell RNA-seq analysis comparing neutrophils from the premetastatic liver microenvironment with control neutrophils revealed that, during niche formation, pathways related to the pathogen response and chemotaxis were highly upregulated in neutrophils, indicating an inflammatory-activated state (Fig. S6A). Consistent with these findings, RNA sequencing of bulk liver tissue demonstrated enrichment of neutrophil extracellular trap formation prior to metastasis (Fig. S6B, S6C). 

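Bulk RNA was sequenced from the livers of 3 groups of mice on day 21, with 2 livers per group. The sham group was operated on and received PBS in place of tumor cells. In the premetastatic niche (PMN) group, CT26 cells were implanted orthotopically into the cecum, and in the metastasis group they were injected into the spleen. The sample titles read intra-C, intra-S and control. The library names call the controls sham, and the labels give what was injected as CT26 or PBS. That intra-C denotes cecal PMN livers and intra-S splenic metastasis livers was taken from the paper's description of its models. CT26 is a mouse colorectal carcinoma cell line of BALB/c origin, and BALB/c is the strain the paper gives for both models. The group and the route of implantation therefore changed together. The libraries were made from polyadenylated RNA of whole liver, so each value sums over all liver cells. The authors deposited the number of reads counted on each gene, without normalization, and the same data as TPM values, which are scaled by gene length and library total. The counts summed to 36048765 and 38830932 in the sham livers, to 43368309 and 32838321 in the PMN livers, and to 38806943 and 41214128 in the metastasis livers. At these depths, the 3 counts that an observed count of 0 still allows were equal to between 0.0679 and 0.0928 CPM (counts scaled by library total). This limit covers counting error only. The 100 most abundant genes took 44.9% and 44.2% of the counts in the sham livers, 56.9% and 54.9% in the PMN livers, and 59.7% and 57.2% in the metastasis livers. The library totals were scaled by edgeR's TMM method, which gave factors of 1.13 and 1.14 in the sham livers, 0.906 and 0.985 in the PMN livers, and 0.884 and 0.989 in the metastasis livers. All CPM values use these scaled totals. Of the 20140 genes listed, 16370 passed edgeR's filter on low counts. They were tested with edgeR's quasi-likelihood test in one fit over all 6 livers, because 2 livers per group are too few to estimate the spread of each group alone. A gene was called higher or lower at a Benjamini-Hochberg adjusted p-value under 0.05. Where every liver of one group had 3 counts or fewer, the fold change is given as a lower bound against that limit. The livers of one group were not equally alike. Among 7027 genes at 10 CPM or more, 8 (0.114%) differed over 4-fold between the sham livers, 25 (0.356%) between the PMN livers and 223 (3.17%) between the metastasis livers.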

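In the PMN livers, 806 genes were higher and 389 lower than in the sham livers. The libraries in the fit moved these numbers most: with the metastasis livers left out, 2548 genes were higher and 2223 lower. The KEGG list of NET formation was not used here. A list written from general knowledge of that pathway before the data were examined stood in for it, and 134 of its genes were tested. Of these, 37 were higher in the PMN livers and 2 were lower, which were Hdac11 and the histone pseudogene H2af-ps2. The odds ratio of the higher genes against all tested genes was 7.67 (one-sided Fisher's exact test, p = 2.93e-18). Adjusted over the list alone, 50 were higher and 9 lower. Without either one of the metastasis livers in the fit, 139 genes of the list passed the filter and 57 were higher. Across the alternatives, the odds ratio lay between 3.96, with only the PMN and sham livers in the fit, and 11.7, with the histone genes left out of the list. The camera test with an inter-gene correlation of 0.01 placed the list higher (adjusted p = 3.84e-11 over 34 lists), fry gave an adjusted p of 0.00766, and camera with an estimated correlation gave 0.0852.

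The higher genes were unevenly spread over the parts of the list. Receptors and integrins contributed 17 of 23 tested genes. Itgam (CD11b), on chromosome 7 of mm10 from 128062640 to 128118491, rose from 0.348 ± 0.213 CPM in the sham livers to 11.8 ± 2.80 CPM in the PMN livers (SD, n = 2 each), a log2 fold change of 5.05 (standard error 0.46, adjusted p = 0.00702 from edgeR's quasi-likelihood test). Granule enzymes, PAD4 and the NADPH oxidase contributed 11 of 14. Mpo, on chromosome 11 from 87793784 to 87804412, had no counts in either sham liver and 25.2 ± 15.2 CPM in the PMN livers, at least 341-fold higher (adjusted p = 0.00702), and at least 196-fold in PMN liver 1 alone, which had fewer counts. Elane was at least 133-fold higher and Padi4, which encodes PAD4, at least 14.6-fold (adjusted p = 0.00785 and 0.0376), or 77.9-fold and 8.27-fold in PMN liver 1 alone. With the replicate number as a block, the adjusted p of Padi4 was 0.0595, and its range over all alternatives with a test was 9.63e-05 to 0.19. Fibrinogen, complement and von Willebrand factor contributed 5 of 6 genes, and the fibrinogen transcripts were already abundant in the sham livers. Fga, on chromosome 3 from 83026153 to 83033627, rose from 2349 ± 137 CPM to 19328 ± 1591 CPM (log2 fold change 3.04, standard error 0.24, adjusted p = 0.0058). Signaling, deacetylase and mitochondrial genes contributed 4 of 58 (Syk, Plcb2, Plcg2 and Prkcb). None of 33 histone genes was higher, also at an unadjusted p under 0.05, although most histone messages lack the poly(A) tail by which these libraries were selected. Of 82 tested complement and coagulation genes, 34 were higher and 1 lower (odds ratio 14.2, one-sided Fisher's exact test, p = 2.39e-23), and 53 and 3 when adjusted over the list alone. Without metastasis liver 1 or 2 in the fit, 58 of 83 and 57 of 82 were higher. The NET and complement lists share 10 tested genes, 8 of them higher. From this RNA sequencing of bulk liver tissue, the paper states that neutrophil extracellular trap formation was enriched before metastasis.

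**Figure D1:**
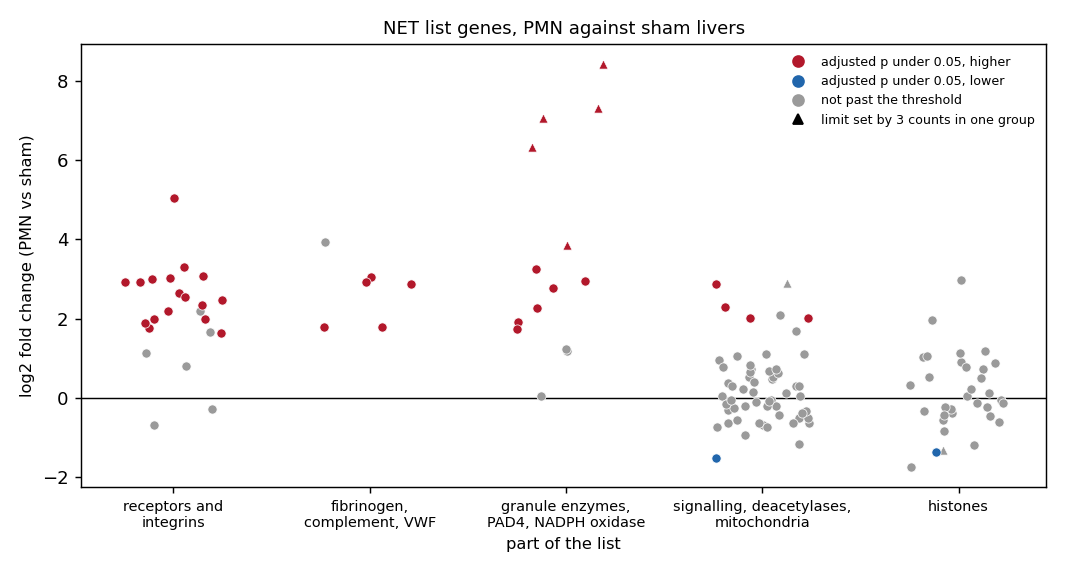
Log2 fold change (PMN over sham livers, n = 2 each) of the tested NET list genes, on the y axis, by part of the list, on the x axis. Red points are called higher, blue points lower and grey points not called, and triangles mark a limit set by 3 counts in one group. Called higher were 17 of 23 receptor and integrin genes and 0 of 33 histone genes.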

NET formation is closely linked to tumor colonization and metastatic seeding [49–51]. We then examined human liver metastasis specimens and found that LRG1 expression in the liver correlated positively with NETosis markers (Fig. 4A). Furthermore, single-cell data comparing *Lrg1*^(+/+)Hep^ and *Lrg1*^(Δ/Δ)Hep^ mice revealed that the deletion of *Lrg1* substantially attenuated the upregulation of inflammatory genes in neutrophils during the establishment of the premetastatic niche (Fig. S6D), demonstrating that liver-derived LRG1 is essential for the activation of neutrophil inflammation. In both orthotopic and splenic injection mouse models of liver metastasis, *Lrg1*^(+/+)Hep^ mice accumulated NETs progressively, whereas *Lrg1* knockout almost completely abolished NET deposition in the liver (Fig. 4B; Fig. S6E). Similarly, *Lrg1* deletion prevented the increase in circulating NETs during metastatic progression (Fig. S6F).

**Fig. 4:**
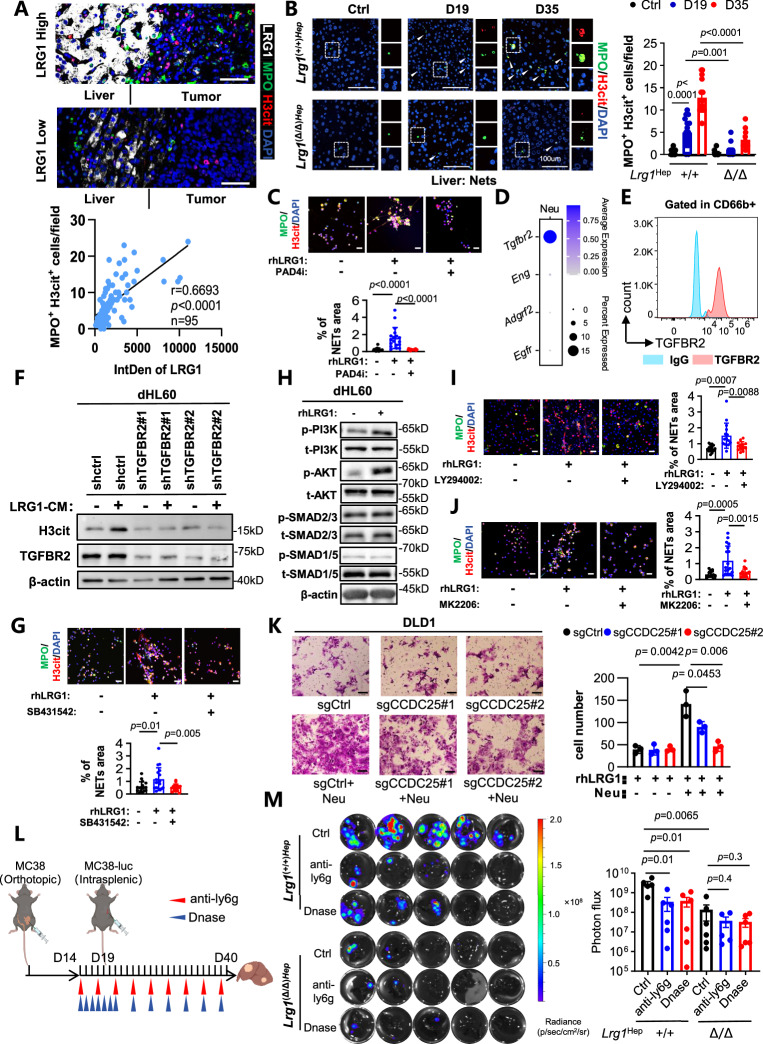
LRG1 promotes liver metastasis by directing NETs formation of neutrophils through TGFBR/PI3K/AKT axis. **A** Representative images of Immunofluorescence staining of LRG1(white), MPO (green) and H3cit (red) in human CRLM samples (*n* = 18). Scale bars, 50 μm. Correlation between the expression of LRG1 and the number of MPO+ H3cit+ cells is shown using Pearson’s correlation analysis. Dots represent field of view (FOV) from all samples. **B** Representative images and quantification of Immunofluorescence staining of MPO (green) and H3cit (red) in liver from *Lrg1*(+/+)Hep and *Lrg1*(Δ/Δ)Hep mice CRC Orthotopic Model as indicated in Fig. 2F. *n* = 5 per group. DAPI is shown in blue. Scale bars, 100 μm. Dots represent field of view (FOV) from all samples. Data are means ± SEM. **C** Immunofluorescence analyses of NETs formed by human neutrophils treated with rhLRG1 and PAD4i as indicated. Scale bars, 100 μm. Dots represent field of view (FOV) from 3 independent experiments. Data are means ± SD. **D** scRNA-seq analysis expression of *Egfr*, *Adgrl2*, *Eng* and*Tgfbr2* in neutrophils. **E** Flow cytometry analysis of TGFBR2 expression in human neutrophils. **F** Western blot detected expression of H3cit, TGFBR2 and β-actin in dHL60-shTGFBR2 cells treated with or without LRG1- conditioned medium(CM). **G** Immunofluorescence analyses of NETs formed by human neutrophils treated with rhLRG1 and SB431542. Scale bars, 100 μm. Dots represent field of view (FOV) from 3 independent experiments. Data are means ± SD. **H** Western blot analysis showing the expression of H3cit, p-AKT, t-AKT, p-SMAD2/3, t-SMAD2/3, p-SMAD1/5, t-SMAD1/5, p-PI3K, t-PI3K and β-actin in dHL60 treated with or without rhLRG1. **I** Immunofluorescence analyses of NETs formed by human neutrophils treated with rhLRG1 and LY294002. Scale bars, 100 μm. Dots represent field of view (FOV) from 3 independent experiments. Data are means ± SD. **J** Immunofluorescence analyses of NETs formed by human neutrophils treated with rhLRG1 and MK2206. Scale bars, 100 μm. Dots represent field of view (FOV) from 3 independent experiments. Data are means ± SD. **K** Transwell migration assays for DLD-1-sgctrl or sgCCDC25 cells treated with rhLRG1 and/or neutrophils. *n* = 3 independent experiments. Scale bars, 50 μm. Data are means ± SD. As depicted in the schematic **L**, liver metastases were determined in *Lrg1*(+/+)Hep and *Lrg1*(Δ/Δ)Hep mice treated with or without anti-Ly6G and Dnase. Shown are representative images and BLI analyses of each group **M**. *n* = 5-6 and data are means ± SEM. Statistical significance was determined using two-tailed unpaired Student’s *t* test **B, C, G, K, and M**

To assess whether LRG1 directly acts on neutrophils, we treated primary human neutrophils with recombinant LRG1. LRG1 expression significantly increased neutrophil chemotaxis (Fig. S6G) and induced NETosis—a process reversed by an inhibitor of PAD4 (a key enzyme in NET formation) (Fig. 4C). Similarly, LRG1 induced NETosis in differentiated HL60 cells (neutrophil-like) (Fig. S6H), and mouse hepatocytes overexpressing LRG1 triggered NET formation in cocultured mouse neutrophils (Fig. S6I, S6J). Reported LRG1 receptors include TGFBRⅡ [22], endoglin [22], ADGRL2 [52], and EGFR [14, 53]. Single-cell expression profiling of neutrophils revealed that only *Tgfbr2* was appreciably expressed (Fig. 4D), and its expression was validated by FACS (Fig. 4E), suggesting that LRG1-induced NETosis might be mediated by TGFBRⅡ. Indeed, genetic ablation of *TGFBR2 or TGFBR1* suppressed LRG1-driven NETosis (Fig. 4F,S6K). Moreover, the TGFBRⅡ inhibitor SB431542 also significantly blocked LRG1-induced NET formation in both donor neutrophils and dHL60 cells (Fig. 4G and Fig. S6L). To further identify signaling downstream of LRG1-TGFBR, we examined both canonical SMAD-dependent signaling and noncanonical PI3K–AKT signaling downstream of TGFβ receptors. Our results revealed that LRG1 selectively activated the noncanonical PI3K–AKT pathway in neutrophils (Fig. 4H), whereas SMAD and other reported signaling pathways involved in NETosis were not detected (Fig. 4H, Fig. S6M). These findings suggest that LRG1 regulates NET formation specifically through a TGFBR–PI3K–AKT signaling axis rather than through the canonical SMAD pathway. Consistently, pharmacological inhibition of PI3K with LY294002 or inhibition of AKT with MK2206 effectively suppressed LRG1-induced NET formation in neutrophils (Fig. 4I, J, and Fig. S6N, S6O). Together, these data demonstrate that LRG1 directs NET formation through TGFβ receptor–mediated activation of the PI3K–AKT pathway.

### LRG1-induced NETosis is responsible for liver metastasis

NETosis has been shown to facilitate tumor cell adhesion and migration. To test whether LRG1-induced NETs enhance tumor cell motility, we performed Transwell assays with colorectal cancer cell lines. Coculture with neutrophils supplemented with LRG1 markedly increased the migration of DLD1 and HCT116 cells, an effect that was reversed by treatment with DNase to degrade NET DNA (Fig. S7A–S7C). Moreover, the expression of CCDC25, a receptor on tumor cells that binds extracellular DNA [51], was required for this enhanced migration, as knocking out CCDC25 in DLD1 and HCT116 cells dramatically reduced their movement under coculture conditions (Fig. S7D–S7G; Fig. 4K).

In vivo, *Lrg1*^(+/+)Hep^ and *Lrg1*^(Δ/Δ)Hep^ mice were first implanted with orthotopic MC38 cells to establish a premetastatic niche and then injected intrasplenically with luciferase-tagged MC38-Luc cells. Prior to injection, the mice were assigned to the control, anti-Ly6G antibody (neutrophil depletion), or DNase (NET depletion) groups. Longitudinal bioluminescence imaging revealed that *Lrg1*^(+/+)Hep^ controls developed the greatest liver metastatic burden, while both neutrophil depletion and NET degradation reduced metastasis; moreover, compared with control mice, LRG1-deficient mice exhibited minimal liver metastases across all conditions (Figs. 4L, M; Fig. S7H). These results confirm that LRG1-driven liver metastasis depends on its ability to induce NETosis.

### Tumor-associated inflammation promotes the expression of LRG1 in hepatocytes via the IL6/STAT3 signaling cascade

Tumor-derived secreted factors play pivotal roles in shaping the premetastatic niche [3, 4]. To determine how LRG1 was upregulated in the context of tumor burden, we cocultured mouse AML12 hepatocytes with various tumor cell lines (CT26, MC38, KPC, 4T1, and B16F10) or treated them with serum from premetastatic or metastatic mice. Only serum from premetastatic and metastatic mice significantly increased *Lrg1* mRNA and protein levels in AML12 cells (Fig. 5A, B), indicating that tumor-associated systemic changes, rather than tumor cell-derived factors, drive LRG1 induction.

**Fig. 5:**
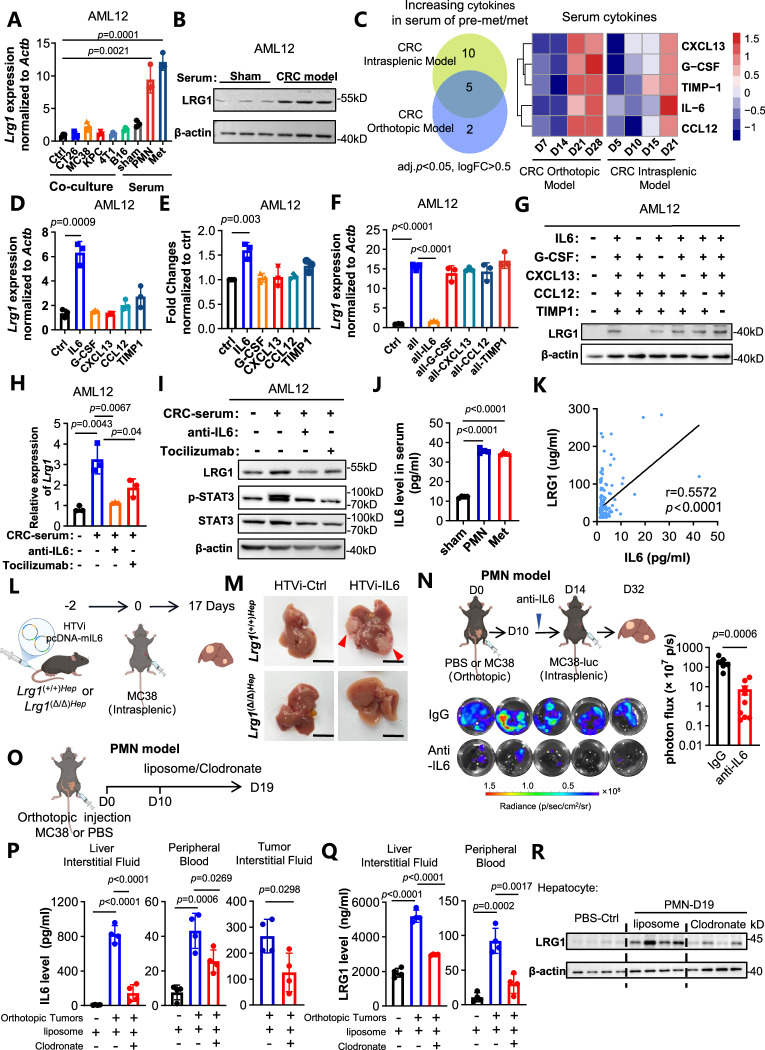
Tumor-associated inflammation promotes the expression of LRG1 in hepatocytes by IL6/STAT3. **A** The relative expression of *Lrg1* in AML12 cells co-cultured with various mouse tumor cell lines or treated with serum (5%) from CRC model mice. *n* = 3 independent experiments. Data are means ± SD. **B** Western blot analysis of the expression LRG1 and β-actin in AML12 cells after the indicated treatments. **C** Cytokine array analyses of serum from CRC orthotopic mice model (day 7, day 14, day 21 and day 28) and from CRC intrasplenic mice model (day 5, day 10, day 15 and day 21). Quantitative real-time PCR analyses of the expression *Lrg1* **D** and ELISA analyses of media of AML12 **E** treated with vehicle or recombinant IL6/G-CSF/CXCL13/CCL12/TIMP1. *n* = 3 independent experiments. Data are means ± SD. **F, G** qRT-PCR and Western blot analyses of LRG1 in AML12 cells treated with cytokine combinations. *n* = 3 independent experiments. Data are means ± SD. **H, I** qRT-PCR and western blot analysis of the expression LRG1 and β-actin in AML12 cells treated with indicated serum and anti-IL6 or tocilizumab. *n* = 3 independent experiments. Data are means ± SD. **J** ELISA analyses of serum samples for IL6 from sham-group, CRC orthotopic model at day 21(PMN) and CRC intrasplenic model at day 21(Met) in BALB/c. *n* = 4. Data are means ± SD. **K** Correlation between serological IL6 and LRG1 levels of CRC patients is shown using Pearson’s correlation analysis. Dots represent individual samples. *n* = 161. **L, M** Schematic of the experimental design **L**. Representative images of liver metastases **M** in each group (*n* = 6 in *Lrg1*(+/+)Hep-HTVi-Ctrl group and *Lrg1*(+/+)Hep-HTVi-IL6 group, *n* = 5 in *Lrg1*(Δ/Δ)Hep-HTVi-Ctrl group and *Lrg1*(Δ/Δ)Hep-HTVi-IL6 group). Scale bars, 1 cm. **N** Schematic of the experimental design. Representative bioluminescence images and analyses of liver metastases in CRC mouse model treated with anti-IL6 or IgG. **O** Schematic of the experimental design. **P** ELISA analyses of samples for IL6 levels from liver interstitial fluid, peripheral blood and tumor interstitial fluid of mice from different groups as indicated. *n* = 4. Data are means ± SD. **Q** ELISA analyses of samples for LRG1 levels from liver interstitial fluid and peripheral blood of mice from different groups as indicated. *n* = 4. Data are means ± SD. **R** Western blot analyses of LRG1 and β-actin in hepatocyte of mice from different groups as indicated. Statistical significance was determined using two-tailed unpaired Student’s *t* test **A, D–F, H, and N–P**

Cytokine array analysis of mouse serum from orthotopic and splenic models revealed 5 commonly elevated cytokines during metastasis, namely, IL6, G-CSF, CXCL13, CCL12, and TIMP1 (Fig. 5C; Fig. S8A). Among these genes, only IL6 robustly upregulated hepatocyte *Lrg1* transcription and secretion when it was added individually to AML12 (Fig. 5D, E) or mouse hepatocyte cultures (Fig. S8B, S8C). Combinatorial cytokine experiments confirmed that IL6 was indispensable for LRG1 induction, whereas the removal of other factors had a minimal effect (Fig. 5F, G). Furthermore, the neutralization of IL6 with an antibody or the blockade of IL6R with tocilizumab abrogated the upregulation of LRG1 expression (Fig. 5H, I). In vivo, serum IL6 levels (Fig. 5J) and hepatic phospho-STAT3 levels (Tyr705) (Fig. S8D, S8E) increased during metastatic progression. Analysis of serum from patients with colorectal cancer revealed a positive correlation between IL6 and LRG1 levels (Fig. 5K). Finally, hydrodynamic tail vein overexpression of *Il6* followed by splenic MC38 injection resulted in high levels of LRG1 and metastatic niche formation in the liver (Fig. S8F–H) and strongly promoted liver metastasis (Fig. 5L, M; Fig. S8I–S8J), an effect that was significantly blunted in the absence of hepatocyte *Lrg1* in *Lrg1*^(Δ/Δ)Hep^ mice (Fig. 5L, M; Fig. S8I–S8J). Consistently, in vivo administration of an anti-IL-6 antibody during premetastatic niche formation greatly suppressed hepatic LRG1 induction (Fig. S8K, S8L) and reduced liver metastasis (Fig. 5N, and Fig. S8M).

To identify the cellular source of IL6, we reanalyzed single-cell datasets from normal liver, premetastatic liver, and primary tumors [54]. Although several cell types expressed *Il6*, including tumor cells [55], cancer-associated fibroblasts (CAFs) [56, 57], macrophages [58], and endothelial cells [59–62], the results revealed that only macrophage Il6 expression was consistently and markedly upregulated concomitant with premetastatic niche formation in the liver (Fig. S9A–S9C), which was validated by immunofluorescence staining (Fig. S9D–S9E). To determine whether macrophages are the main contributors to IL6, we depleted macrophages using clodronate liposomes in our premetastatic niche model (Fig. S9F–S9G) [63]. Macrophage depletion in tumor-bearing mice led to a dramatic reduction in IL-6 levels in the liver interstitial fluid (Fig. 5O), where its induction was most pronounced, as well as in the primary tumor and serum (Fig. 5O). Concurrently, the LRG1 levels decreased (Fig. 5P, Q). Collectively, these data establish that tumor-educated macrophages in the premetastatic liver might serve as a major source of IL-6 in this context.

### Targeting LRG1 diminishes liver metastasis and promotes ICB efficacy in metastatic tumors

To evaluate LRG1 as a therapeutic target, we administered an anti-LRG1 antibody to mice that received a splenic CT26 injection (Fig. 6A). Compared with control treatment, antibody treatment effectively abolished the increase in LRG1 expression (Fig. S10A), prevented NET formation in the liver (Fig. S10B, S10C) and significantly reduced both the number and size of liver metastases (Fig. 6B–D). Similarly, AAV8-mediated, hepatocyte-specific *Lrg1* knockout prior to metastasis decreased the metastatic burden (Fig. 6E–G) and orthotopic tumor size (Fig. S10D).

**Fig. 6:**
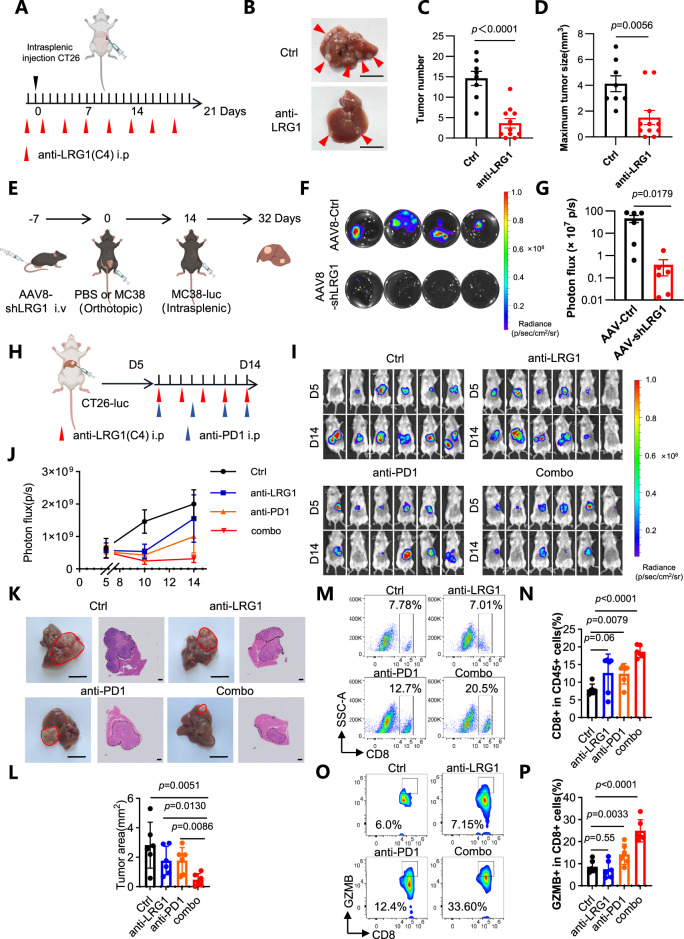
Targeting LRG1 reduces colorectal cancer liver metastasis and enhances the efficacy of immunotherapy for metastatic liver tumors. **A** Schematic of CRC intrasplenic model treated with anti-LRG1 antibody. Representative images of liver metastases **B** and quantification of the number. **C** and maximum tumor size **D** of liver metastases in control (*n* = 8) and anti-LRG1-treated (*n* = 11) mice. Red arrows indicate liver metastases. Scale bars, 1 cm. Data are means ± SEM. As depicted in the schematic **E**, liver metastases in mice were measured by ex vivo bioluminescent imaging (BLI). Shown are representative images of each group (right) **F**. Shown are BLI analyses **G**. *n* = 6. Data are means ± SEM. Schematic of CRCLM hepatic model treated with or without anti-LRG1 and anti-PD1 **H**. Tumors in liver were measured by ex vivo bioluminescent imaging (BLI). Shown are images of each group **I** and BLI analyses **J**. *n* = 6. Representative images of tumors in the liver and H&E staining of tumor burden in liver **K**. Scale bars, 1 cm. Scale bars, 10 μm. Quantification of tumor area in H&E staining of tumor burden in liver **L**. *n* = 6. Data are means ± SD. Flow cytometry analyses of the percentages of CD8+ cells in CD45+ immunocytes **M, N** and the percentages of GZMB+ cells in CD8+ cells **O, P** in the tumors. *n* = 6. Data are means ± SD. *p* values were obtained by two-tailed unpaired Student’s *t* test

Since liver metastases often confer resistance to immune checkpoint blockade [64, 65], we tested whether LRG1 inhibition could sensitize tumors to anti-PD-1 therapy (Fig. 6H). In a model of direct intrahepatic implantation of CT26 cells, combined treatment with anti-LRG1 and anti-PD-1 antibodies synergistically suppressed tumor growth (Fig. 6I, J) and liver tumor burden (Fig. 6K–L). Flow cytometry revealed that dual blockade markedly increased CD8⁺ T-cell infiltration (Fig. 6M, N) and the proportion of cytotoxic T cells within metastatic lesions (Fig. 6O).

## Discussion

Our study revealed that hepatocyte-derived LRG1 is a central systemic mediator that links primary tumors to the liver premetastatic niche. Clinically, elevated serum LRG1 levels strongly correlate with both existing and future liver metastases across several gastrointestinal malignancies, and high baseline LRG1 levels predict poor liver metastasis-free survival. Importantly, hepatocyte-derived LRG1 was both necessary and sufficient for promoting liver PMN formation. These findings extend the recognized role of LRG1 beyond local effects on tumors or the endothelium, demonstrating that liver parenchymal cells can be coopted by distant tumors to create a metastasis-permissive microenvironment (Fig. 7).

**Fig. 7:**
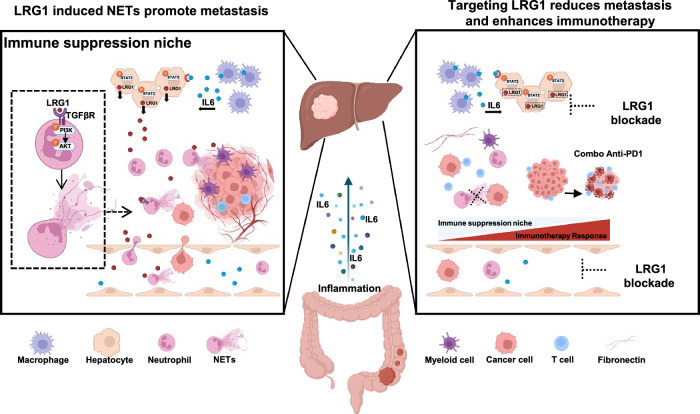
The schematic model illustrating the mechanisms of Hepatocyte-derived LRG1 promote liver PMN formation and targeting approach. The tumor-associated inflammatory response promotes hepatic macrophage infiltration and subsequent IL-6 secretion, which induces hepatocyte-derived LRG1 production and facilitates pre-metastatic niche formation in the liver. This process includes the recruitment of immunosuppressive myeloid cells—predominantly neutrophils—and the induction of NETs formation via TGFβ receptor signaling. These mechanisms facilitate tumor colonization and create an immunosuppressive hepatic environment. Therapeutic targeting of hepatocyte-derived LRG1 or the use of neutralizing antibodies may attenuate this process and offer a promising clinical strategy

Our data position LRG1 squarely in the emerging paradigm of tumor–host crosstalk. LRG1 was first identified as a promoter of pathological angiogenesis via the modulation of endothelial TGFβ signaling and has since been implicated in tumor EMT, tumor growth, and tumor metastasis. Notably, a recent report demonstrated that liver-secreted LRG1 activates HER3 to sustain metastatic colorectal tumors in the liver, highlighting LRG1 as a liver-to-tumor growth signal. While previous studies have reported that IL-6/STAT3 signaling regulates LRG1 in tumor cells, our findings demonstrate that the IL-6/LRG1 cascade is linked to systemic inflammation—a common feature of advancing tumor-to-hepatic PMN establishment. Our work also provides complementary insight: in addition to tumor-intrinsic LRG1 expression, hepatocyte-released LRG1 profoundly remodels the liver immune landscape to favor metastasis. In this context, our data suggest that liver-infiltrating macrophages represent an important intermediary cellular component, as they appear to be a major source of IL-6 in the premetastatic liver. Given the well-established role of macrophages in shaping the tumor microenvironment, further investigation into macrophage recruitment and functional heterogeneity within the premetastatic niche will be important to elucidate this process more fully.

We show that LRG1 recruits and reprograms myeloid cells in the liver. Strikingly, we found that LRG1 directly induces neutrophil extracellular trap (NET) formation. NETosis has emerged as a key enabler of metastasis through the trapping of tumor cells and fostering tumor growth. This is the first demonstration that a hepatocyte-derived factor can orchestrate neutrophil NETs during PMN formation. Interestingly, previous studies have shown that LRG1 is itself secreted by activated neutrophils, suggesting that a feed-forward loop in which LRG1 is released from neutrophils may further amplify local niche effects.

The immunological consequences of LRG1 in the PMN were profound. LRG1-rich premetastatic livers harbor large infiltrates of immature neutrophils and inflammatory monocytes with a suppressive MDSC-like gene signature, while T-cell populations contract and become more exhausted. Whether LRG1 directly affects other immune cells (such as T cells and dendritic cells) remains to be determined, and our data clearly reveal that LRG1 drives an immunosuppressive microenvironment.

From a translational perspective, our data suggest significant implications. First, elevated LRG1 expression predicted future metastasis in multiple GI cancers in our cohorts, which is akin to reports that high LRG1 expression portends poor outcomes in PDAC and other cancers, underscoring its potential as an early, noninvasive biomarker. Integrating LRG1 into diagnostic panels may improve the early detection of occult metastasis. Second, LRG1 itself is a promising therapeutic target. Here, anti-LRG1 antibody treatment prevented NET formation and dramatically reduced liver metastasis. Importantly, combining LRG1 blockade with PD-1 checkpoint inhibitors had a synergistic effect, unleashing cytotoxic T cells in liver tumors. This is particularly relevant since liver metastases are notoriously resistant to immunotherapy [64, 65]. Recent evidence has shown that LRG1 inhibition can enhance the efficacy of chemotherapy and checkpoint blockade by normalizing the tumor vasculature [9]. Our data suggest that targeting LRG1 can reprogram the metastatic niche from “cold” to “hot,” increasing its susceptibility to ICB.

## Materials and methods

### Patients and specimens

Serum samples from patients were obtained from BioBank, The Six Affiliated Hospital, Sun Yat-sen University. Paraffin-embedded human liver metastasis sections were obtained from the Sixth Affiliated Hospital of Sun Yat-sen University. The samples were used with informed consent under a protocol approved by the Medical Ethics Committee of the Sixth Affiliated Hospital of Sun Yat-sen University.

### Animal experiments

*Lrg1*-flox mice (strain no. T009577) and *Alb-Cre* mice (strain no. T017784) on a C57BL6/J background were purchased from GemPharmatech (Nanjing, China). *Lrg1*^wt/wt^; *Alb-cre* (termed *Lrg1*^(+/+)Hep^), *Lrg1*^wt/fl^; *Alb-cre* (termed *Lrg1*^(+/∆)Hep^), and *Lrg1*^fl/fl^; *Alb-cre* (termed *Lrg1*^(∆/∆)Hep^) were generated by crossing *Lrg1*-*flox* mice and *Alb-Cre* mice. Genotyping of mice was performed by polymerase chain reaction (PCR) analysis of genomic DNA extracted from mouse tails using primers (Table S1).

For all tumor models, BALB/c or C57BL/6 J mice between 6 and 10 weeks of age were purchased from Guangdong GemPharmatech unless otherwise indicated. Mice of similar sex, age and weight were randomized before tumor inoculation. To determine the primary source of LRG1 in tumor models, mice were orthotopically implanted with 1×10^6^ CT26 cells or MC38 cells, 5×10^4^ KPC cells, or 1×10^6^ B16F10 cells and intrasplenically implanted with 5×10^4^ CT26 cells. The mice were euthanized at the indicated time points, and serum, specific organs and cells were collected to detect the expression of LRG1.

To detect liver metastases in *Lrg1*^(+/+)Hep^, *Lrg1*^(+/∆)Hep^ and *Lrg1*^(∆/∆)Hep^ mice, mice were implanted with 1×10^5^ MC38 cells and euthanized. To determine the effect of PMN on liver metastases in *Lrg1*^(+/+)Hep^ and *Lrg1*^(∆/∆)Hep^ mice, mice were first orthotopically implanted with 1×10^6^ MC38 cells. Afterward, the luciferase-labeled MC38-luc cells were intrasplenically implanted (1×10^5^ cells for each mouse). The mice were euthanized, and the liver was rapidly harvested for ex vivo BLI.

To determine the effects of neutrophil depletion and DNase I on liver metastases in *Lrg1*^(∆/∆)Hep^ mice, the mice were orthotopically implanted with 1×10^6^ MC38 cells. On day 14, the mice received an initial i.p. injection of anti-Ly6G antibody (200 μg/mouse; Bio Xcell, #BE0075) every 3 days and an i.p. injection of DNase I (5 mg/kg, daily shots for 7 days from day 14, and then maintenance shots every 3 days). On day 40, the mice were euthanized, and the livers were rapidly harvested for ex vivo BLI. To test whether macrophages are the main contributors to IL6, mice were orthotopically implanted with 1×10^6^ MC38 cells. On day 10, the mice received initial i.p. injections of clodronate liposomes (200 μl/mouse; Yeasen Biotechnology, 40337ES08) or liposomes (200 μl/mouse; Yeasen Biotechnology, 40338ES08) every 3 days and were euthanized on day 19 for further experiments.

To determine the therapeutic efficacy of anti-IL6 antibody in the CRCLM model, mice were i.p. injected with anti-IL6 antibody (200 μg/mouse; Selleck, A2118) or IgG antibody on day 10 after orthotopic injection, followed by every 3 days of injection. On day 14, MC38-luc cells were intrasplenically implanted; on day 32, the mice were euthanized, and the livers were rapidly harvested for ex vivo BLI. To determine the therapeutic efficacy of anti-LRG1 (C4, sc-390920) in a CRC intrasplenic model, mice were i.p. injected with anti-LRG1 (2 µg/mouse) 1 day before intrasplenic injection of cancer cells, followed by every 3 days of injection of the reagents for 21 days. On day 21, the mice were euthanized to detect liver metastases. To determine the therapeutic efficacy of AAV8-TGB-shLRG1 (5’-TGTCCATCTGTCGGTGGAATT-3’) in the CRCLM model, mice were i.v. injected with AAV-TGB-shLRG1 1 day before the orthotopic injection of MC38. On day 14, MC38-luc cells were intrasplenically implanted; on day 32, the mice were euthanized, and the livers were rapidly harvested for ex vivo BLI.

To determine the combined effect of anti-LRG1 and anti-PD-1 immunotherapy, BALB/c mice were used, and 2.5×10^5^ CT26-luc cells in 25 μl of PBS were injected into the left main lobe of the mouse liver. On day 5, the mice were grouped according to ex vivo BLI and received an initial i.p. injection of anti-LRG1 every 2 days and anti-PD-1 (100 μg/mouse) every 3 days until completion of the experiment.

The mice were given a standard diet, allowed free access to water, and housed under a 12-h light/dark cycle. All the animal experiments were approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University and conformed to the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health (National Academies Press, 2011) in China.

### Ex vivo bioluminescence imaging (BLI)

For the liver metastasis models used in the present study, luciferase activity in the liver was used to monitor liver metastasis progression. The mice were i.p. injected with 100 μl of D-luciferin (150 mg/kg) and anesthetized for ex vivo BLI. The mice were euthanized, and the livers were rapidly dissected and placed in a plate filled with 2 ml of D-luciferin (150 mg/ml; diluted in PBS) for ex vivo BLI. BLI results were obtained using the Xenogen IVIS system. Light emission from the region of interest was quantified as photons/second/cm2/steradian (p/sec/cm2/sr) through Living Images software.

### HTVi animal experiment

All these experimental procedures were approved by the Institutional Animal Care and Use Committee of Sun Yat-sen University. To overexpress LRG1 or IL6 in the liver, we hydrodynamically injected plasmid DNAs into the tail vein of mice following a previously published protocol. Each mouse received 10% of its body weight of saline containing 25–50 μg of plasmid DNA (pcDNA3.4-mLRG1 or pcDNA3.4-mIL6). The mice were maintained on a standard diet and sacrificed at the indicated time points.

### Cell culture

CT26 colon adenocarcinoma cells and B16F10 melanoma cells were obtained from the American Type Culture Collection. MC38 colon adenocarcinoma cells were purchased from Kerafast. The murine pancreatic tumor KPC cell line was derived from the pancreatic tumors of KrasG12D/+; Trp53R172H/+; Pdx1-Cre C57BL/6 mice. The human CRC cell lines DLD1 and HCT116 were obtained from the American Type Culture Collection. The murine hepatocyte AML12 cell line and HL60 cell line were obtained from the American Type Culture Collection. CT26 cells were cultured in RPMI-1640 media supplemented with 10% fetal bovine serum and penicillin/streptomycin. MC38, KPC, DLD1 and HCT116 cells were cultured in DMEM supplemented with 10% fetal bovine serum and penicillin/streptomycin. AML12 cells were cultured in DMEM/F12 supplemented with 10% fetal bovine serum, 1× ITS (Sigma‒Aldrich), 40 ng/ml dexamethasone (Sigma‒Aldrich) and penicillin/streptomycin. HL60 cells were cultured in IMDM supplemented with 10% fetal bovine serum and penicillin/streptomycin. To differentiate HL60 cells into neutrophil-like cells, the cells were incubated in culture medium supplemented with 1% DMSO for 7 days. All the cells were cultured in a humidified incubator at 37 °C with 5% CO2.

### RNA extraction and quantitative real-time PCR (qRT‒PCR)

Total RNA was extracted from cells and tissues using TRIzol reagent (Invitrogen) and ethanol precipitation. RNA reverse transcription was performed using a KAPA SYBR® FAST Universal kit. qPCR was subsequently conducted using a Roche Light-Cycler 480. The primers used are listed in Table S1.

### Plasmid construction and lentiviral vector transduction

To generate the LRG1 overexpression plasmids, the full-length cDNA of mouse LRG1 was cloned and inserted into the pLenti-CMV vector. sgRNAs targeting CCDC25 were synthesized and cloned and inserted into Lenti-CRISPR-V2-Puro plasmids. shRNAs targeting TGFBR2 and TGFBR1 were synthesized and cloned and inserted into PLKO.1 plasmids. For stable transfection, the above constructs were cotransfected with pMD2. G, pRSV-REV and pMDLg/pRRE packaging plasmids were added to HEK293T cells in accordance with the manufacturer’s protocols. Lentiviral vector-containing supernatants were collected and used to knock out CCDC25 in DLD1 and HCT116 cells. The primers used are listed in Table S2.

### Western blot

Cells and tissues were lysed in radioimmunoprecipitation assay (RIPA) buffer (Sigma‒Aldrich) supplemented with protease inhibitor (Roche) and quantified using a BCA kit (Thermo Scientific). The proteins were separated by SDS‒PAGE and transferred to NC membranes. The membranes were subsequently blocked with milk, followed by incubation with specific primary antibodies against LRG1, H3cit, p-AKT, t-AKT, p-ERK, t-ERK, p-p38, p38, p-SMAD2/3, t-SMAD2/3, p-SMAD1/5, t-SMAD1/5, p-PI3K, PI3K, TGFBR2, TGFBR1, CCDC25 and β-actin overnight at 4 °C. The details of the antibodies used are listed in Table S3. Afterward, the membranes were washed with TBST and incubated with HRP-conjugated secondary antibodies (1:5000; Sigma). The bands were visualized by chemiluminescence using the StarSignal Western ECL Substrate (GeneStar).

### Immunofluorescence

The tissue was first fixed in 4% paraformaldehyde, embedded in paraffin and sectioned at a thickness of 4 μm. Then, the paraffin-embedded tissue sections were deparaffinized, rehydrated and subjected to antigen retrieval in EDTA buffer in a microwave. The sections were blocked with 5% BSA for 30 min at room temperature. The samples were subsequently incubated with specific primary antibodies against CD11b, LRG1, MPO, iNOS, and H3cit overnight at 4 °C. After rinsing with PBS, fluorochrome-conjugated secondary antibodies were added and incubated for 1 h at room temperature. The slides were counterstained with DAPI (D1306; Invitrogen). The details of the antibodies used are listed in Table S3. Observation and imaging were performed with a confocal microscope (Cell Observer; ZEISS, Germany). The analysis of fluorescence images relies primarily on ImageJ.

### IHC staining

Paraffin-embedded tissue sections were deparaffinized with dimethylbenzene, dehydrated in an ethanol gradient, and subjected to antigen retrieval with EDTA buffer. Next, the tissues were blocked with normal goat serum and incubated with specific primary antibodies against fibronectin, LRG1 and p-Stat3 overnight at 4 °C. The tissue sections were then incubated with secondary antibodies for 1 h, and positive staining was visualized with an HRP DAB substrate kit, and the nuclei were counterstained with hematoxylin. The expression of LRG1 was quantified on the basis of the intensity of staining and the percentage of positive cells. In brief, the proportion of positive cells was estimated and given a score ranging from 1 to 4 (1, less than 5%; 2, 5–25%; 3, 26–50%; 4, > 51%). The average intensity of the positively stained cells was also given a score on a scale from 1 to 4 (1, no staining; 2, weak staining; 3, moderate staining; 4, strong staining). The final IHC score of each tissue sample was then calculated by multiplying the positive percentage score by the intensity score.

For LRG1, MPO, H3cit, IL6, F4/80, a-SMA, CD31, panCK, CD8a, and GZMb, tissue staining was performed with TSA (tyramide signal amplification) according to the manufacturer’s instructions. The slides were counterstained with DAPI (D1306; Invitrogen). The details of the antibodies used are listed in Table S3.

### Tissue interstitial fluid collection

Tissue interstitial fluid from normal liver, PMN-liver and tumor tissue was isolated. Briefly, the tissues were chopped into pieces, and the tissue pieces were placed on a 70 µM filter on top of a 50 ml conical tube, followed by centrifugation at 200 × g for 10 min. The flowthrough tissue interstitial fluid was flash-frozen at -80 °C.

### ELISA

ELISA kits were used to measure the levels of human LRG1 (Ray Bio), human IL6 (Boster, EK0410), mouse LRG1 (ELK Biotechnology), and mouse IL6 (Boster, EK0411) in cell culture supernatants or serum samples according to the manufacturer’s instructions. We detected plasma MPO-DNA using a previously described sandwich ELISA method. Briefly, 96-well microtiter plates were coated with 5 µg/ml anti-MPO monoclonal antibody (R&D, AF3667) as the capture antibody overnight at 4 °C. After blocking with 1% BSA buffer for 1 h, 50 µl of sample was added per well and incubated for 2 h at room temperature. A Quant-iTTM PicoGreenTM dsDNA Reagent (Thermo Fisher, P7589) and a kit were used to measure the levels of MPO-DNA following the manufacturer’s instructions. The absorbance was measured using a microplate reader.

### Tissue dissociation

For flow cytometry of liver cells, single-cell suspensions were prepared from freshly excised mouse livers by mechanical trituration, after which the samples were passed through 70 mm steel mesh, and hepatocytes were isolated from the cell suspensions by centrifugation at 50 g for 5 min. The remaining cells were used for flow cytometry. For flow sorting of liver cells, livers were extracted and minced, and hepatocytes were isolated by mechanical trituration and centrifugation. The remaining liver tissue was digested with collagenase II (1 mg/ml) and DNase (100 µg/ml) in DMEM for 20 min at 37 °C. The cells were then filtered through 70-mm strainers to remove small fragments of undigested tissue for subsequent experiments.

### Flow cytometry and sorting

Single-cell suspensions from mouse tissues were first stained with anti-mouse CD16/32 (BioLegend, #101320) to block the IgG Fc receptor, after which the cells were stained with surface fluorescent antibodies on ice for 30 min. The details of the antibodies used are listed in Table S3. Flow cytometry was performed on a Beckman CytoFLEX flow cytometer.

### Isolation and culture of primary mouse hepatocytes

Mouse primary hepatocytes were isolated by liver perfusion medium using a 2-step retrograde procedure. Under terminal anesthesia, the mice underwent laparotomy, the inferior vena cava was then cannulated, and the superior vena cava was clamped to achieve retroperfusion of the liver using the portal vein as an outlet. The liver was perfused sequentially with buffer A (HBSS + 0.2 mg/ml EDTA + 1 mg/ml glucose) and then buffer B (HBSS + 0.75 mg/ml collagenase IV + 0.02 mg/ml DNase + 1 mg/ml glucose). After perfusion, the liver capsule was removed, and the liver was gently swirled in PBS to yield a cell suspension. Hepatocytes were collected by three rounds of centrifugation (50 g for 3 min) and cultured in DMEM/F12 supplemented with 10% fetal bovine serum, 1× ITS (Sigma‒Aldrich), 40 ng/ml dexamethasone (Sigma‒Aldrich) and penicillin/streptomycin.

### Neutrophil isolation

Human neutrophils were isolated from the peripheral blood of healthy volunteers by density gradient separation using Ficoll (Cytiva, 17544202) and centrifugation at 400 × g for 40 min at room temperature. To isolate neutrophils from bone marrow, bone marrow cells from 8- to 12-week-old BALB/c mice were harvested in PBS, and the extraction of neutrophils from bone marrow cells was performed using a Mouse Neutrophil Isolation Kit (Solarbio) according to the manufacturer’s instructions.

### Two-chamber neutrophil migration assays

Neutrophil migration assays were performed using a Transwell migration assay. Briefly, 5×10^5^ freshly isolated neutrophils in RPMI 1640 were added to the upper chamber, and rhLRG1 (20 µg/ml) was added to the lower chamber as a chemoattractant. The migrated cells in the lower chamber were counted after 4 h.

### In vitro NET analysis

To assess NET formation, neutrophils (1×106 cells) were seeded on coverslips coated with poly-L-lysine in 24-well plates for 30 min before rhLRG1 (20 µg/ml), PAD4i and SB431542 were added. After 6 to 8 h at 37 °C, the neutrophils were fixed with 4% paraformaldehyde (PFA) for 10 min at room temperature, washed twice with PBS, blocked in PBS containing 2% BSA for 30 min, and then incubated with anti-H3cit (1:100, ab5103, Abcam) and anti-MPO (10 µg/ml, AF3667, R&D) antibodies in blocking buffer overnight at 4 °C. After three washes in PBS, the cells were incubated with fluorochrome-conjugated secondary antibodies for 1 h and then counterstained with DAPI. Observation and imaging were performed with a confocal microscope (Cell Observer; ZEISS, Germany).

### Transwell migration assays

For DLD1 cells and HCT116 cells (5×10^4^), Transwell migration assays were performed. DLD1 cells and HCT116 cells were plated in the upper wells for 24 h. After the cells adhered, the medium was replaced with 300 µl of serum-free conditioned medium supplemented with neutrophils (1×10^5^), rhLRG1 (20 µg/ml) or DNase (0.25 mg/ml). Complete medium supplemented with 10% FBS was added to the bottom to induce chemotaxis. After 48 h, the cells on the upper surface of the membrane were removed, and the cells that crossed the membrane were fixed with 4% paraformaldehyde and stained with crystal violet. The number of penetrated cells was counted under a light microscope in three fields of view, and the average number of cells was calculated.

### Cytokine array analyses

Serum from the two CRC models was obtained by centrifugation and stored at −80 °C for use in cytokine assays. This was performed using the Mouse Inflammation Array GS1 (Raybiotech, Peachtree Corners, GA, USA) following the instructions of the manufacturer (Wayen Biotechnologies Inc., Shanghai, China).

### RNA-seq data analysis

Raw RNA-seq sequencing data (FASTQ format) were aligned to the mouse reference genome mm10 using HISAT2 (v2.1.0) with default parameters to ensure alignment accuracy. Exon-aligned uniquely mapped reads were quantified using featureCounts (Subread package v2.0.6) to generate the raw count matrix. 

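The deposited raw count matrix of the bulk livers lists its genes by symbol. All 20140 symbols are in the RefSeq gene table of GRCm38.p6, the assembly that mm10 denotes, from which the coordinates given here were taken. No listed gene had fewer than 6 counts summed over the 6 livers, and 470 had fewer than 10. Between 18252 and 18878 genes had at least 1 count in a liver. Alb was the most abundant gene in every liver, with 10.6% and 9.95% of the counts in the sham livers, 10.9% and 8.30% in the PMN livers, and 13.8% and 10.7% in the metastasis livers. Mitochondrial genes took 5.85% and 5.58% of the counts in the sham livers, 3.13% and 2.63% in the PMN livers, and 5.71% and 3.25% in the metastasis livers, so the 2 metastasis livers lay further apart than the PMN livers. Reads that map equally well to several places were not counted, which lowers the counts of near-identical gene copies such as Hamp and Hamp2 or the Cyp2c family. The paper's text does not say whether the counting used strand, so the counts of genes that overlap on opposite strands are uncertain.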

Gene expression data were normalized to transcripts per million (TPM), followed by hierarchical clustering analysis and heatmap visualization using pheatmap (v1.0.12). 

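The deposited TPM values of the bulk livers follow from the counts by one length per gene. Over the 13018 genes with at least 10 counts in every liver, the length implied by the 2 tables differed between livers by a relative difference of at most 0.0122. Complete-linkage clustering of log2(TPM + 1) over all listed genes joined the sham livers first, then the PMN livers. Metastasis liver 2 joined the PMN livers before metastasis liver 1 did, and the sham livers joined last. The Pearson correlation across genes was 0.992 between the sham livers, 0.986 between the PMN livers and 0.956 between the metastasis livers, whereas metastasis liver 2 reached 0.978 with each PMN liver. The order of joining was the same on log2(TPM + 0.1) and on log2 CPM of the tested genes, with correlations between the metastasis livers of 0.941 and 0.928. The counts of the livers within each group differed by more than the sampling noise, with a chi-square per degree of freedom of 27.2 for sham, 80.9 for PMN and 372 for metastasis. This rules out only that 1 library was listed as 2, since livers of separate mice normally differ by more than counting noise.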

For the public dataset GSE109480 (retrieved from the GEO database), its raw expression matrix underwent identical TPM normalization, and differential gene expression bar plots were generated using ggplot2 (v3.5.0).

### Single-cell sequencing data analysis

Single-cell sequencing data were processed using the Seurat (v4.2.0) pipeline. Strict quality control was applied: low-quality cells with total UMI counts <1000 or detected genes <200 were filtered out, along with apoptotic or damaged cells whose mitochondrial gene content was >25%. Red blood cells with hemoglobin gene expression (e.g., Hba-a1 and Hbb-bt) >1% were excluded. To mitigate doublet interference, DoubletFinder (v2.0.3) was employed to predict doublets.

### Differential analysis and pathway enrichment

Differentially expressed genes (DEGs) were identified using the Wilcoxon rank-sum test via Seurat’s FindMarkers function, focusing on neutrophil subsets whose expression was significantly upregulated in the *Lrg1*^(+/+)Hep^-PMN and *Lrg1*^(+/+)Hep^-Ctrl groups (adjusted *p* value < 0.05, Benjamini–Hochberg correction; log-fold change [logFC] >0.5). For these DEGs, Gene Ontology (GO) functional enrichment analysis was performed using clusterProfiler (v4.7.1), with Benjamini‒Hochberg-adjusted *q* values < 0.05 as the significance threshold. The top 20 enriched terms were ranked by enrichment factors. For the PMN-MDSC signature score, individual cells were scored using the AddModuleScore function, which calculates the average expression levels of selected genes at the single-cell level and then subtraction by the aggregated expression of control feature sets.

### Pseudotime analysis

We used Monocle3 (v1.3.1) to analyze the pseudotime distribution in the scRNA-seq data and construct cell trajectories to identify state transitions within the neutrophil populations. During trajectory and pseudotime computation, cells with high differentiation potential predicted by CytoTRACE (v0.3.3) were selected as the root nodes.

### Statistical analysis

Statistical tests were carried out using GraphPad Prism (v9.5.0). Unless otherwise stated, the experimental data are presented as the mean ± standard deviation (SD) of at least three biologically independent replicates. To compare the parametric data, a two-tailed unpaired Student’s *t* test was used to determine statistical significance. A *p* value less than 0.05 was considered to indicate statistical significance.

## Supplementary information

Supplementary figures

Supplementary figure legends

Tables

Unprocessed images

## Data Availability

Raw murine liver scRNA-seq and bulk RNA-seq data for the liver have been deposited in GEO (GSE306164 and GSE305183, respectively). This paper does not report the original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

# Supplementary material for: Hepatocyte-derived LRG1 primes the liver for metastasis and impairs immunotherapy
**Source:** Cell Mol Immunol. 2026 Apr 10;23(5):560–74. doi: 10.1038/s41423-026-01408-9

**Fig S1: Pre-metastatic niche formation in liver with tumor progression in mouse models , related to Fig. 1.**

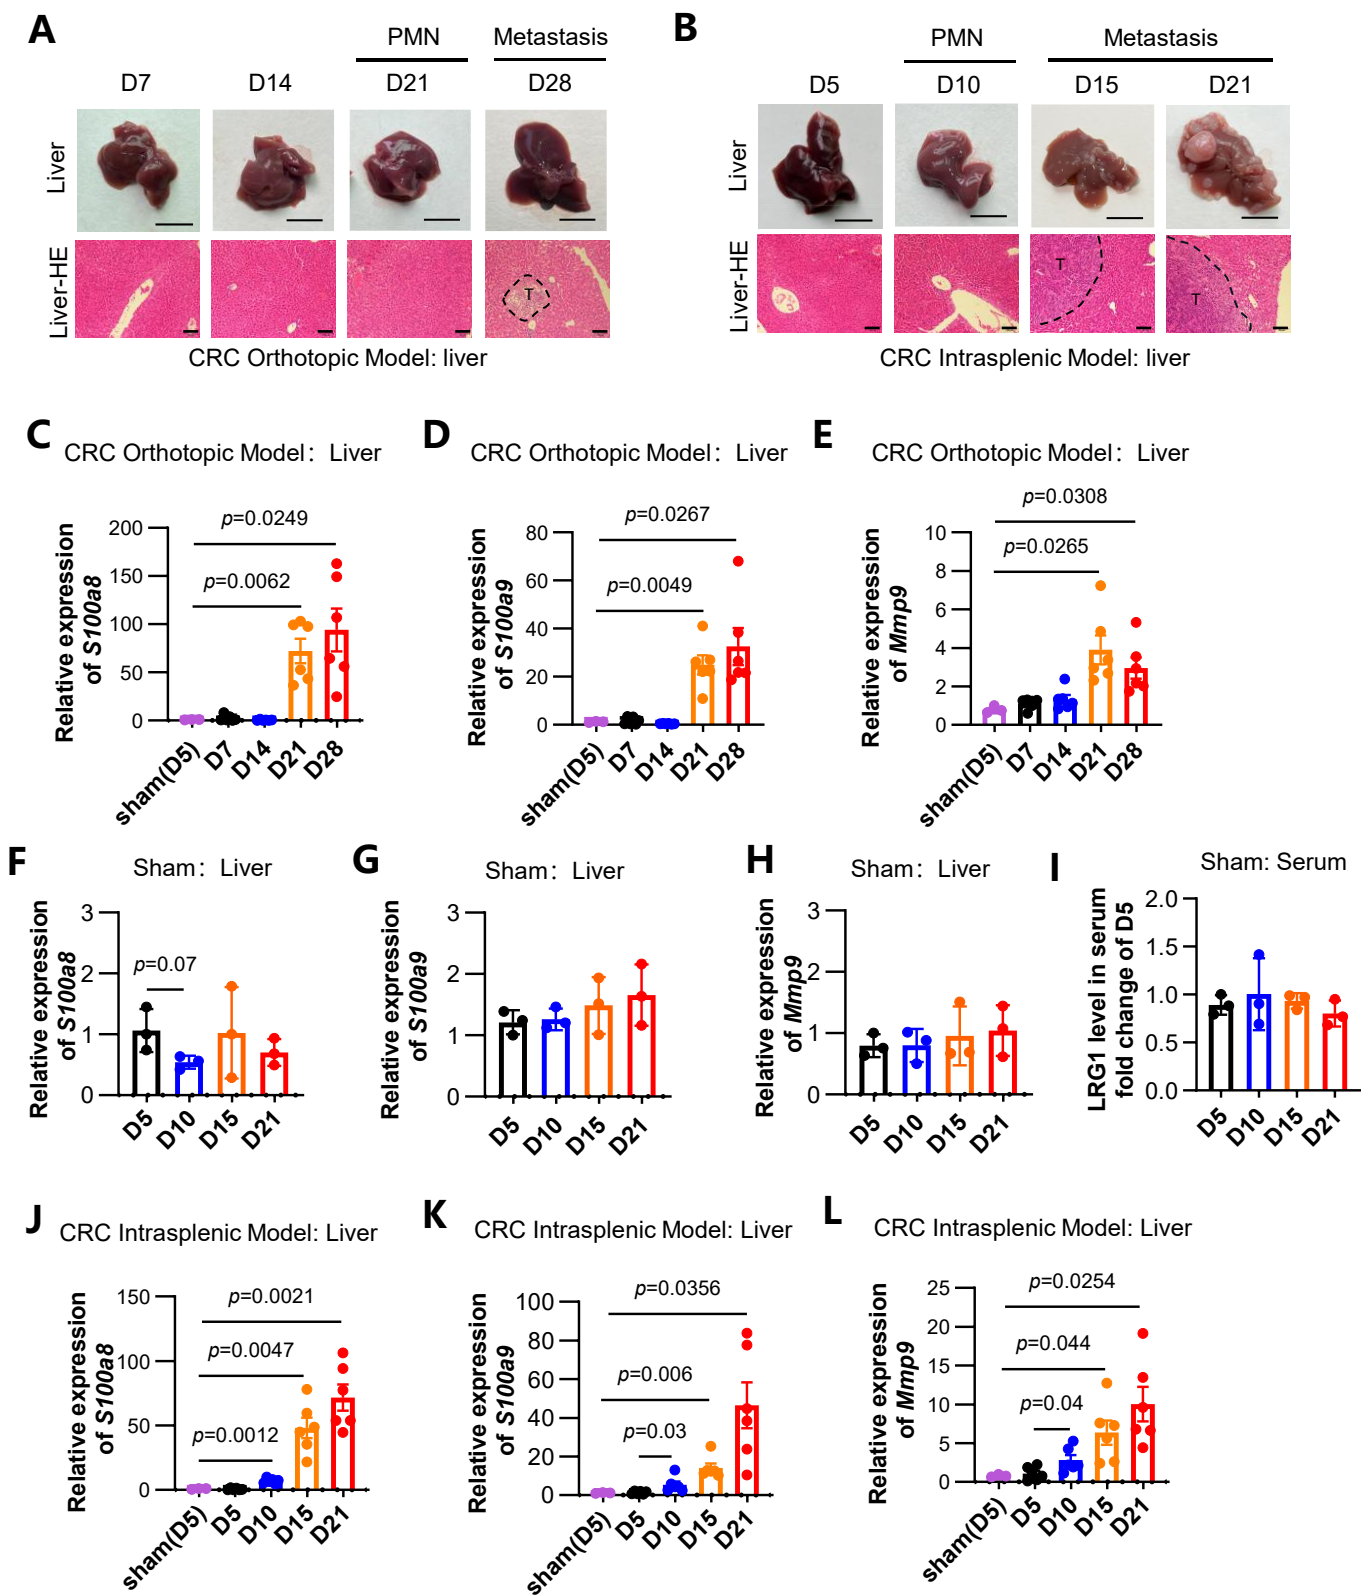

**Fig S2: Serological LRG1 is associated with pre-metastatic niche formation in liver, related to Fig. 1.**

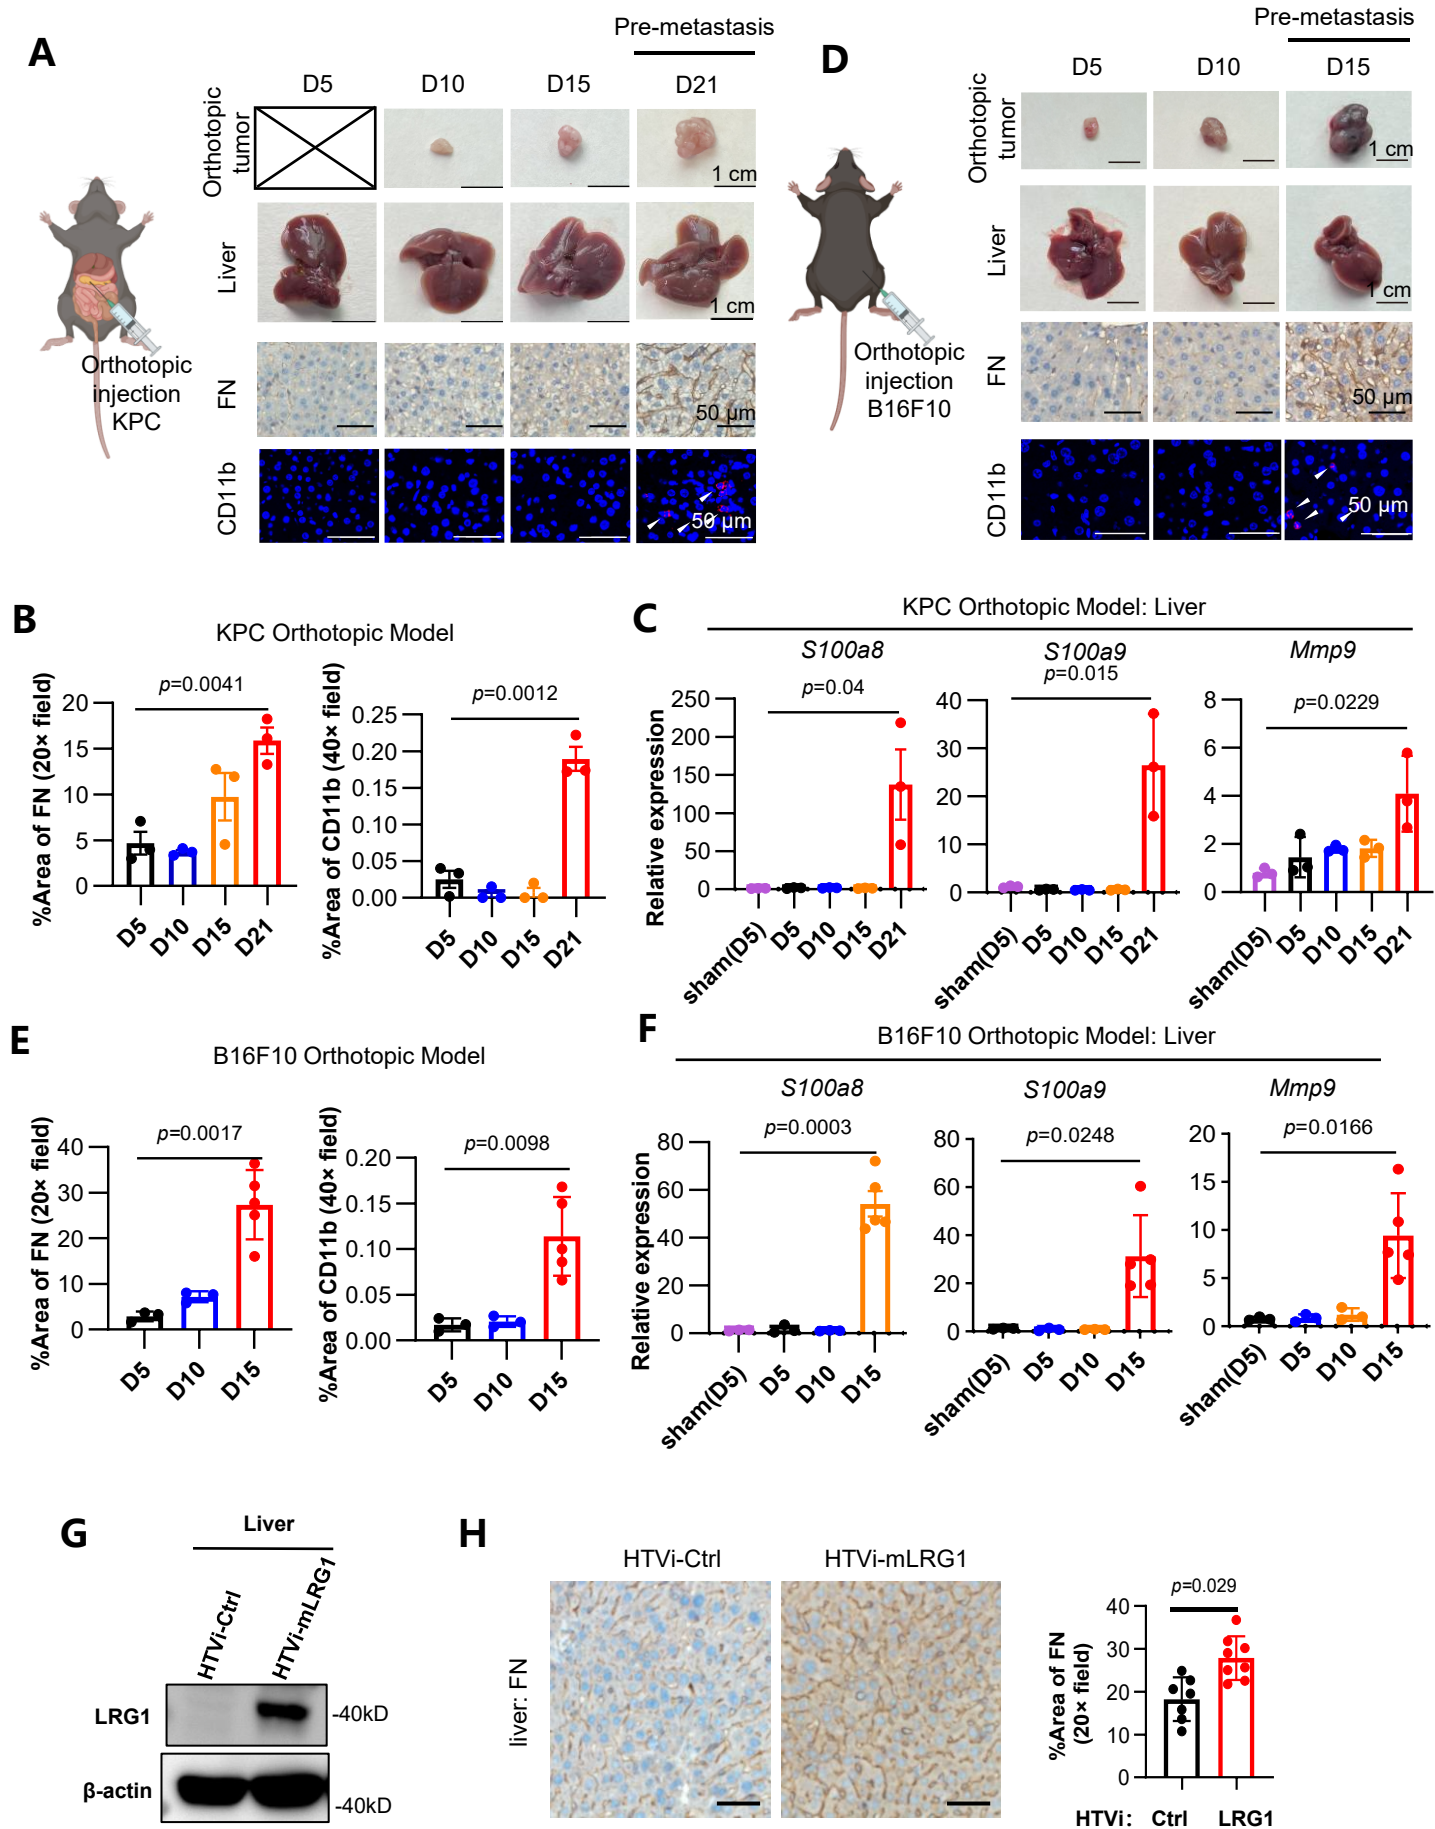

**Fig S3: LRG1 is derived from hepatocytes and promotes CRLM, related to Fig. 2.**

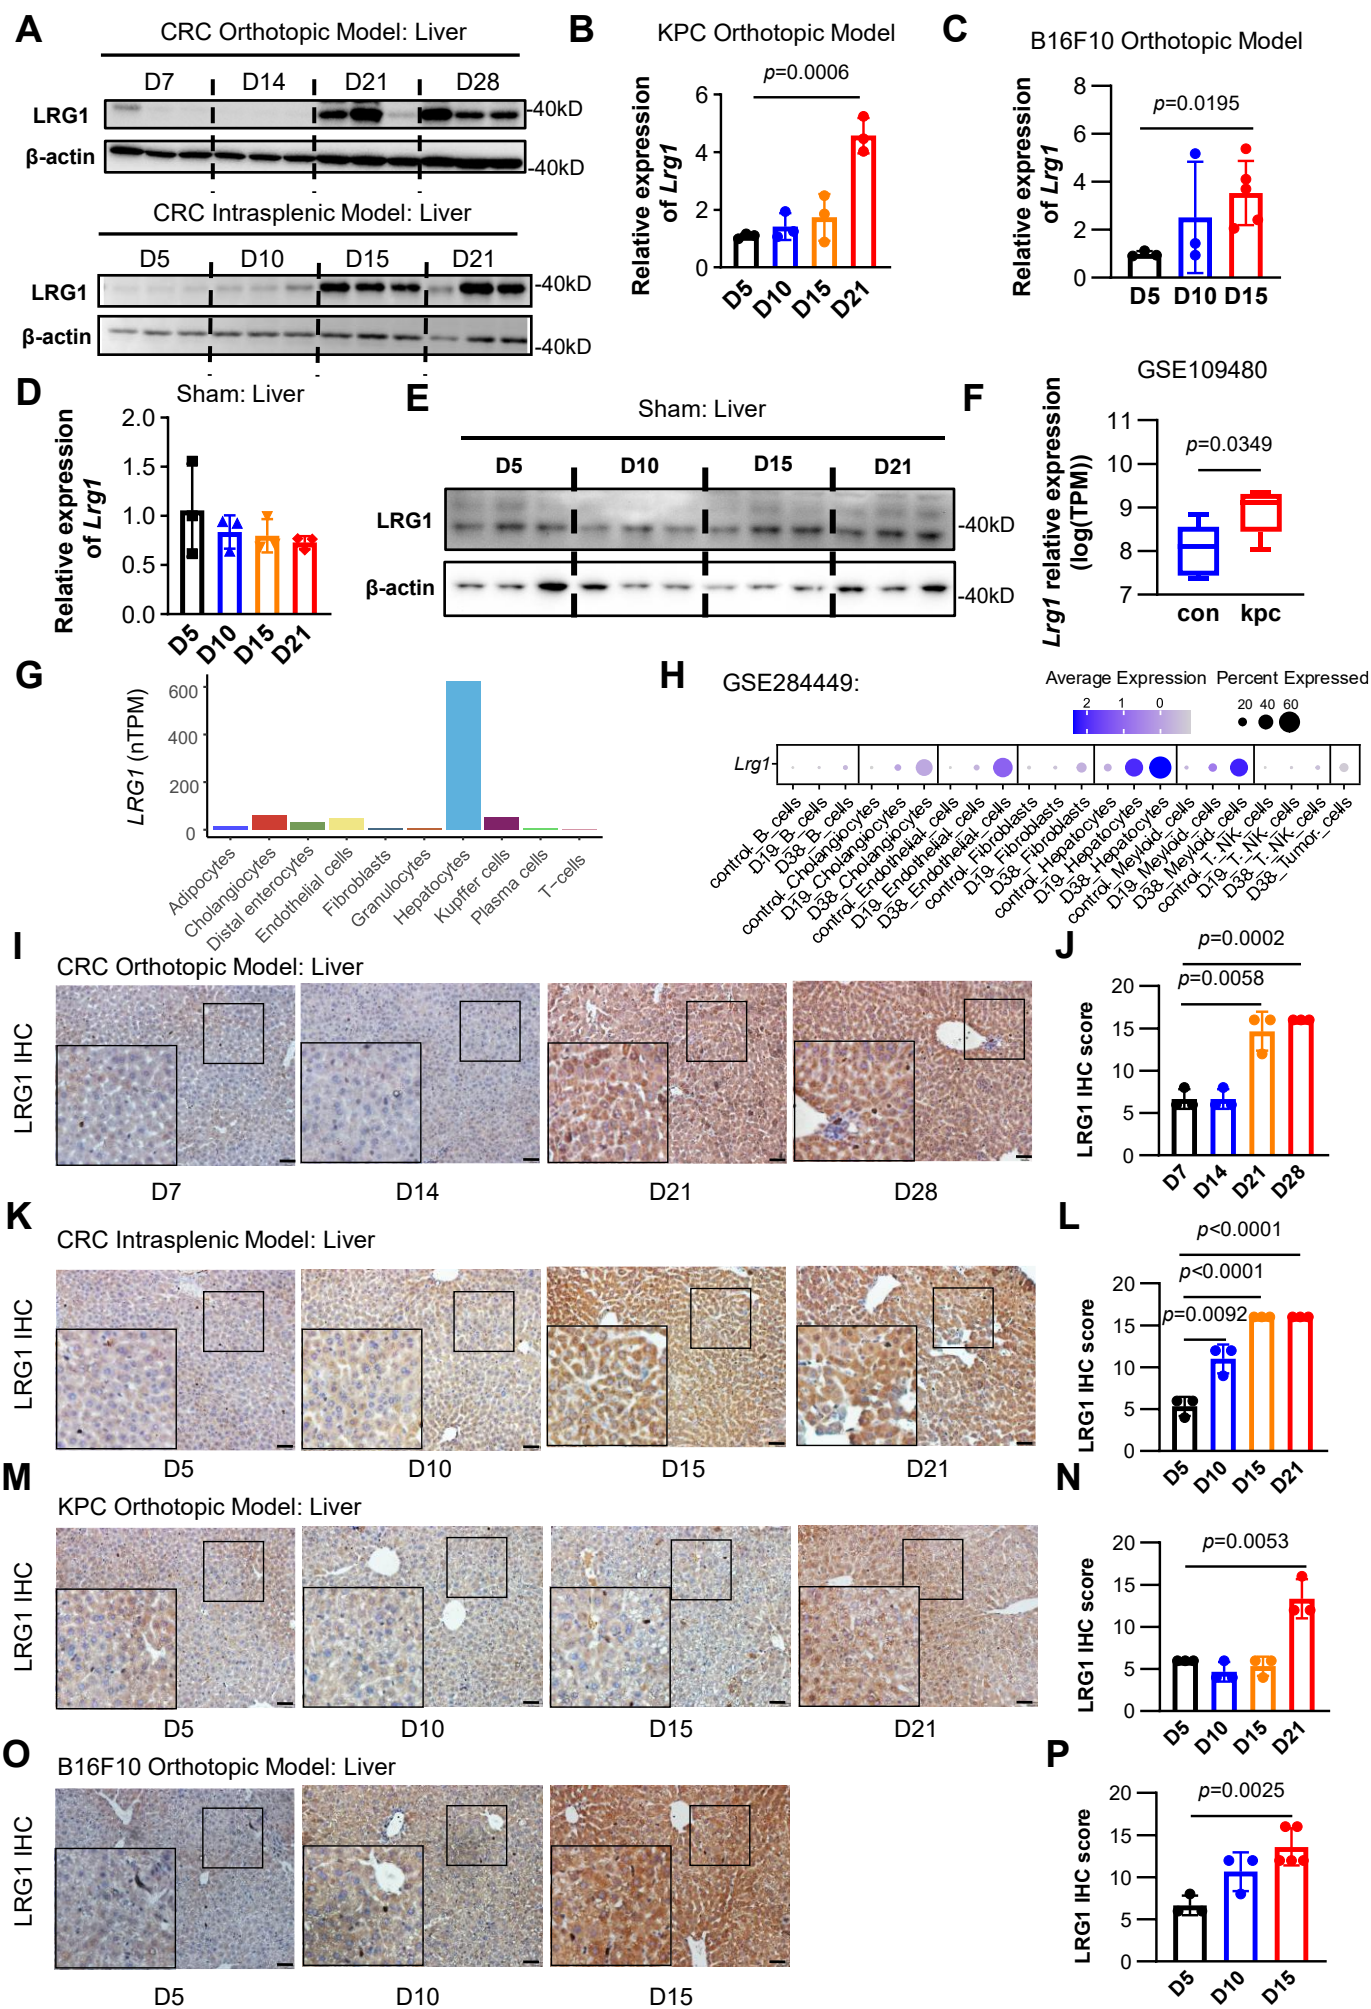

**Fig S4: Hepatic-specific LRG1 depletion in mouse model, related to Fig. 2.**

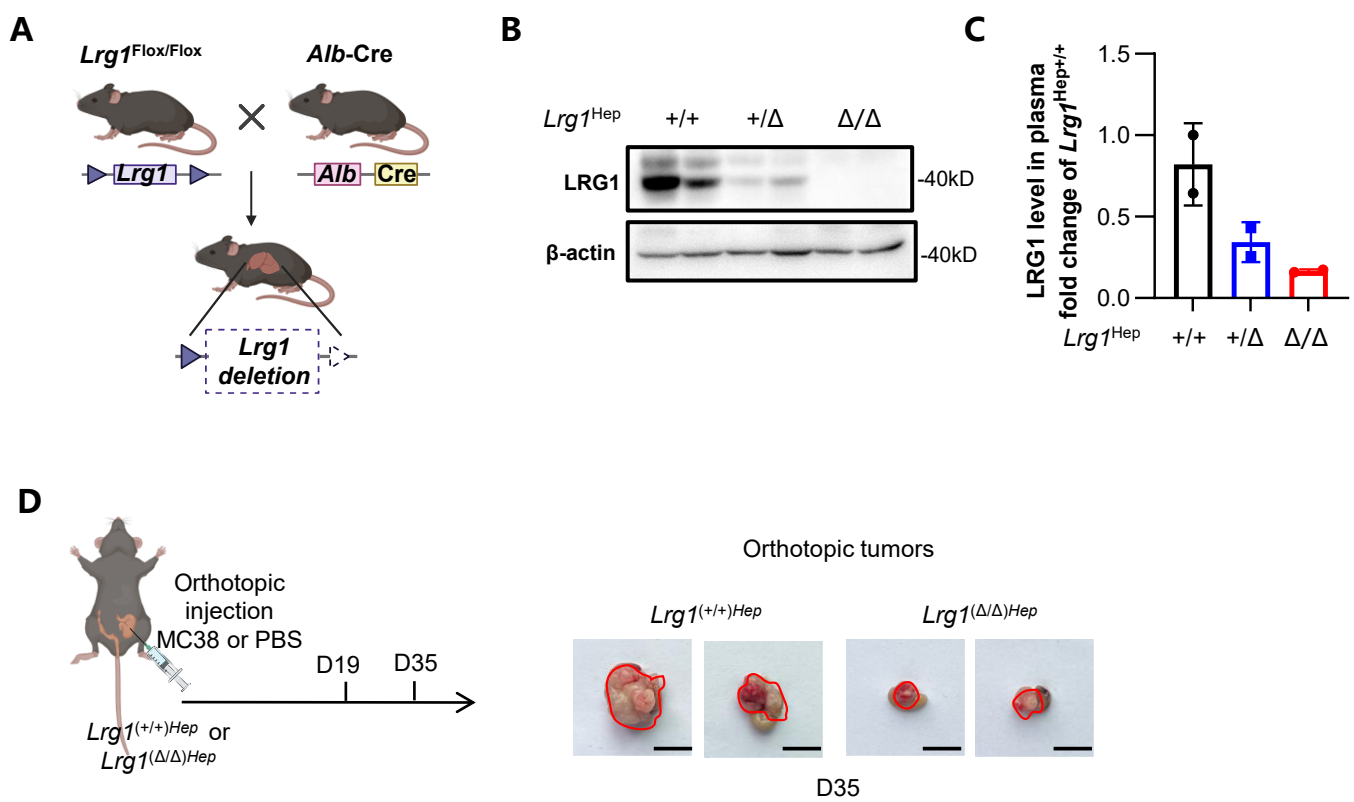

**Fig S5: Hepatic LRG1 drives the formation of pre-metastatic niche in the liver, related to Fig. 3.**

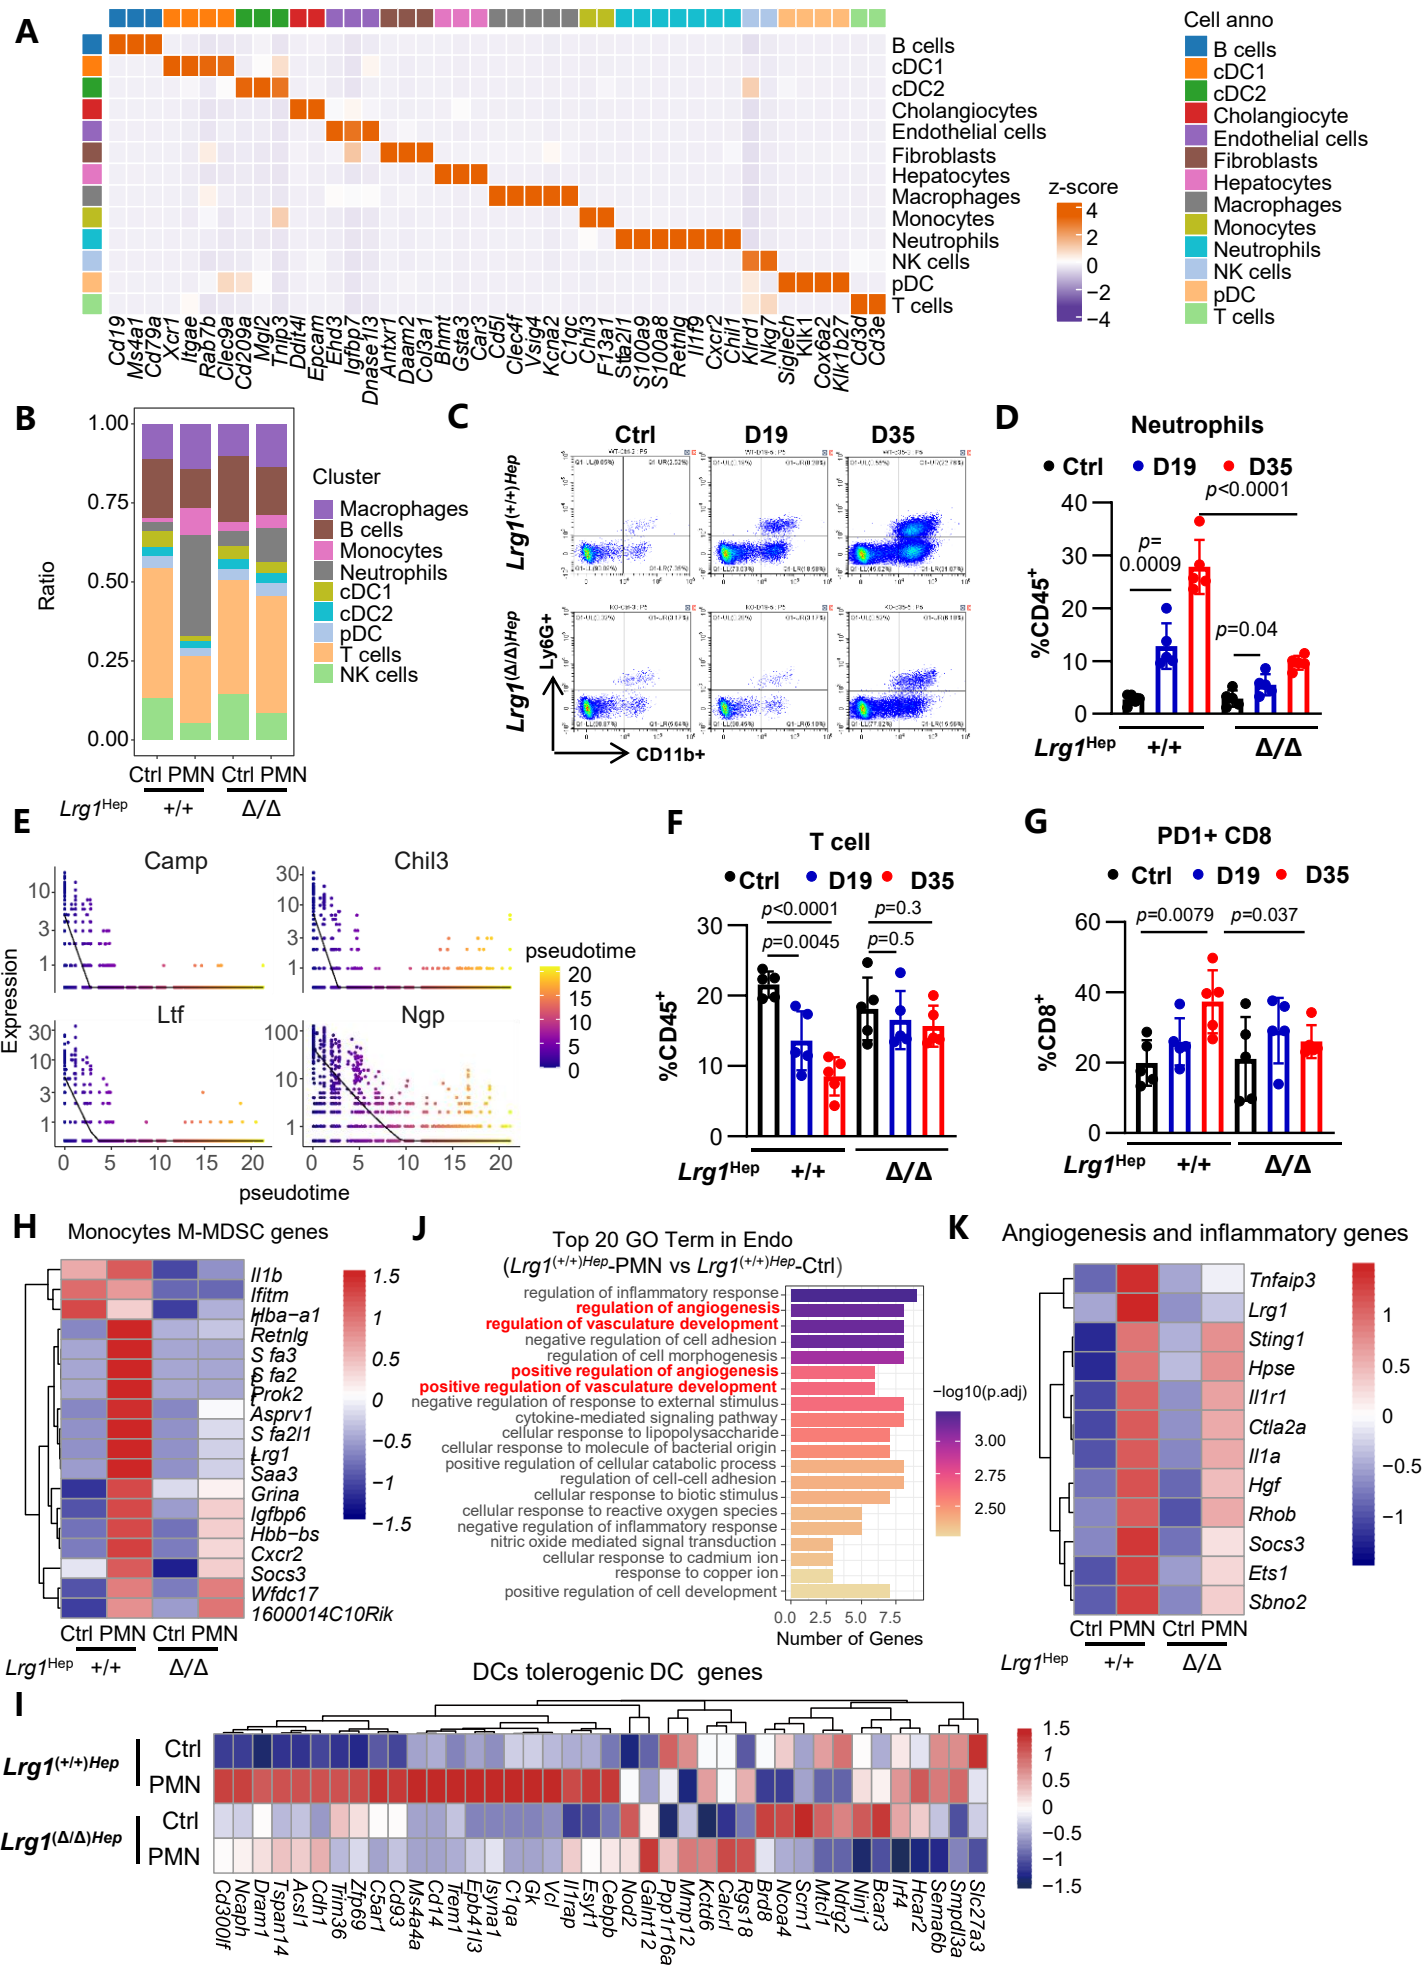

**Fig S6: LRG1 promotes NET formation of neutrophils via TGFBR/AKT signaling, related to Fig. 4.**

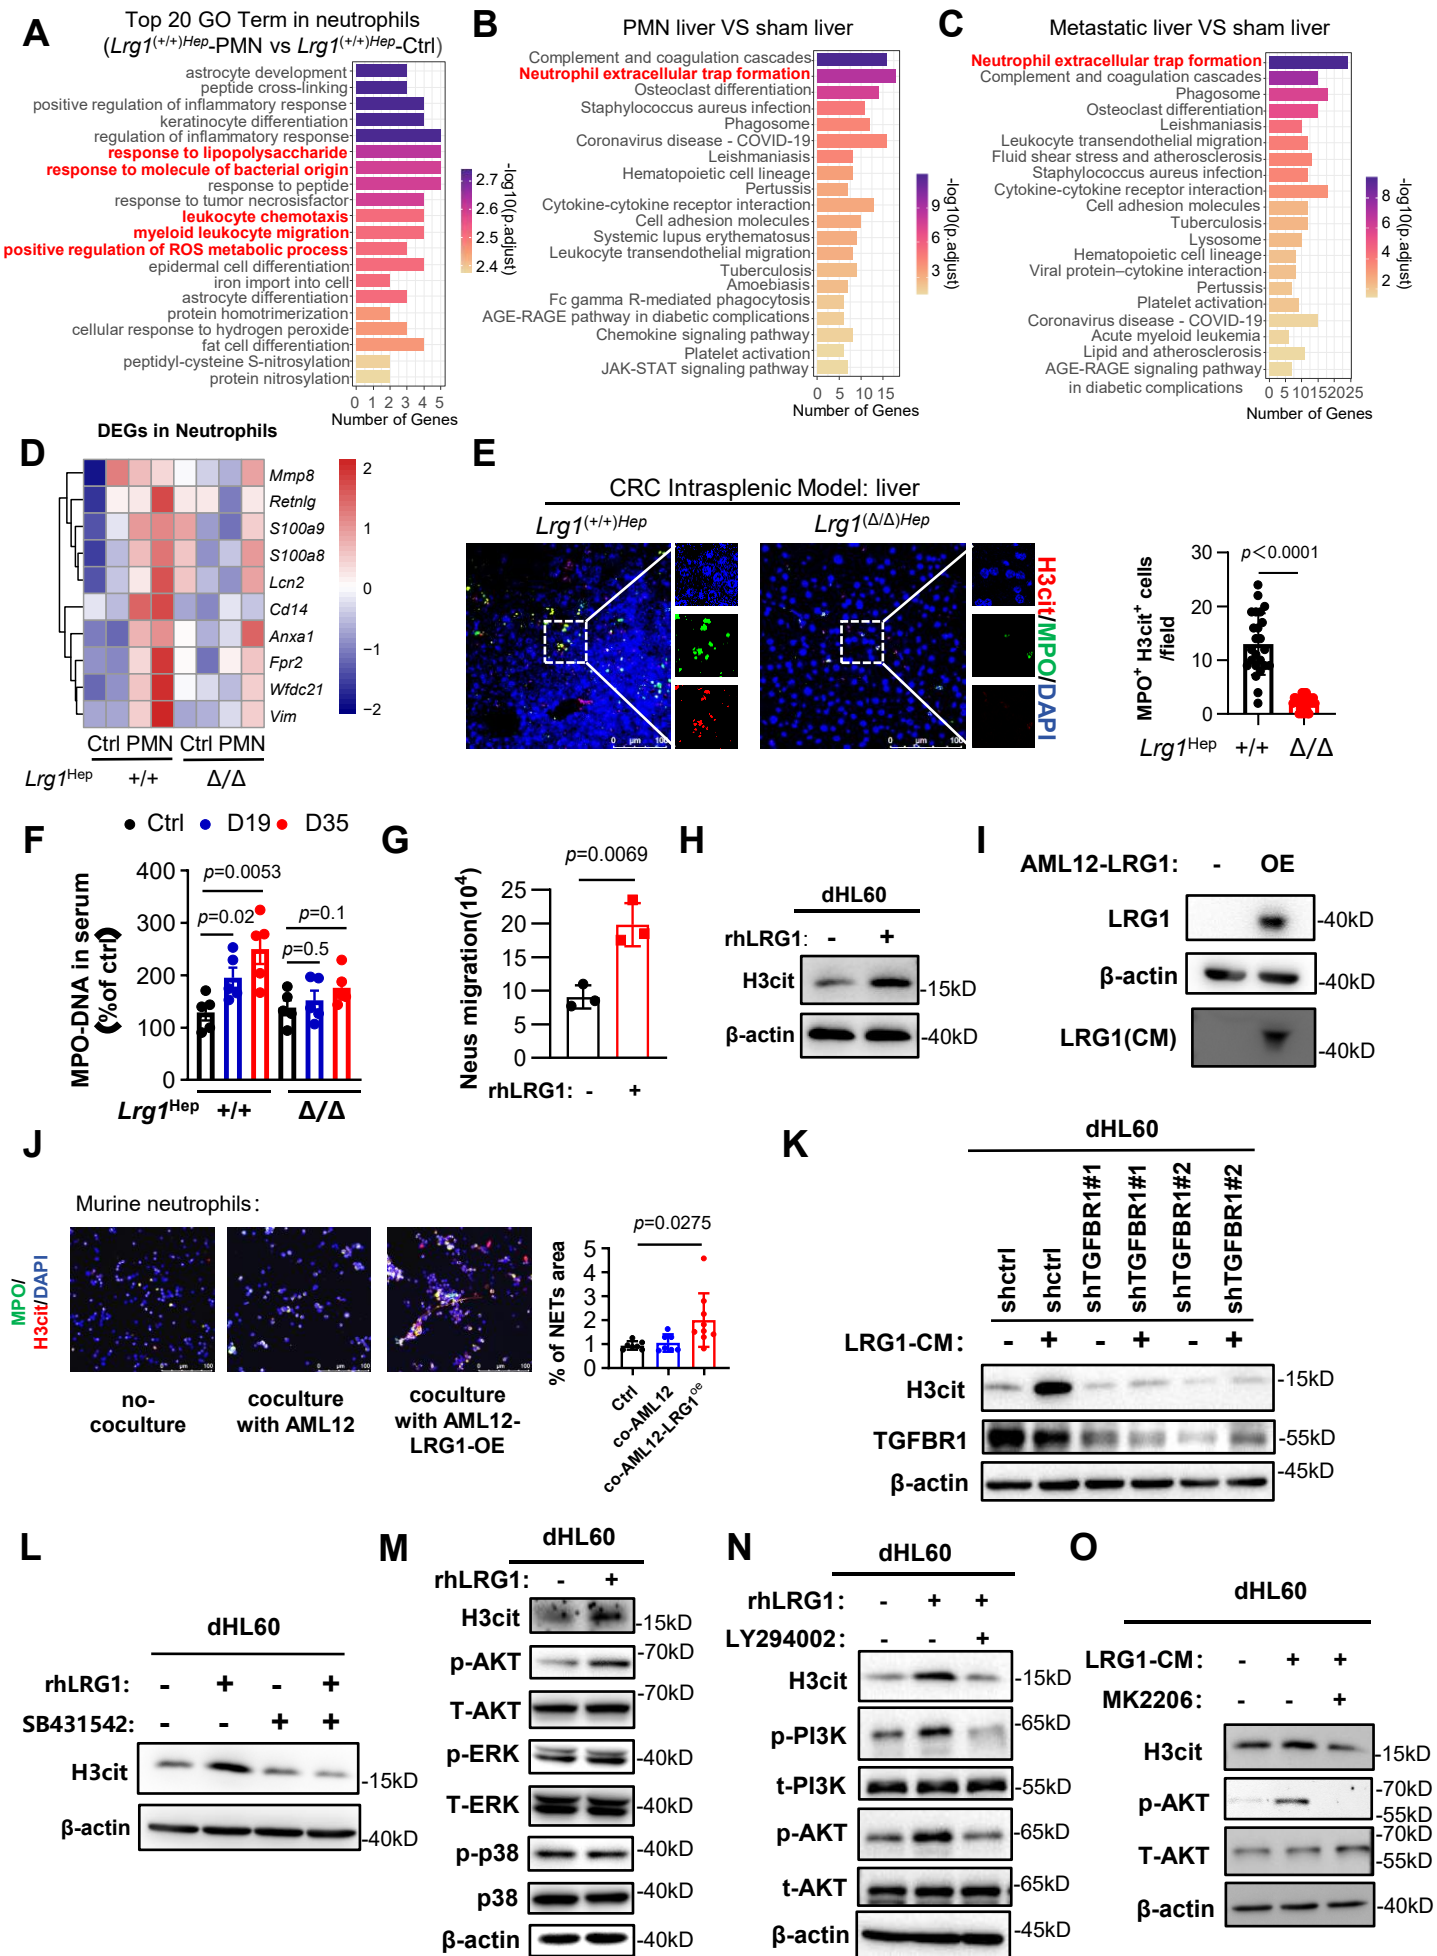

**Fig S7: LRG1 promotes tumor cell migration through directing NET formation of neutrophils, related to Fig. 4.**

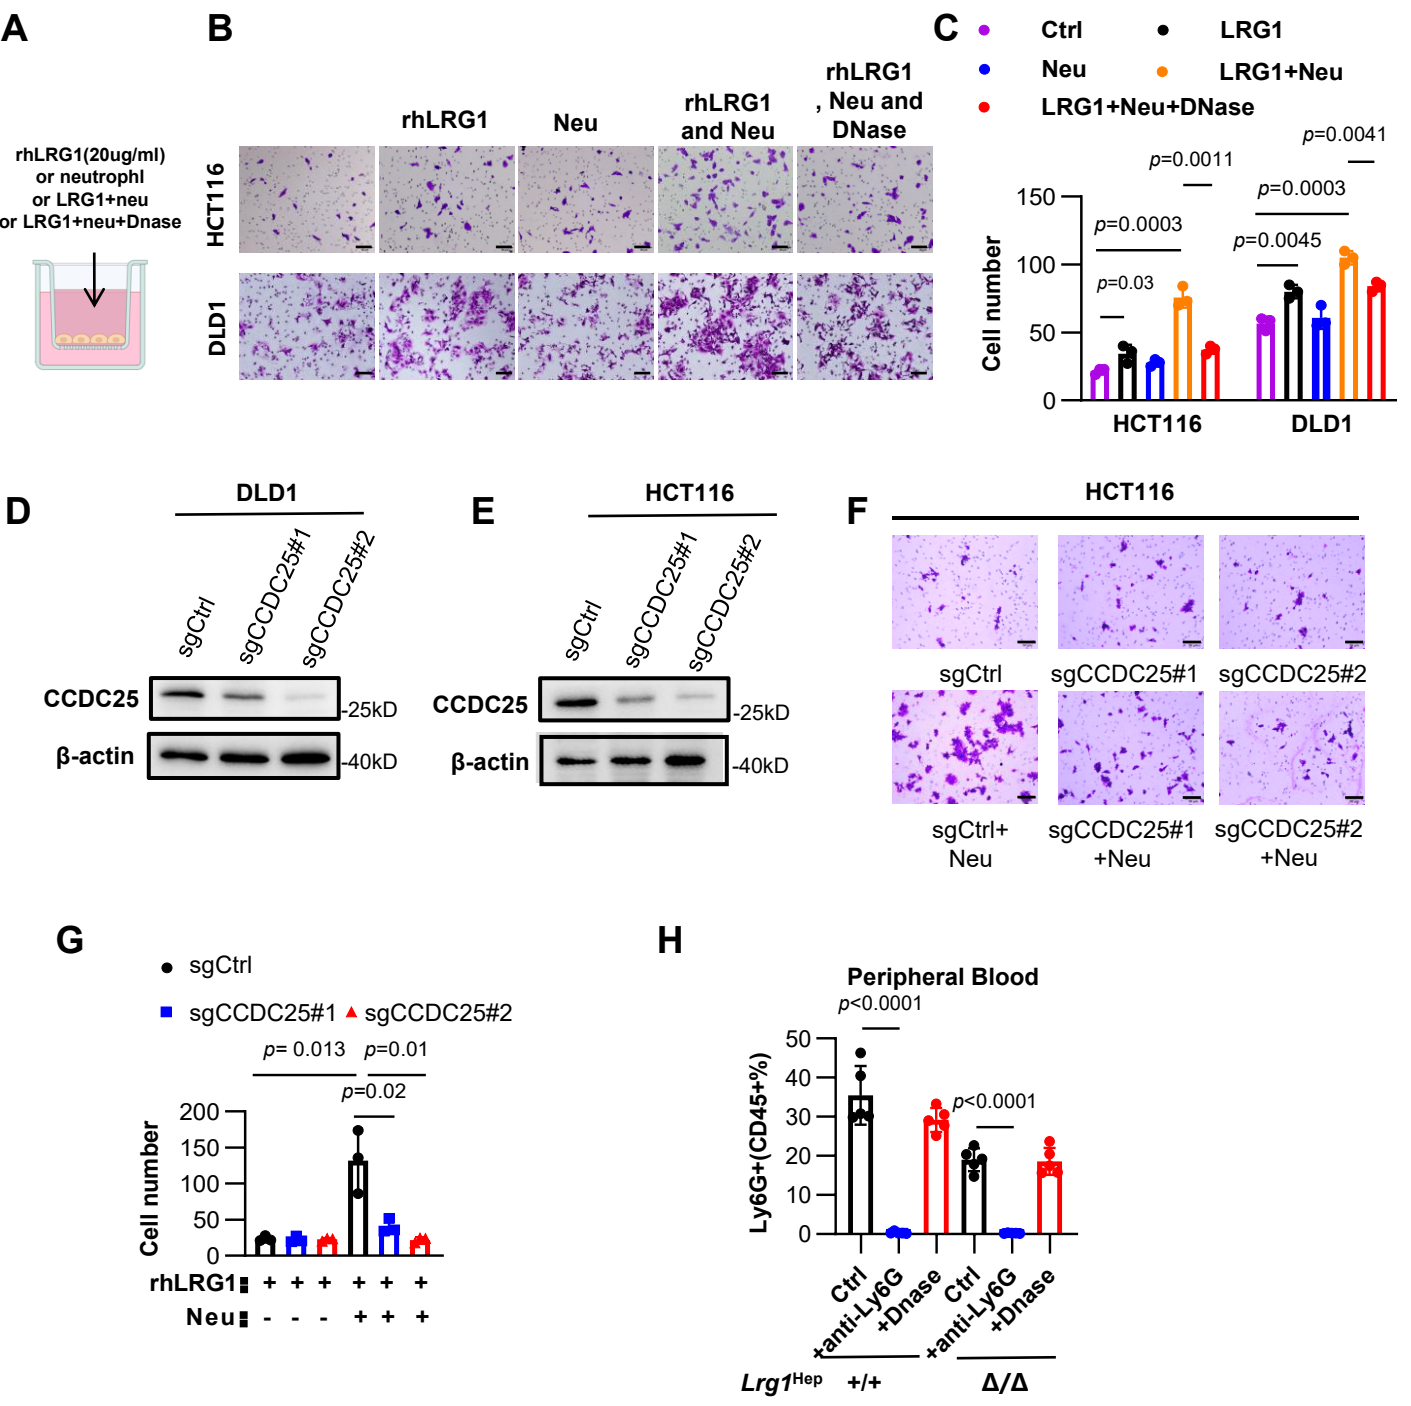

**Fig S8: The IL6/STAT3 pathway promotes expression of LRG1 in hepatocytes, related to Fig. 5.**

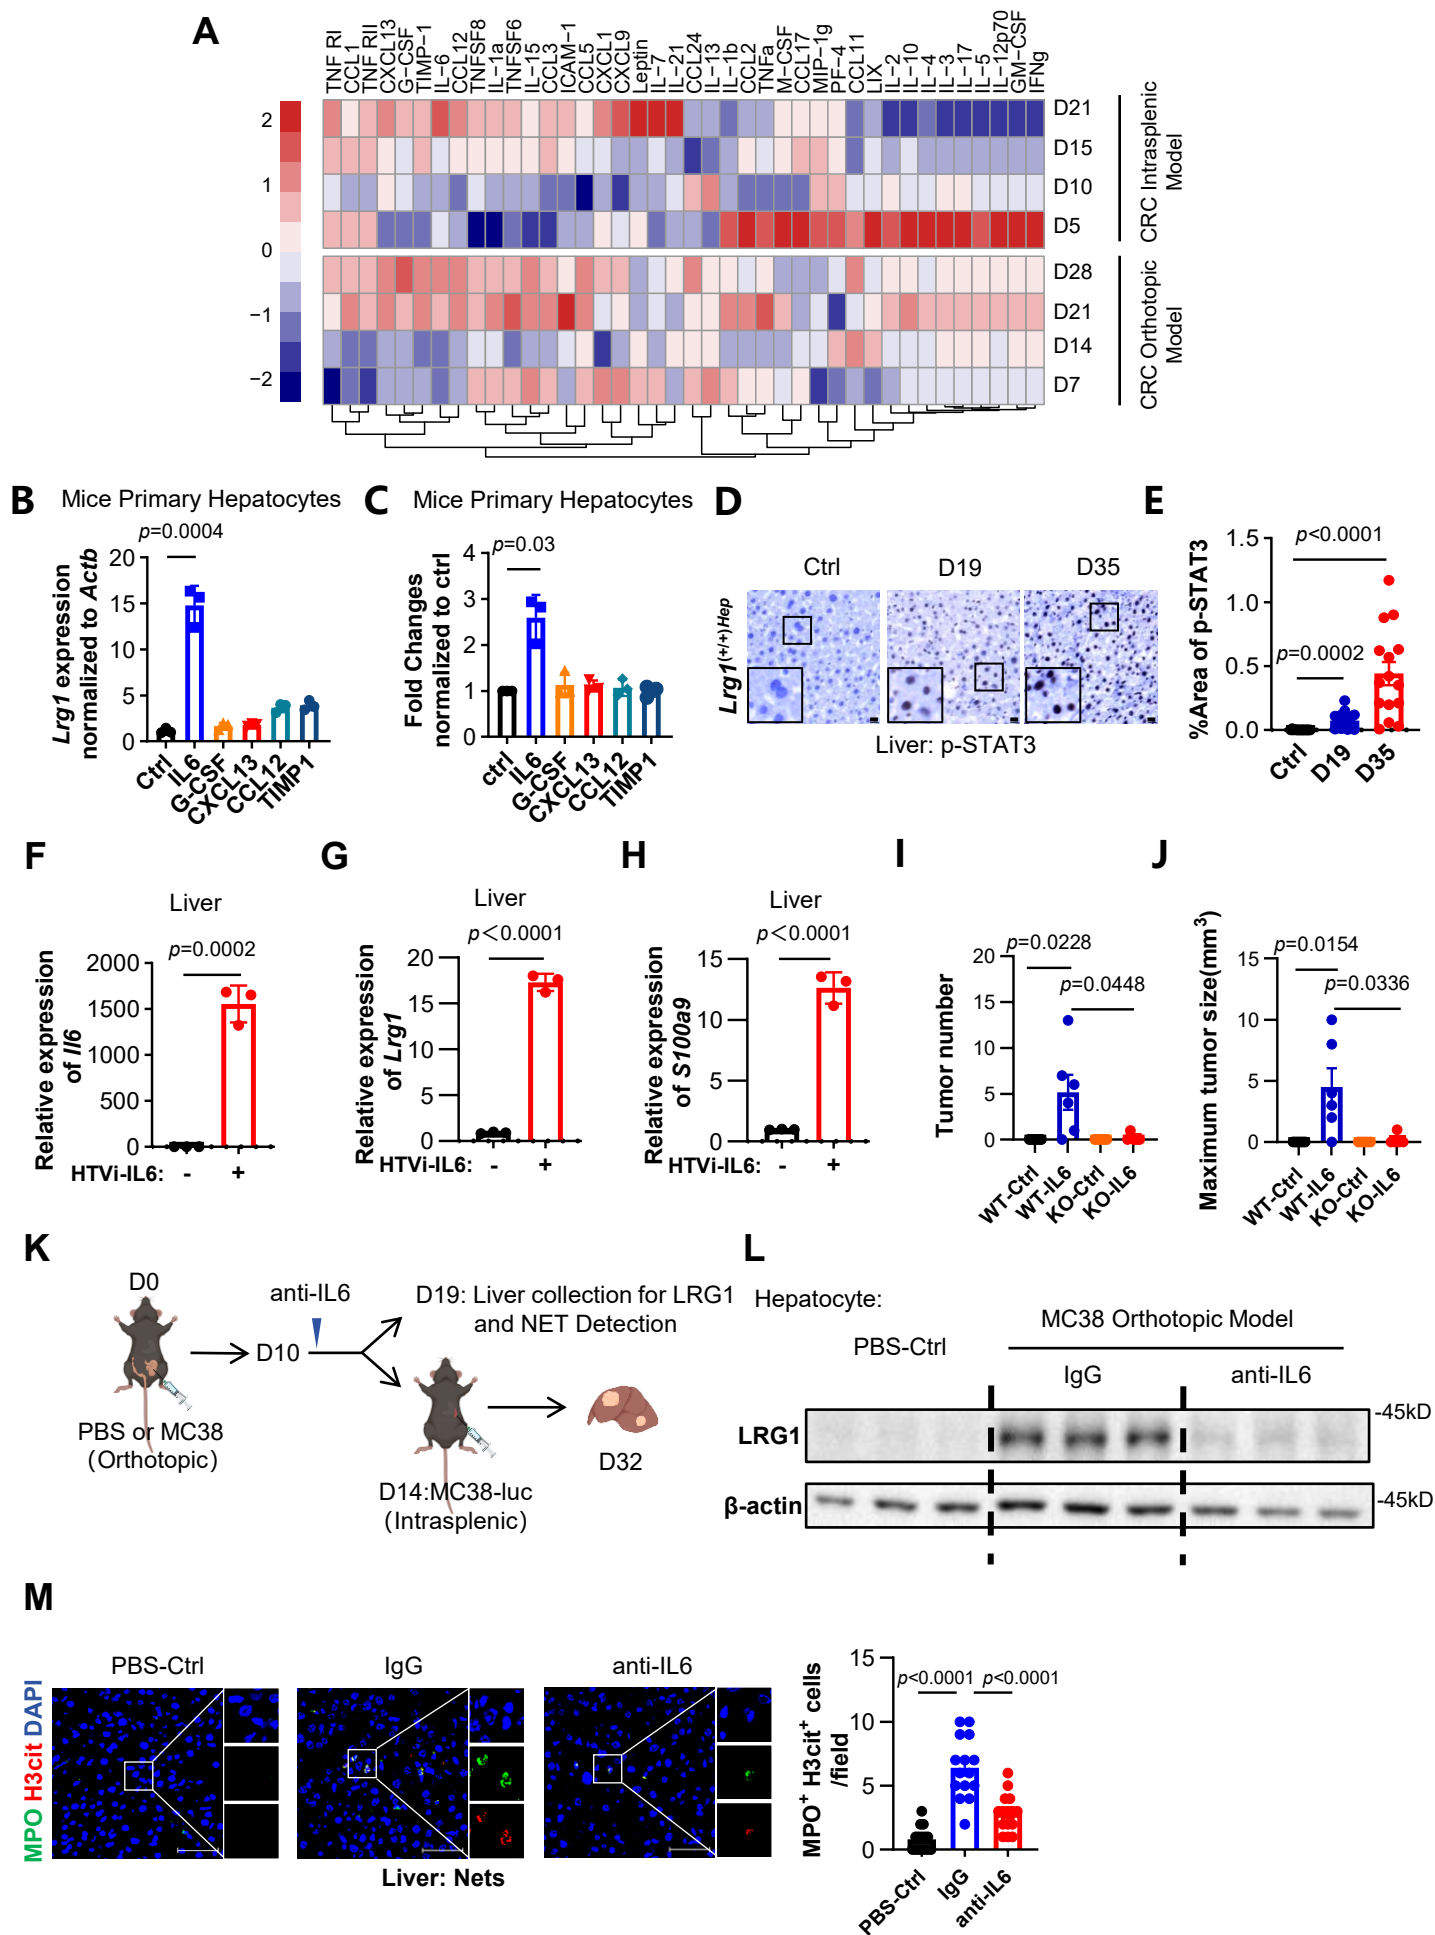

**Fig S9: Macrophage-derived IL6 induced hepatic LRG1 expression related to Fig. 5.**

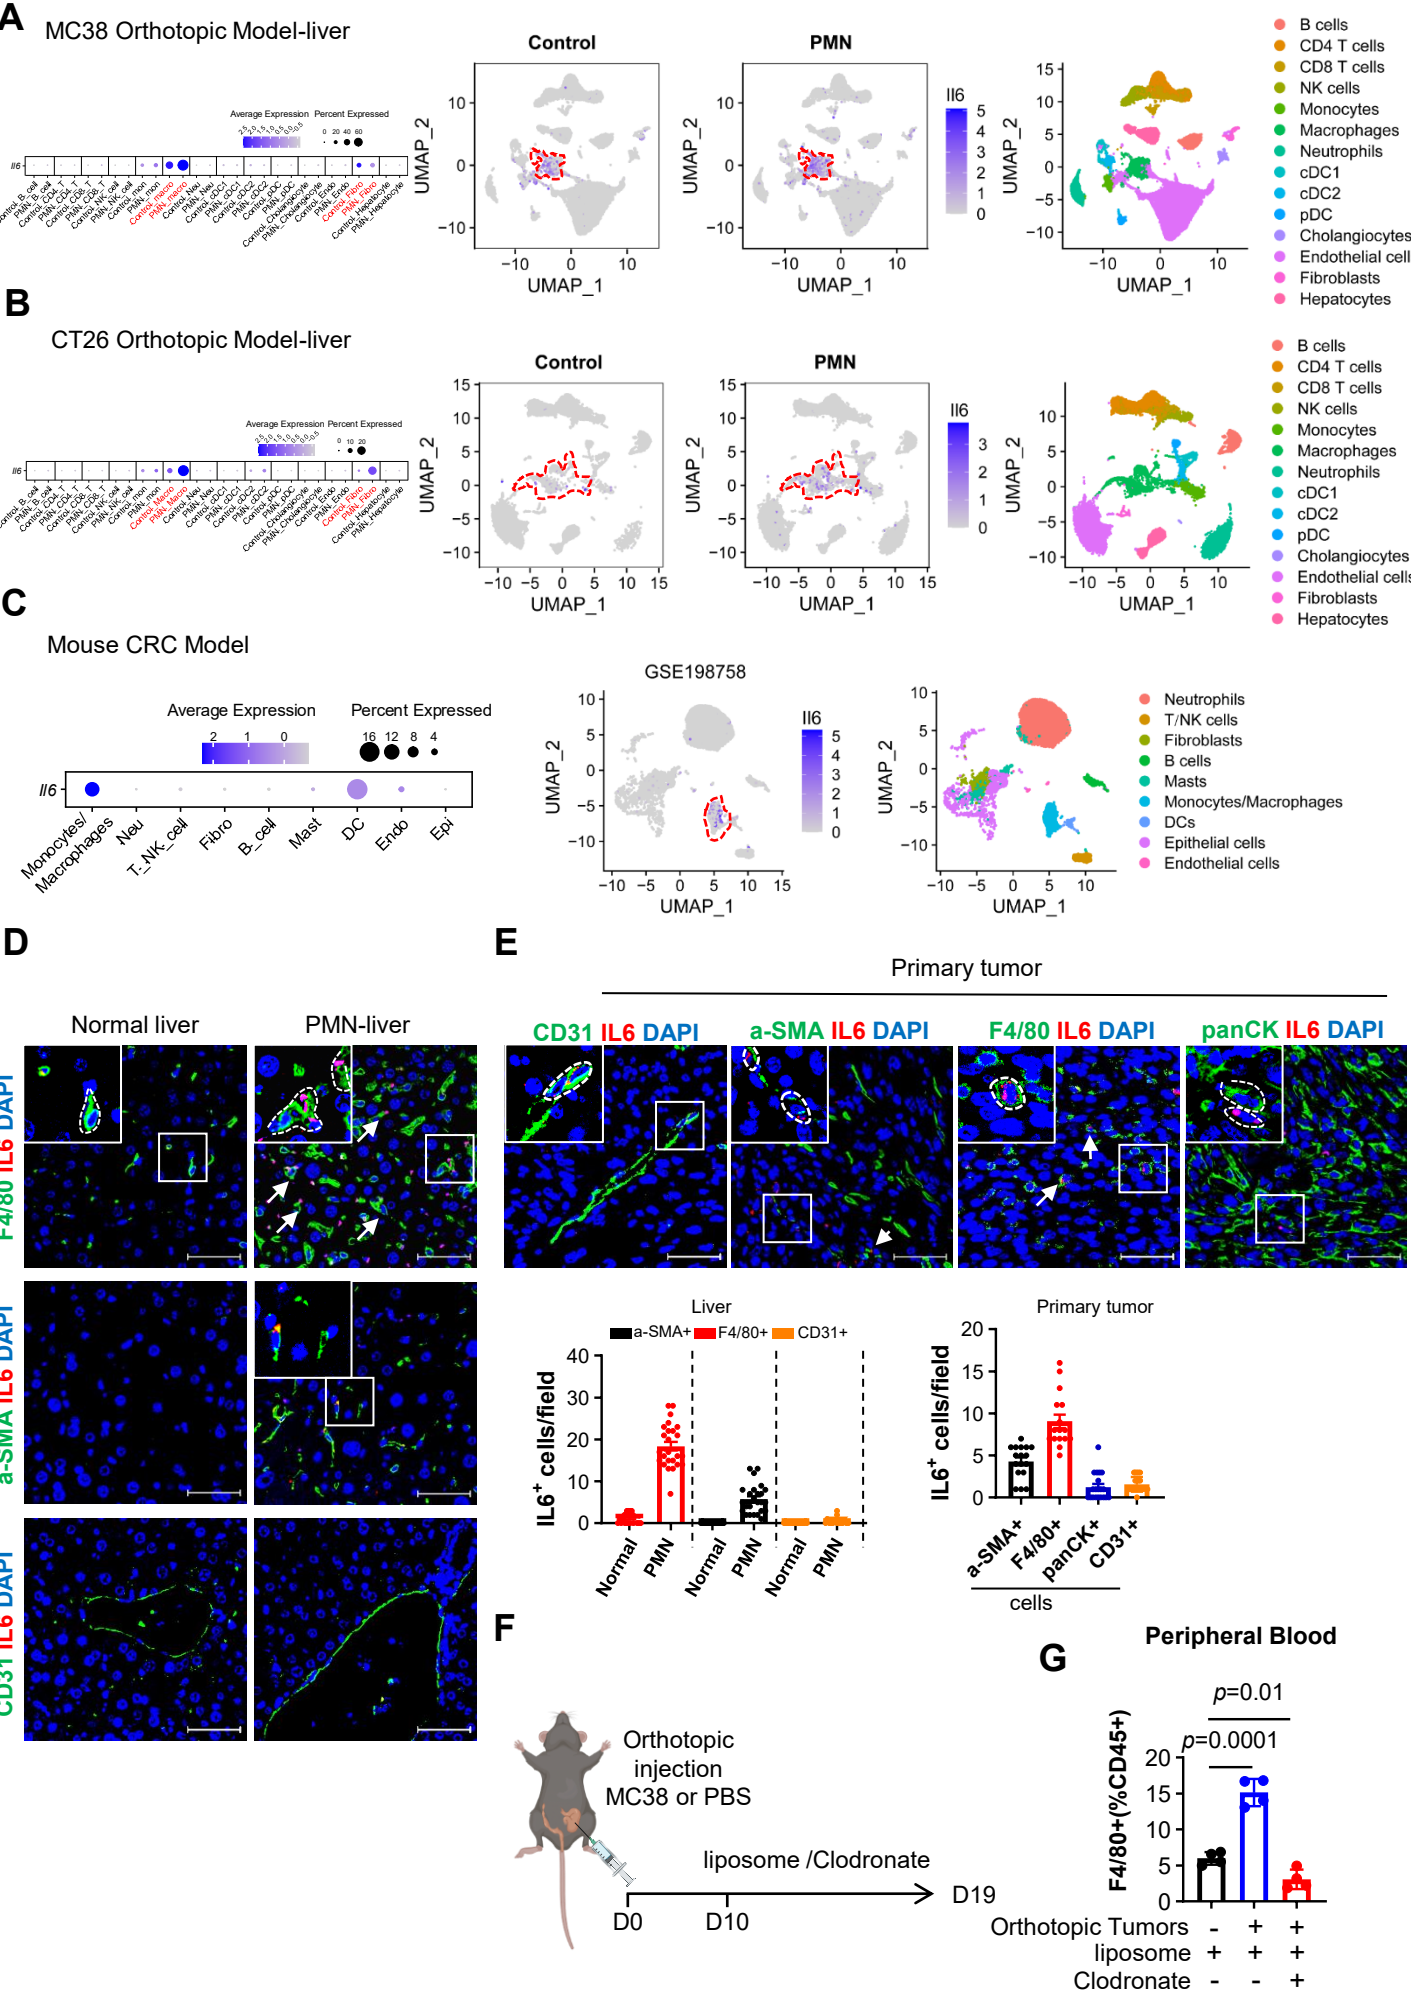

**Fig S10: Targeting LRG1 reduces colorectal cancer liver metastasis, related to Fig. 6.**

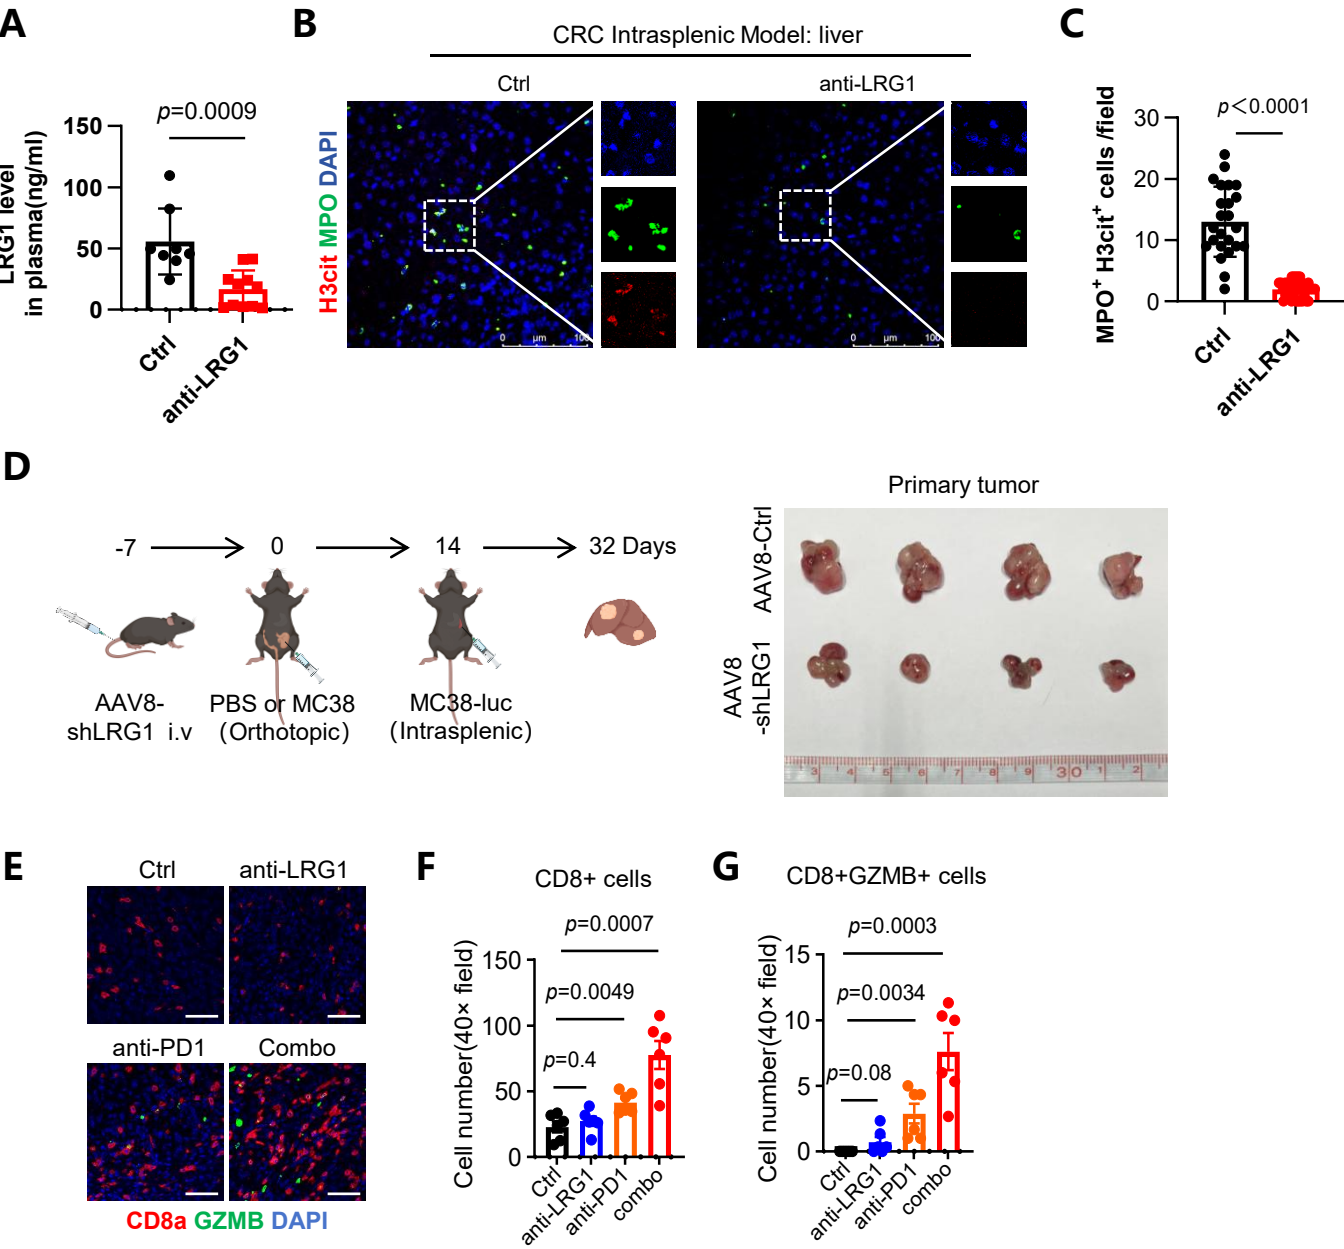

**Supplement:** Supplementary file 1 — Supplementary figures

# Supplementary material for: Hepatocyte-derived LRG1 primes the liver for metastasis and impairs immunotherapy
**Source:** Cell Mol Immunol. 2026 Apr 10;23(5):560–74. doi: 10.1038/s41423-026-01408-9
**Supplement:** Supplementary file 2 — Supplementary figure legends

## **Fig S1: Pre-metastatic niche formation in liver with tumor progression in mouse models, related to Fig. 1.**

- (A) Representative Images of liver and H&E staining in the liver of CRC orthotopic model. T, tumor. Liver scale bars, 1 cm. H&E scale bars, 50  $\mu$ m.
- (B) Representative Images of liver and H&E staining in the liver of CRC intrasplenic model. T, tumor. Liver scale bars, 1 cm. H&E scale bars, 50  $\mu$ m.
- (C-E) The relative expression of *S100a8*, *S100a9* and *Mmp9* (normalized to *Actb* expression) in liver of CRC orthotopic model was analyzed by qRT-PCR. n=6 from two independent experiments. Data are means  $\pm$  SEM.
- (F-H) The relative expression of *S100a8*, *S100a9* and *Mmp9* (normalized to *Actb* expression) in liver of sham surgery group was analyzed by qRT-PCR. n=3. Data are means  $\pm$  SD.
- (I) ELISA analysis of serum samples for LRG1 from sham surgery mice at day 5, day 10, day 15 and day 21. n=3. Data are means  $\pm$  SD.
- (J-L) The relative expression of *S100a8*, *S100a9* and *Mmp9* (normalized to *Actb* expression) in liver of CRC intrasplenic model was analyzed by qRT-PCR. n=6 from two independent experiments. Data are means  $\pm$  SEM.
- p* values were obtained by two-tailed unpaired Student's *t* test.

## **Fig S2: Serological LRG1 is associated with pre-metastatic niche formation in liver, related to Fig. 1.**

- (A) Schematic of KPC orthotopic model (left). Representative images of livers and orthotopic tumors (upper right). Representative images of IHC staining of FN and immunofluorescence staining of CD11b (Arrows indicate CD11b<sup>+</sup> cells) in the liver of KPC orthotopic model (bottom right). Scale bars are as indicated.
- (B) Quantification of FN and CD11b in A, n=3. Data are means  $\pm$  SEM.
- (C) The relative expression of *S100a8*, *S100a9* and *Mmp9* (normalized to *Actb* expression) in liver of KPC orthotopic model was analyzed by qRT-PCR. Data are means  $\pm$  SEM.
- (D) Schematic of B16F10 orthotopic model (left). Representative images of livers and orthotopic tumors (upper right). Representative images of IHC staining of FN and immunofluorescence staining of CD11b (Arrows indicate CD11b<sup>+</sup> cells) in the liver of B16F10 orthotopic model (bottom right). Scale bars are as indicated.
- (E) Relative quantification of FN and CD11b in D, n=3 on day 5, 10 and n=5 on day 15. Data are means  $\pm$  SD.
- (F) The relative expression of *S100a8*, *S100a9* and *Mmp9* (normalized to *Actb* expression) in liver of B16F10 orthotopic model was analyzed by qRT-PCR. n=3 on day 5 and 10 and n=5 on day 15. Data are means  $\pm$  SEM.
- (G) Western blot detected expression of LRG1 and  $\beta$ -actin in liver of HTVi-Ctrl and

HTVi-LRG1.

(H) Representative images and quantification of FN of IHC staining of FN in the liver of HTVi model. n=7 in HTVi-ctrl group and n=8 in HTVi-LRG1 group. Data are means  $\pm$  SD.

*p* values were obtained by two-tailed unpaired Student's *t* test.

### **Fig S3: LRG1 is derived from hepatocytes and promotes CRLM, related to Fig. 2.**

(A) Western blot analysis of LRG1 expression in liver of CRC orthotopic model at different days (day 7, day 14, day 21 and day 28) and CRC intrasplenic model on different days (day 5, day 10, day 15 and day 21).

(B) The relative expression of *Lrg1* (normalized to *Actb* expression) in liver of KPC orthotopic model at different days (day 5, day 10, day 15 and day 21). Dots represent individual samples. n=3. Data are means  $\pm$  SD.

(C) The relative expression of *Lrg1* (normalized to *Actb* expression) in liver of B16F10 orthotopic model at different days (day 5, day 10, and day 15). Dots represent individual samples. n=3 on day 5, 10 and n=5 on day 15. Data are means  $\pm$  SD.

(D-E) Quantitative real-time PCR and western blot analysis of LRG1 expression in sham surgery group at different days (day 5, day 10, day 15 and day 21) n=3. Data are means  $\pm$  SD.

(F) mRNA-seq analysis of *Lrg1* expression in liver of KPC mice (GSE109480).

(G) Relative LRG1 expression in different cells in liver. Data source: The Human Protein Atlas database.

(H) scRNA-seq analysis expression of *Lrg1* in different cells from liver of CRC orthotopic model at different days (day 19 and day 38) (GSE284449).

(I-J) Representative images (I) and relative quantification of IHC staining of LRG1 (J) in liver of CRC orthotopic model. n=3. Scale bars, 50  $\mu$ m. Data are means  $\pm$  SD.

(K-L) Representative images (K) and relative quantification of IHC staining of LRG1 (L) in liver of CRC intrasplenic model. n=3. Scale bars, 50  $\mu$ m. Data are means  $\pm$  SD.

(M-N) Representative images (M) and relative quantification of IHC staining of LRG1 (N) in liver of KPC orthotopic model. n=3. Scale bars, 50  $\mu$ m. Data are means  $\pm$  SD.

(O-P) Representative images (O) and relative quantification of IHC staining of LRG1 (P) in liver of B16F10 orthotopic model. n=3 on day 5, 10 and n=5 on day 15. Scale bars, 50  $\mu$ m. Data are means  $\pm$  SD.

*p* values were obtained by two-tailed unpaired Student's *t* test.

**Fig S4: Hepatic-specific LRG1 depletion in mouse model, related to Fig. 2.**

- (A) Schematic diagram of hepatocyte-specific *Lrg1* knockout mouse model.
- (B) Western blot detected expression of LRG1 and  $\beta$ -actin in liver of *Lrg1*<sup>(+/+)Hep</sup>, *Lrg1*<sup>(+/ $\Delta$ )Hep</sup>, and *Lrg1*<sup>( $\Delta$ / $\Delta$ )Hep</sup> mice. n=2.
- (C) ELISA analysis of serum samples for LRG1 from *Lrg1*<sup>(+/+)Hep</sup>, *Lrg1*<sup>(+/ $\Delta$ )Hep</sup>, and *Lrg1*<sup>( $\Delta$ / $\Delta$ )Hep</sup> mice. n=2.
- (D) Representative images of orthotopic tumors in Figure 2F.

**Fig S5: Hepatic LRG1 drives the formation of pre-metastatic niche in the liver, related to Fig. 3.**

- (A) Cell type annotation markers.
  - (B) Proportion of immune cell subpopulations in each group.
  - (C-D) Quantification of Neutrophils by flow cytometry in liver of mice from different groups as indicated in Fig 2F. n=5 per group. Data are means  $\pm$  SD.
  - (E) Example expression dynamics of selected genes along neutrophil pseudotime.
  - (F-G) Quantification of T cells, and PD1+ T cells by flow cytometry in liver of mice from different groups as indicated in Fig 2F. n=5 per group. Data are means  $\pm$  SD.
  - (H) Heatmap of M-MDSC genes in monocytes of each groups.
  - (I) Heatmap of tolerogenic DC genes in DCs of each groups.
  - (J) Gene Ontology (GO) analysis of enriched pathways of endothelial cells in liver from *Lrg1*<sup>(+/+)Hep</sup>-PMN and *Lrg1*<sup>(+/+)Hep</sup>-Ctrl group.
  - (K) Heatmap of angiogenesis and inflammatory genes in endothelial cells of each group.
- p* values were obtained by two-tailed unpaired Student's *t* test.

**Fig S6: LRG1 promotes NETs formation of neutrophils via TGFB $\beta$ /AKT signaling, related to Fig. 4.**

- (A) Gene Ontology (GO) analysis of enriched pathways of neutrophils in liver from *Lrg1*<sup>(+/+)Hep</sup>-PMN and *Lrg1*<sup>(+/+)Hep</sup>-Ctrl group.
- (B-C) KEGG pathway analysis from bulk RNA-seq of PMN versus sham liver tissue (B) and metastasis liver versus sham liver (C), highlighting significant alteration in NETs.
- (D) Heatmap of selected genes of enriched pathways in (Figure S6A).

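For the metastasis livers of Fig. S6C, 1110 genes were higher and 646 lower than in the same sham livers. With only these 2 groups in the fit, 276 were higher and 116 lower, and without PMN liver 1 or 2, 375 and 348 were higher and 168 and 144 lower. Of the 134 tested NET list genes, 39 were higher and 4 lower, namely Hdac11, H2af-ps2, H2az2 and H4c8, and 49 and 6 when adjusted over the list alone. The odds ratio was 5.81 (one-sided Fisher's exact test, p = 2.48e-15). Its range was 4.01, with genes called in either direction, to 15.4, with only these 2 groups in the fit. The genes called higher in both comparisons numbered 34. Among the 33 histone genes, 0 were higher and 3 lower, and 1 and 5 at an unadjusted p under 0.05. Camp, on chromosome 9 from 109847377 to 109849456, had no counts in the sham livers and 24.3 ± 16.6 CPM in the metastasis livers (SD, n = 2), at least 329-fold higher (adjusted p = 0.0112 from edgeR's quasi-likelihood test) and at least 171-fold in metastasis liver 2 alone, which had fewer counts. Mpo was at least 277-fold, Ctsg at least 63.7-fold and Padi4 at least 15.2-fold higher (adjusted p = 0.00579, 0.00614 and 0.0305), with a limit of 7.97-fold for Padi4 in the metastasis liver with fewer counts. The call of Padi4 was lost with only these 2 groups in the fit (adjusted p = 0.0693), without either PMN liver (0.065 and 0.0711) and on TPM values (0.0584 and 0.185), within a range over the alternatives of 6.17e-05 to 0.185. The fibrinogen genes rose by log2 fold changes of 2.51 (Fga), 2.61 (Fgb) and 2.68 (Fgg), with standard errors of 0.23, 0.27 and 0.25 and adjusted p-values of 0.00578, 0.00641 and 0.00578. C3 and Hc, which encodes complement C5, were not called, with log2 fold changes of 0.65 and 0.69 (standard errors 0.24 and 0.22, adjusted p = 0.129 and 0.0907). DESeq2 called both (adjusted p = 0.0404 and 0.0225), and over the alternatives their adjusted p reached 0.366 and 0.296. Of 82 tested complement and coagulation genes, 34 were higher and 2 lower (odds ratio 10.0, one-sided Fisher's exact test, p = 6.18e-19), and 47 and 4 when adjusted over the list alone. Without either one of the PMN livers in the fit, 20 of 83 were higher.

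Both comparisons use the same sham livers, so part of their likeness comes from shared controls. The log2 fold changes of all tested genes correlated across genes with r = 0.798, against a median of 0.486 (0.459 to 0.516) in 100 simulated sets of unchanged groups sharing the sham libraries. Genes are not independent replicates. When the metastasis and PMN livers were compared directly, no gene passed the threshold (smallest adjusted p = 0.113), and 1144 genes were higher and 1049 lower at an unadjusted p under 0.05. DESeq2 called 240 higher and 284 lower.

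**Figure D2:**
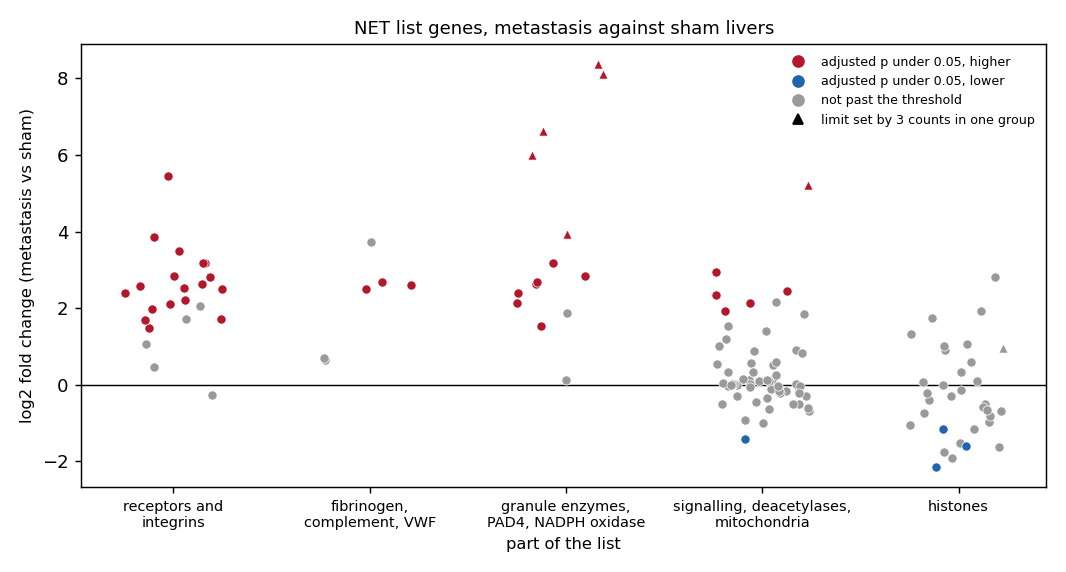
Log2 fold change (metastasis over sham livers, n = 2 each) of the tested NET list genes, on the y axis, by part of the list, on the x axis. Red points are called higher, blue points lower and grey points not called, and triangles mark a limit set by 3 counts in one group. Called higher were 12 of 14 genes of the granule enzyme, PAD4 and NADPH oxidase part and 3 of 6 of the fibrinogen, complement and von Willebrand factor part.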

(E) Representative images and quantification of Immunofluorescence staining of MPO (green) and H3cit (red) in liver from CRC Intraspinal Model. Dots represent field of view (FOV) from all samples (n=6 in *Lrg1*<sup>(+/+)Hep</sup> group, n=9 in *Lrg1*<sup>(Δ/Δ)Hep</sup> group). Data are means ± SEM.

(F) Serological levels of MPO-DNA in mice from different groups as indicated in Fig 2F. Data are means ± SEM.

(G) Migration of human neutrophils recruited by rhLRG1. n=3 independent experiments, Data are means ± SD.

(H) Western blot analysis of the expression H3cit and β-actin in dHL60 cells treated with rhLRG1.

(I) Western blot analysis showing the expression of LRG1 and β-actin in AML12-ctrl, AML12-LRG1oe cells and conditioned medium.

(J) Immunofluorescence analyses of NETs formation in murine neutrophils cocultured with or without AML12-ctrl or AML12-LRG1oe cells. Dots represent field of view (FOV) from 3 independent experiments. Data are means ± SD.

(K) Western blot detected expression of H3cit, TGFBR1 and β-actin in dHL60-shTGFBR1 cells treated with or without LRG1- conditioned medium (CM).

(L) Western blot analysis of the expression H3cit and β-actin in dHL60 cells after the indicated treatments.

(M) Western blot analysis showing the expression of H3cit, p-AKT, t-AKT, p-ERK, t-ERK, p-p38, t-p38 and β-actin in dHL60 treated with or without rhLRG1.

(N) Western blot analysis showing the expression of H3cit, p-AKT, t-AKT, p-PI3K, t-PI3K and β-actin in dHL60 treated with or without rhLRG1 and LY294002.

(O) Western blot analysis showing the expression of H3cit, p-AKT, t-AKT and β-actin in dHL60 treated with or without rhLRG1 and MK2206.

*p* values were obtained by two-tailed unpaired Student's *t* test.

## **Fig S7: LRG1 promotes tumor cell migration through directing**

### **NETs formation of neutrophils, related to Fig. 4.**

(A-C) Schematic of transwell migration assays (A). Transwell migration assays of DLD-1 and HCT116 cells treated under the indicated conditions (B and C). Neu, neutrophils. n=3 independent experiments. Scale bars, 50 μm. Data are means ± SD.

(D-E) Western blot detected expression of CCDC25 and β-actin in DLD-1-sgCCDC25 and HCT116-sgCCDC25 cells.

(F-G) Transwell migration assays of HCT116-sgCCDC25 cells treated with depicted condition (F and G). Neu, neutrophils. n=3 independent experiments. Scale bars, 50 μm. Data are means ± SD.

(H) Neutrophils were quantified by flow cytometry in peripheral blood of mice indicated in Fig 4N. Data are means ± SD.

*p* values were obtained by two-tailed unpaired Student's *t* test.

**Fig S8: The IL6/STAT3 pathway promotes expression of LRG1 in hepatocytes, related to Fig. 5.**

(A) Cytokine array analysis of serum from CRC orthotopic mice model (day 7, day 14, day 21 and day 28) and from CRC intrasplenic mice model (day 5, day 10, day 15 and day 21).

(B-C) Quantitative real-time PCR analyses of the expression *Lrg1* (B) and ELISA analyses of media (C) of mice primary hepatocytes treated with vehicle or recombinant IL6/G-CSF/CXCL13/CCL12/TIMP1. n=3 independent experiments. Data are means  $\pm$  SD.

(D-E) Representative images of IHC staining (D) and quantification of p-stat3 in liver (E). Scale bars 10  $\mu$ m. Dots represent field of view (FOV) from 5 sample per group. Data are means  $\pm$  SEM.

(F-H) The relative expression of *Il6*, *Lrg1* and *S100a9* (normalized to *Actb* expression) in liver of HTVi IL6-overexpression (OE) mice model was analyzed by qRT-PCR. n=3. Data are means  $\pm$  SD.

(I-J) Quantification of the number (I) and maximum tumor size (J) of liver metastases in each group in Fig 5L. Data are means  $\pm$  SEM.

(K-M) Schematic of the experimental design (K). Western blot detected expression of LRG1 and  $\beta$ -actin in hepatocytes from mice in indicated group (L). Representative images and quantification of Immunofluorescence staining of MPO (green) and H3cit (red) in liver. Dots represent field of view (FOV) from 3 samples per group (M). Scale bars, 50  $\mu$ m. Data are means  $\pm$  SEM.

*p* values were obtained by two-tailed unpaired Student's *t* test.

**Fig S9: Macrophage-derived IL6 induced hepatic LRG1 expression related to Fig. 5.**

(A-B) scRNA-seq analysis expression of *Il6* in different cells from liver of MC38 CRC orthotopic model (A) and CT26 CRC orthotopic model (B). The red dotted circle encloses the macrophages.

(C) scRNA-seq analysis expression of *Il6* in different cells from primary tumor of mice CRC model. The red dotted circle encloses the Monocytes and macrophages.

(D-E) Representative images of immunofluorescence co-staining of F4/80,  $\alpha$ -SMA or CD31 and IL6 in normal liver and PMN liver (D). Representative images of immunofluorescence co-staining of F4/80,  $\alpha$ -SMA, panCK or CD31 and IL6 in primary tumor (E). Shown are the quantification of co-stained cell numbers in all field of view

(FOV).

(F-G) Schematic of CRC orthotopic model treated with liposome Clodronate (F). Macrophages were quantified by flow cytometry in peripheral blood of mice (G).  $n=4$ . Data are means  $\pm$  SD.

$p$  values were obtained by two-tailed unpaired Student's  $t$  test.

### **Fig S10: Targeting LRG1 reduces colorectal cancer liver metastasis, related to Fig. 6.**

(A) ELISA analysis of serological levels of LRG1 in mice from different groups as indicated in Fig 6A. Data are means  $\pm$  SD.

(B-C) Representative images (B) and quantification (C) of Immunofluorescence staining of MPO (green) and H3cit (red) in liver from different groups as indicated in Fig 6A. DAPI is shown in blue. Scale bars, 100  $\mu\text{m}$ . Dots represent field of view (FOV) from all samples. Data are means  $\pm$  SD.

(D) Representative images of orthotopic tumors in Figure 6E.

(E-G) Representative images and quantification of immunofluorescence staining of CD8a (red) and GZMB (green) in tumor from different groups as indicated in Fig 6K.  $n=6$ , Scale bars, 50  $\mu\text{m}$ . Data are means  $\pm$  SEM.

$p$  values were obtained by two-tailed unpaired Student's  $t$  test.

# Supplementary material for: Hepatocyte-derived LRG1 primes the liver for metastasis and impairs immunotherapy
**Source:** Cell Mol Immunol. 2026 Apr 10;23(5):560–74. doi: 10.1038/s41423-026-01408-9
**Supplement:** Supplementary file 3 — Tables

Table S1 Primer sequences. Primer sequences used in qRT-PCR and PCR assays.

| Gene                        | Forward primer (5'-3')   | Reverse primer (5'-3')     | Application |
|-----------------------------|--------------------------|----------------------------|-------------|
| <i>S100a8</i>               | CTTCAAGACATCGTTTGAAAGG   | AGACATCAATGAGGTTGCTC       | qRT-PCR     |
| <i>S100a9</i>               | GCACAGTTGGCAACCTTTATG    | TGATTGTCCTGGTTTGTGTCC      | qRT-PCR     |
| <i>Mmp9</i>                 | TGATGTTATGATGGTCCCACTTG  | GCAGAGGCATACTTGTACCG       | qRT-PCR     |
| <i>Actb</i>                 | CATTGCTGACAGGATGCAGAAGG  | TGCTGGAAGGTGGACAGTGAGG     | qRT-PCR     |
| <i>Lrg1</i>                 | CCATGTCAGTGTGCAGATTC     | AAGAGTGAGAGGTGGAAGAG       | qRT-PCR     |
| <i>Il6</i>                  | TACCACTTCACAAGTCGGAGGC   | CTGCAAGTGCATCATCGTTGTTC    | qRT-PCR     |
| <b>Genotyping</b>           |                          |                            |             |
| <b>primers</b>              |                          |                            |             |
| <i>Alb<sup>cre</sup></i>    | TGGATGCCACCTCTGATGAAGTC  | TCCTGGCATCTGTCAGAGTTCTCC   | PCR         |
| <i>Alb<sup>cre</sup></i>    | GGCCTCCAAGTCTTGACAGTAGAT | CTTGTGGGTCTTCCACCTTTCTTC   | PCR         |
| <i>Lrg1<sup>fl/fl</sup></i> | CAGGCTTGAGGCTTTGGTCATA   | CCCTATCTCCCTAGTTGTCTGTTTCA | PCR         |

Table S2 Sequences of sgRNA or shRNA

| gRNA or shRNA         | Sequences (5'-3')         |
|-----------------------|---------------------------|
| <i>CCDC25-gRNA-1</i>  | caccgGATGCGAGTGCCTCTTCCG  |
| <i>CCDC25-gRNA-2</i>  | caccgGCGCTCAACTCACGAAGCTC |
| <i>TGFBR2-shRNA-1</i> | AATGACGAGAACATAAACT       |
| <i>TGFBR2-shRNA-2</i> | AGTATGCCTCTTGGAAGACA      |
| <i>TGFBR1-shRNA-1</i> | CTCATGTTGATGGTCTATATC     |
| <i>TGFBR1-shRNA-2</i> | GAAGTTGCTGTTAAGATATTC     |

Table S3 Antibodies. The catalogue numbers and dilutions of antibodies

| Antibody             | Manufacturer | Catalog    | Application                |
|----------------------|--------------|------------|----------------------------|
| Anti-CD11b           | Abcam        | ab128797   | IF:(1:200)                 |
| Anti-Fibronectin     | Servicebio   | GB114491   | IHC:(1:200)                |
| Anti-LRG1(mouse)     | Abcam        | ab231188   | WB:(1:1000)<br>IHC:(1:500) |
| Anti- $\beta$ -actin | Sigma        | A5441      | WB:(1:5000)                |
| Anti-CD45            | Biologend    | 103116     | FACS:(1:50)                |
| Anti-Ly6G            | BD           | 560603     | FACS:(1:50)                |
| Anti-CD11b           | BD           | 562950     | FACS:(1:50)                |
| Anti-CD3e            | BD           | 561100     | FACS:(1:50)                |
| Anti-CD8a            | BD           | 563234     | FACS:(1:50)                |
| Anti-PD1             | Biologend    | 135241     | FACS:(1:50)                |
| Anti-FVD777          | STARTER      | SOD0025    | FACS:(1:1000)              |
| Anti-CD45            | BD           | 553079     | FACS:(1:50)                |
| Anti-CD8a            | BD           | 570255     | FACS:(1:50)                |
| Anti-GZMB            | BD           | 561142     | FACS:(1:50)                |
| Anti-CD45            | BD           | 561483     | FACS:(1:50)                |
| Anti-CD31            | BD           | 558738     | FACS:(1:50)                |
| Anti-CD66b           | BD           | 561650     | FACS:(1:50)                |
| Anti-iNOS            | Servicebio   | GB11119    | IF:(1:2000)                |
| Anti-MPO             | R&D systems  | AF3667     | IF:(10ug/ml)               |
| Anti-H3cit           | Abcam        | ab5103     | IF:(1:100)<br>WB:(1:1000)  |
| Anti-LRG1(human)     | Abcam        | ab178698   | IF:(1:200)                 |
| Anti-CCDC25          | Proteintech  | 21209-1-AP | WB:(1:2000)                |
| Anti-p-AKT           | CST          | 4060       | WB:(1:1000)                |
| Anti-AKT             | CST          | 9272       | WB:(1:1000)                |
| Anti-p-ERK           | CST          | 4370       | WB:(1:1000)                |
| Anti-ERK             | CST          | 4695       | WB:(1:1000)                |
| Anti-p-p38 MAPK      | CST          | 9212       | WB:(1:1000)                |
| Anti-p38 MAPK        | CST          | 4511       | WB:(1:1000)                |
| Anti-p-STAT3         | CST          | 9145       | WB:(1:1000)<br>IHC:(1:50)  |
| Anti-STAT3           | CST          | 9139       | WB:(1:1000)                |
| Anti-p-SMAD2/3       | CST          | 8828       | WB:(1:1000)                |
| Anti-SMAD2/3         | CST          | 8685       | WB:(1:1000)                |
| Anti-p-SMAD1/5       | CST          | 9516       | WB:(1:1000)                |
| Anti-SMAD1/5         | Abcam        | Ab80255    | WB:(1:1000)                |
| Anti-p-PI3K          | CST          | 4228       | WB:(1:1000)                |

|             |              |           |               |
|-------------|--------------|-----------|---------------|
| Anti-PI3K   | CST          | 11889     | WB:(1:1000)   |
| Anti-TGFBR2 | Abclonal     | A1415     | WB:(1:1000)   |
| Anti-TGFBR2 | DIMA Biotech | DMC467    | FACS:(1:100)  |
| Anti-CD8a   | CST          | 9894      | TSA:(1:2000)  |
| Anti-GZMB   | CST          | 1721      | TSA:(1:2000)  |
| Anti-IL6    | Servicebio   | GB11117   | TSA:(1:15000) |
| Anti-F4/80  | Servicebio   | GB11027   | TSA:(1:5000)  |
| Anti-a-SMA  | Servicebio   | GB111364  | TSA:(1:5000)  |
| Anti-CD31   | Servicebio   | GB11063   | TSA:(1:1000)  |
| Anti-panCK  | Huabio       | ER1914-74 | TSA:(1:3000)  |
| Anti-TGFBR1 | Servicebio   | GB11271   | WB:(1:1000)   |

---

# Supplementary material for: Hepatocyte-derived LRG1 primes the liver for metastasis and impairs immunotherapy
**Source:** Cell Mol Immunol. 2026 Apr 10;23(5):560–74. doi: 10.1038/s41423-026-01408-9

Fig 1l:

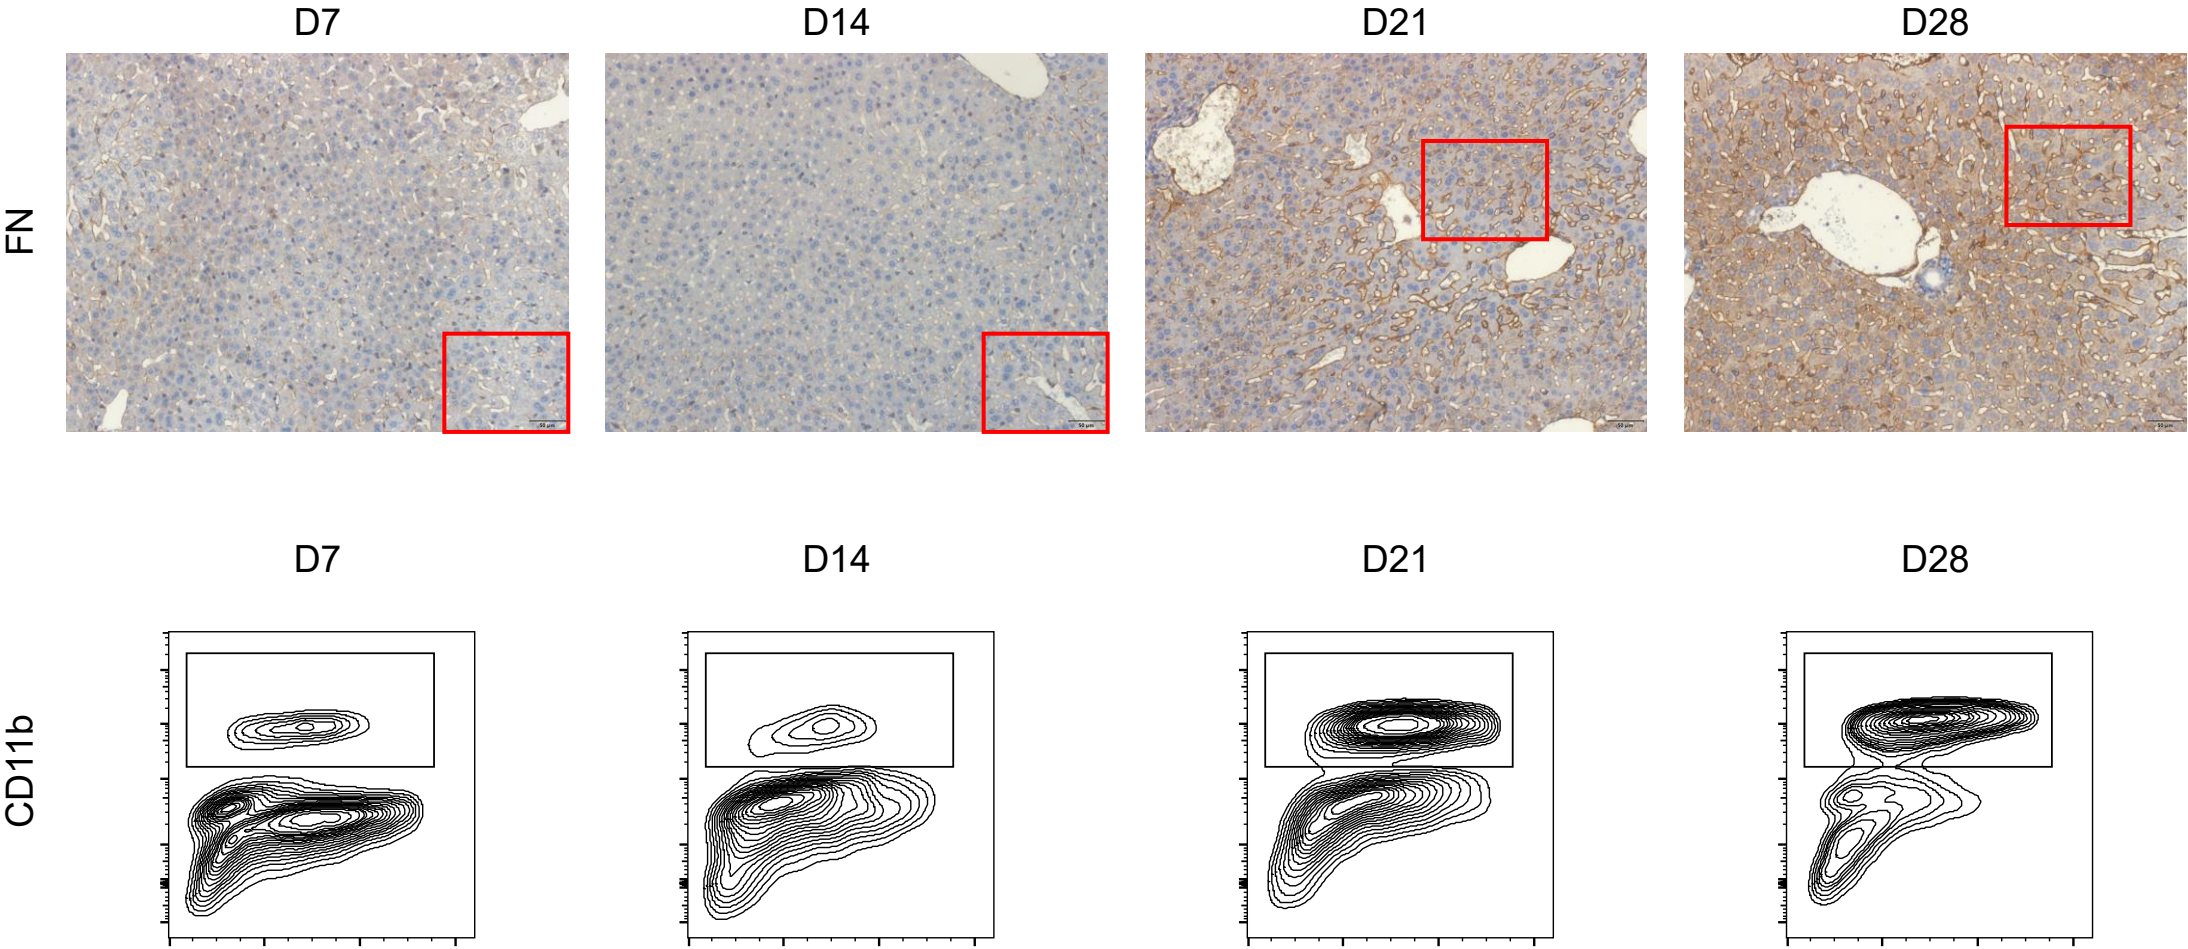

Fig 1N

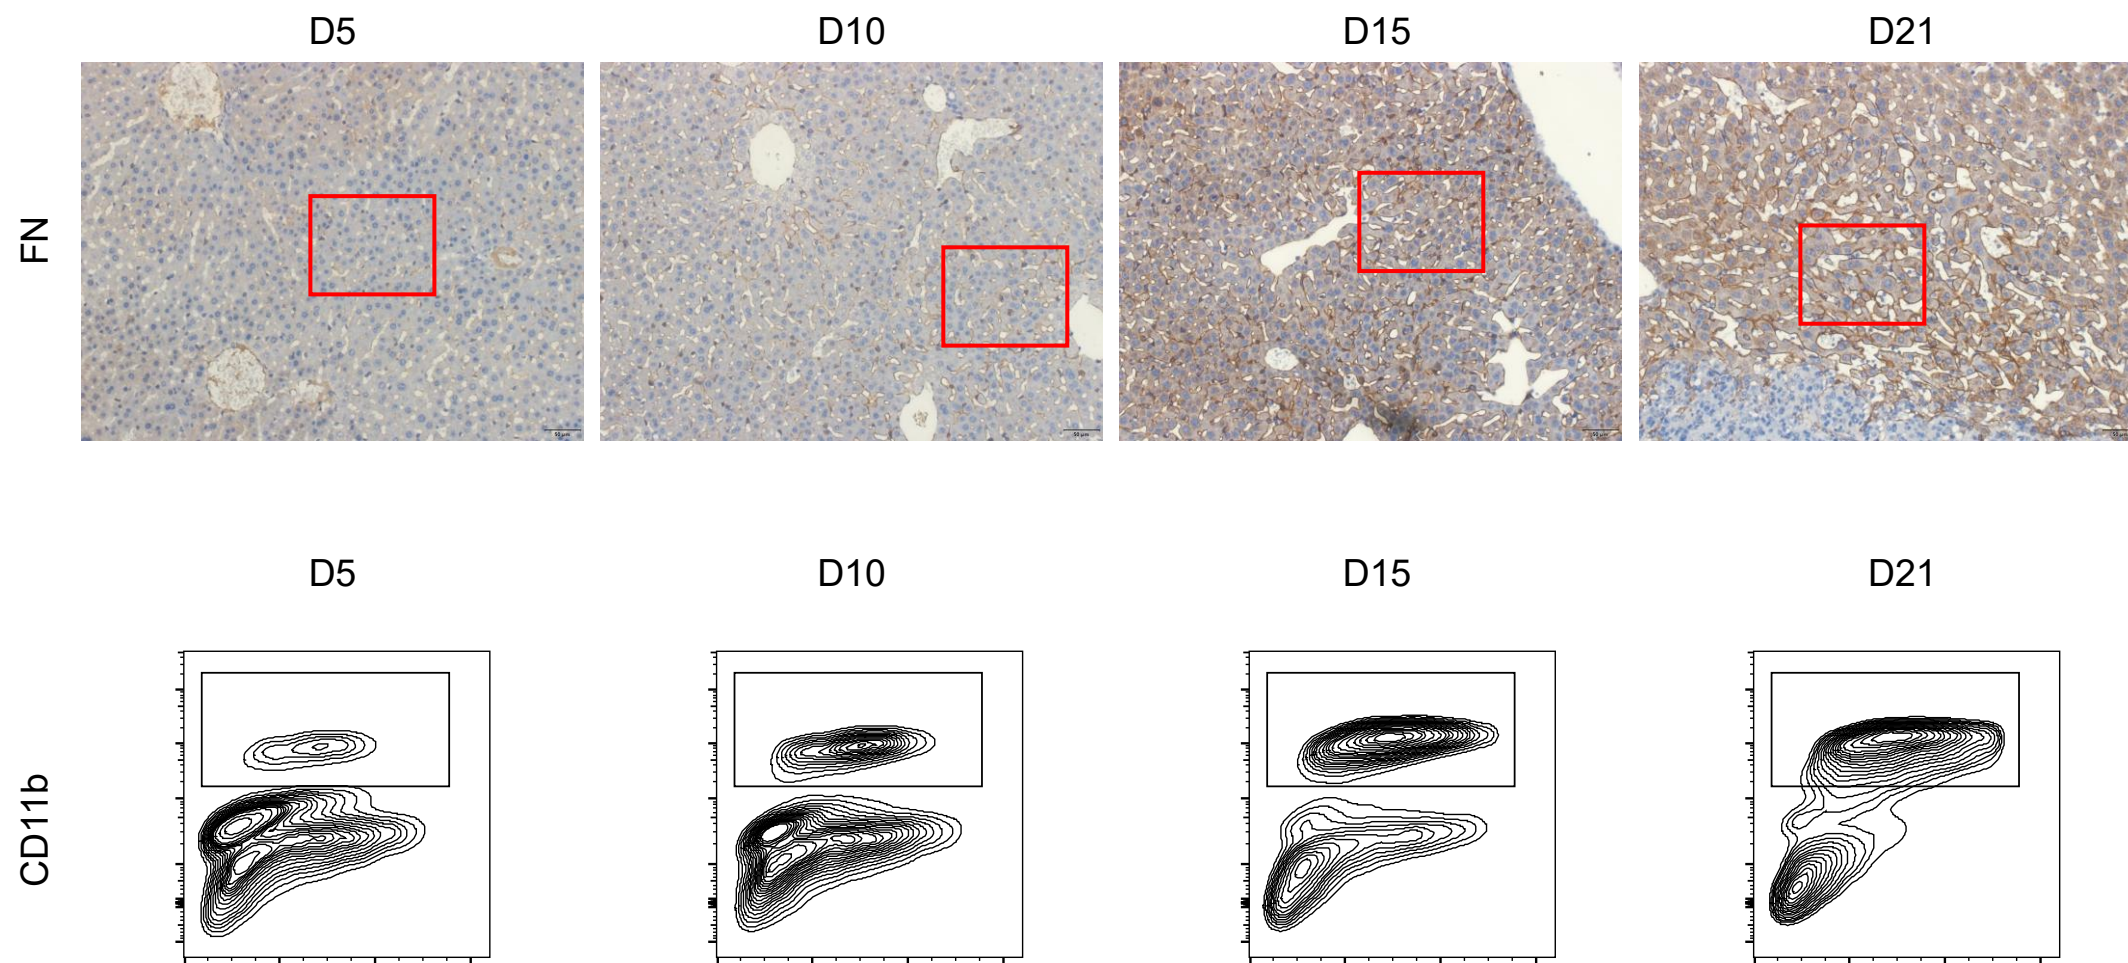

Fig 1V

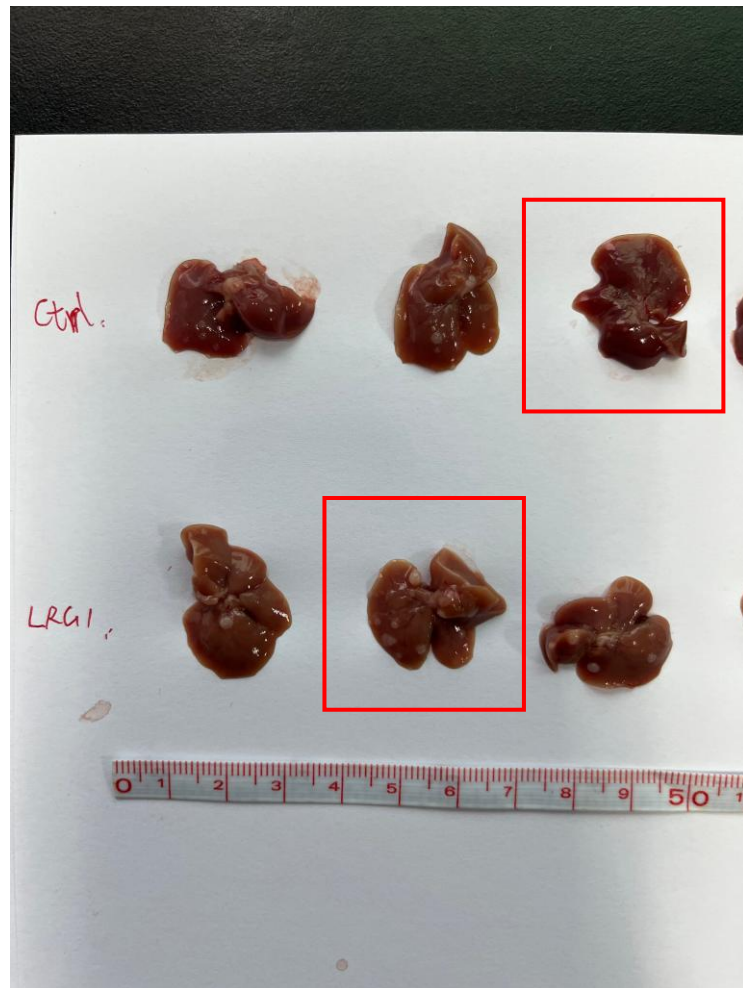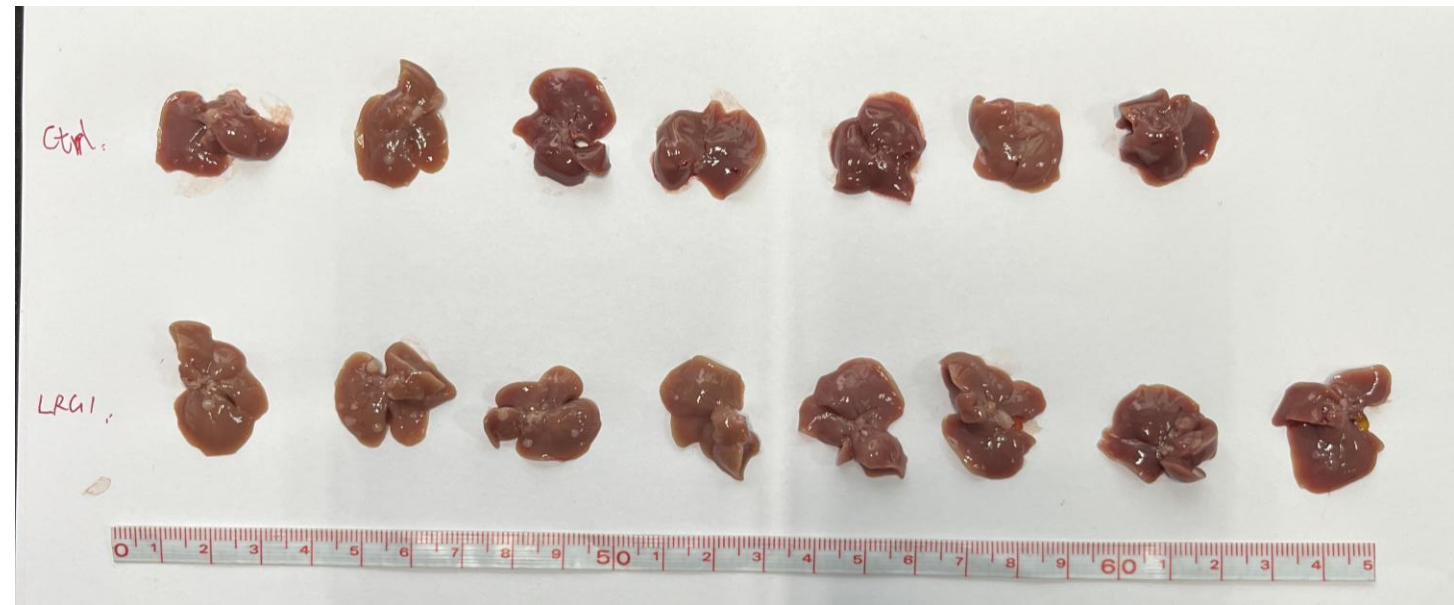

Fig 2E

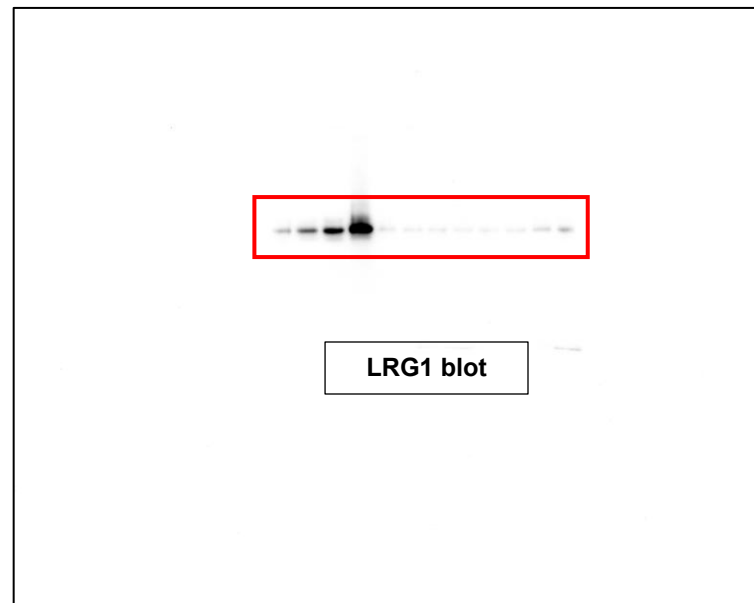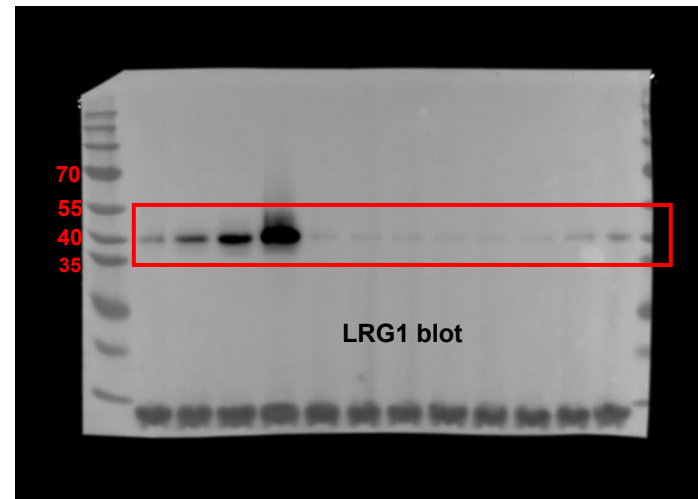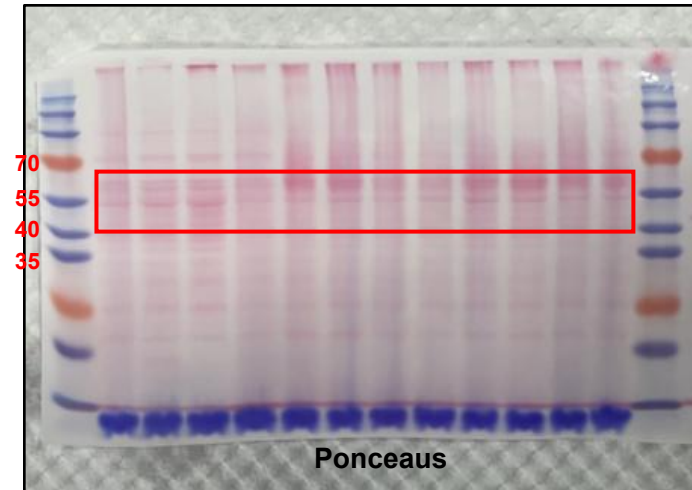

Fig 2J

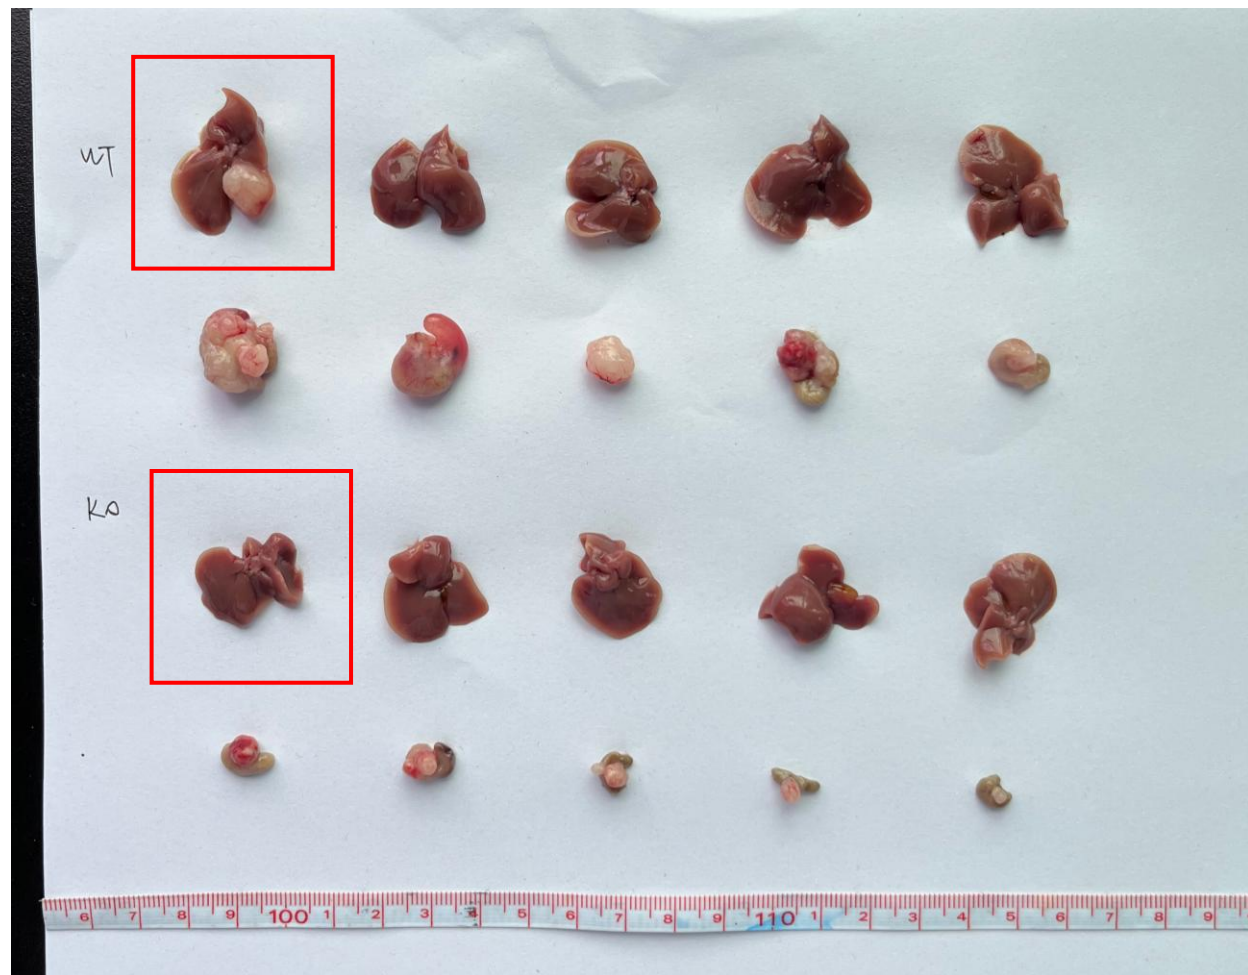

Fig 2G

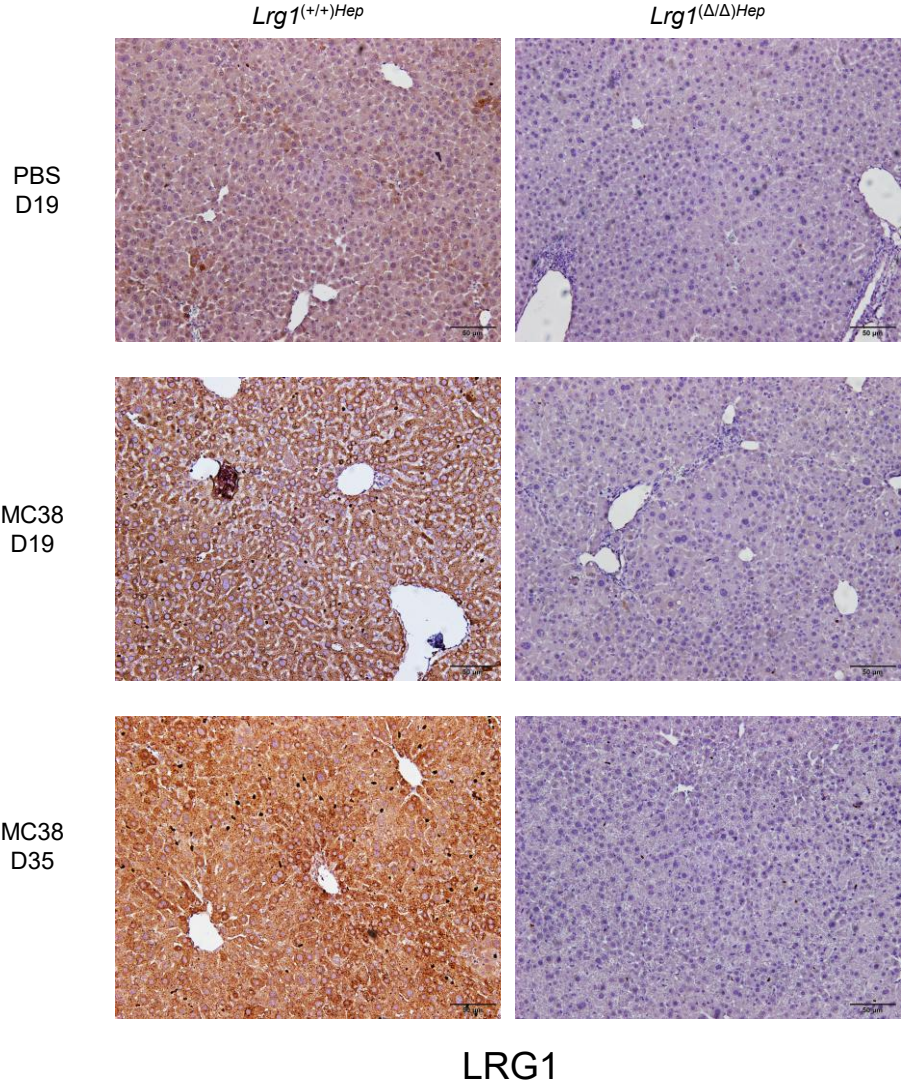

Fig 2L

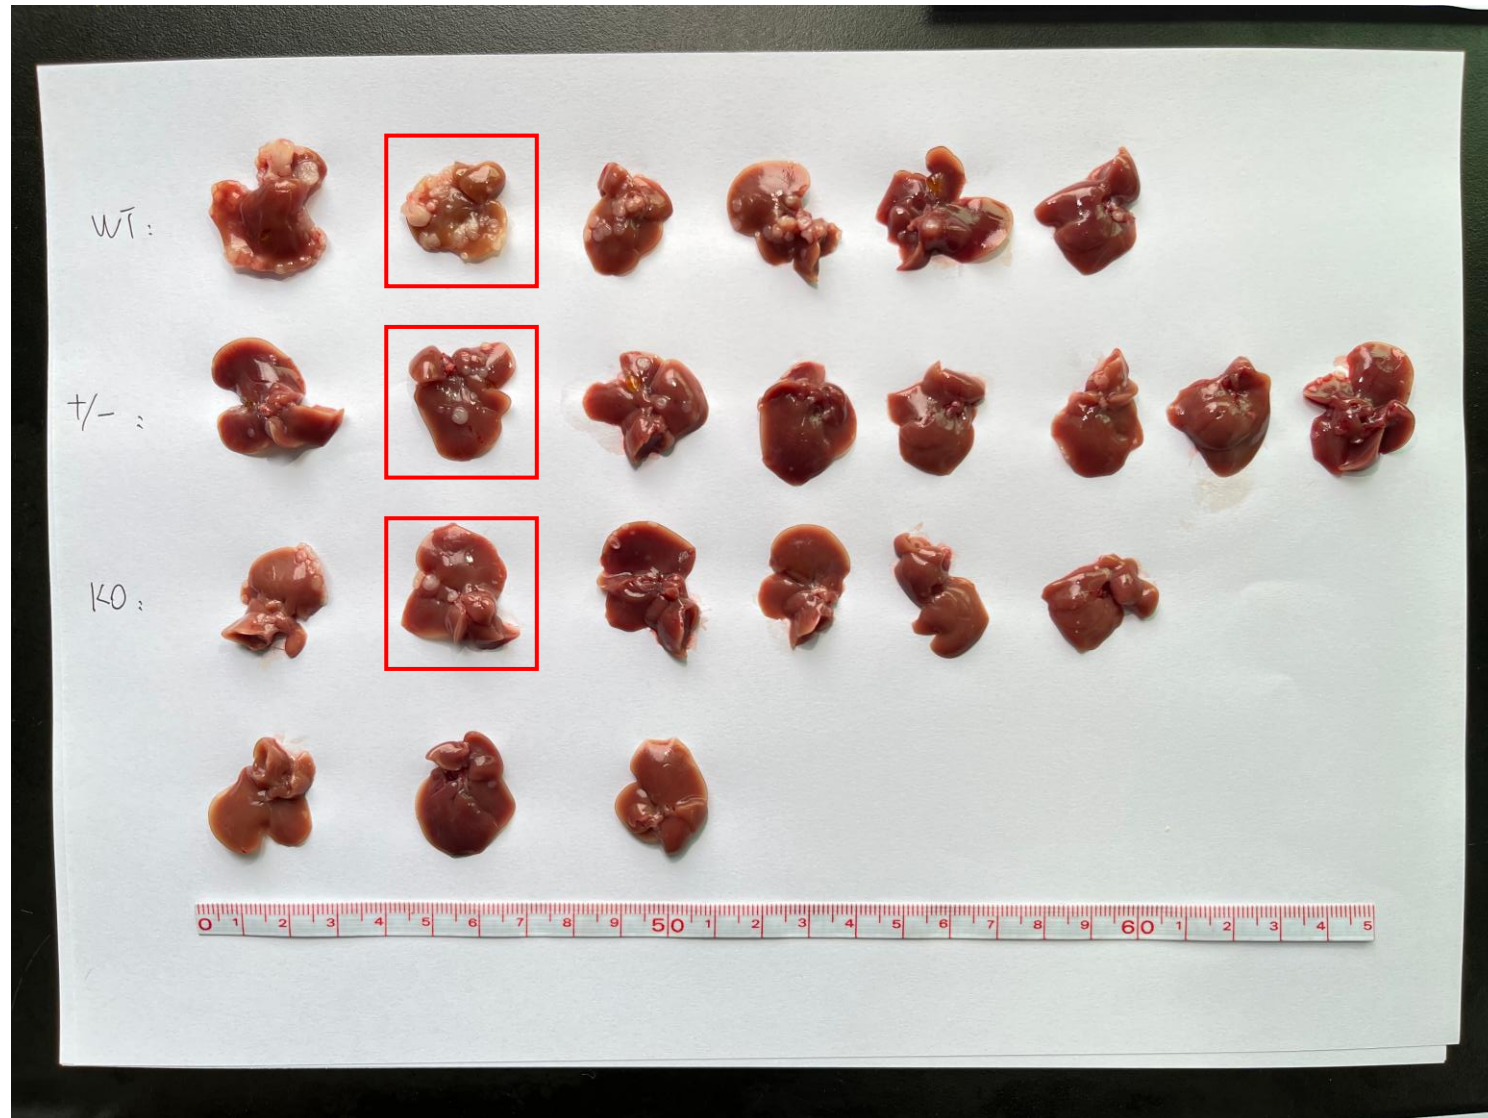

Fig 3A

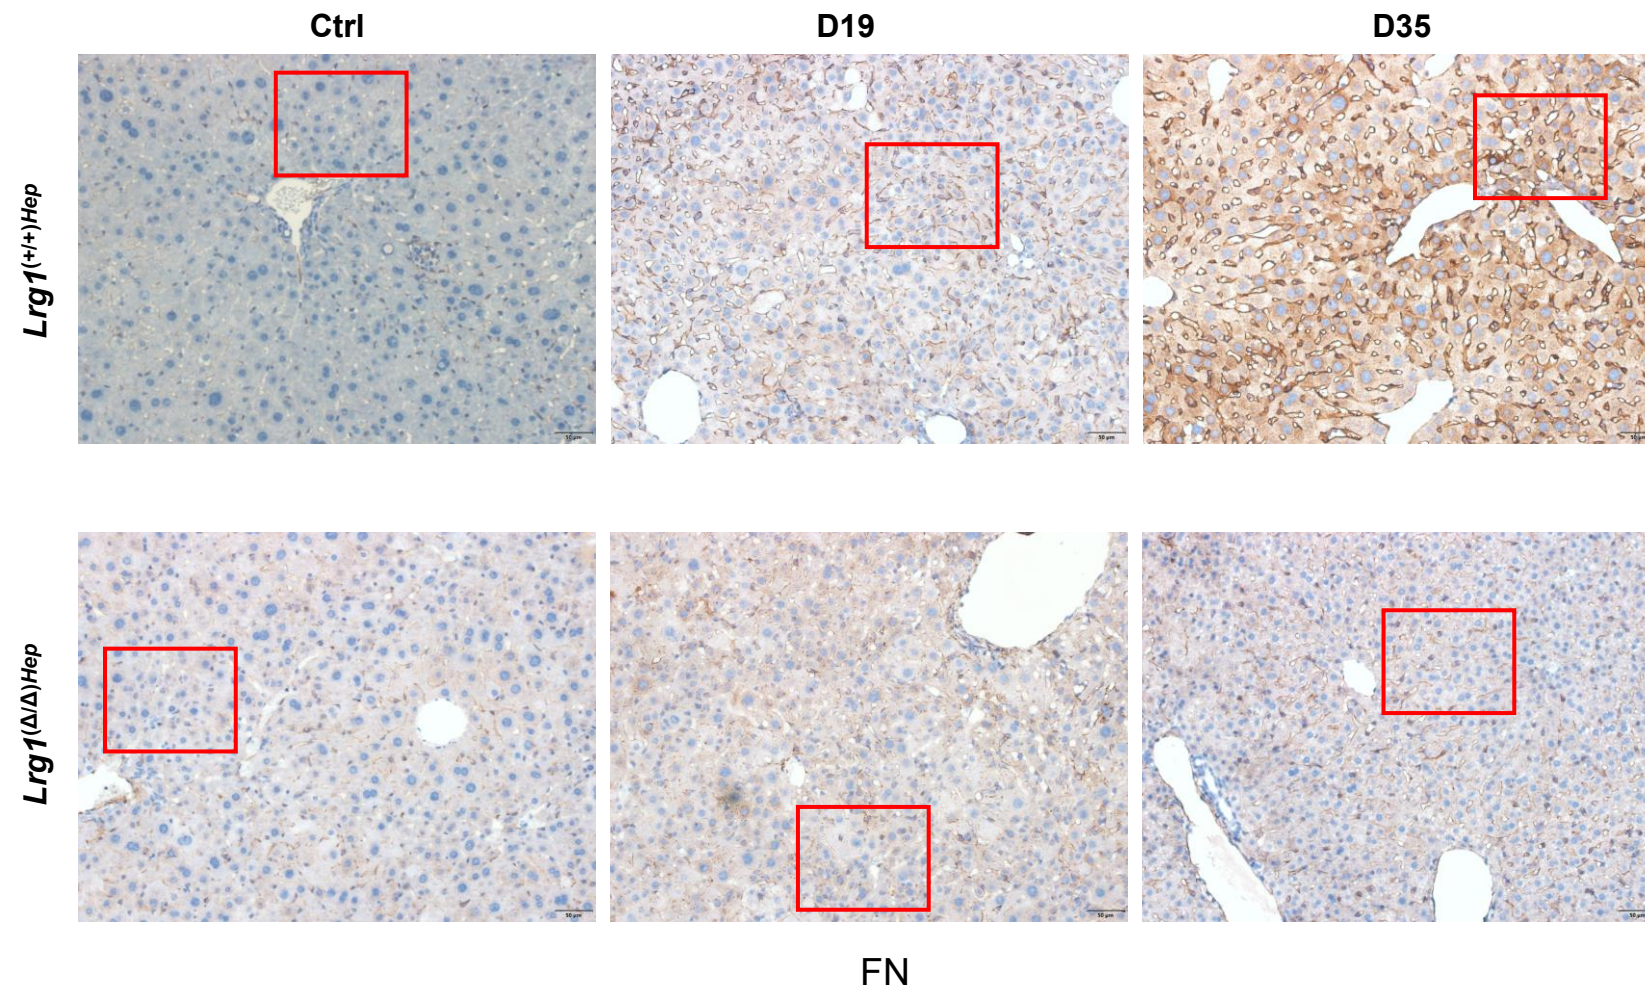

Fig 3B

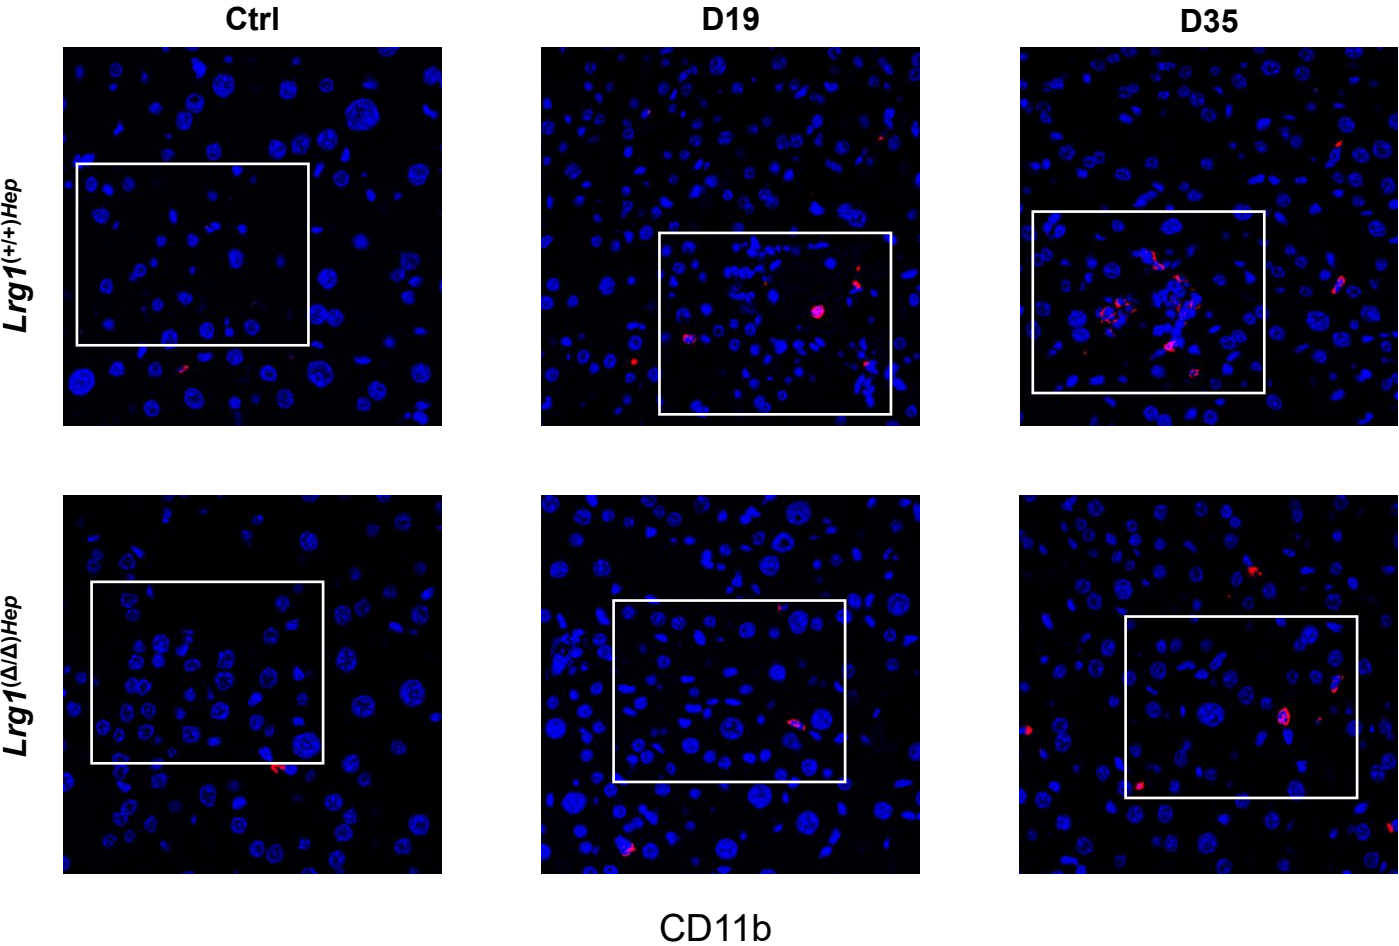

Fig 3D

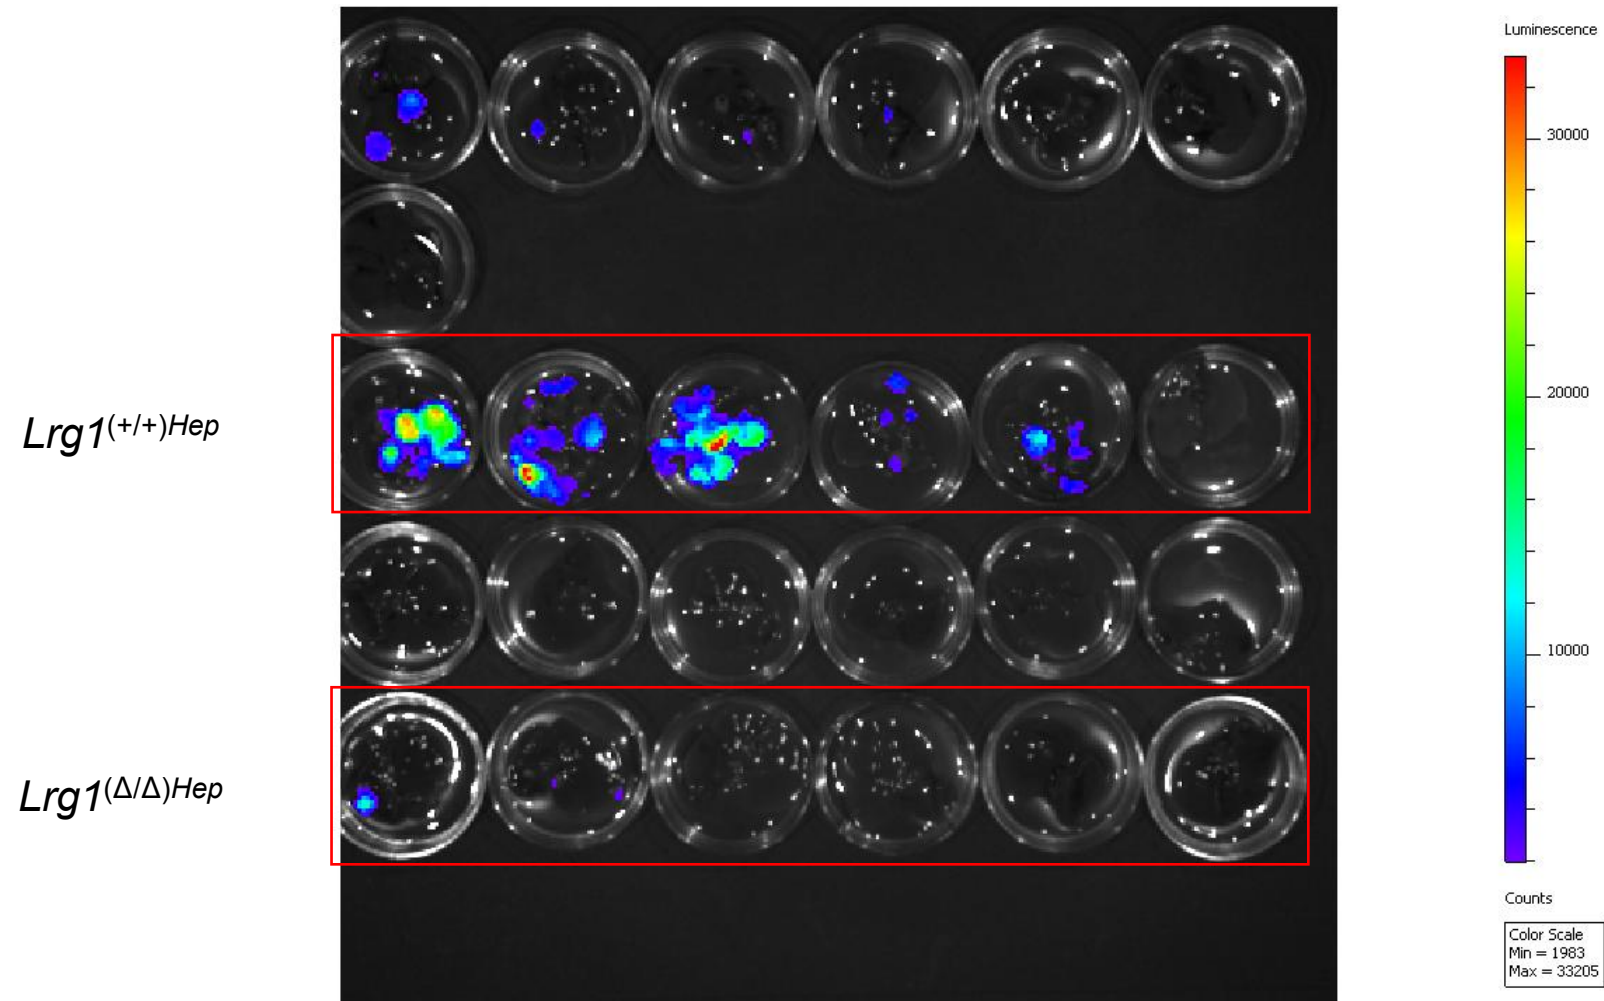

Fig 3J

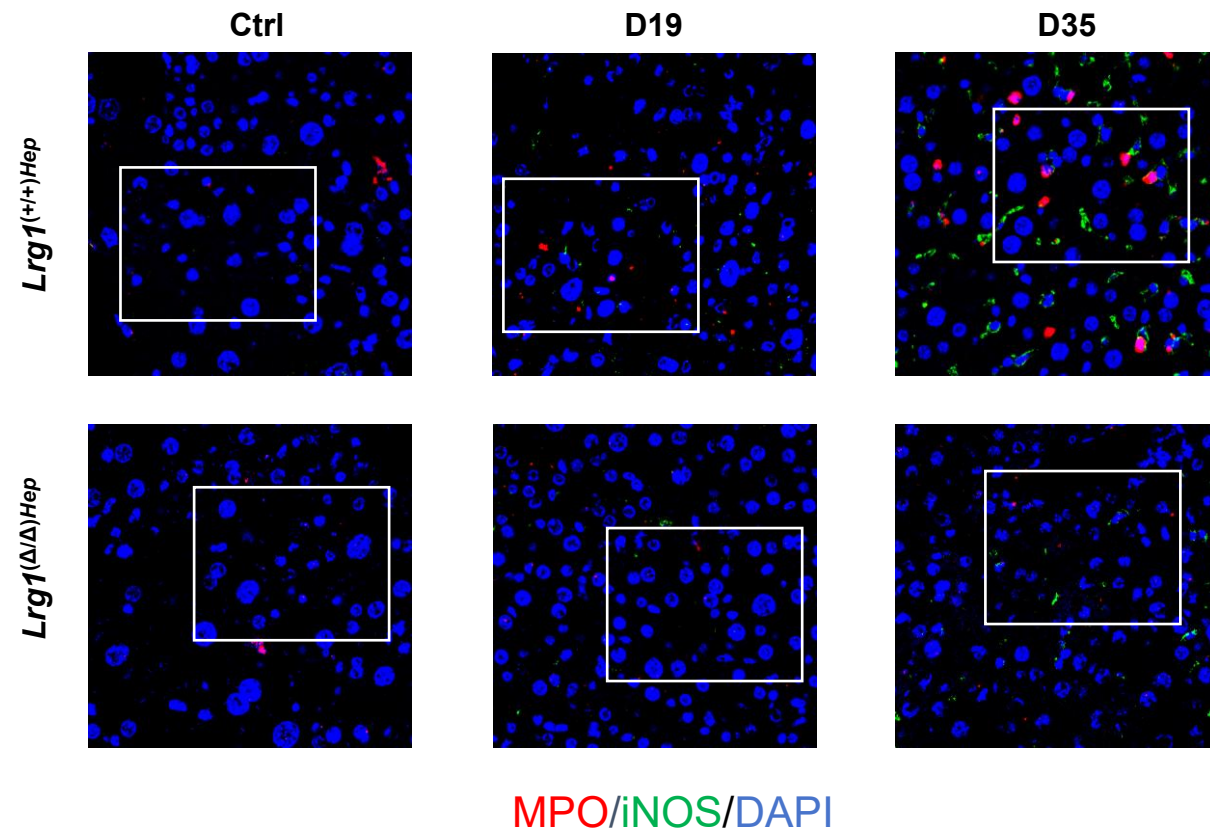

Fig 4A

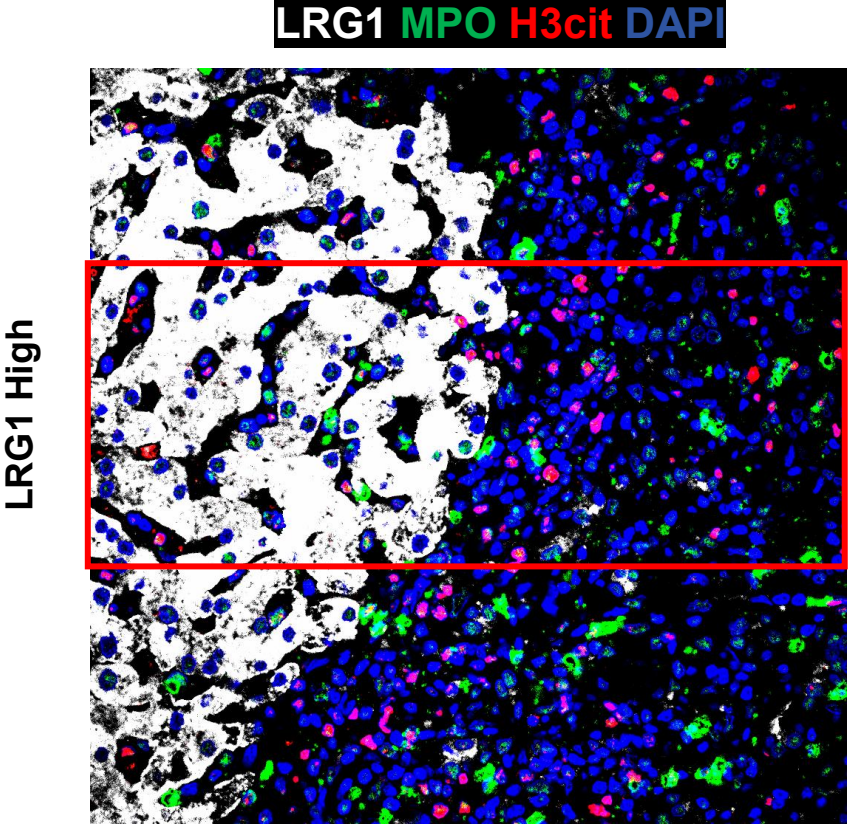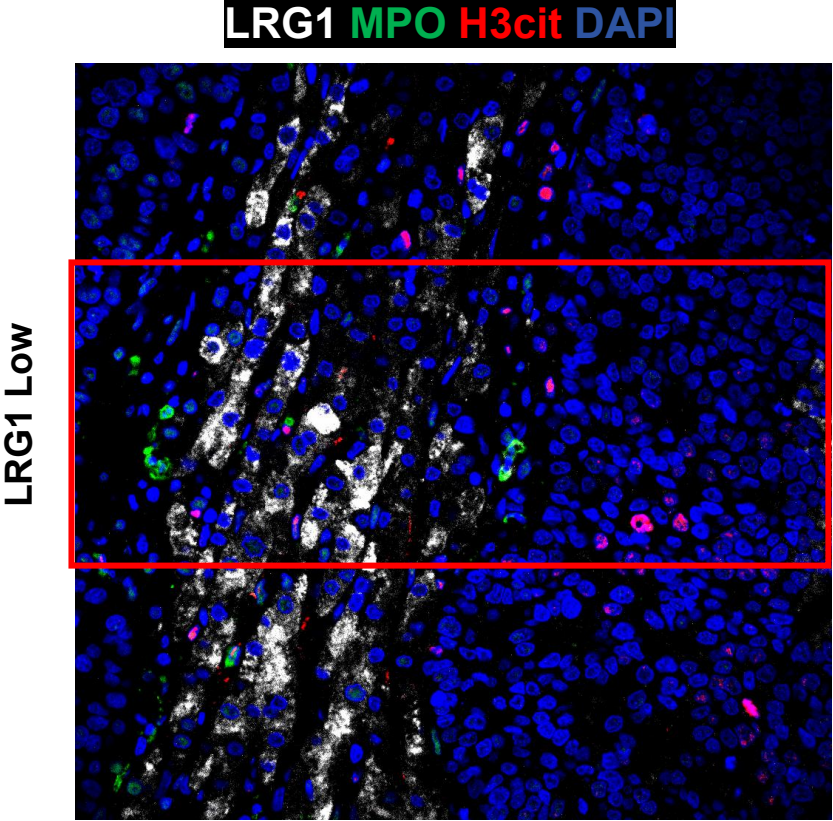

Fig 4B

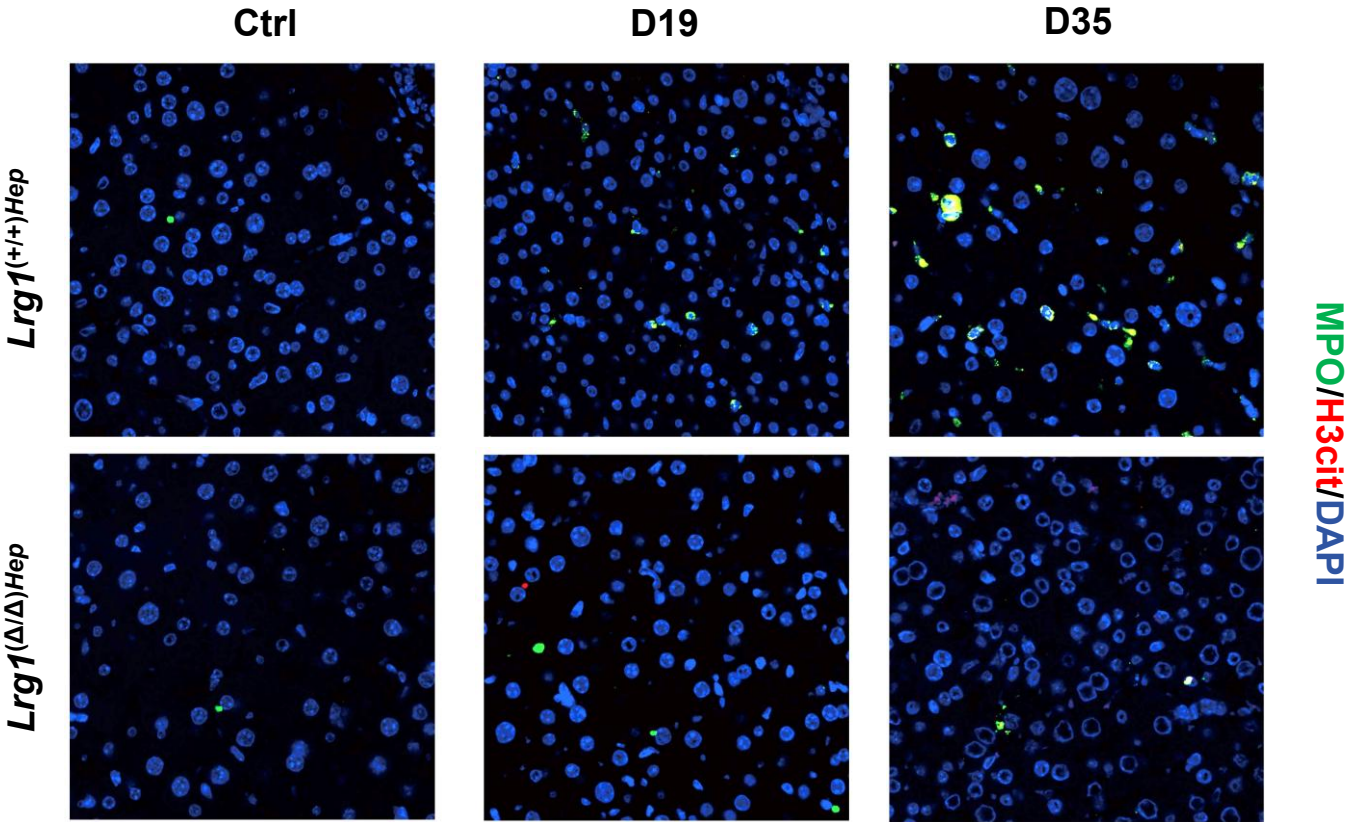

Fig 4C

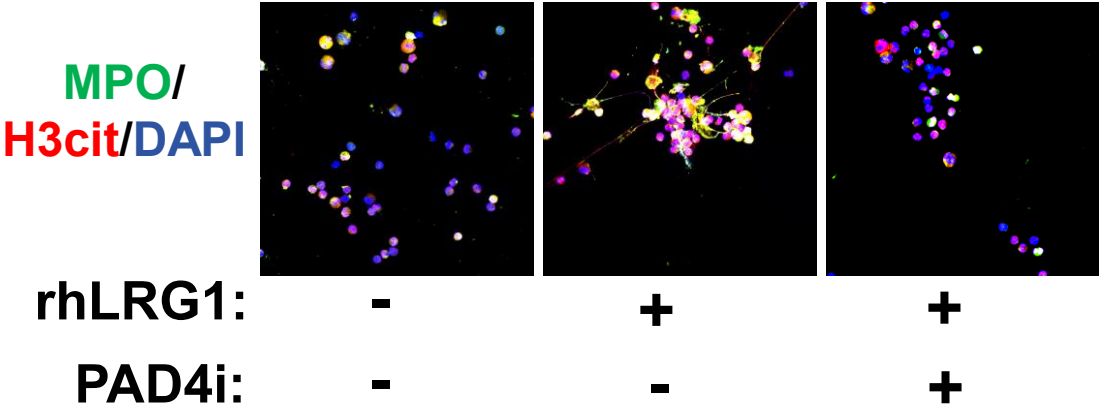

Fig 4F

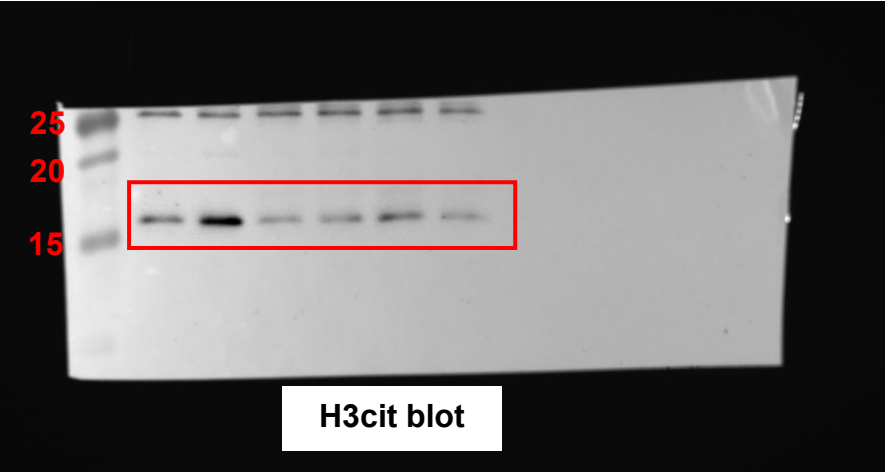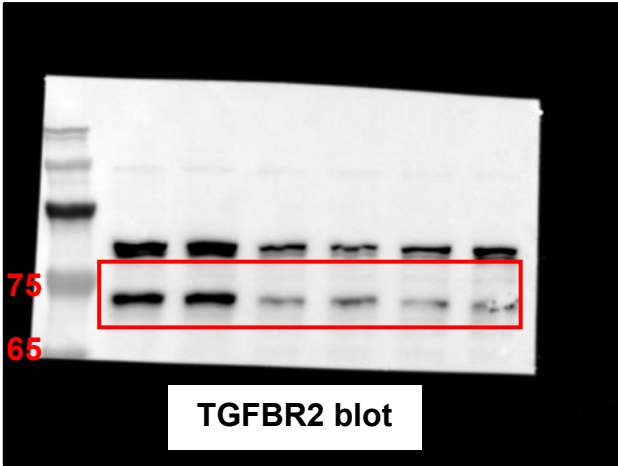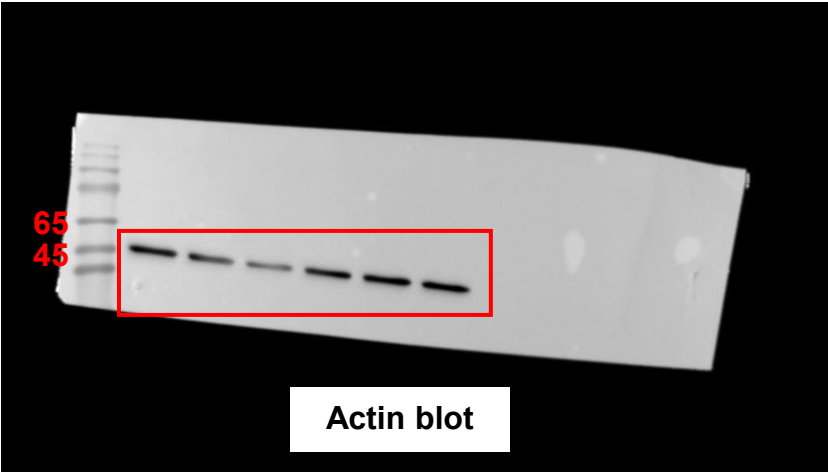

Fig 4G

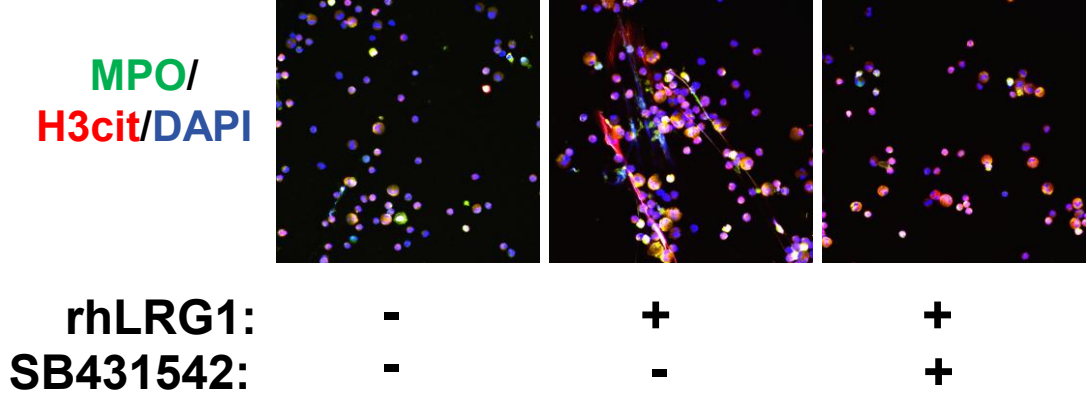

Fig 4H

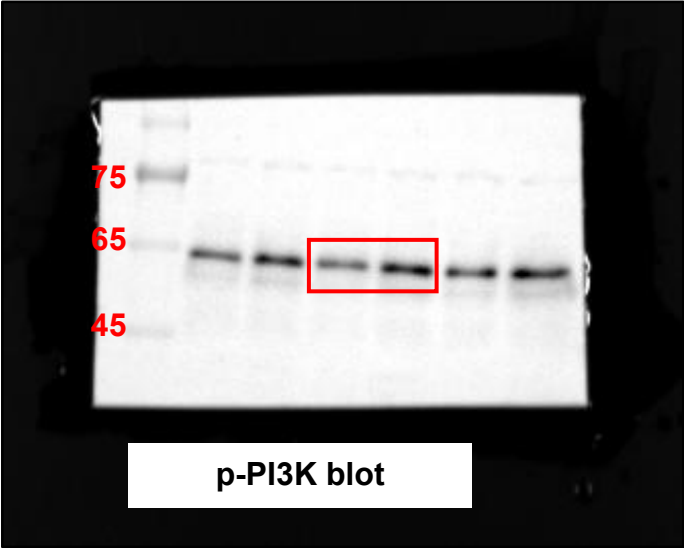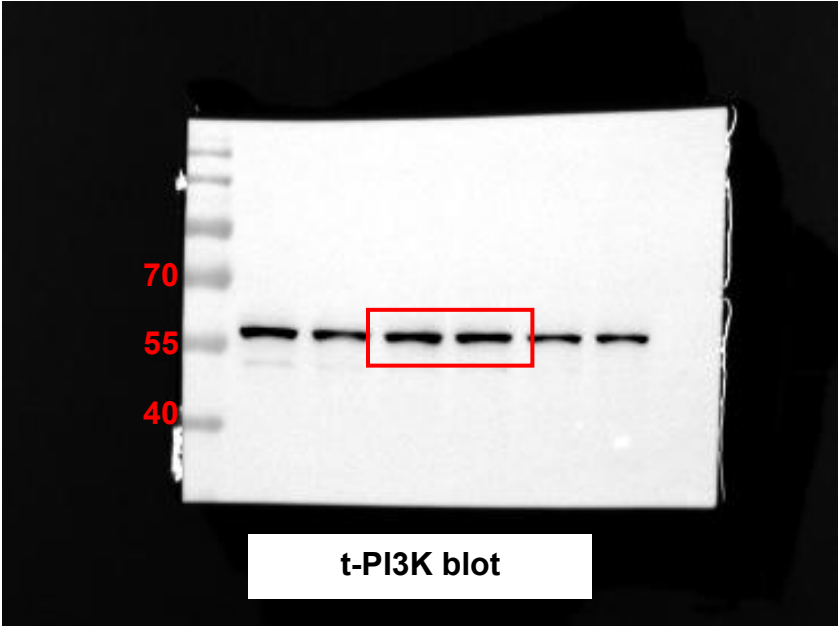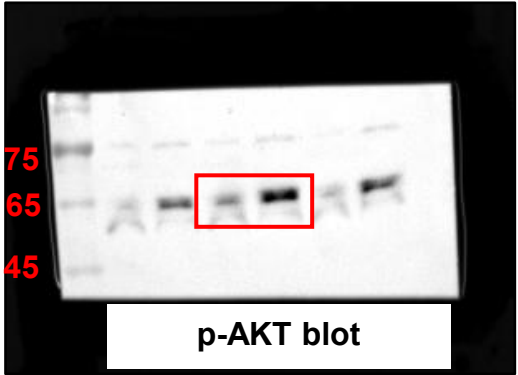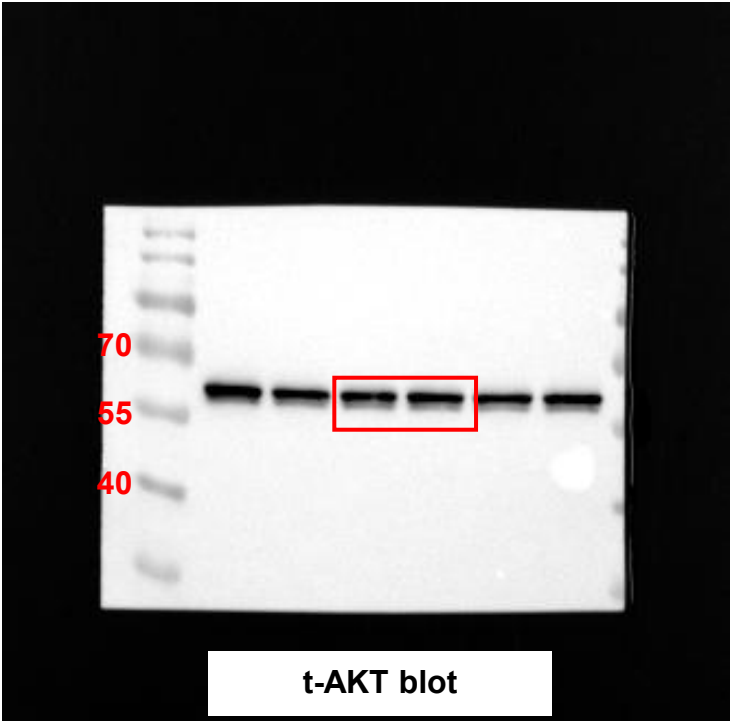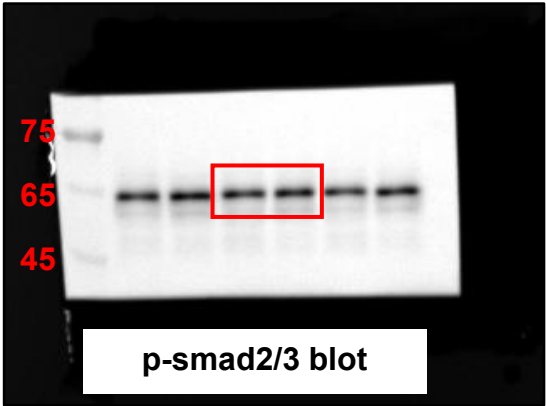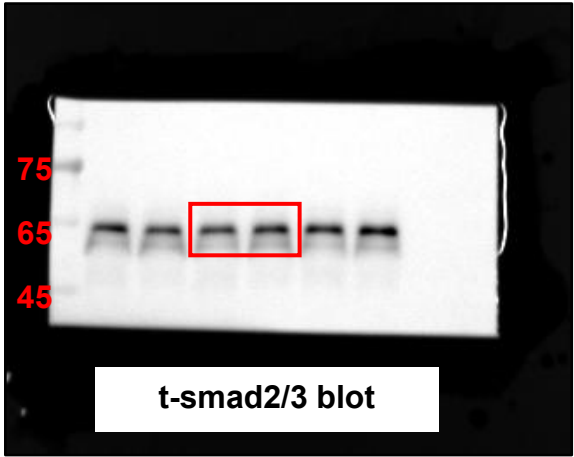

Fig 4H

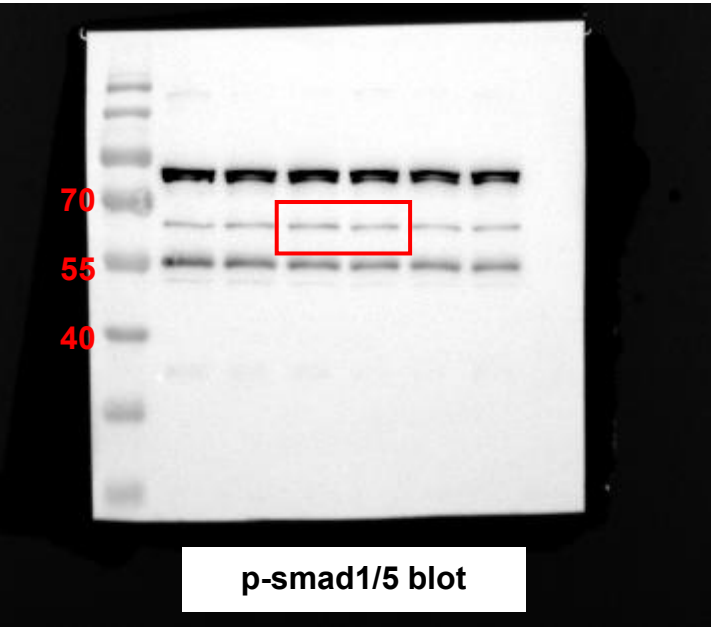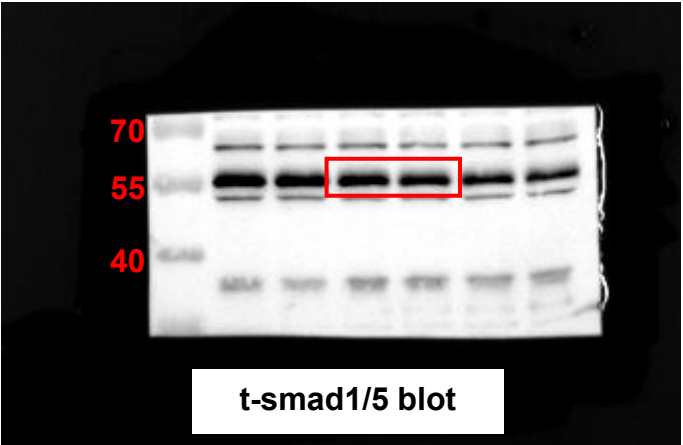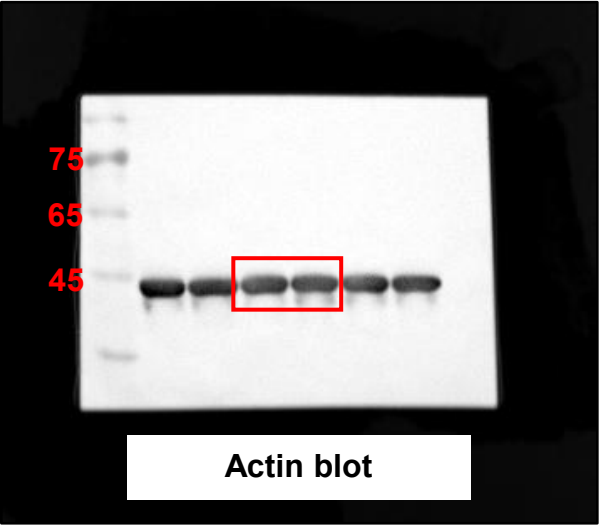

Fig 4I

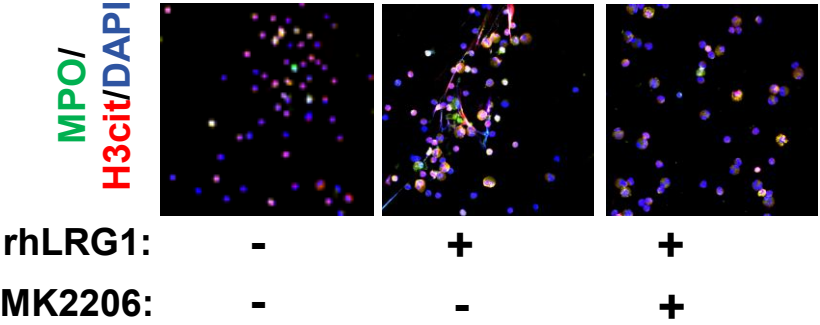

Fig 4J

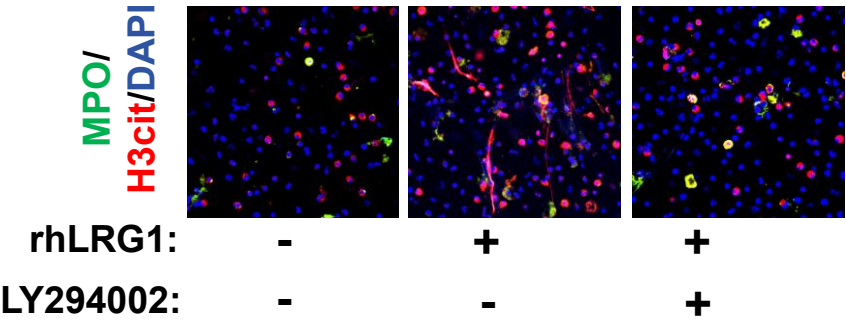

Fig 4K

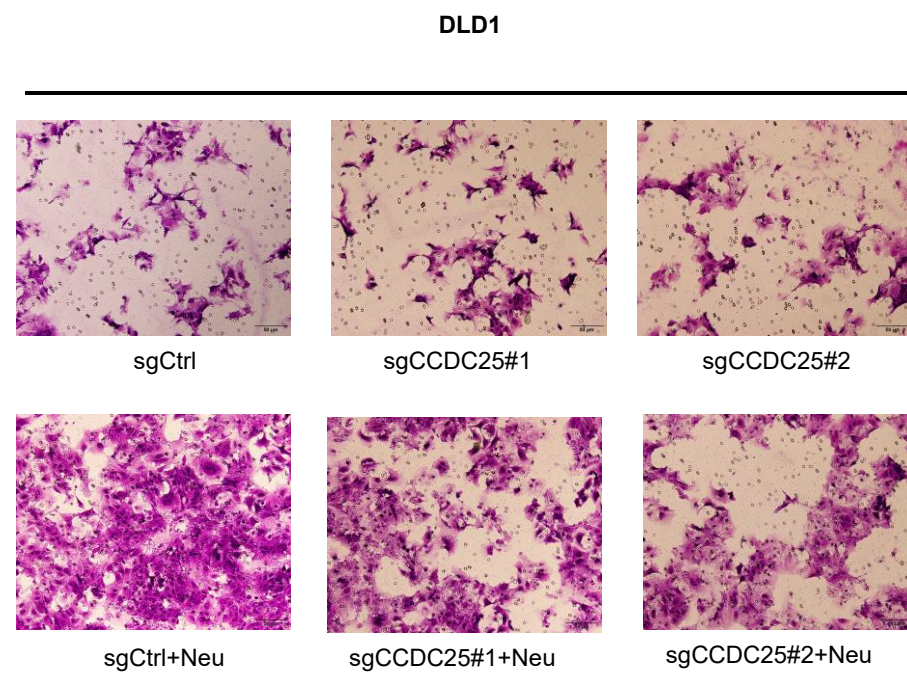

Fig 4M

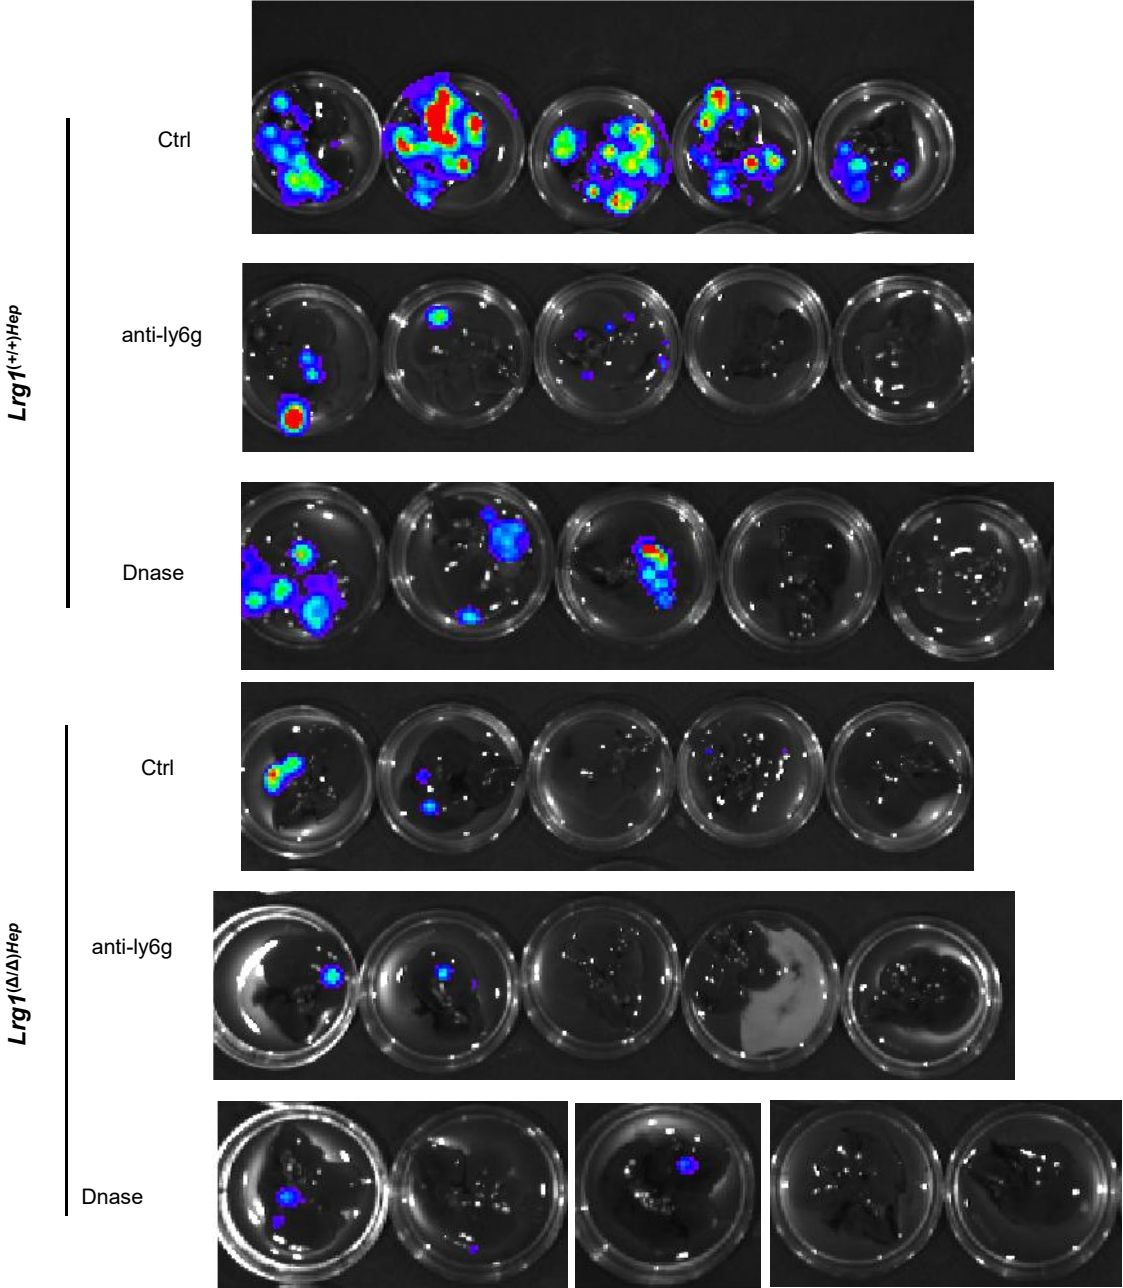

Fig 5B

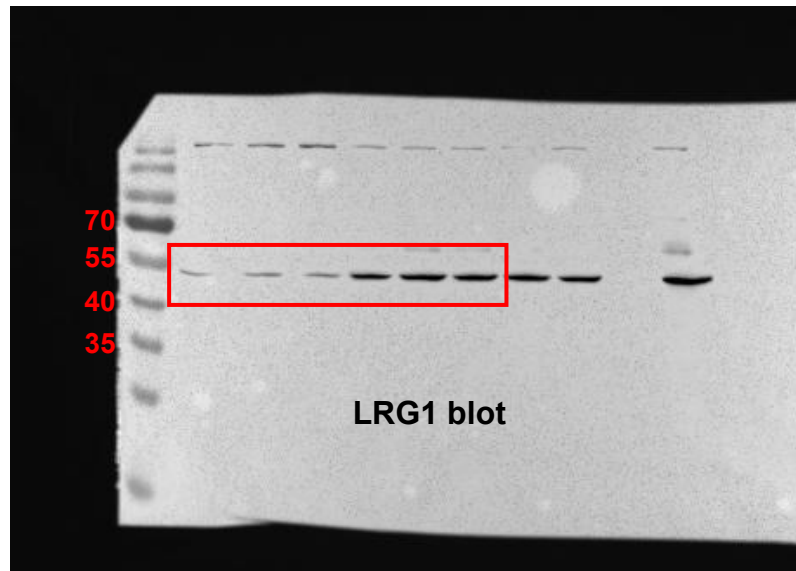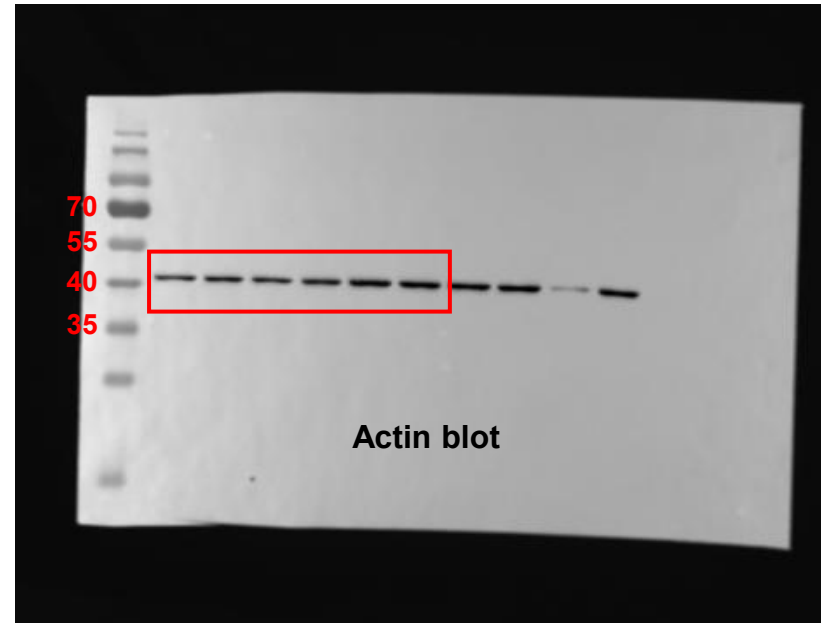

Fig 5G

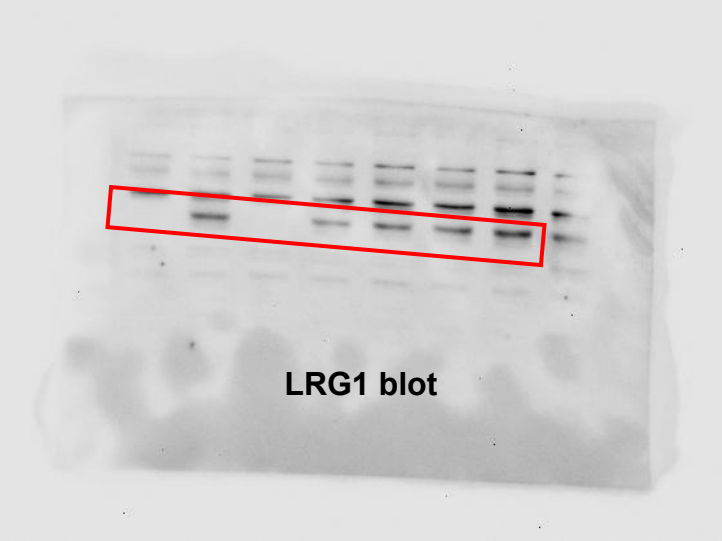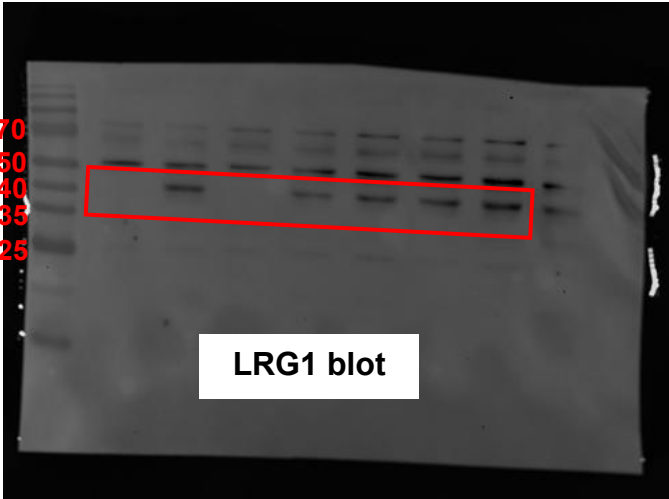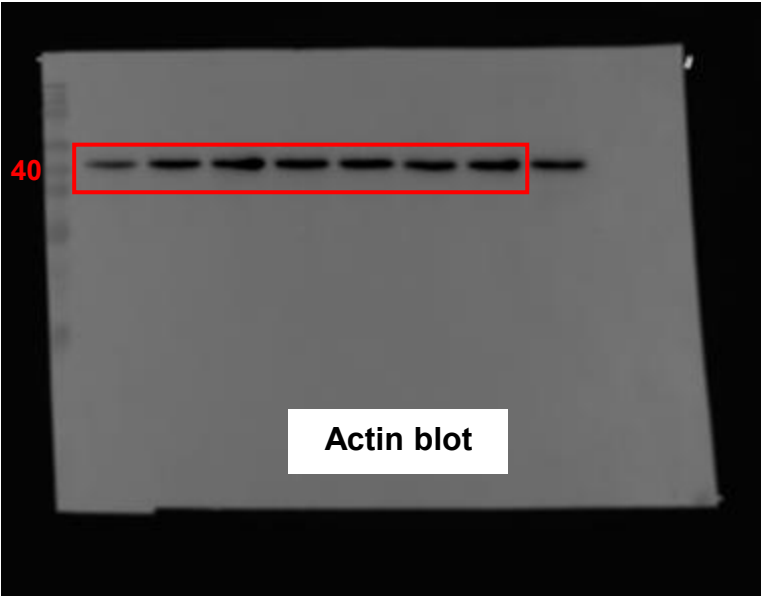

Fig 5I

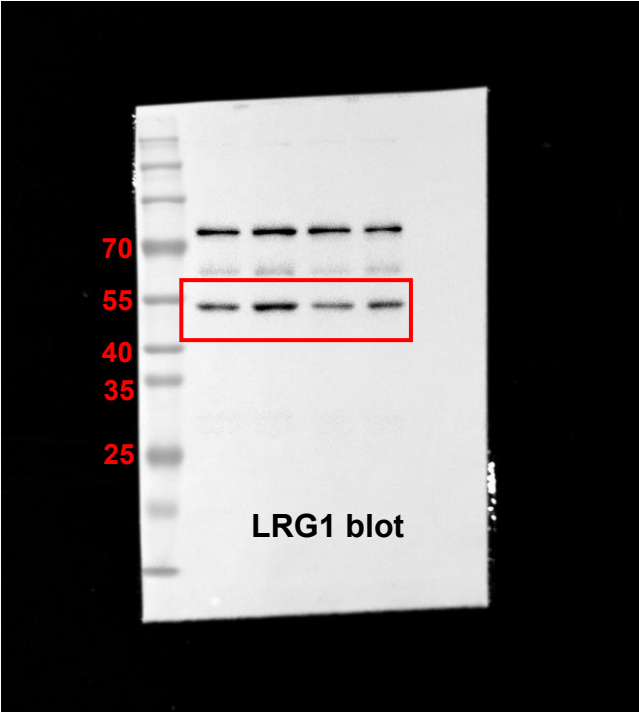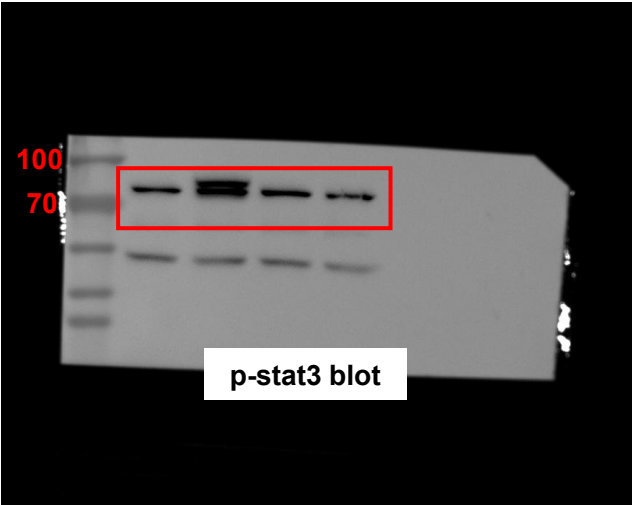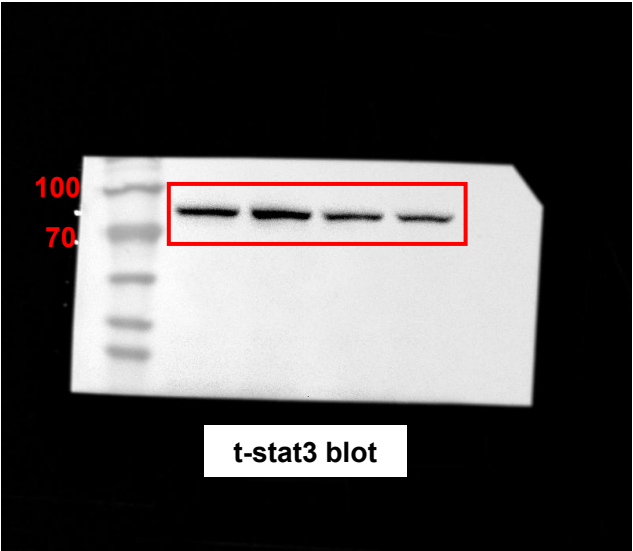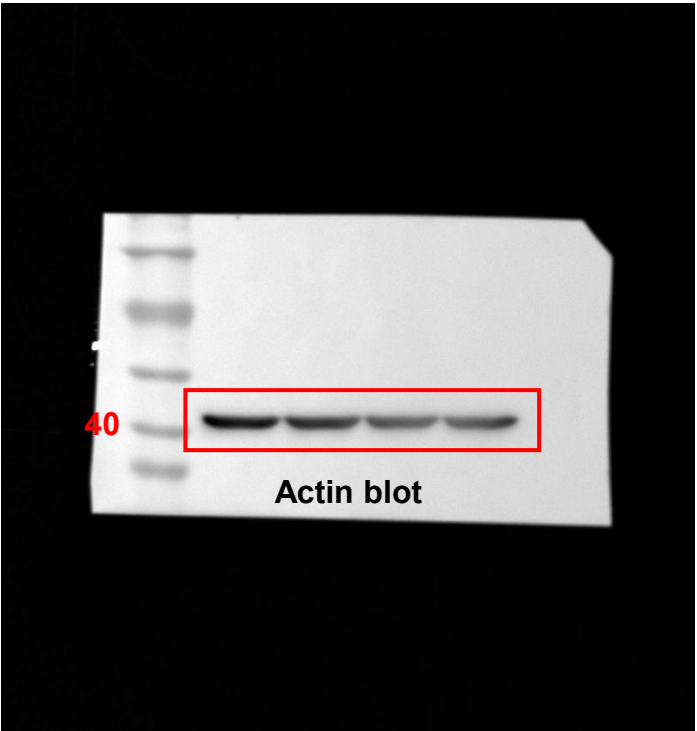

Fig 5M

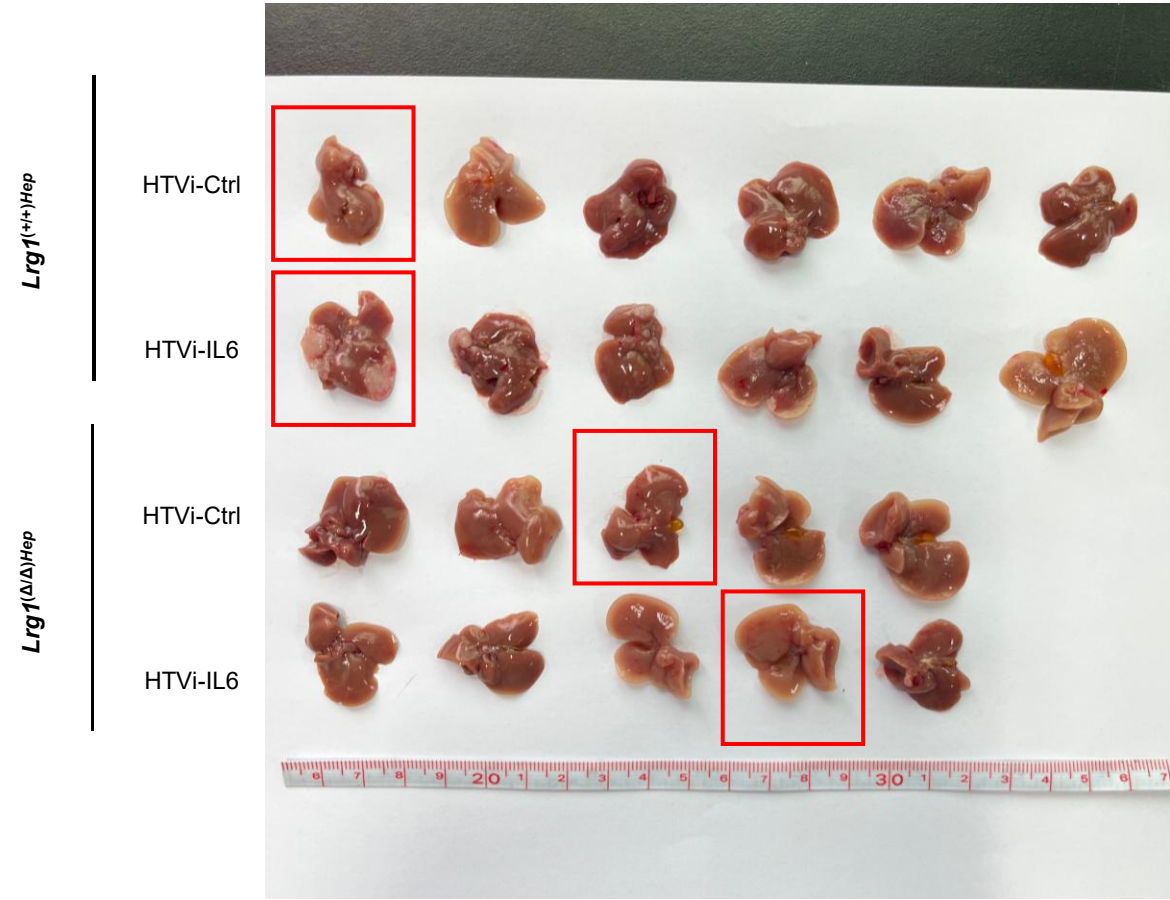

Fig 5N

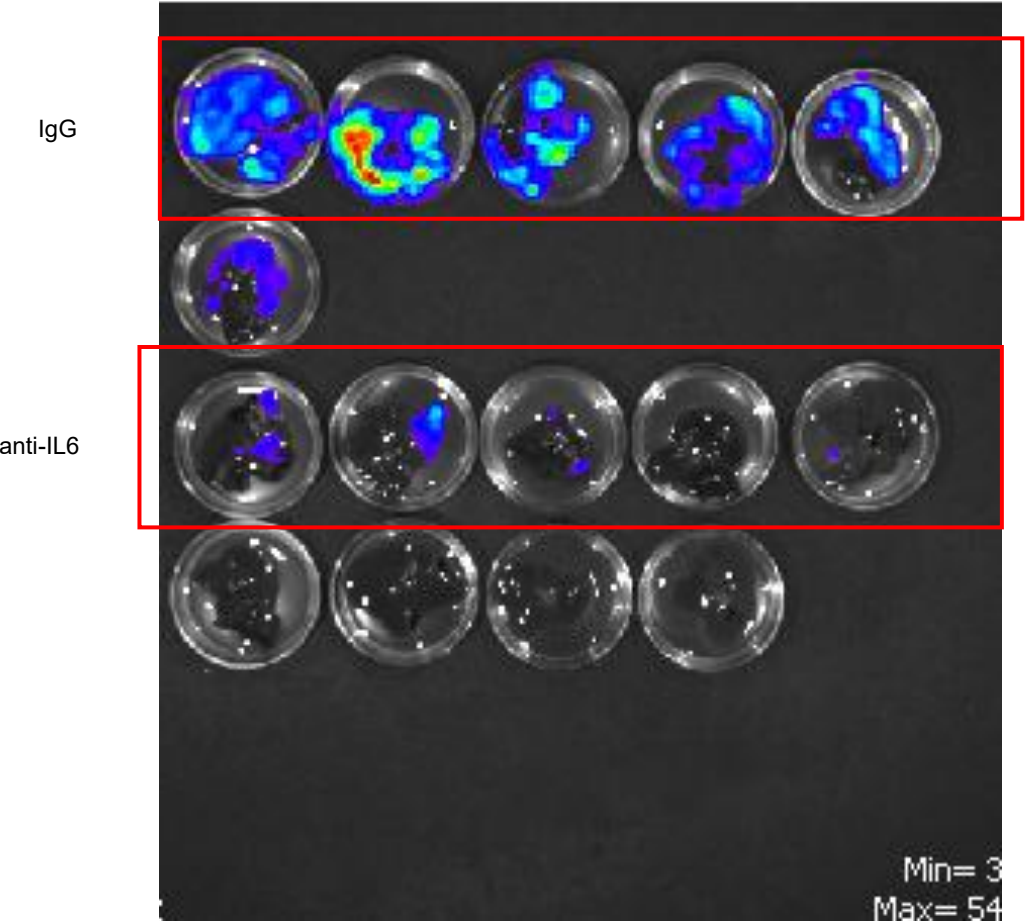

Fig 5Q

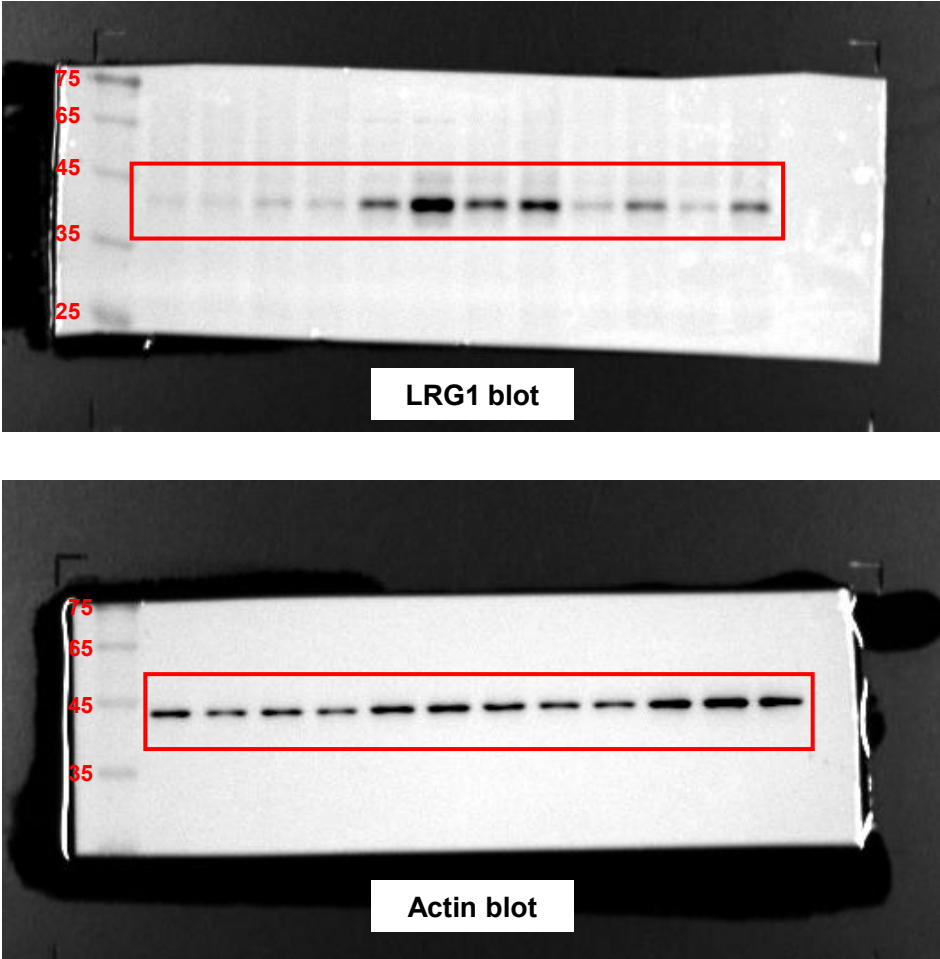

Fig 6B

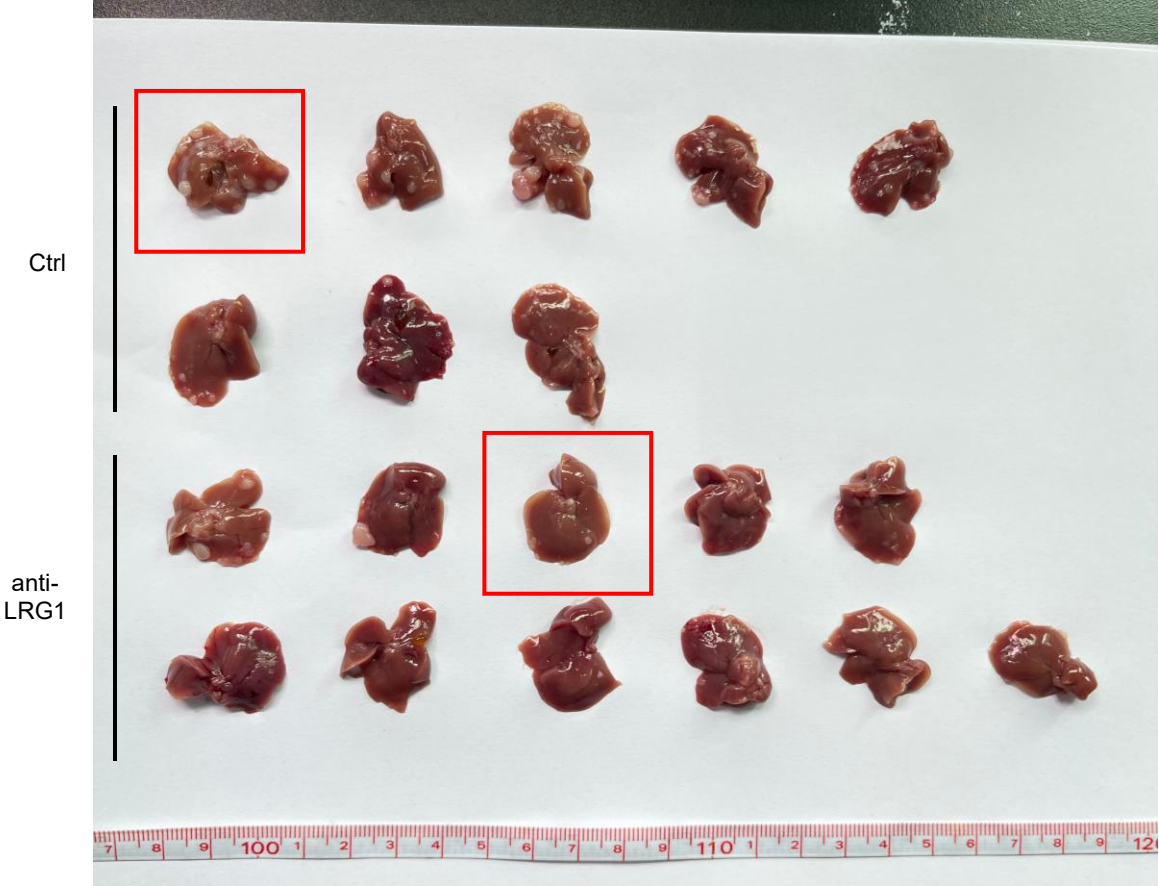

Fig 6F

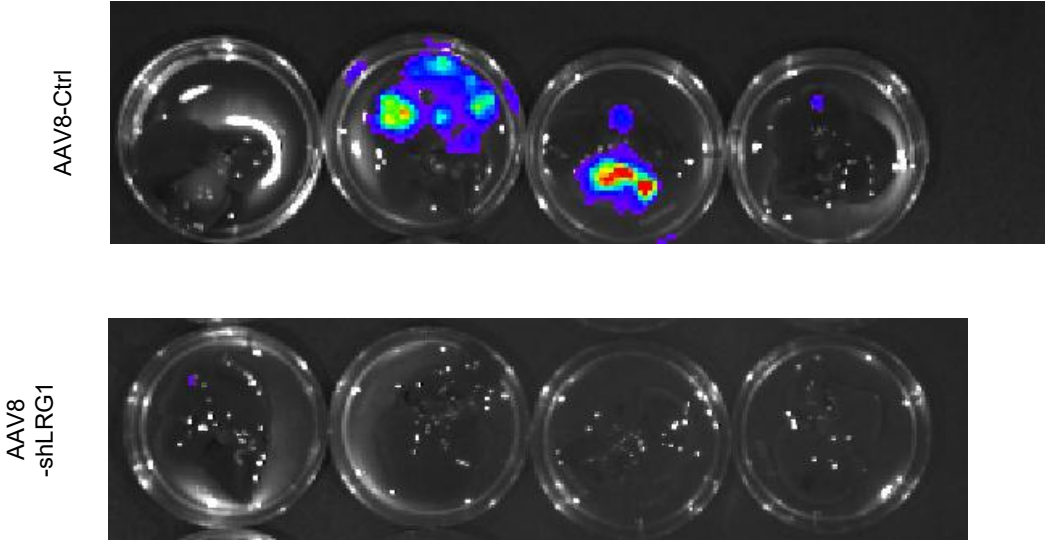

Fig 6I

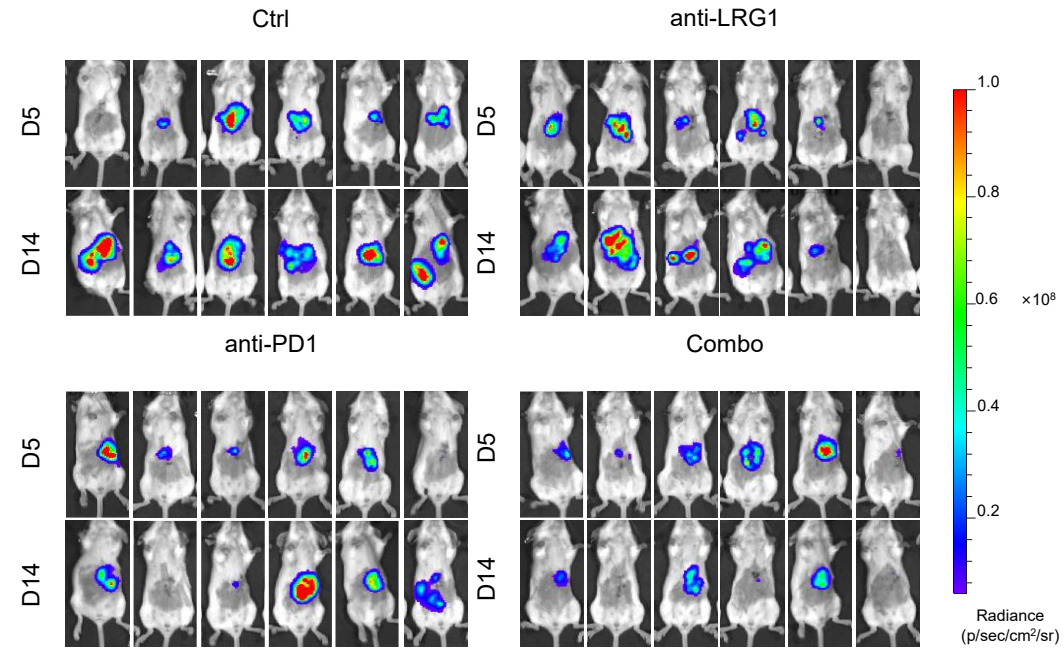

Fig 6K

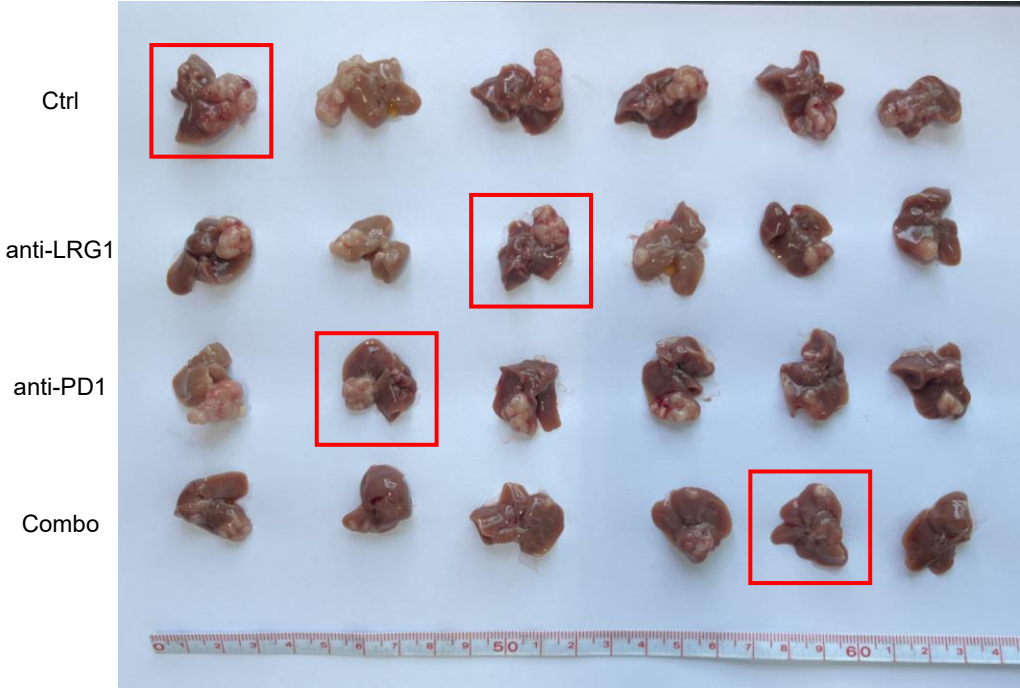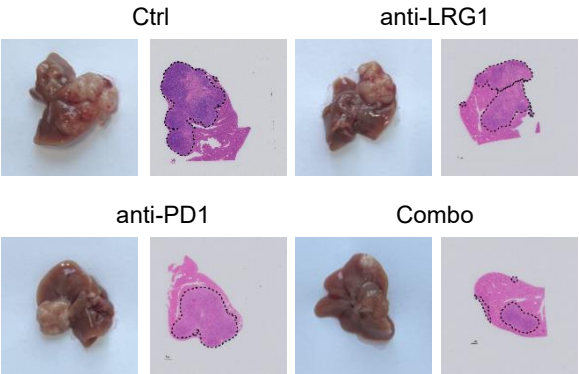

Fig 6M

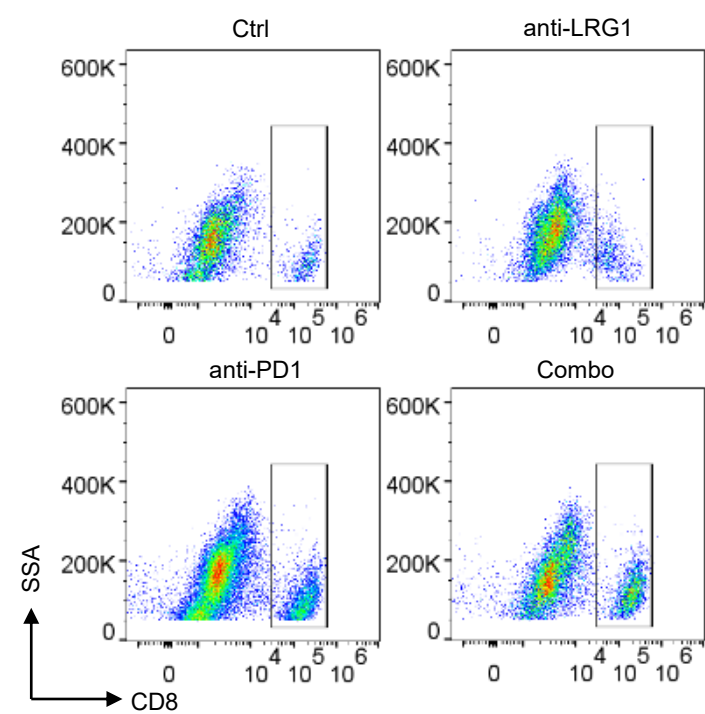

Fig 6O

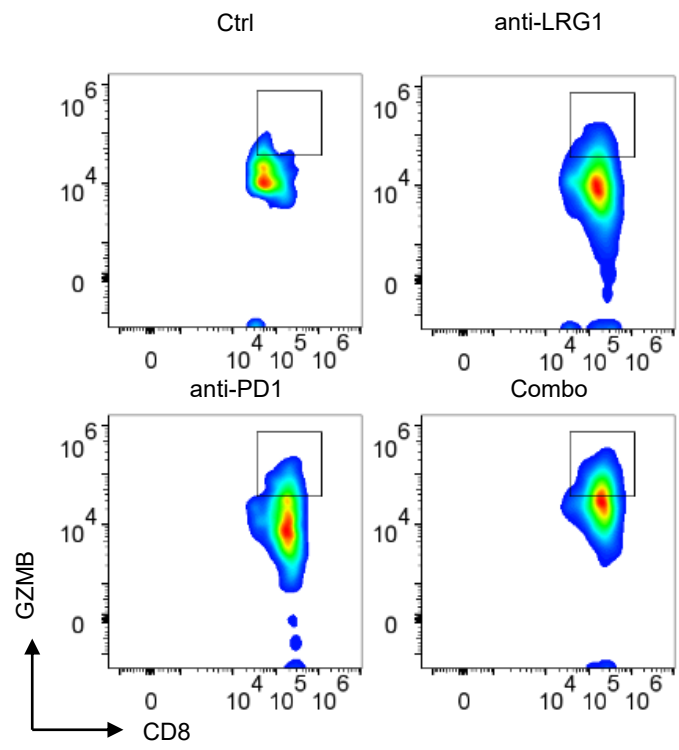

Fig S1A

CRC Orthotopic Model: liver

D7

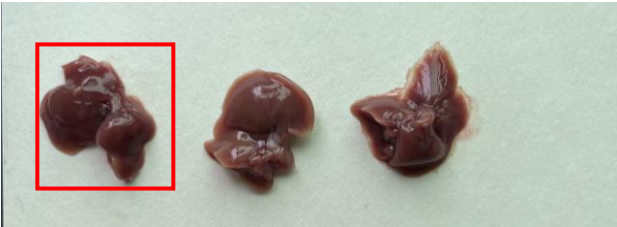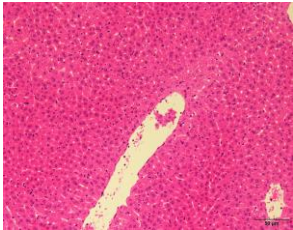

D14

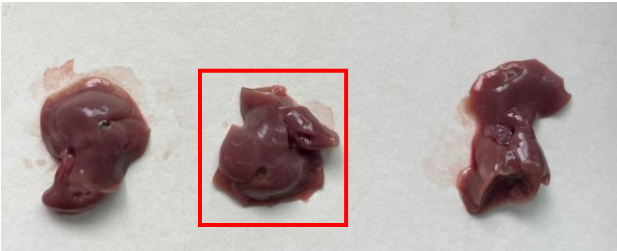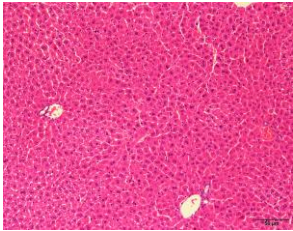

D21

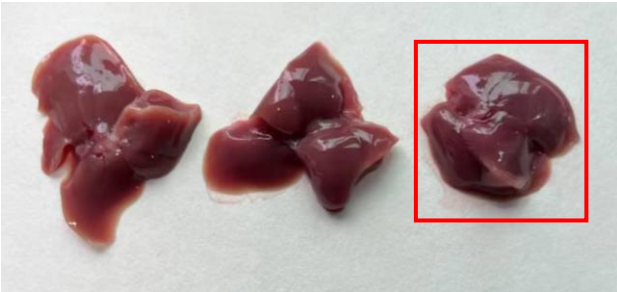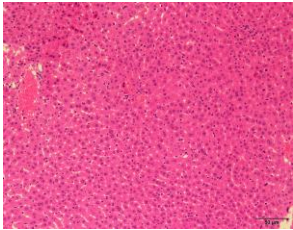

D28

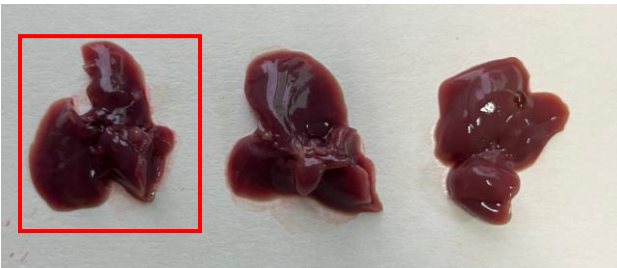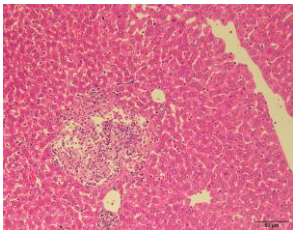

Fig S1B

CRC Intrasplenic Model: liver

D5

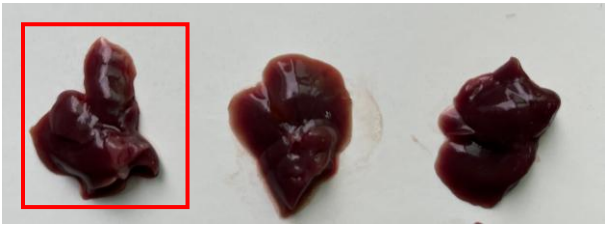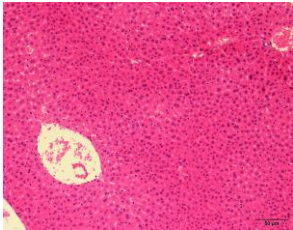

D10

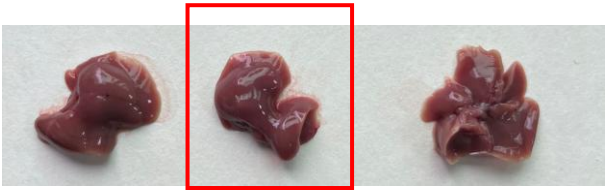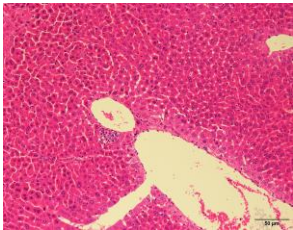

D15

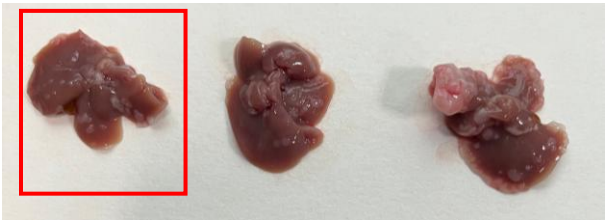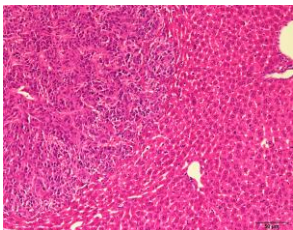

D21

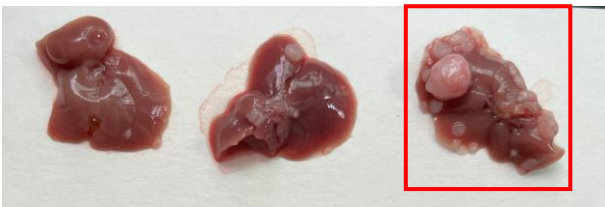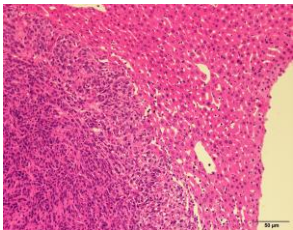

Fig S2A

D5

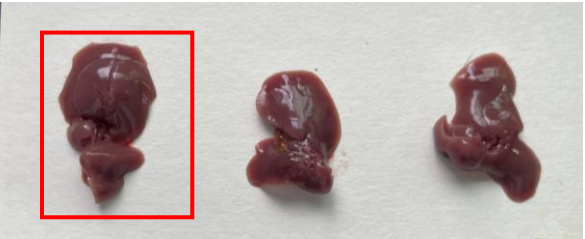

D10

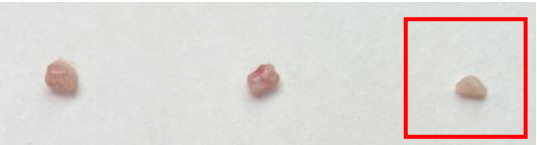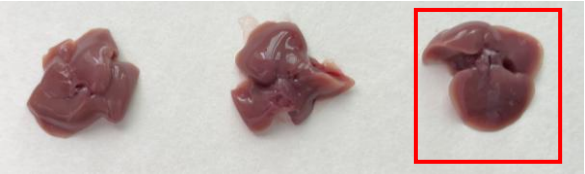

D15

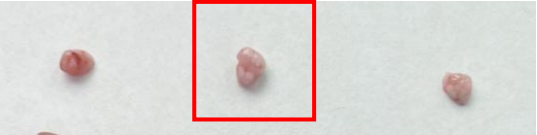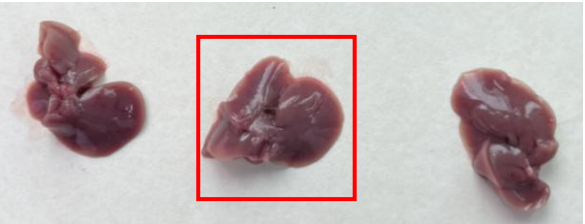

D21

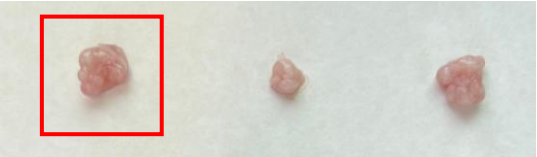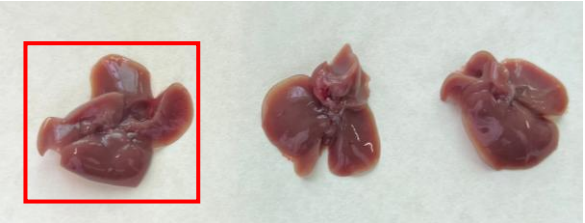

Fig S2A

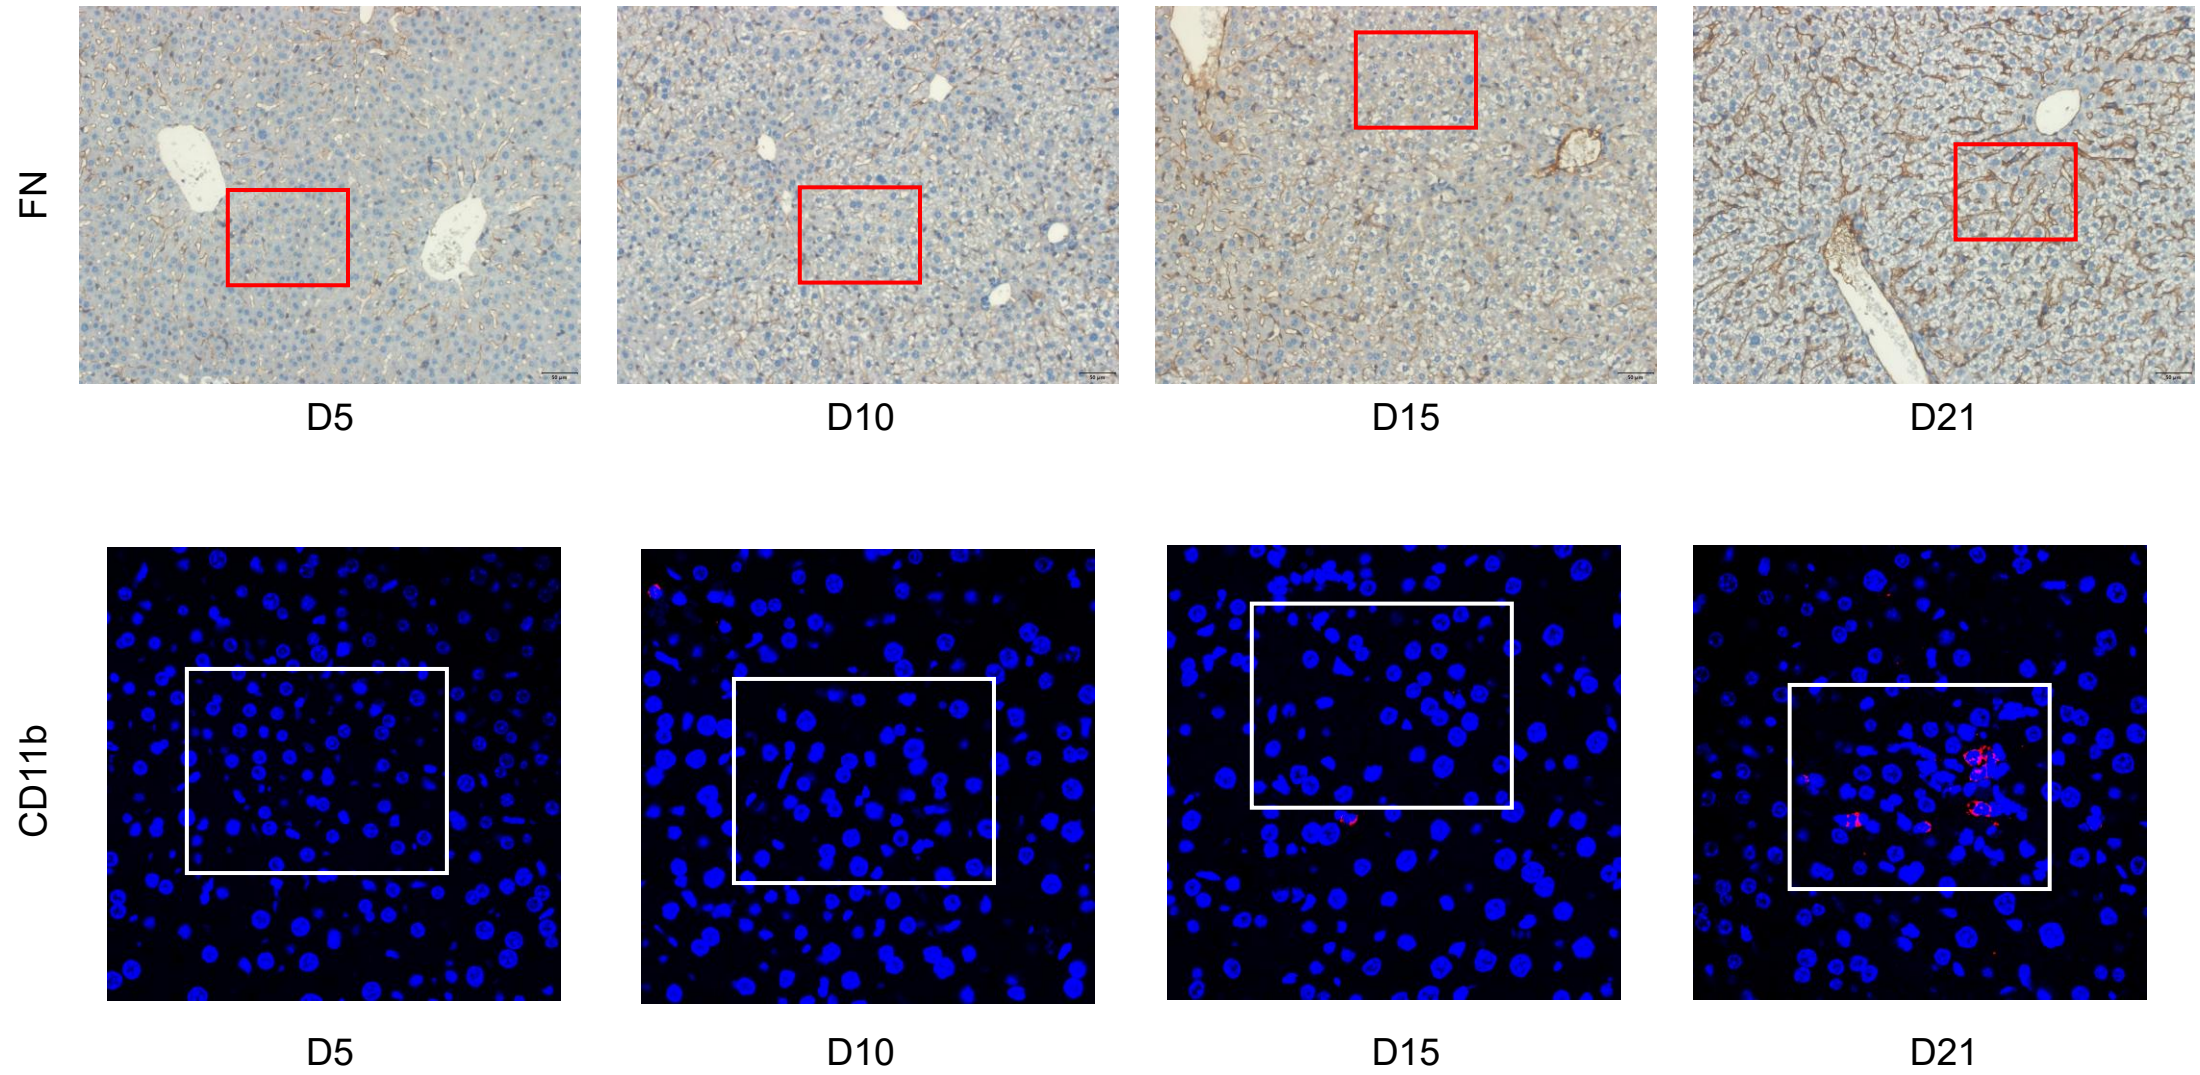

Fig S2D

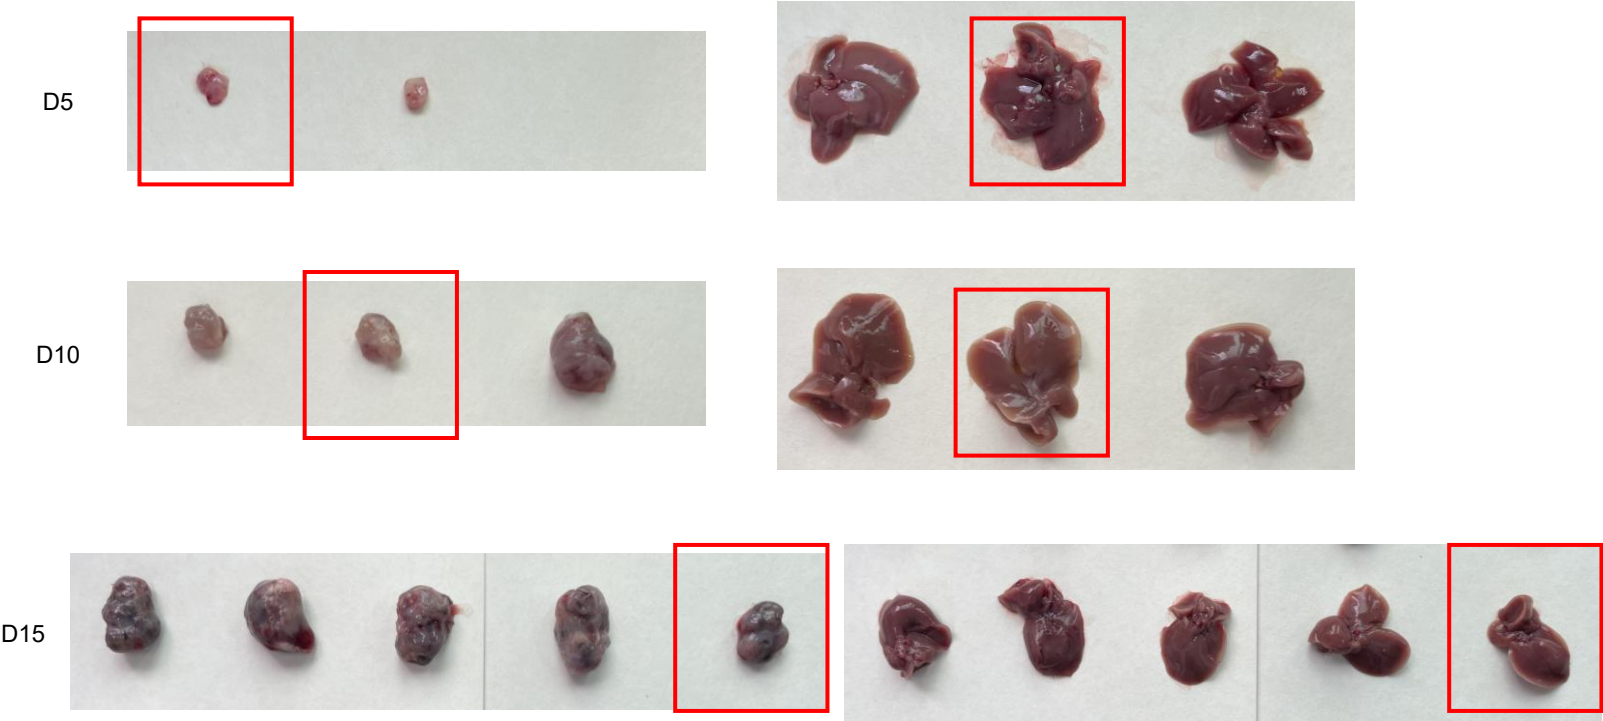

Fig S2D

FN

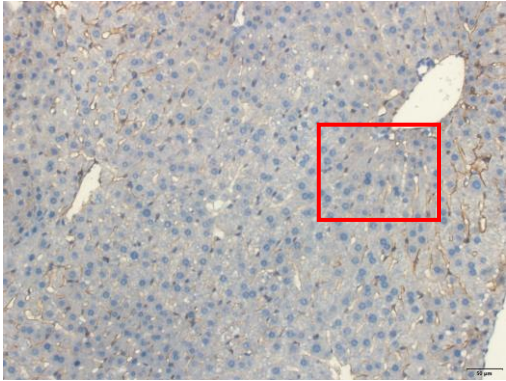

D5

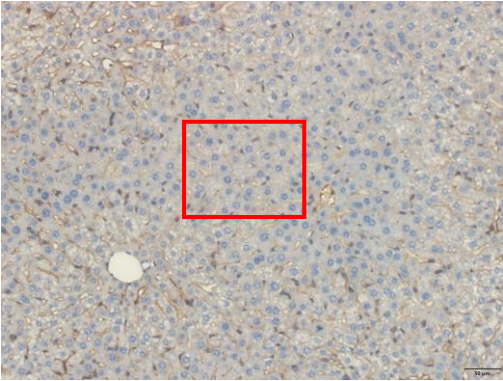

D10

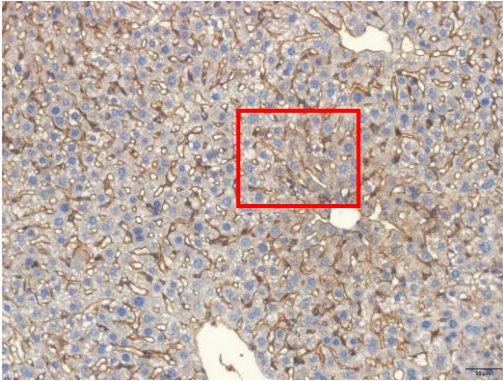

D15

CD11b

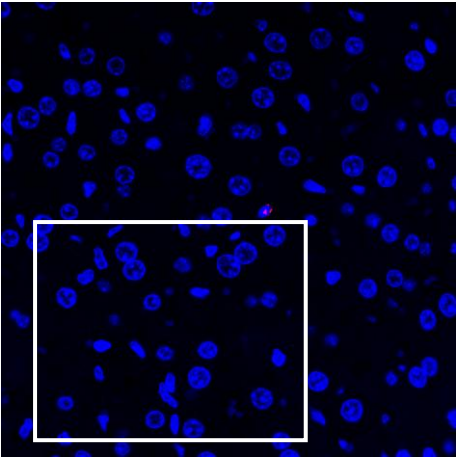

D5

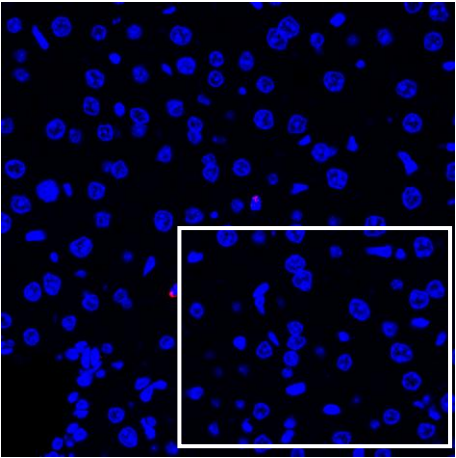

D10

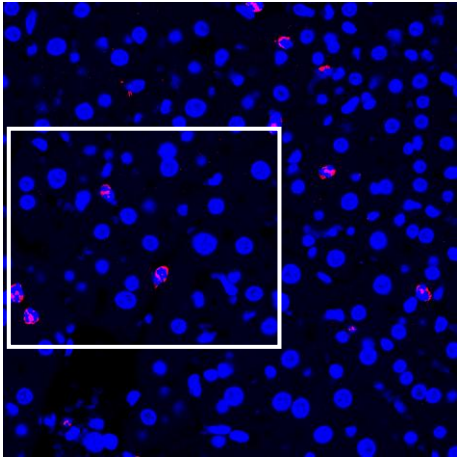

D15

Fig S2G

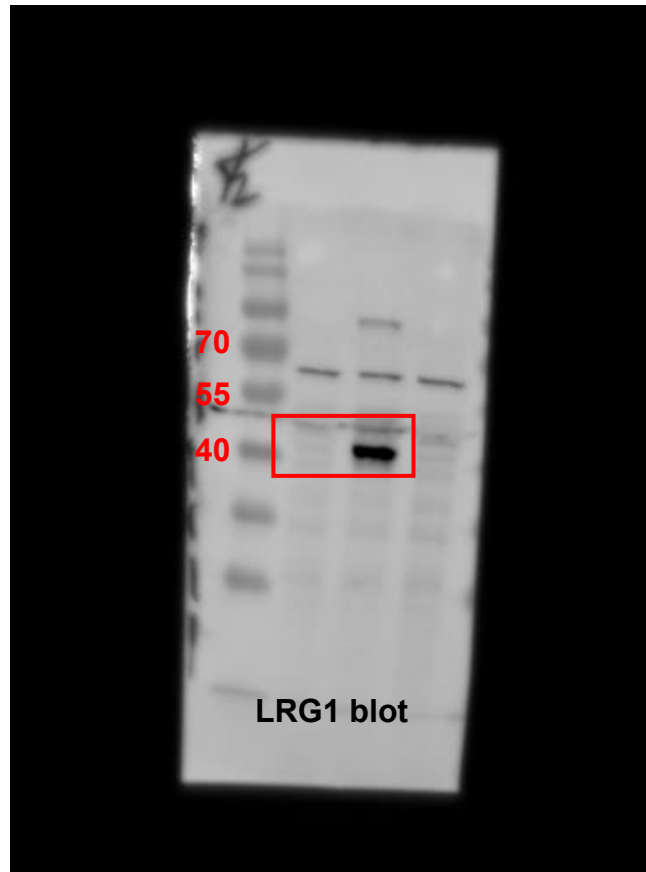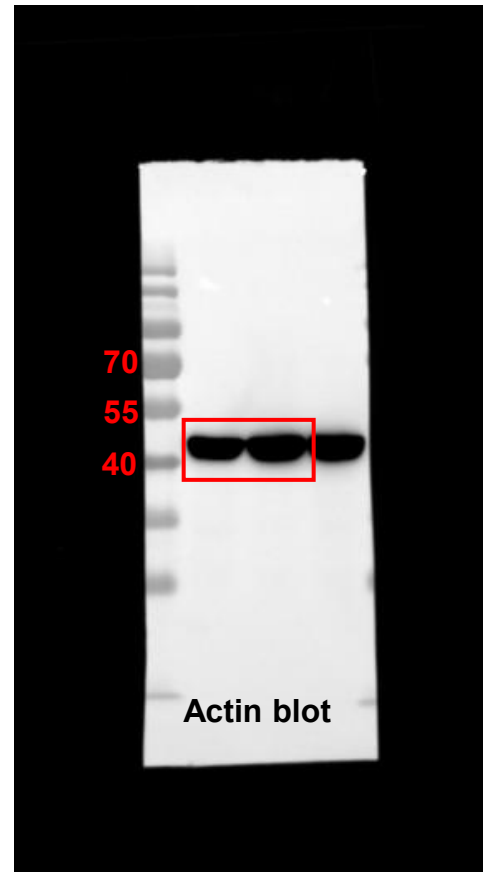

Fig S2H

HTVi-Ctrl

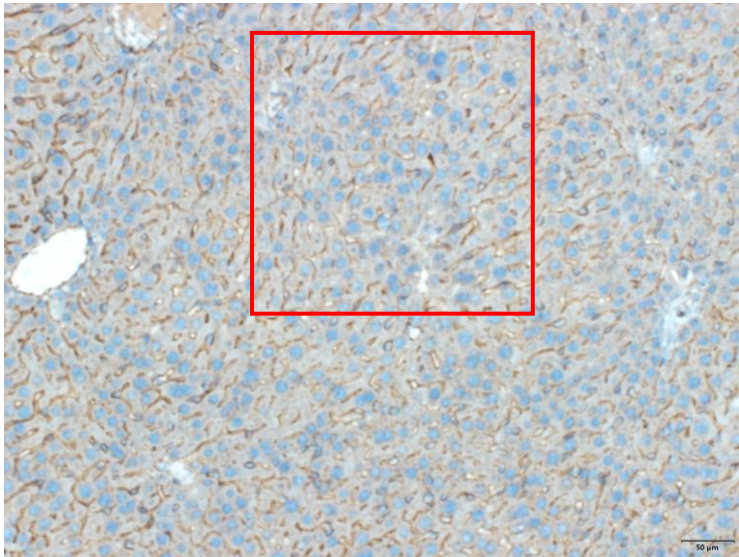

HTVi-mLRG1

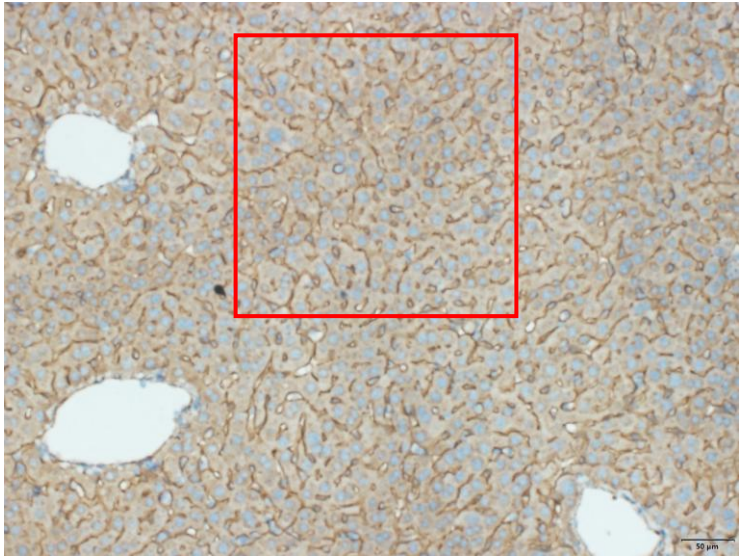

Fig S3A

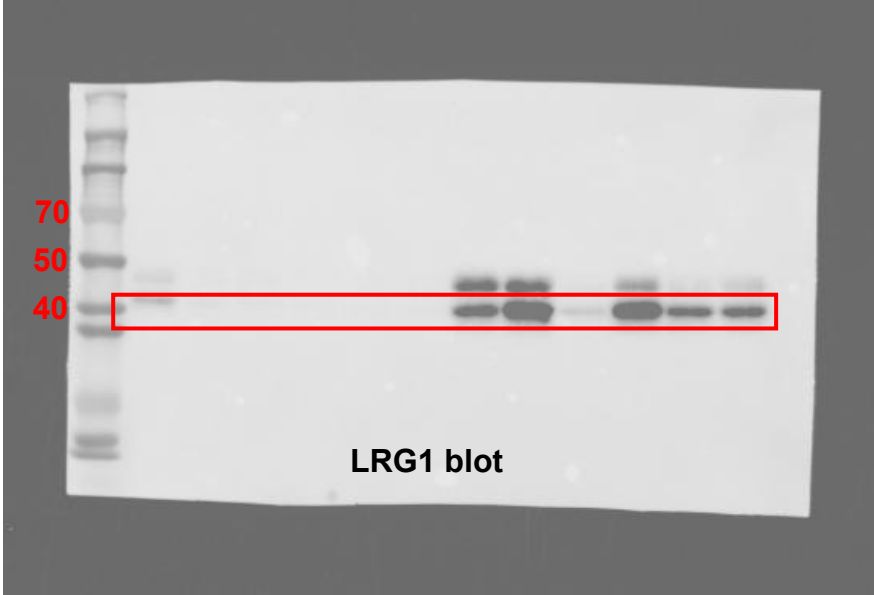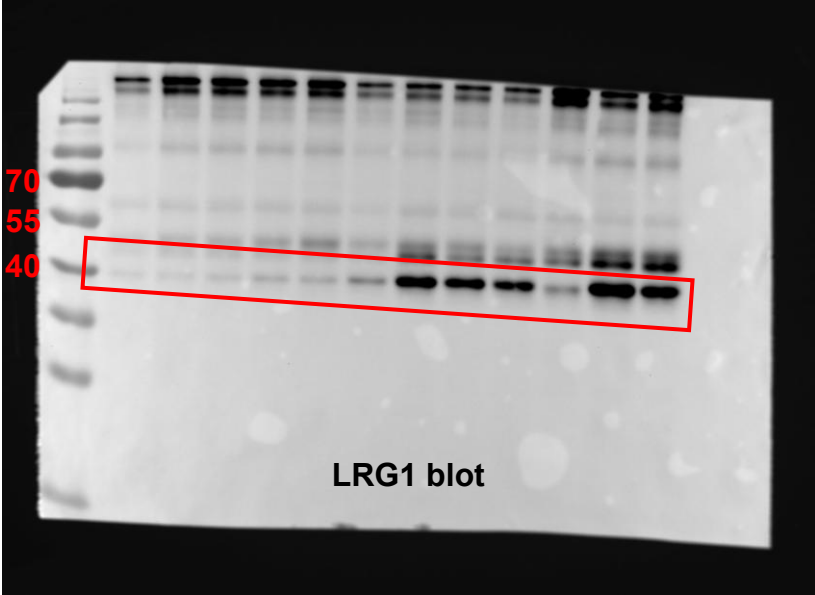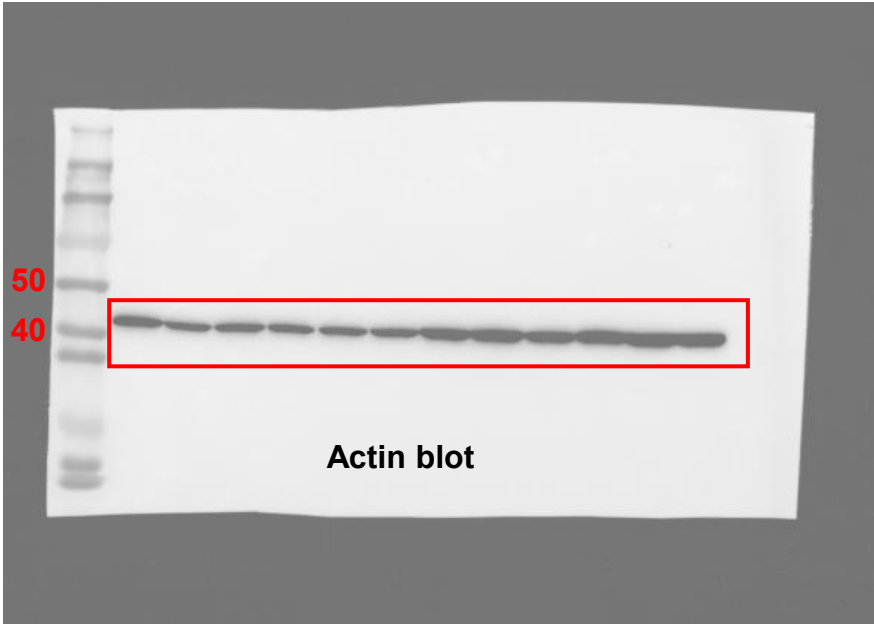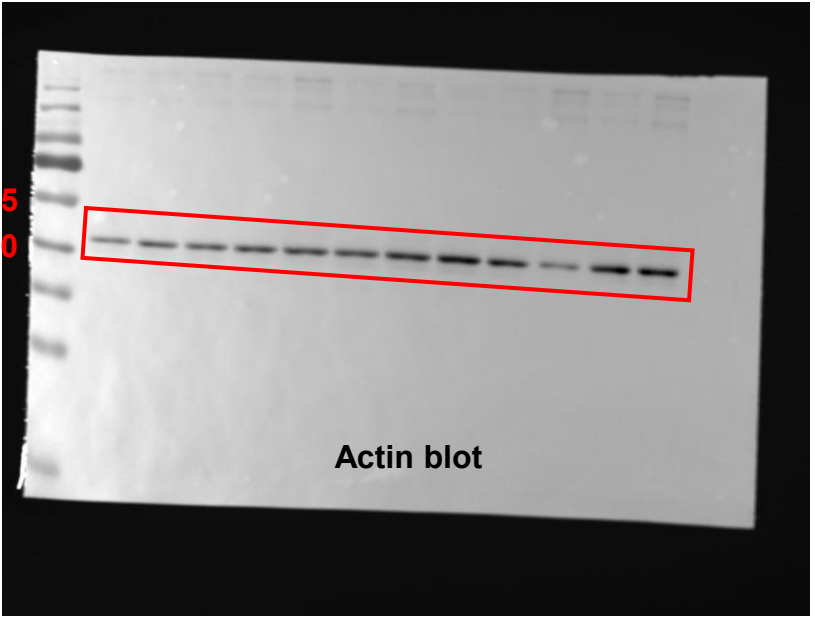

Fig S3E

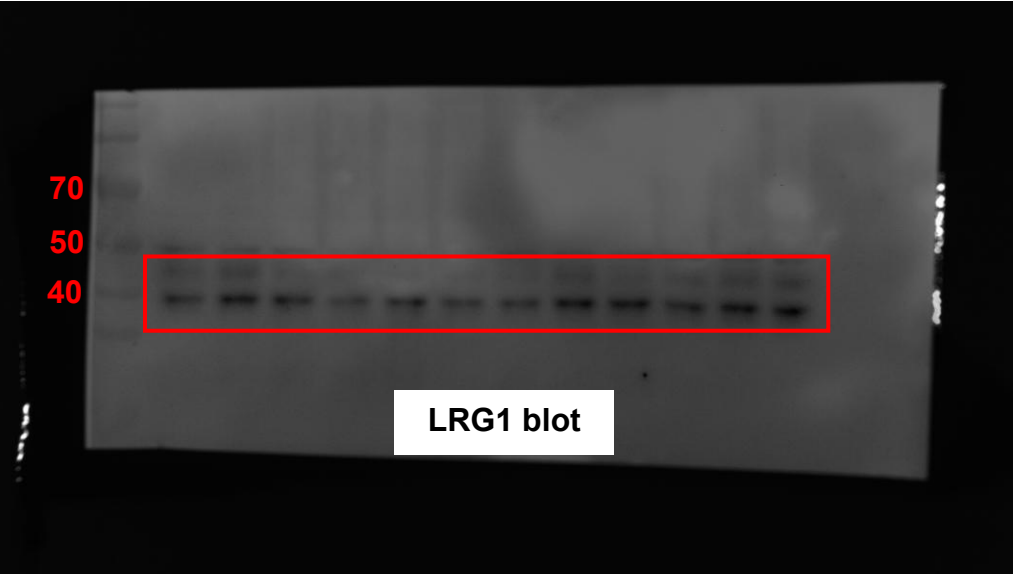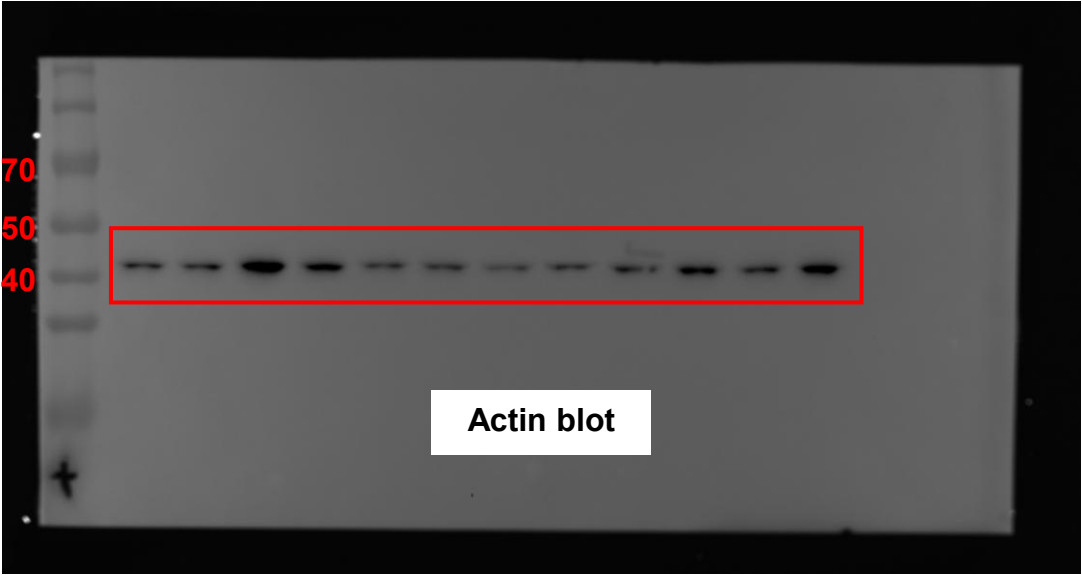

Fig S3I, K

CRC Orthotopic Model: Liver

LRG1 IHC

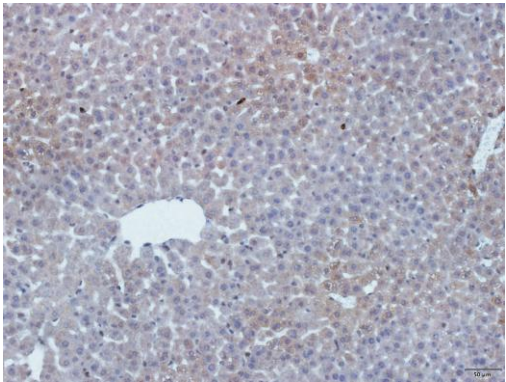

D7

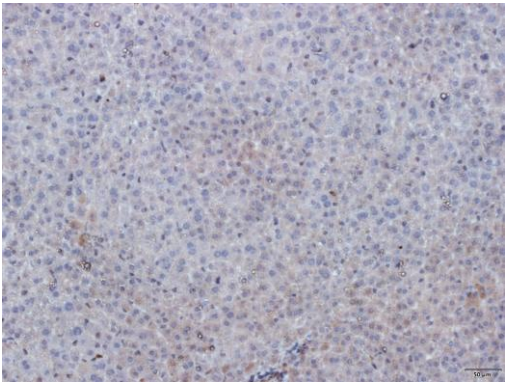

D14

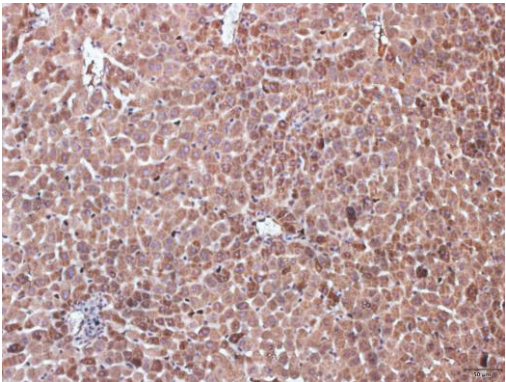

D21

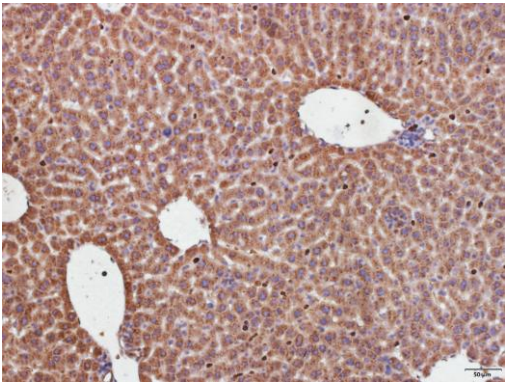

D28

CRC Intrasplenic Model: Liver

LRG1 IHC

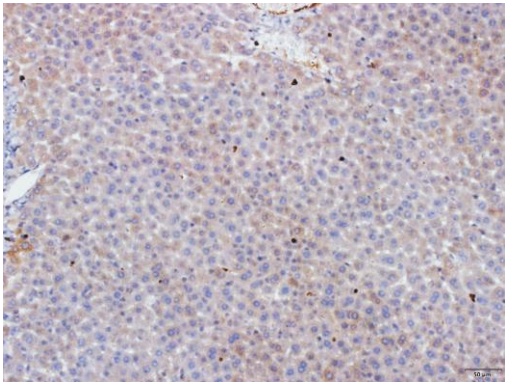

D5

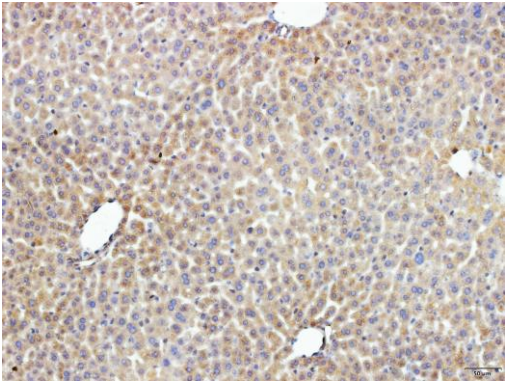

D10

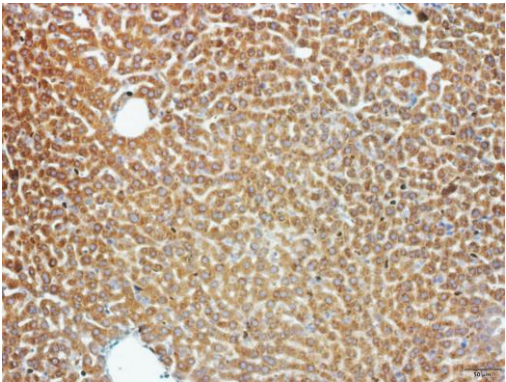

D15

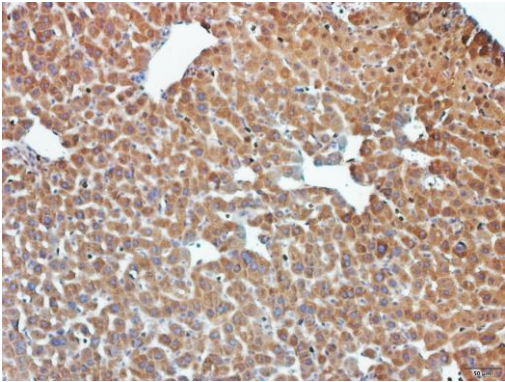

D21

Fig S3M, O

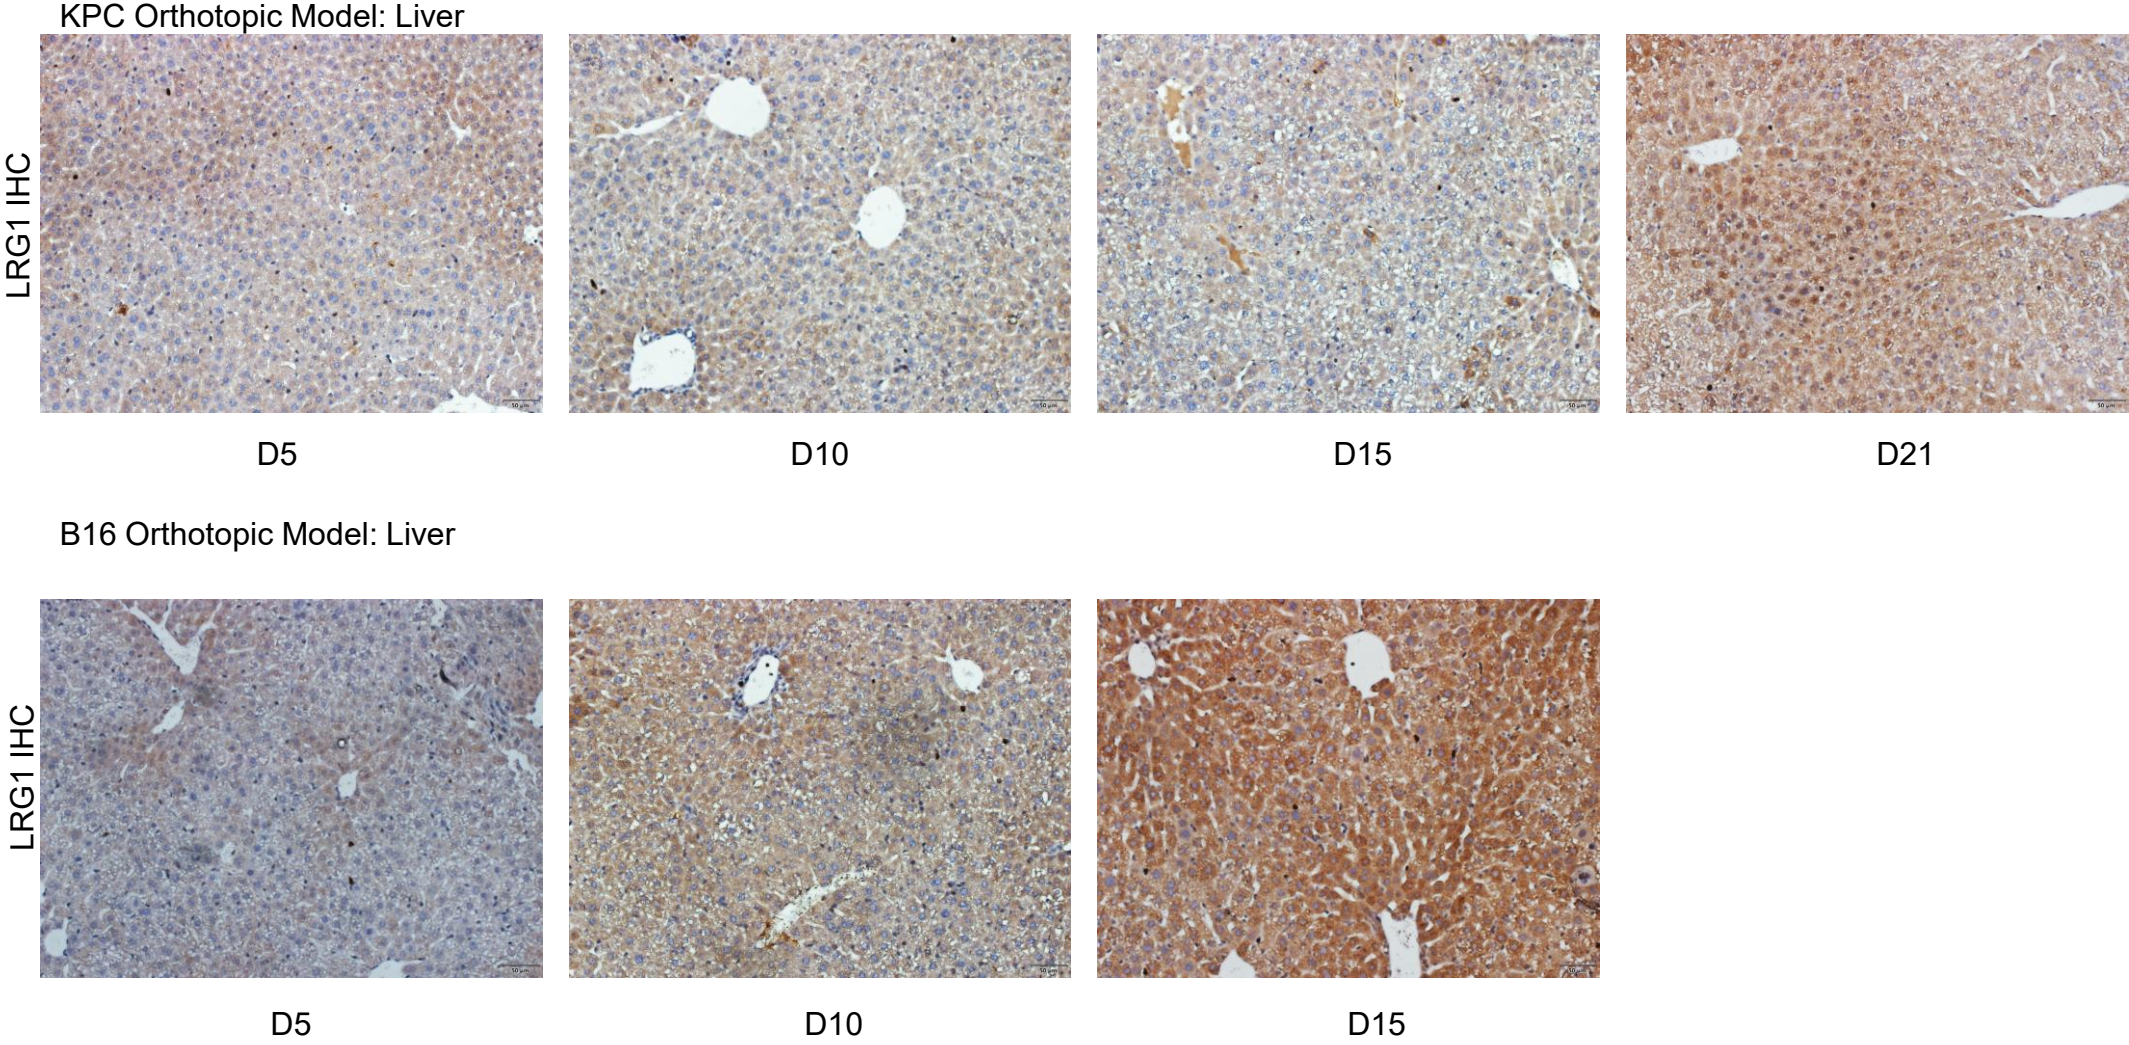

Fig S4B

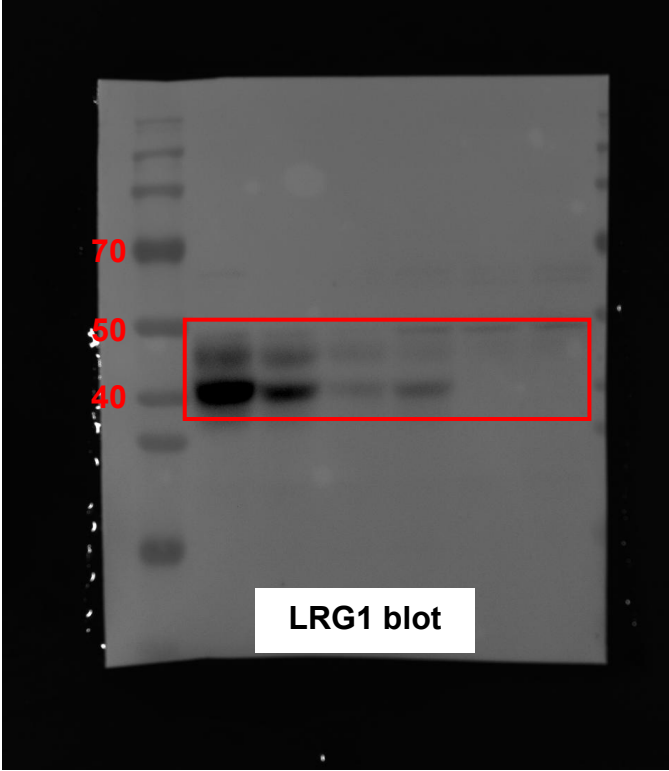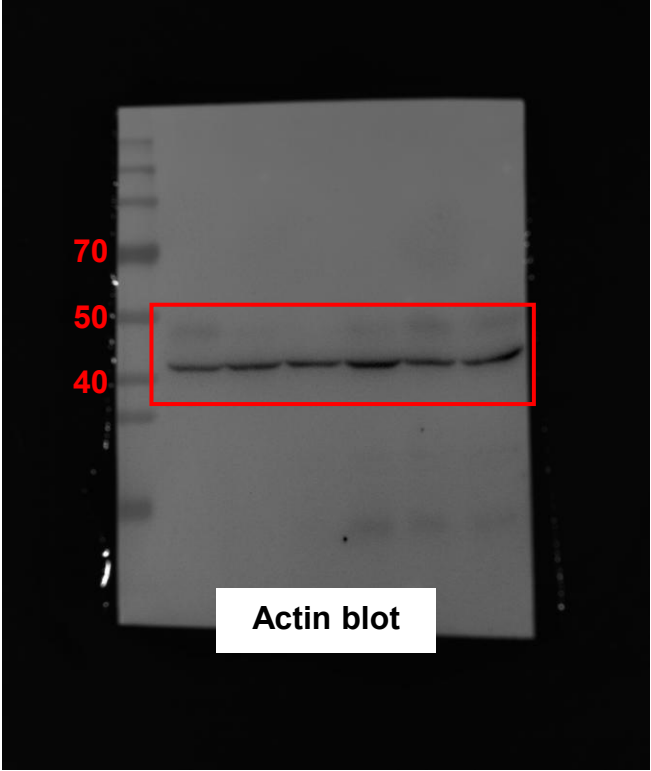

Fig S4D

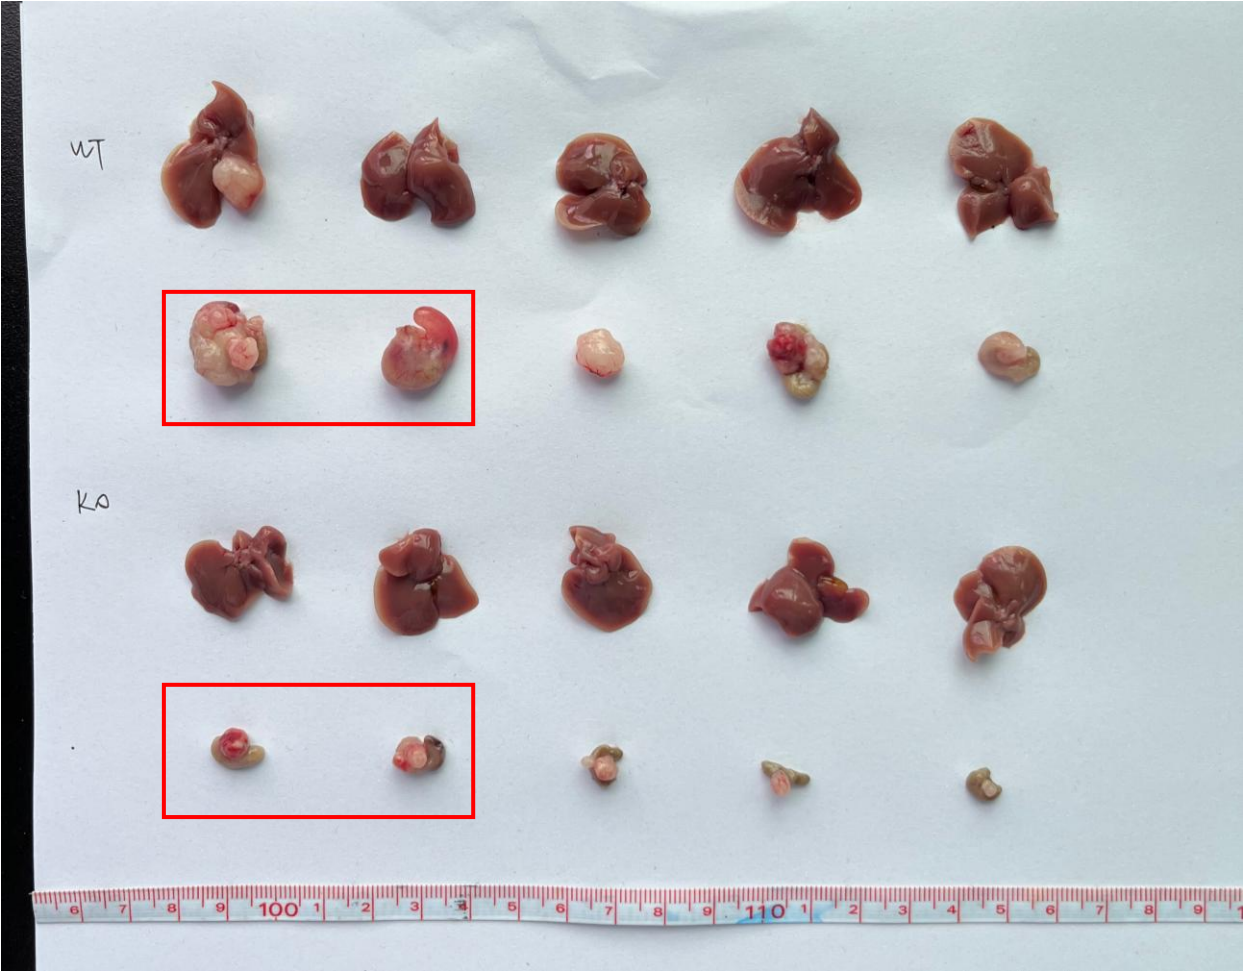

Fig S5C

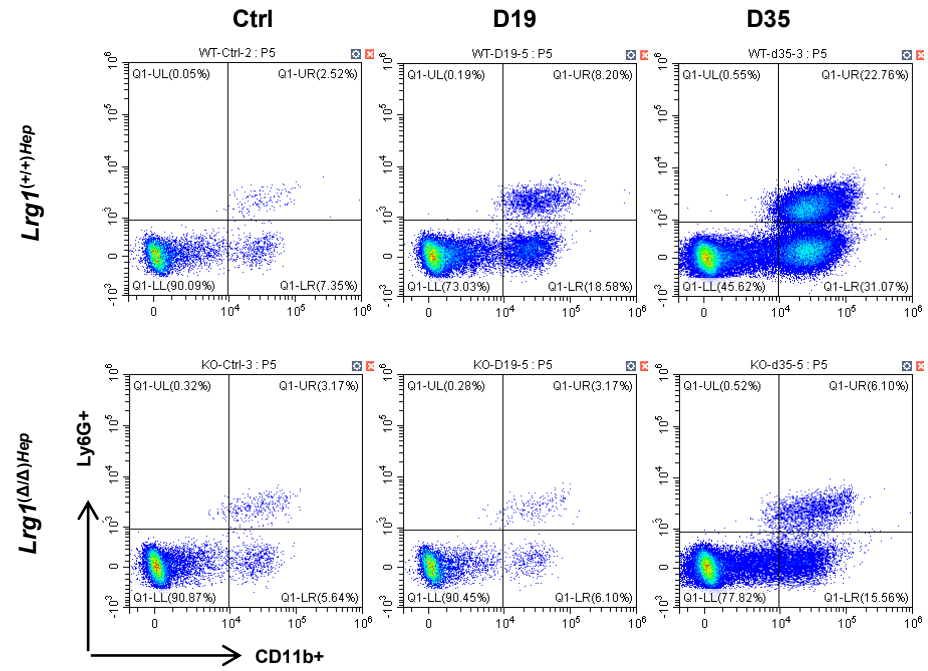

Fig S6E

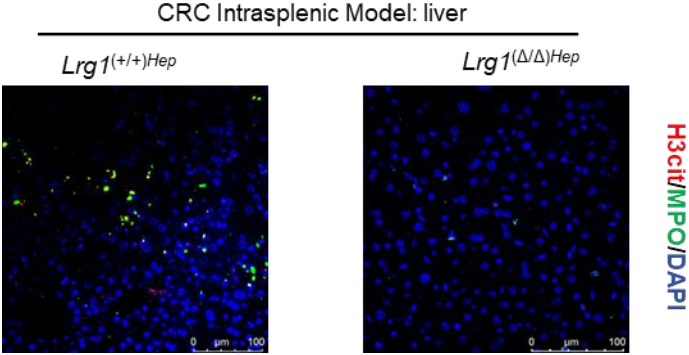

Fig S6H

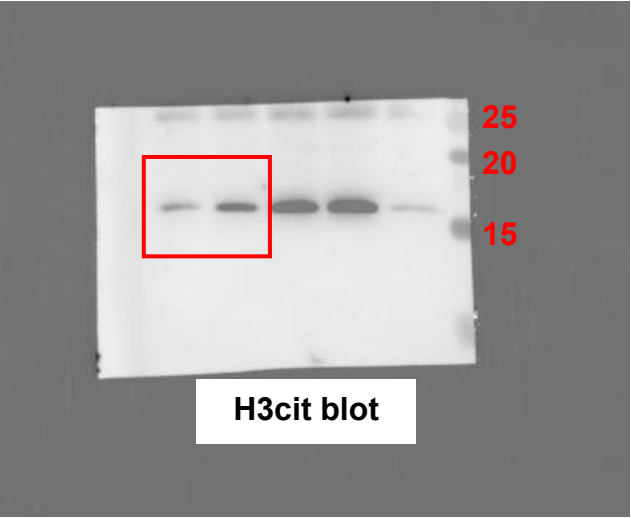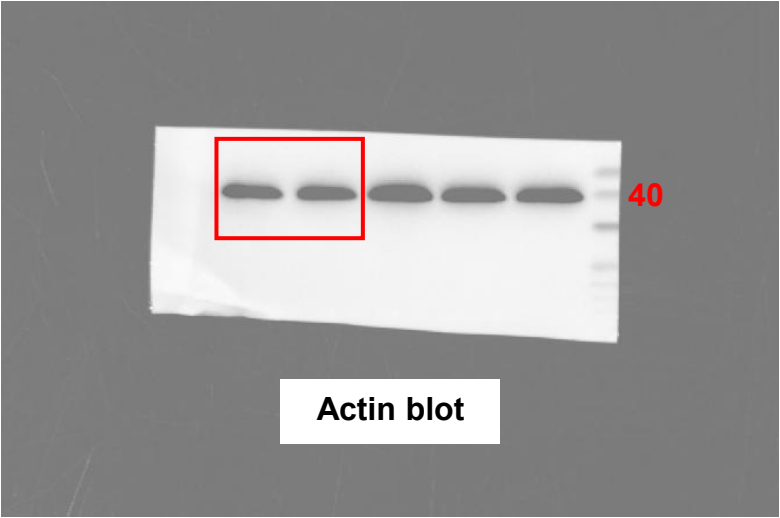

Fig S6I

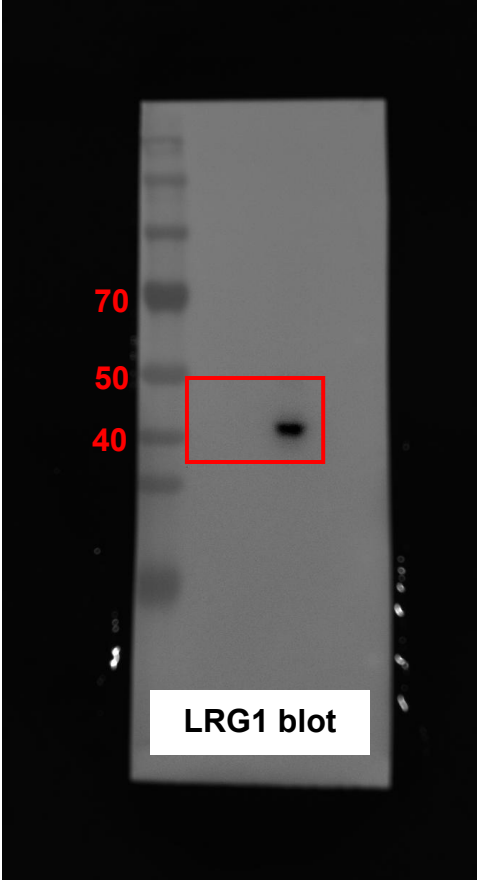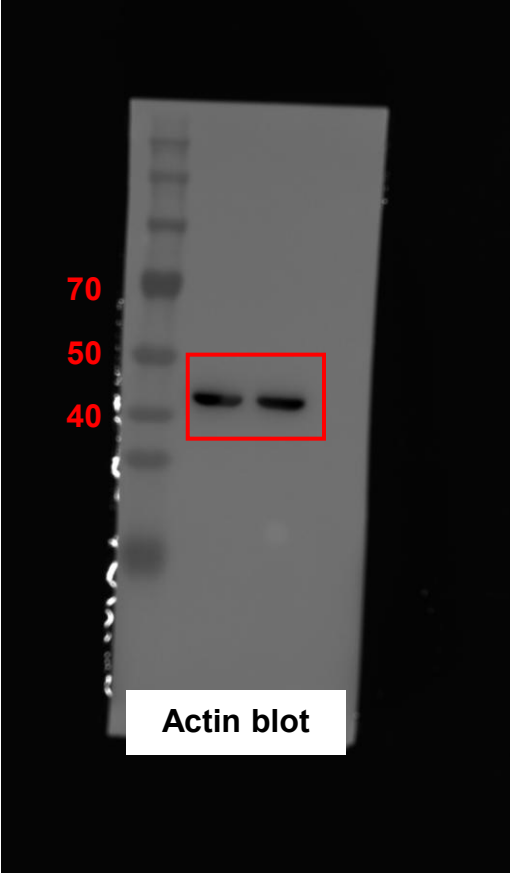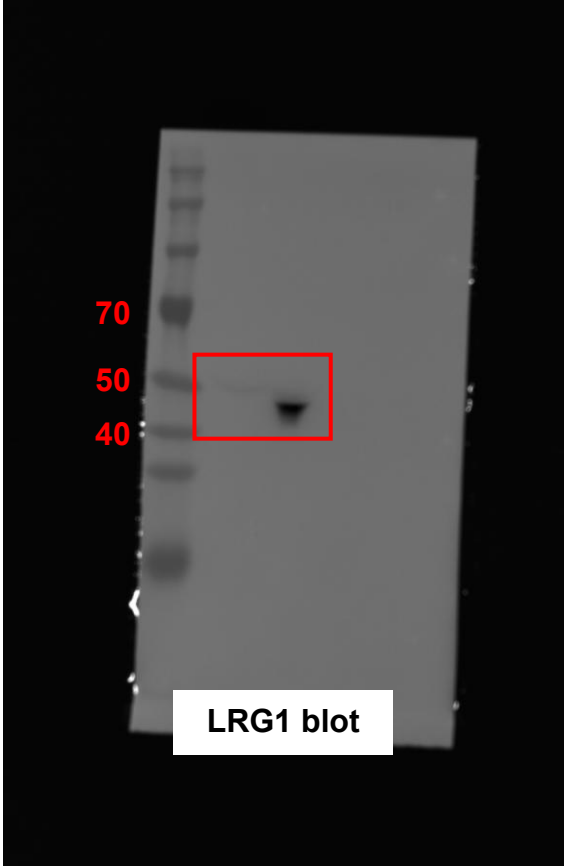

Fig S6J

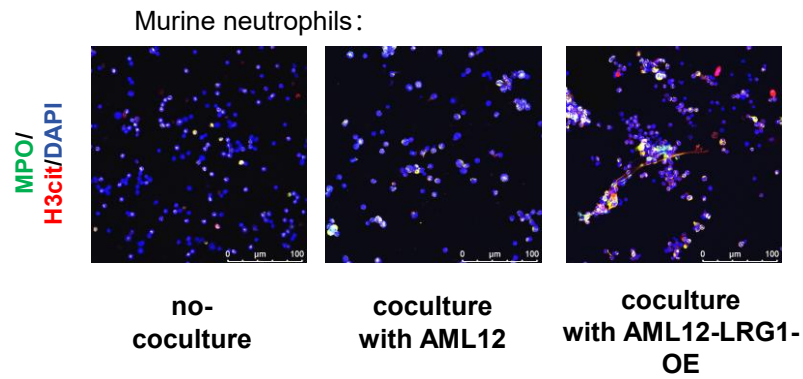

Fig S6K

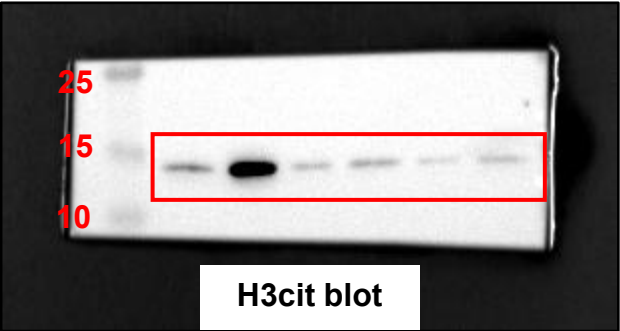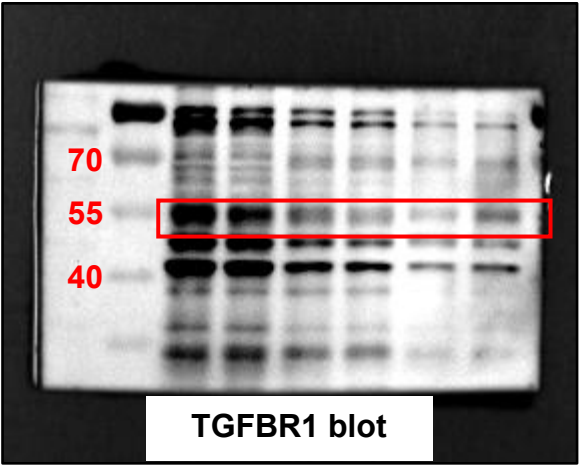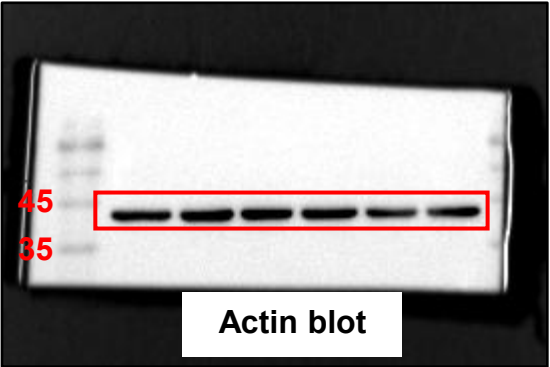

Fig S6L

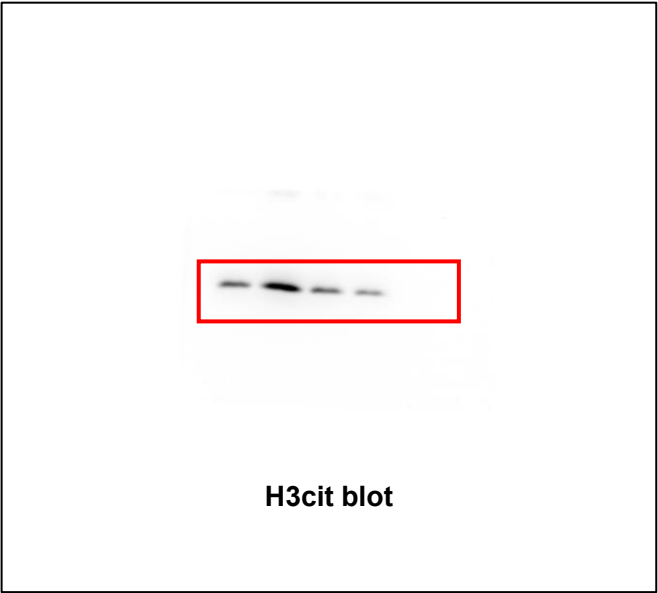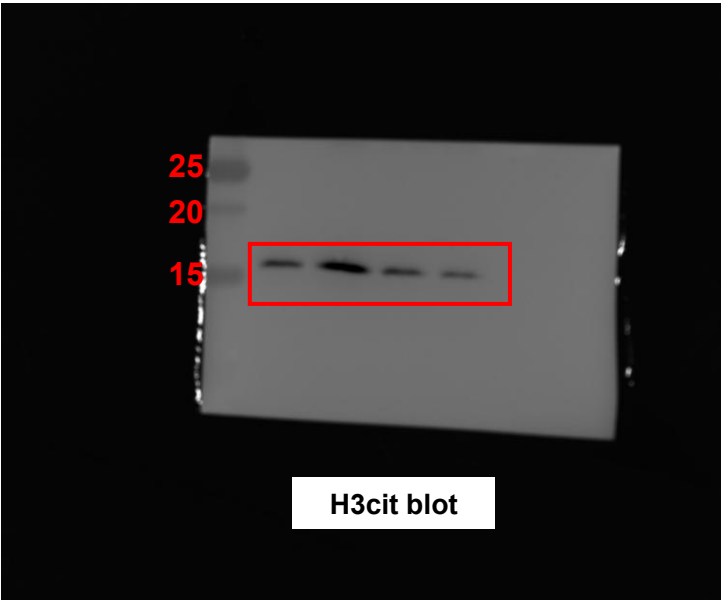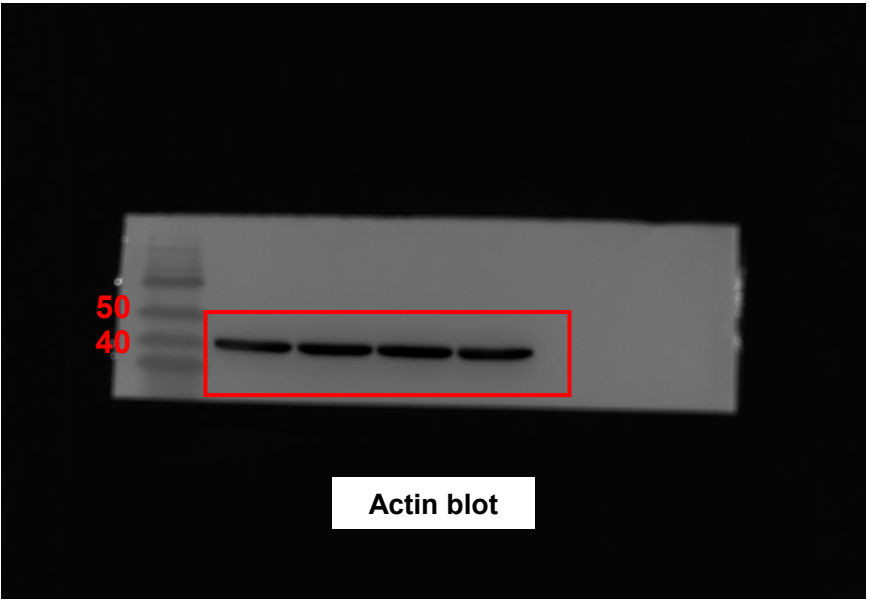

Fig S6M

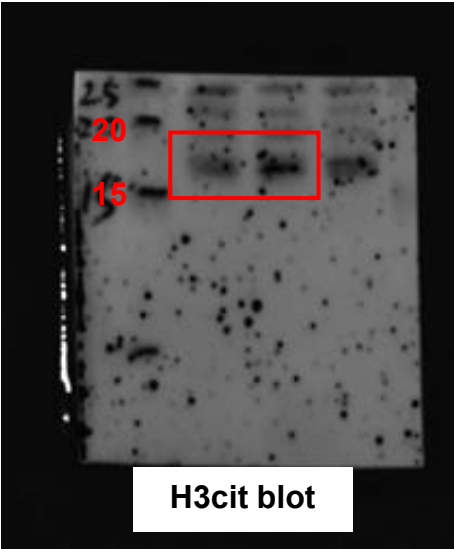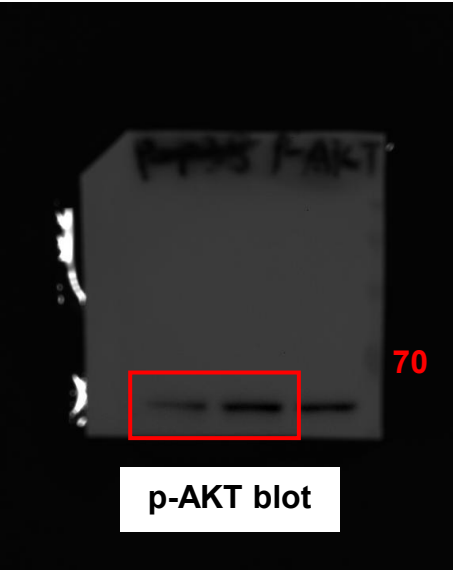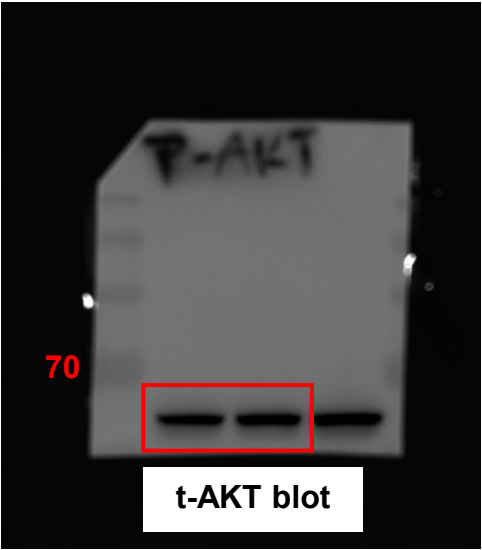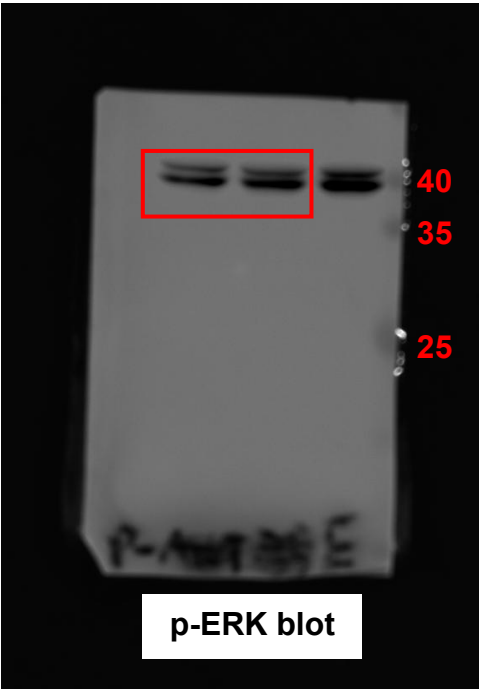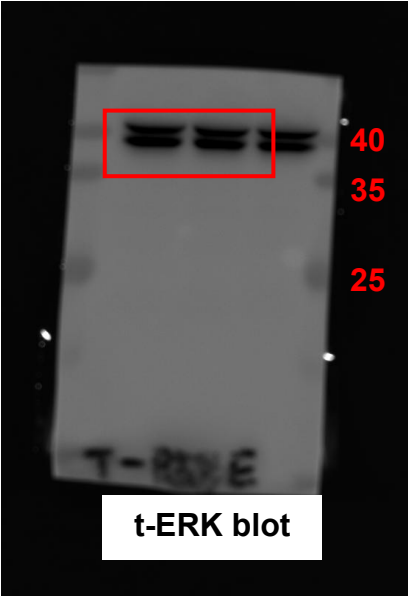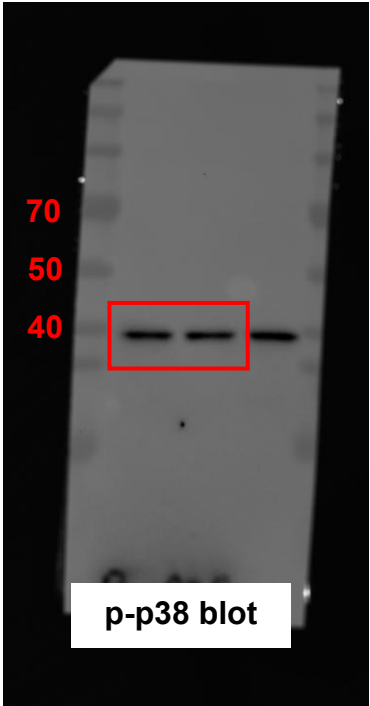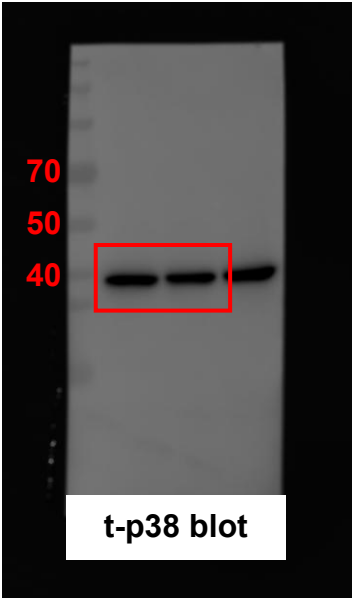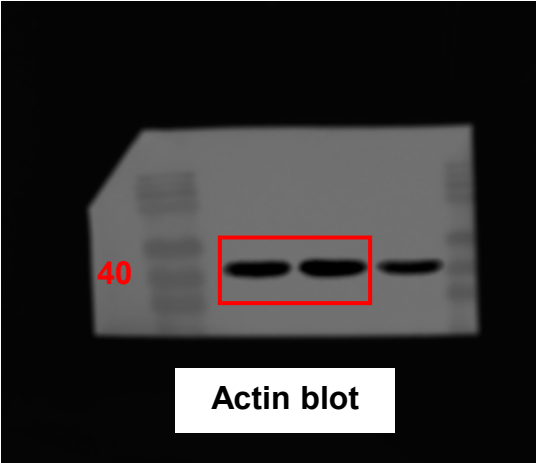

Fig S6N

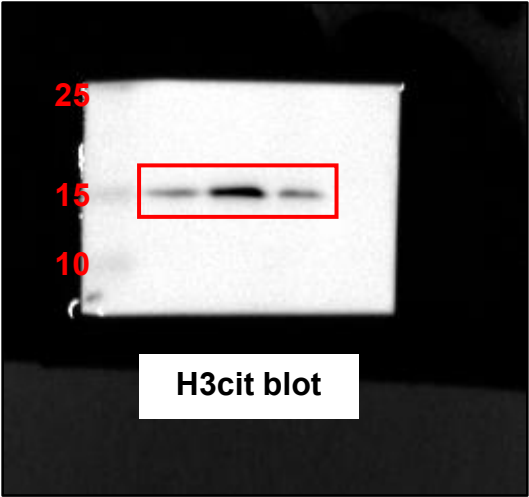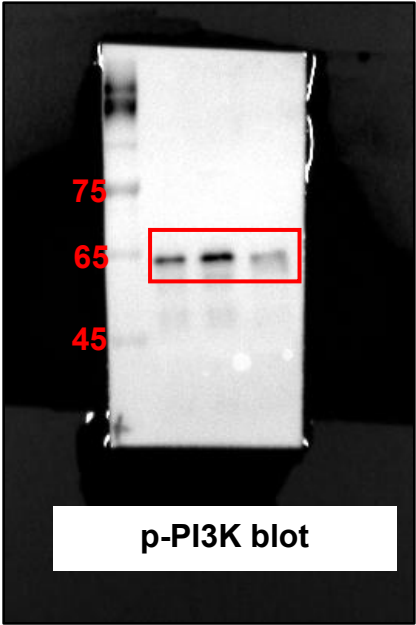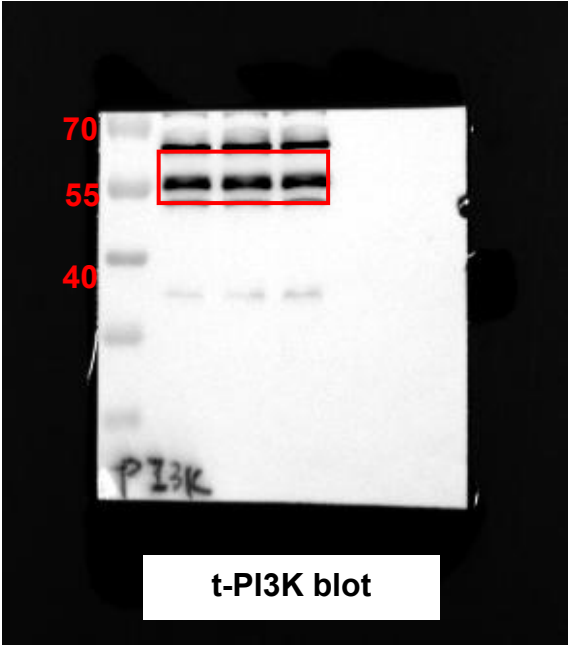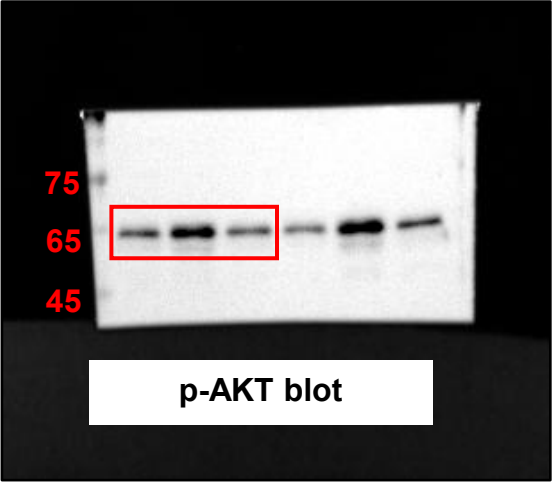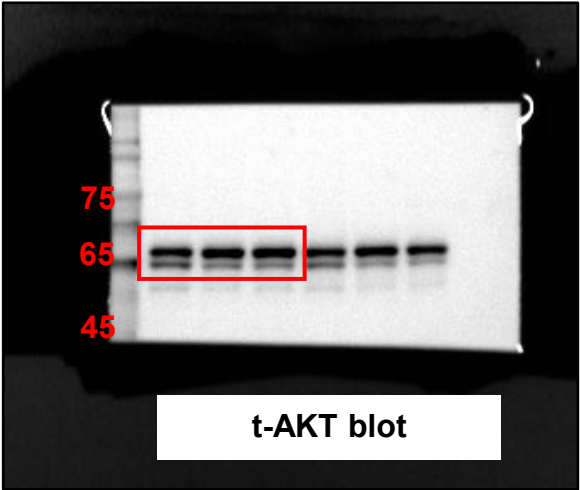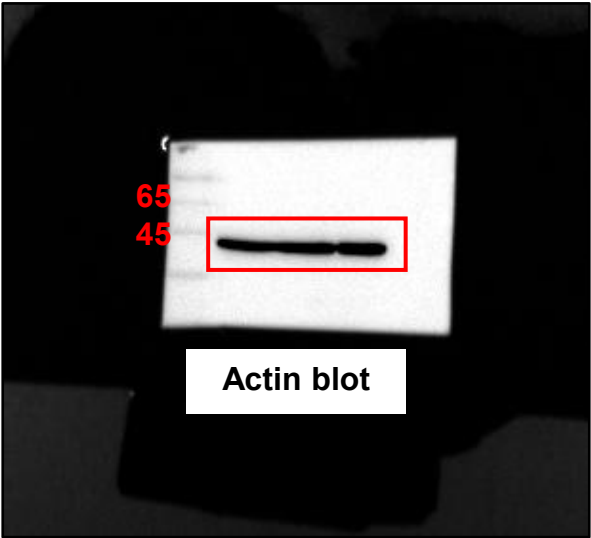

Fig S6O

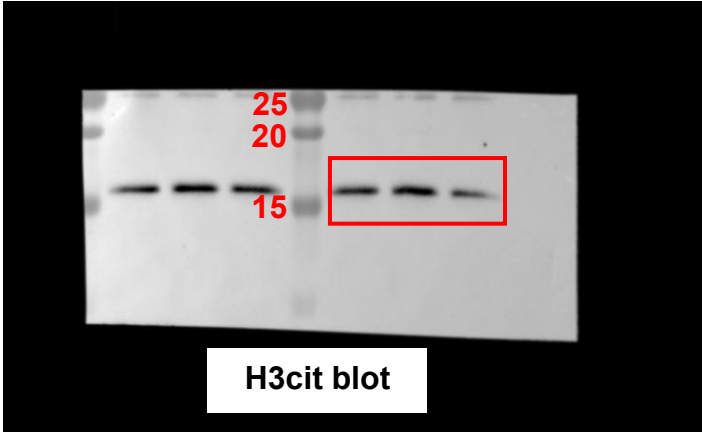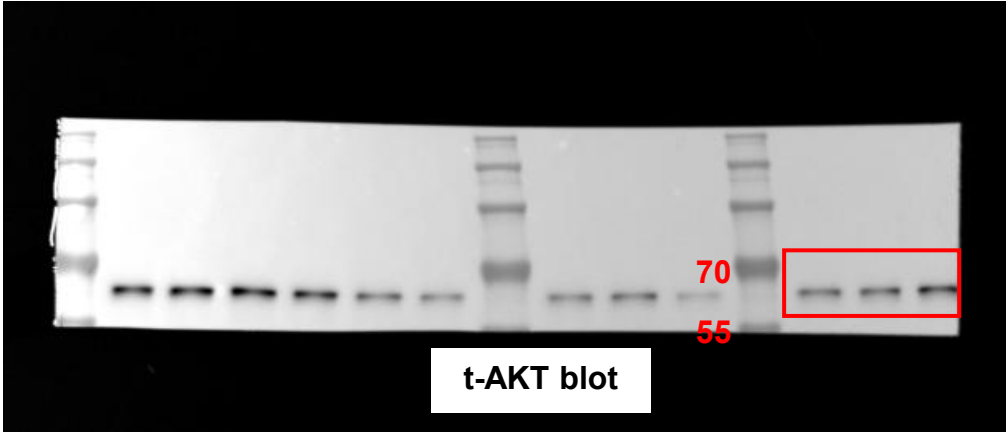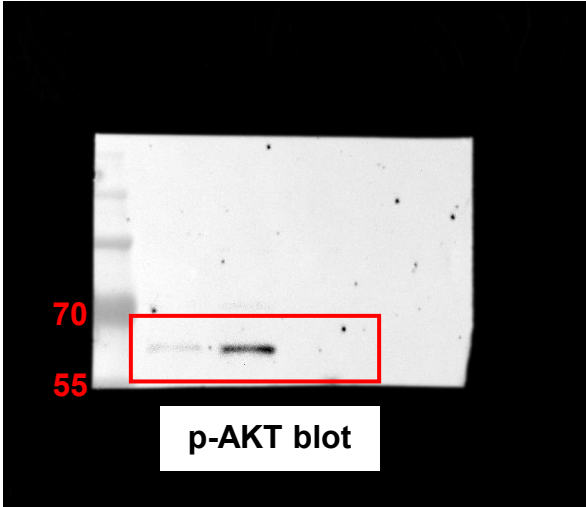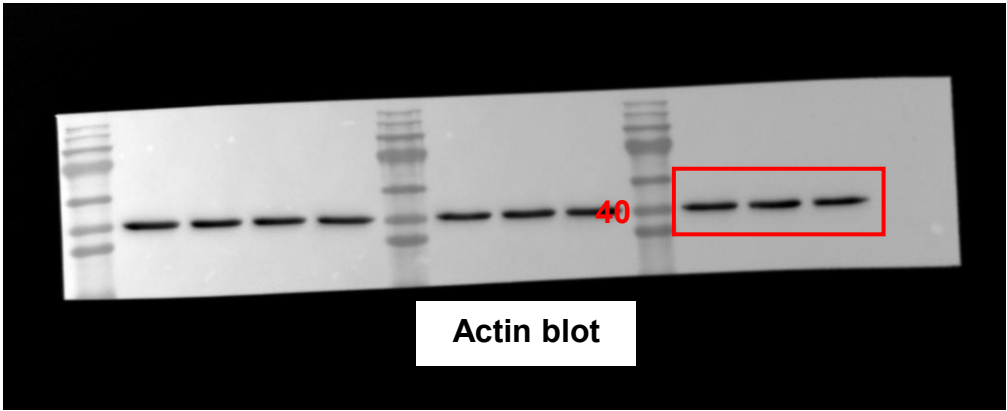

Fig S7B

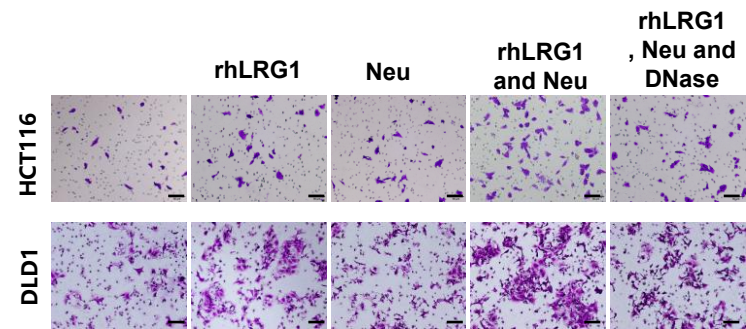

Fig S7D

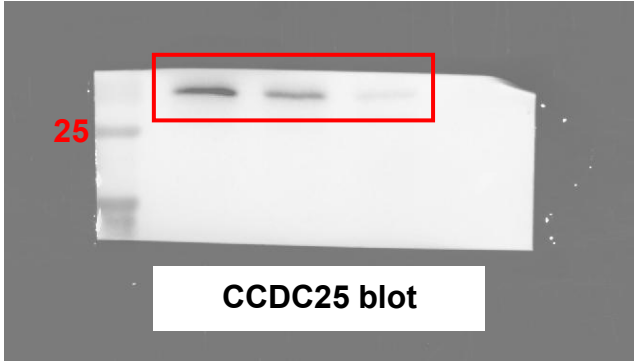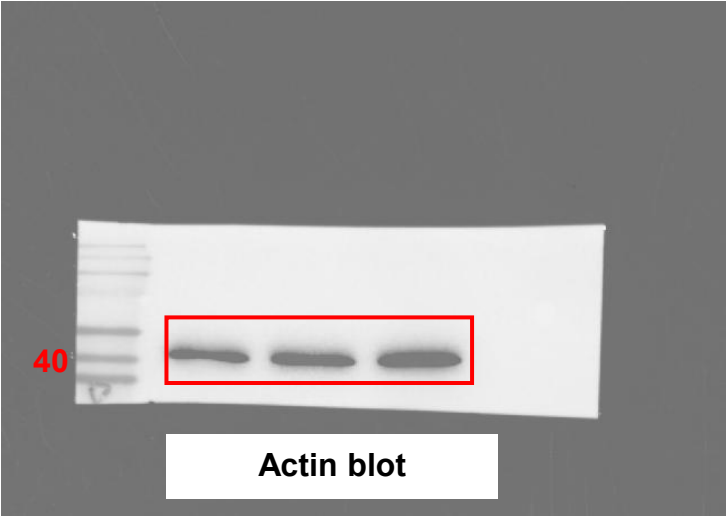

Fig S7E

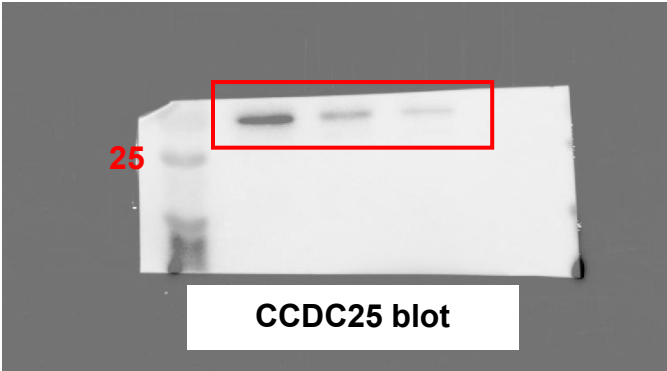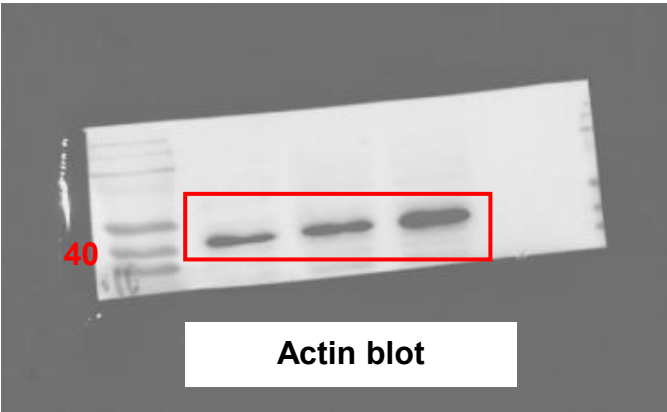

Fig S7F

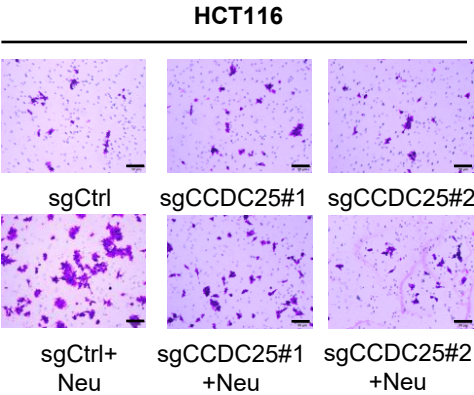

Fig S8D

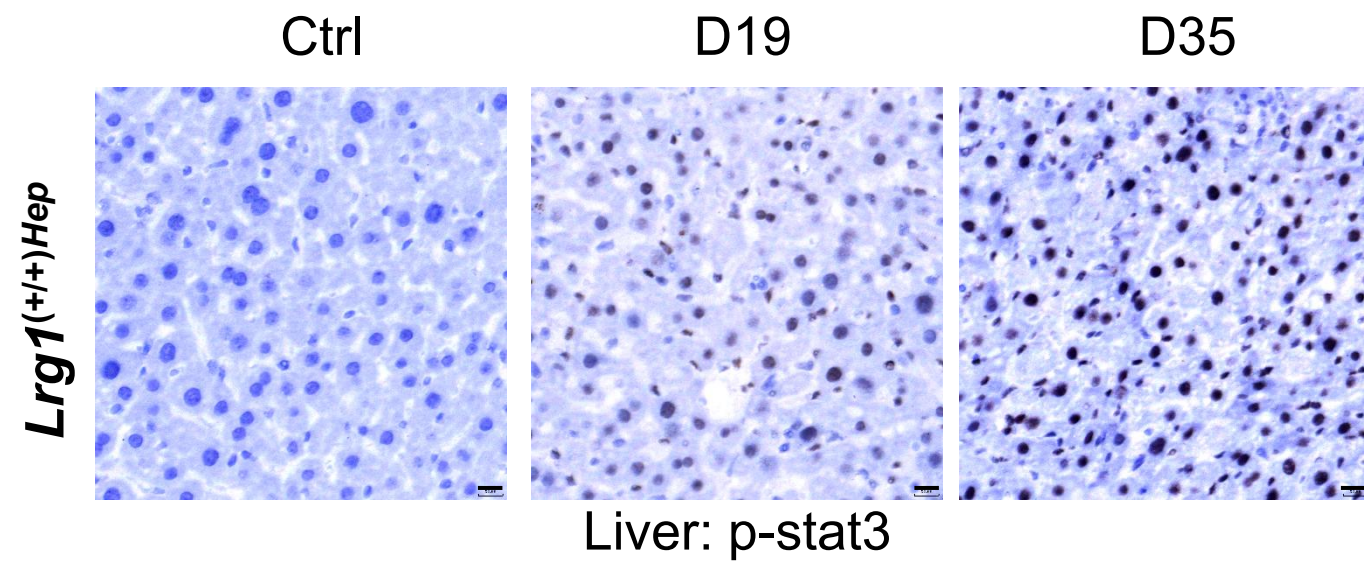

Fig S8L

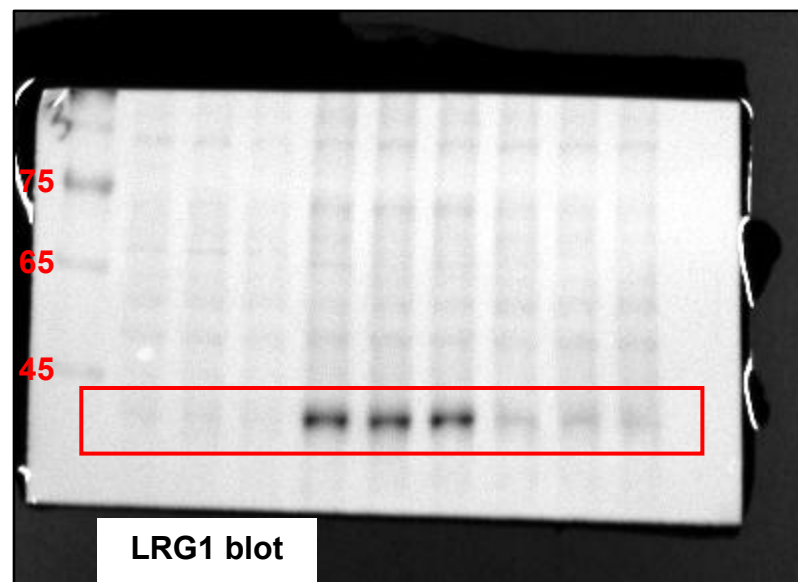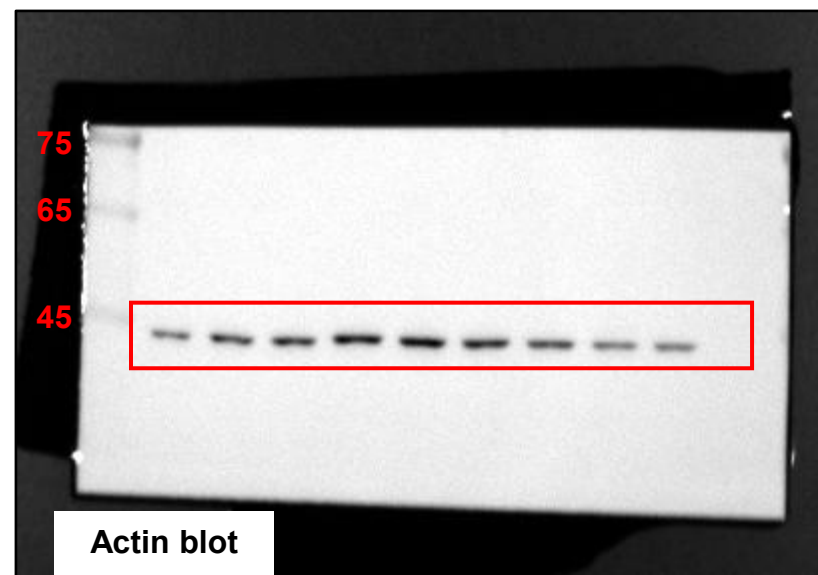

Fig S8M

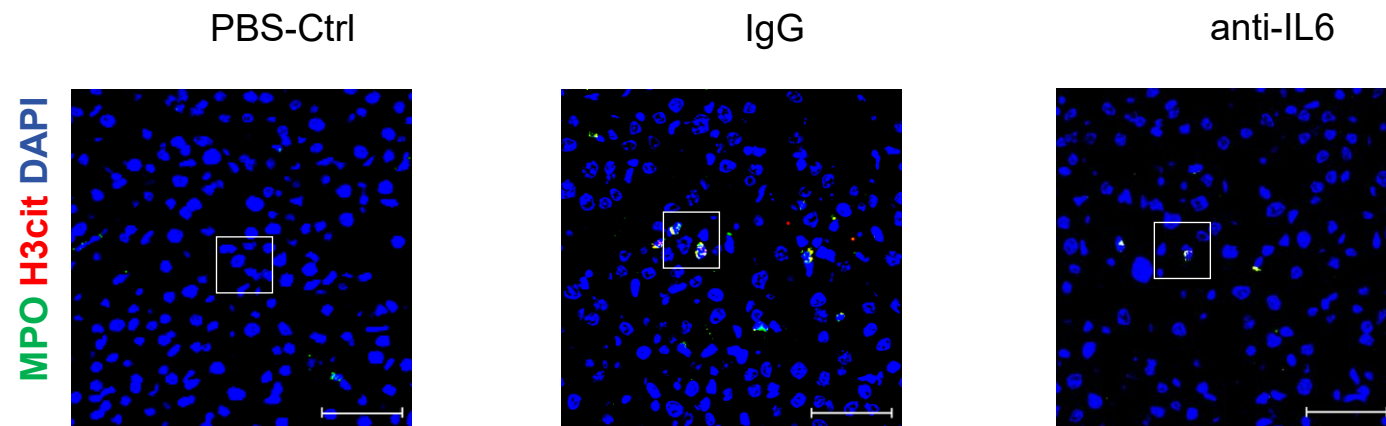

Fig S9D

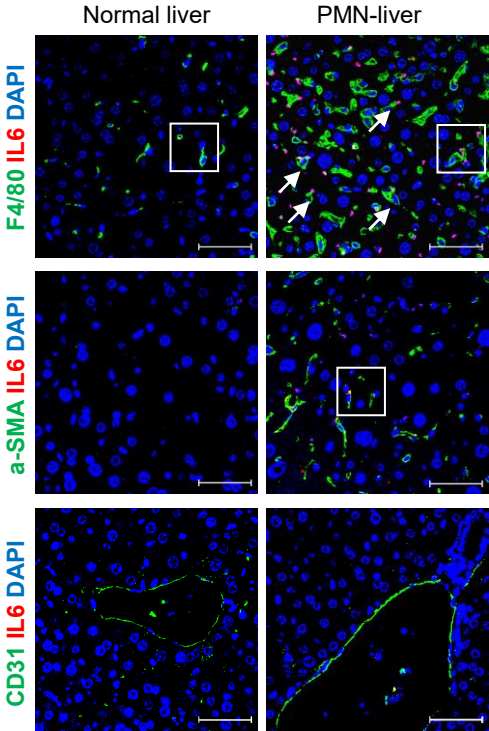

Fig S9E

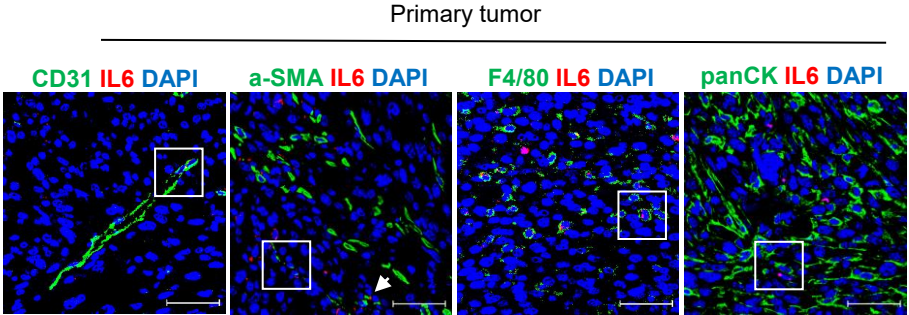

Fig S10B

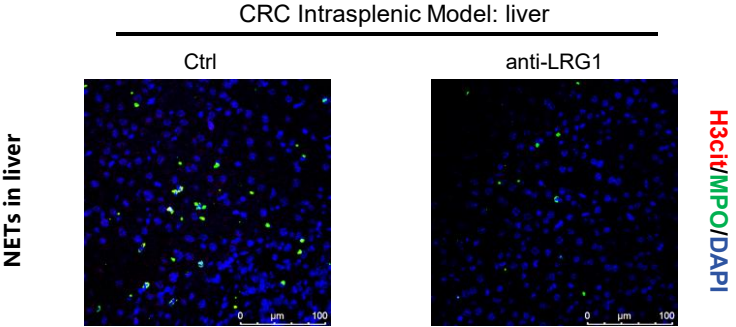

Fig S10D

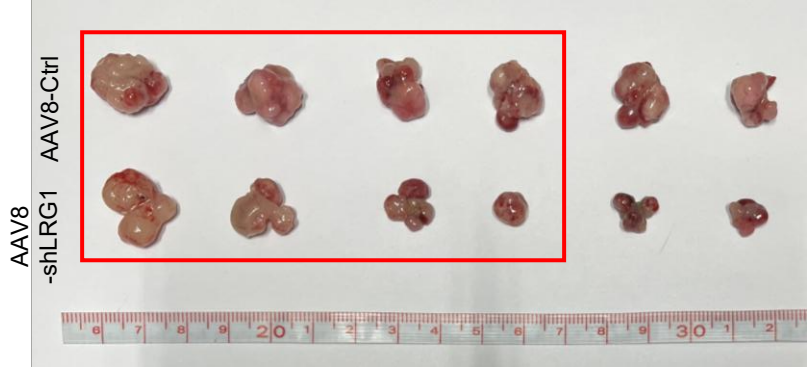

Fig S10E

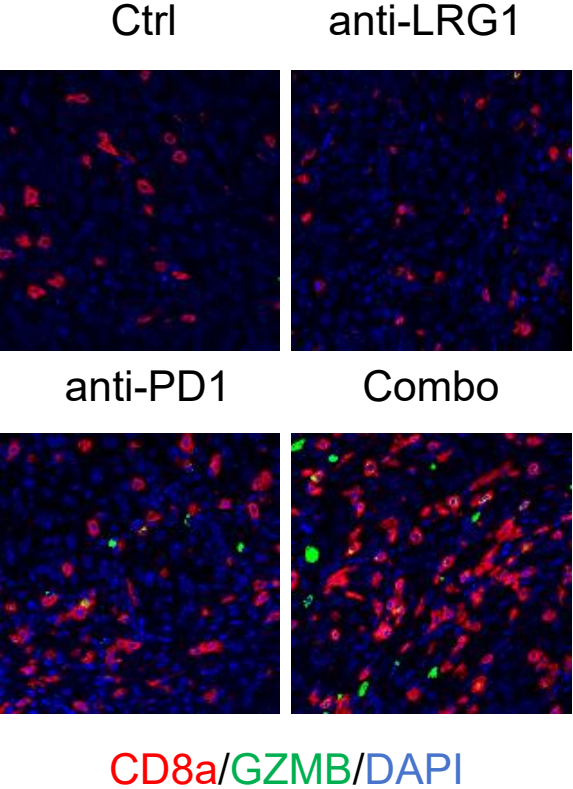

**Supplement:** Supplementary file 4 — Unprocessed images

How the deposited data were processed for this re-analysis (not part of the article)

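Bulk RNA from 6 livers was analyzed here, 2 each from sham mice, mice with CT26 tumors in the cecum (PMN) and mice injected with CT26 cells into the spleen (metastasis), all on day 21. The other experiments of the paper were not analyzed here. The authors aligned the reads to mm10 with HISAT2, counted the uniquely aligned reads on exons with featureCounts and deposited the raw count of each gene in each liver. The authors also deposited TPM values, which they calculated from these counts and the gene lengths. The paper's text does not name the gene annotation, whether counting used strand, or a pathway tool for the bulk livers. Its statistics section and the legend of Fig. S6 name a two-tailed unpaired Student's t test, and the former a p value under 0.05 as the threshold. They do not say whether these apply to the genes of the bulk livers or with which adjustment. Both tables list 20140 genes, all columns were mapped to a liver by their names and no listed gene had fewer than 6 counts summed over the livers. Each liver had between 32838321 and 43368309 counts, so that a count of 0, which allows up to 3 counts, stands for at most 0.0679 to 0.0928 CPM.

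Everything after the deposited tables was computed here with R 4.3.3 and Python 3.11.15. The test was edgeR 4.0.16's quasi-likelihood test on the raw counts, with TMM normalization, the filterByExpr filter (count minimum 10), 1 fit over all 6 livers and Benjamini-Hochberg adjustment over the 16370 genes tested. The design, the alternatives, the gene lists other than 6 added later, and the rule for naming genes were fixed before the data were examined. By that rule the text names genes from the paper, called members of the NET and complement lists, and in each comparison up to 5 called genes per direction with the largest log2 fold change among those with a mean of at least 5 CPM and no overlap between the livers of the groups compared. Not every result that this rule covers is reported here. Further genes named outside that rule were chosen after the data were seen. They include, for some lists, the most or second most abundant gene. CPM values per liver on the log2 scale use a prior count of 2. Folds against groups at or under 3 counts are given as limits. With 2 livers per group, no permutation of the labels can reach a p-value under 0.05, and leaving out a liver of a compared group gives a value without a test.

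On simulated counts with 200 changed genes among 15881, the same procedure recovered 95% of the genes changed 16-fold, 56% of those changed 4-fold and 75.5% of all. Of its 164 calls, 7.93% were false, and the unchanged group gave 0 calls. All groups were simulated with the same spread per gene, whereas the metastasis livers differed more from each other than the other pairs. The share of false calls under such unequal spread was therefore not tested. A simulated list of 40 raised genes had a Fisher p of 5.87e-50 and a list of 40 unchanged genes a p of 1.

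There were 40 gene lists, all written by hand from general knowledge or from the paper, because the KEGG lists were not used here. They cover NET formation with its 5 parts and without its histone genes, complement and coagulation, acute phase, STAT3 response, mature and immature neutrophils, monocytes and macrophages, T and NK cells, B cells, dendritic cells, endothelial cells, fibroblasts and stellate cells, cholangiocytes, hepatocytes, erythroid cells, cytochrome P450, proliferation, interferon response, circadian clock, fasting, lipogenesis, exocrine pancreas, muscle, adipose tissue, Xist and Y-chromosome genes, and genes named in the paper. Of these, 35 had at least 3 tested genes, and all but the NET list without its histone genes, which was an alternative, were tested (34 lists) with limma 3.58.1's camera at a preset inter-gene correlation of 0.01, adjusted over the lists. Camera called 20 lists higher and 3 lower in PMN than in sham livers, and 21 and 2 in metastasis than in sham livers. Of these, 20 and 22 also passed fry. None passed camera with an estimated correlation, although 18 and 16 had an unadjusted p under 0.05 there. A further 6 lists, for hypoxia response, erythroid progenitors, BMP response, both clock phases and P450 genes with no close paralog, were added after the data were seen. Over-representation was tested with a one-sided Fisher's exact test, also over 883 of the 1457 Reactome sets of fgsea 1.28.0 with 10 to 500 tested genes. Permutation tests of gene lists drew 10000 random lists of the same size, matched on expression and, where stated, on length, so that their smallest p is 1e-04.

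The alternatives were DESeq2 1.42.0, no filter on low counts, at least 10 counts in every liver, only the 2 groups compared, the replicate number as a block, library size without TMM, TMM without the 100 most abundant genes, limma on log2(TPM + 1) and log2(TPM + 0.1), log2 fold change limits of 0.5 and 1, calls in either direction, all listed genes as background, the NET list without histone genes, fry, camera with an estimated correlation, and each liver left out in turn. A robust estimate of the spread was used in a first look at the data and then moved to the alternatives, because the design fixed before had named the default; it was therefore chosen after seeing the data. The test of shared controls used 100 simulated draws for the correlation and the share of genes with the same sign, and 10 for the shared calls.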

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

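The tests of scaling, of residual blood and of P450 paralogs given here were set before their results were seen, whereas the comparison of P450 with hepatocyte genes was chosen afterward.

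The metastasis and PMN livers were compared directly over 34 gene lists. Camera with a preset correlation gave 7 lists higher and 4 lower in the metastasis livers, and these 11 differences are given here one by one. None of them passed fry, where 3 of the 11 were at an unadjusted p under 0.05 (the fibrinogen part, proliferation and erythroid lists), or camera with an estimated correlation, where 1 was (the erythroid list). Over all 34 lists, fry gave 6 at an unadjusted p under 0.05. With edgeR, no single gene passed the threshold in this comparison, whereas DESeq2 called 240 higher and 284 lower. The tumor site, the route of implantation and the tumor load changed together with the group, so none of these differences can be assigned to one of them. Tumor cells within the metastasis livers carry the same mouse genome, and their share was not tested.

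The erythroid list showed the largest difference. Its median log2 difference between metastasis and PMN livers was 3.51 (camera adjusted p = 3.77e-19, fry adjusted p = 0.19), and all 12 tested genes were higher when adjusted over the list alone. Compared with the sham livers, the metastasis livers were higher by a median of 3.16 with 9 genes called. The paper names hemoglobin genes only to exclude red blood cells from its single-cell data. Without metastasis liver 1, these medians were 2.12 and 1.92, and on log2(TPM + 1) they were 1.76 and 1.45. Hbb-bs reached 865 and 673 CPM in the metastasis livers, 223 and 146 CPM in the PMN livers and 123 and 214 CPM in the sham livers, and Hba-a1 reached 575 and 376 CPM in the metastasis livers. Of the 12 genes, 5 lay at a mean of 1 CPM or more in the sham livers and 0 were on another list. By library size without TMM and by TMM without the 100 most abundant genes, the lower median was 3.45, which argues against scaling by a few abundant genes as the cause. More residual blood and red cell formation in the liver cannot be told apart. The 17 erythroid progenitor genes were higher in the metastasis than in the PMN livers by a median of 0.89, more than in any of 10000 random lists matched on expression (permutation test, p = 1e-04, the smallest the random lists can give). This is what red cell formation would need, although the highest random value was 0.889. However, 9 of them are expressed at a mean of 1 CPM or more in the sham livers, and their median log2 CPM was higher in PMN liver 2 (2.11) than in metastasis liver 2 (1.51). That the metastasis livers may form red cells therefore remains a hypothesis.

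Proliferation genes, which the paper does not discuss for these livers, were higher than in the sham livers by a median log2 fold change of 0.96 in the PMN livers and 2.09 in the metastasis livers, with 2 and 11 of 27 genes called higher. The 2 genes called in the PMN livers were Top2a and Tpx2, and Tk1 was called lower in both groups. The PMN value was 0.64 without PMN liver 1, and its fry adjusted p was 0.0519. The difference between metastasis and PMN livers was 0.82 (camera adjusted p = 1.64e-06, fry adjusted p = 0.19), and it stayed between 0.65 and 0.95 with each liver left out. On log2(TPM + 1) the 3 medians were 0.31, 0.88 and 0.53. Of the 27 genes, 16 lay at a mean of 1 CPM or more in the sham livers. These 3 genes were named after their values were seen. Tpx2 lost its call on log2(TPM + 1), within a range of the adjusted p of 4.53e-05 to 0.0562. Tk1 was at 60.7 and 61.1 CPM in the sham livers and at 7.79 and 13.3 CPM in the metastasis livers. Which cells divide was not tested.

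Acute phase genes were higher by a median log2 fold change of 2.97 in the PMN livers and 2.64 in the metastasis livers, with 25 of 30 genes called higher in each and Hamp called lower in the metastasis livers. The paper does not discuss these genes as a group. All 30 genes lay at a mean of 1 CPM or more in the sham livers, and 6 are on another list. Hpx rose from 3048 and 2961 CPM in the sham livers to 23316 and 22256 CPM in the PMN livers. Because these genes are abundant, scaling was tested. By library size without TMM and by TMM without the 100 most abundant genes, the lowest median was 2.38, which argues against scaling by a few abundant genes as the whole cause. On log2(TPM + 1), the median in the metastasis livers was 2.26. A2m, on chromosome 6 of mm10 from 121636165 to 121679238, was at least 1488-fold higher in the PMN livers and at least 2281-fold higher in the metastasis livers (adjusted p = 0.00543 and 0.00443 from edgeR's quasi-likelihood test). The limits in the liver with fewer counts were 1388-fold and 1465-fold. The acute phase list differed between metastasis and PMN livers by a median of -0.33 (camera adjusted p = 0.00494, fry adjusted p = 0.288), which was -0.14 without metastasis liver 1 and -0.56 without metastasis liver 2. The fibrinogen, complement and von Willebrand factor part of the NET list, with 6 genes, differed by -0.42 (camera adjusted p = 0.0164, fry adjusted p = 0.185), or -0.79 without PMN liver 2. A weaker hepatic acute phase in the metastasis livers remains an untested hypothesis.

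Several lists of cell types were higher in the metastasis than in the PMN livers, and each value changed over 1.5 times without 1 of the metastasis livers. The mature neutrophil list differed by a median of 0.86 (camera adjusted p = 0.016, fry adjusted p = 0.508), which was -0.02 without metastasis liver 1. The neutrophil genes of Fig. S6D, which the paper chose in other samples, differed by 0.87 (0.00494 and 0.252), which was 0.36 without metastasis liver 1. The T and NK cell list differed by 1.44 (0.0373 and 0.252), which was 0.55 without metastasis liver 2 and -0.09 over the genes with at least 10 counts in every liver. The B cell list differed by 1.43 (0.0164 and 0.288), which was 0.62 without metastasis liver 2 and 0.21 on log2(TPM + 1). These lymphocyte genes were scarce. None of the 12 T and NK cell genes and 1 of the 7 B cell genes lay at a mean of 1 CPM or more in the sham livers. Cd4 reached at most 2.47 CPM, in PMN liver 2, and Gzma at most 3.56 CPM, in metastasis liver 2. The fibroblast and stellate cell list differed by 0.56 (0.016 and 0.288), which was 0.02 without metastasis liver 2. Its most abundant gene, Dcn, was at 280 and 249 CPM in the metastasis livers and at 173 and 167 CPM in the PMN livers, whereas Reln was at 32.8 and 40.6 CPM against 63.2 and 51.4 CPM. Of the 10 genes, 9 lay at a mean of 1 CPM or more in the sham livers. A difference in cell composition and a difference between single livers both remain open.

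Both metabolic lists named here were lower in the metastasis than in the PMN livers. Cytochrome P450 genes differed by a median of -0.63 (camera adjusted p = 0.0274, fry adjusted p = 0.252), which was -0.12 without PMN liver 1. Lipogenesis genes differed by -0.64 (0.0248 and 0.29), which was -0.31 without metastasis liver 1. Compared with the sham livers, P450 genes differed by a median of -1.94 in the PMN livers and -1.89 in the metastasis livers, with 7 and 10 of 15 called lower. A lower share of hepatocyte RNA would lower hepatocyte genes alike, but the median of the P450 list differed from that of the hepatocyte list by -1.23 in the PMN livers and -1.76 in the metastasis livers, beyond the spreads of 0.194 and 0.513. Reads shared between paralogs would spare P450 genes with no close paralog, but their median was -0.93 in the PMN livers and -1.67 in the metastasis livers (permutation test with random lists matched on expression, p = 0.0023 and 1e-04). The hepatocyte list itself was at -0.70 in the PMN livers and -0.13 in the metastasis livers. In the PMN livers this is close to the -0.93 of the P450 genes with no close paralog. Both explanations acting together therefore stay open in the PMN livers. A lowered expression of P450 genes per hepatocyte is a hypothesis that these tests leave open.

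The chemokine gene Cxcl14 and the hormone gene Fgf23 had no counts in either sham liver and are not discussed in the paper. Cxcl14, on chromosome 13 of mm10 from 56288643 to 56296811, was at 14.6 ± 0.855 CPM in the metastasis livers (SD, n = 2), at least 197-fold higher (adjusted p = 0.00443 from edgeR's quasi-likelihood test) and at least 189-fold in the liver with fewer counts. In the PMN livers it was at least 40.0-fold higher. Fgf23, on chromosome 6 from 127072902 to 127082296, was at least 641-fold higher in the metastasis livers (adjusted p = 0.0376), but this rests on metastasis liver 1 with 90.9 CPM. Metastasis liver 2 had 3.90 CPM, at least 52.8-fold higher. The adjusted p of Fgf23 ranged from 0.000718 to 0.0989 over the alternatives, and it was not called with only the metastasis and sham livers, on log2(TPM + 1) or without either PMN liver. No explanation was tested for either gene.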

How the results depend on the processing

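The robust estimate of the spread was chosen after seeing the data, and all other alternatives before. Wherever over-representation was tested, the NET and complement lists stayed over-represented among the genes called higher in both tumor groups. It was not tested without a liver of a compared group. Camera with an estimated correlation called neither list in the PMN or metastasis livers (adjusted p = 0.0852 and 0.0967 for NET, 0.0536 and 0.0721 for complement). Over all alternatives, no named gene called in the reported fit changed direction. Lrg1 stayed called in both groups in every alternative with a test.

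The number of calls depended most on which livers shared the estimate of the spread. With only the 2 groups compared, 2548 genes were higher and 2223 lower in PMN livers, against 806 and 389, while 276 were higher and 116 lower in metastasis livers, against 1110 and 646. Without one metastasis liver, 2502 to 2546 were higher and 2089 to 2112 lower in PMN livers. Without one PMN liver, 348 to 375 were higher and 144 to 168 lower in metastasis livers. The metastasis livers differ more from each other than the other pairs do, so 1 shared spread lies above that of the PMN and sham livers and below that of the metastasis livers. The NET list then held 56 genes higher in PMN livers with only the 2 groups (130 tested), and 57 without either metastasis liver (139 tested). The complement list, with 81 to 83 tested, held 56 in PMN livers with only the 2 groups and 57 to 58 without one metastasis liver, but 17 in metastasis livers with only the 2 groups and 20 without either PMN liver. The log2 fold change of Lrg1 in metastasis livers was 3.06 to 3.59 with each metastasis or sham liver left out.

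DESeq2 called more genes, with 1709 higher and 1110 lower in PMN livers, 2065 and 1465 in metastasis livers, and 240 higher and 284 lower in metastasis than PMN livers, where edgeR called 0 (2193 at an unadjusted p under 0.05). The cause was not tested.

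Scaling changed the balance. By library size without TMM, 569 genes were higher and 801 lower in PMN livers and 838 and 1115 in metastasis livers, so 41.5% and 42.9% of the calls were higher against 67.4% and 63.2%. This scaling moved the median of all genes to -0.25 and -0.23. On log2(TPM + 1), 529 were higher and 1006 lower in PMN livers and 654 and 1635 in metastasis livers (34.5% and 28.6% higher), with medians of -0.10 and -0.15. On log2(TPM + 0.1), 469 and 729 were higher and 360 and 922 lower (56.6% and 44.2% higher), with medians of -0.17 and -0.26.

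With the replicate number as a replicate block, 259 genes were lower in PMN livers. The numbers do not pair the livers, since their deviations correlated across genes by -0.03, 0.08 and 0.04.

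Under the estimated correlation, camera called 0 lists in each of the 3 comparisons (18, 16 and 1 at an unadjusted p under 0.05), and fry called 0 between metastasis and PMN livers (6 unadjusted). The correlation between the metastasis livers was 0.928 on log2 CPM against 0.956 on log2(TPM + 1).

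Over all gene lists and alternatives, 330 medians moved by more than the spread between livers and 1293 did not. Of the called genes of the metastasis comparison named by rule or list, 49 of 112 lost their call with only the 2 groups. Genes near the limit of 3 counts have folds that are limits only.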

Differences from the paper's values

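The paper's figures count genes per KEGG pathway, and the hand-written lists used here are not those pathways, so the counts are not on the same list. The paper shows about 18 genes for NET formation in Fig. S6B, read by eye, against 37 of the tested NET list genes called higher in the PMN livers here. Of the alternatives set before the data were examined, only limma on log2(TPM + 0.1), with 27, came within 1.5 times of it. The paper shows about 24 genes in Fig. S6C, read by eye, for the metastasis livers, against 39 here. The alternatives set before that came within 1.5 times were at least 10 counts in every liver (32), only the 2 groups compared (26), library size without TMM (34), limma on log2(TPM + 1) (31) and log2(TPM + 0.1) (32), and leaving out PMN liver 1 (29) or 2 (28).

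For complement and coagulation, the paper shows about 16 genes in Fig. S6B, read by eye, against 34 called higher in the PMN livers here, and none of the alternatives set before the data were examined closed the gap. It shows about 15 in Fig. S6C, read by eye, against 34 in the metastasis livers. Of the alternatives set before, only the 2 groups compared (17) and leaving out PMN liver 1 or 2 (20 each) came within 1.5 times.

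The paper states that Mmp9 was higher in premetastatic livers of other samples measured by qRT-PCR. Here its log2 fold change in the PMN livers was 3.71 (standard error 0.92) and it was not called (adjusted p = 0.0626 from edgeR's quasi-likelihood test). It was called with DESeq2 (0.000327), with no filter on low counts (0.0481), with only the 2 groups compared (0.0162) and without metastasis liver 1 or 2 (0.0124 and 0.0106). Over all alternatives its adjusted p ranged from 0.000327 to 0.168.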

Other observations

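Of the tests given here, those of scaling and gene length, of the NET list without neutrophil and monocyte genes or without histone genes, and of sequencing depth were set before their results were seen, and all others were chosen afterward.

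Lrg1, on chromosome 17 of mm10 from 56119678 to 56121946, was at 74.5 ± 6.90 CPM in the sham livers, 1051 ± 55.8 CPM in the PMN livers and 757 ± 191 CPM in the metastasis livers (SD, n = 2 each). Its log2 fold change was 3.82 (standard error 0.28, adjusted p = 0.00543 from edgeR's quasi-likelihood test) in the PMN livers and 3.35 (0.27, 0.00469) in the metastasis livers. The paper states for other samples, followed over time within each model, that LRG1 rises further as the tumor spreads. The metastasis and PMN livers here come from different models on the same day, so they do not test that rise. In these livers, the metastasis and PMN groups differed by -0.47 on the log2 scale, which was not called (adjusted p = 0.441) and was -0.24 without metastasis liver 1 and -0.76 without metastasis liver 2. Of the premetastatic marker genes that the paper measured in other samples, S100a8 rose by 7.70, S100a9 by 6.51 and Fn1 by 2.14 on the log2 scale in the PMN livers (adjusted p = 0.0064, 0.00738 and 0.00817 from the same edgeR test).

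Neutrophil genes were higher in the PMN than in the sham livers. The mature list had a median log2 fold change of 4.46, or 3.87 with the genes at their limit, and the immature list 9.61, or 7.41 at the limit. Of 21 mature genes, 14 were called higher, 4 lie at a mean of 1 CPM or more in the sham livers and 10 are on another list. The 2 most abundant were Wfdc21, at 254 and 328 CPM in the sham livers and 399 and 424 CPM in the PMN livers, which was not called (log2 fold change 0.50, adjusted p = 0.213), and S100a9, at 1.53 and 2.15 CPM against 109 and 226 CPM. More residual blood of the sham composition would raise erythroid genes as much, but their median was 0.039, or 0.54 without sham liver 2. A lower hepatocyte share would raise all other cell types alike. The first measure of this was the B cell list, whose median was -1.81, but 6 of its 7 genes lie under a mean of 1 CPM in the sham livers and the median was -0.18 over genes with at least 10 counts in every liver. A second measure was therefore added after that value was seen: the monocyte and macrophage list rose by 2.51 and the fibroblast and stellate cell list by 0.27 (0.42 without PMN liver 2), a difference of 2.24. Of their genes, 10 of 13 and 9 of 10 lie at a mean of 1 CPM or more in the sham livers. The most abundant were Clec4f, at 76.8 CPM in each sham liver and 265 and 355 CPM in the PMN livers, and Dcn, at 144 and 134 CPM against 173 and 167 CPM. The first measure excludes nothing, and the second argues against this explanation. By library size without TMM and by TMM without the 100 most abundant genes, the median was 4.22 or more, which argues against scaling by a few abundant genes. On log2(TPM + 1), where the pseudocount lowers the folds of scarce genes, it was 1.74. No random list matched on length and expression reached 4.46 (permutation test, p = 1e-04, the smallest the random lists can give). More neutrophils in the PMN livers is the hypothesis left open, and RNA from whole liver does not count cells. In premetastatic livers of other mice, with another tumor line, the paper reports a larger share of neutrophils by single-cell sequencing and by flow cytometry.

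The over-representation of the NET list in the PMN livers was tested with each part left out in turn. Without its fibrinogen, complement and von Willebrand factor genes, the odds ratio was 6.66 (one-sided Fisher's exact test, p = 1.27e-14), without receptors and integrins 4.33 (p = 4.27e-07), and without the granule enzyme, PAD4 and NADPH oxidase part 5.49 (p = 1.25e-10). Without these last 2 parts together it was 1.99 (9 of 97 genes, Fisher's exact test, p = 0.0494), so most of it came from them. The odds ratio was 15.4 without the signaling part and 11.7 without the histones. Without the genes that the neutrophil and monocyte lists also hold it was 6.59 (Fisher's exact test, p = 1.61e-14). This last removal left 129 of 134 genes, 32 of them called, and kept Itgam (CD11b). It therefore does not show that the result holds without genes of these cells. Random lists matched on length and expression held a median of 7 and at most 19 genes called higher, against 37 (permutation test, p = 1e-04). NET formation and a higher number of neutrophils cannot be told apart here. The granule enzyme, PAD4 and NADPH oxidase part rose by a median of 2.86. The neutrophil genes outside the list rose by 4.34, a difference of -1.485. However, the sham level of the granule part was higher, with a median of 1.48 CPM against 0.12 CPM, which lowers its fold. Among immature neutrophil genes, whose sham medians were 0 and 0.07 CPM, the 4 on the NET list rose by a median of 7.18. The 6 outside it rose by 7.80, so the NET genes did not rise more there either. Of these 10 genes, 7 have folds that are limits only.

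The metastasis livers differed from each other more than the other pairs. Lower depth would widen the gap mainly among scarce genes, but 3.17% of the genes at 10 CPM or more lay over 4-fold apart. Hypoxia response genes were higher in metastasis liver 1 than in liver 2 by a median of 1.71 (24 of 26 genes, permutation test with random lists matched on expression, p = 1e-04), against 0.08 and 0.15 between the sham and the PMN livers. Bnip3 was at 2316 and 251 CPM. Proliferation genes differed by -0.36 (8 of 27 genes higher in liver 1, permutation test, p = 0.951). More dividing cells in liver 1 stays open, because random lists reached from -0.95 to 0.66 and the sham livers differed by 0.32. The share of genes apart at high counts argues against depth. Hypoxia in liver 1, during growth or at collection, is a candidate explanation, found and tested on the same livers.

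Clock genes also differed between livers of one group. Arntl differed by 1.85 (sham), 1.88 (PMN) and 3.42 (metastasis) on the log2 scale. Of the values of 10 genes of the opposite phase over the 3 groups, 66.7% were lower in the liver with more Arntl (6, 8 and 6 genes). The counts were not tested. The median differences of these genes were -0.15, -0.48 and -0.26 (permutation tests with random lists, p = 0.0278, 3e-04 and 0.169). Collection at different times of day may explain this, but it cannot be told apart from other differences between single livers, since the metastasis pair did not pass and the rule was made stricter after the values had been viewed.

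Hamp and Hamp2, which encode hepcidins, were among the genes that fell most. Hamp2 fell by 6.48 in the PMN livers and by 11.14 in the metastasis livers on the log2 scale (adjusted p = 0.0176 and 0.00688 from edgeR's quasi-likelihood test). Metastasis liver 1 had no counts of Hamp2 and liver 2 had 0.343 CPM. In the PMN livers, its call was lost on log2(TPM + 0.1), within a range of the adjusted p of 0.000452 to 0.0552. Hamp fell by 9.54 in the metastasis livers (adjusted p = 0.00965). In the PMN livers Hamp was not called (-1.02, adjusted p = 0.463), with 65.3 and 464 CPM in the 2 livers, and its value was -3.01 without PMN liver 2 and -0.21 without PMN liver 1. Less hepatocyte RNA would lower hepatocyte genes alike, but their median was -0.13, or -0.63 and 0.42 without metastasis liver 1 or 2. Reads that map equally well to both paralogs were not counted in any liver, so their sum holds only reads unique to one of them. This sum fell by 10.1, so the fall was not a shift from one paralog to the other. Lower BMP signaling cannot be told apart, because the median of 8 BMP response genes was 0.33 with members going both ways and other cells express them. For Hamp2 in the PMN livers, erythroid expansion cannot be told apart either: erythroid progenitor genes were higher by a median of 0.57, and liver RNA says nothing about spleen or marrow.

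Other genes with large changes were Cd177, at least 85.4-fold higher in the PMN and 143-fold in the metastasis livers (41.0-fold and 71.7-fold in the liver with fewer counts). In the PMN livers, Cd177 lost its call on log2(TPM + 1), within a range of the adjusted p of 7.36e-09 to 0.0746. In the PMN livers, Acot3, Cyp2c69, Ces1f and Sult2a8 fell by 5.44, 5.32, 4.89 and 4.59 on the log2 scale. Without PMN liver 2, Acot3 fell by 8.75. Ces1f lost its call on log2(TPM + 0.1), within a range of the adjusted p of 9.85e-09 to 0.0538. In the metastasis livers, A1bg fell by 9.19, with no counts in metastasis liver 1 and 0.442 CPM in liver 2. Car3 fell by 8.61, and Gm41999 was at least 239-fold lower. Gm41999 overlaps Car3 on chromosome 3, and since the use of strand is not stated, its counts are uncertain.

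Both tumor groups shared 606 genes called higher and 250 called lower, and Ddi2, named after its values were seen, was called higher in the PMN livers (log2 fold change 1.59) and lower in the metastasis livers (-0.89). The second call was lost with only the 2 groups compared, with the replicate number as a block and without PMN liver 1 or 2 (adjusted p = 0.0945 and 0.0977), within a range of the adjusted p of 0.0021 to 0.103. Simulated unchanged groups shared 0 calls, but without a change the procedure made no calls in the simulated check either, so this does not measure how much of the overlap comes from the shared sham livers. The same sign was seen in both comparisons for 76.4% of genes, against a simulated median of 66.8%. Among 883 Reactome sets, 66 were over-represented in the PMN livers and 74 in the metastasis livers. The strongest in both was Hemostasis, with 71 and 100 of 391 genes (adjusted p = 3.83e-19 and 2.18e-29 from one-sided Fisher's exact tests). The Innate Immune System set held 71 of 461 genes in the PMN livers (adjusted p = 2.66e-15), and the Complement cascade set 14 of 26 (adjusted p = 3.61e-10).

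The medians of the remaining lists follow as log2 fold changes over sham, for the PMN and then the metastasis livers. STAT3 response genes were at 1.94 and 1.49, monocyte and macrophage genes at 2.51 and 2.46, endothelial genes at 1.26 and 0.91, dendritic cell genes at 0.90 and 0.87, T and NK cell genes at 0.13 and 1.03, cholangiocyte genes at -0.89 and 0.08, hepatocyte genes at -0.70 and -0.13, and mature and immature neutrophil genes of the metastasis livers at 5.60 and 10.15 (4.52 and 7.77 with genes at their limit). B cell and fibroblast genes of the metastasis livers were at 0.21 and 1.04. Interferon response genes were at 0.16 and 0.12, clock genes at -0.46 and -0.52, fasting genes at 0.15 and -0.32, lipogenesis genes at -1.06 and -1.54, and the 2 tested exocrine pancreas genes at -0.15 and 1.65. The histone part of the NET list was at -0.04 and -0.40, its signaling part at 0.13 and 0.04, its receptor part at 2.20 and 2.39, its granule part at 2.86 and 2.77 and its fibrinogen part at 2.89 and 2.56. The NET list itself was at 0.65 and 0.49 (0.53 with genes at their limit), or 0.83 and 0.92 without its histone genes, and complement and coagulation at 1.26 and 1.04. Of the lists taken from the paper, MDSC genes were at 3.24 and 3.67, the Fig. S6D genes at 5.22 and 5.80, premetastatic marker genes at 5.05 and 5.46, endothelial angiogenesis and inflammation genes at 2.55 and 1.82, LRG1 receptors at 0.28 and 0.18, serum cytokines at 3.91 and 5.14 (2.71 and 3.83 with genes at their limit), early neutrophil genes at 9.16 and 10.15 (7.85 and 8.70) and other genes at 2.04 and 2.47 (1.49 and 2.46). On log2(TPM + 1), which shrinks the folds of scarce genes, many of these medians were lower: the NET list was at 0.26 and 0.05, complement and coagulation at 0.81 and 0.51, dendritic cell genes at 0.14 and 0.17, serum cytokines at 0.85 and 1.87 and the other genes of the paper at 0.48 and 0.61. Of the lists added later, hypoxia genes were at 0.11 and 1.82 (with a median log2 CPM of 6.08 in metastasis liver 1 and 4.47 in liver 2), BMP genes at 0.11 and 0.33, erythroid progenitor genes at 0.57 and 1.80, the Arntl clock phase at 1.56 and 1.05 and the Dbp phase at -0.77 and -0.91. Muscle, adipose and Y-chromosome lists had no tested genes. Xist was at -0.15 and -0.53, with log2 CPM of at least 9.37 in every liver.

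Several of these medians depended on 1 liver. Without metastasis liver 2, the values in the metastasis livers were -0.09 for dendritic cell genes, 0.66 for T and NK cell genes, -0.55 for B cell genes, 0.53 for fibroblast genes, 0.42 for hepatocyte genes, -0.63 for interferon response genes, 0.15 for the signaling part and -0.05 for LRG1 receptors. Without metastasis liver 1, they were -1.03 for lipogenesis genes and -0.10 for the histone part. Without sham liver 2, cholangiocyte genes were at 0.15 and 1.08 in the PMN and metastasis livers, interferon response genes at -0.09 in the PMN livers, and fasting genes at -0.62 in the metastasis livers. The clock genes of the metastasis livers were then at 0.0010. Without PMN liver 2, the values in the PMN livers were 0.47 for dendritic cell genes, -0.34 for hepatocyte genes, -0.04 for clock genes and 0.35 for fasting genes. Without PMN liver 1, they were 0.40 for T and NK cell genes and 0.29 for the histone part. Without sham liver 1, they were -0.55 for lipogenesis genes, 0.08 for the signaling part and 0.43 for LRG1 receptors.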
